# Loss of *Mfn1* but not *Mfn2* enhances adipogenesis

**DOI:** 10.1371/journal.pone.0306243

**Published:** 2024-12-31

**Authors:** Jake P. Mann, Luis Carlos Tábara, Satish Patel, Pushpa Pushpa, Anna Alvarez-Guaita, Liang Dong, Afreen Haider, Koini Lim, Panna Tandon, Fabio Scurria, James E. N. Minchin, Stephen O’Rahilly S., Daniel J. Fazakerley, Julien Prudent, Robert K. Semple, David B. Savage

## Abstract

**Objective:**

A biallelic missense mutation in mitofusin 2 (*MFN2*) causes multiple symmetric lipomatosis and partial lipodystrophy, implicating disruption of mitochondrial fusion or interaction with other organelles in adipocyte differentiation, growth and/or survival. In this study, we aimed to document the impact of loss of mitofusin 1 (*Mfn1*) or 2 (*Mfn2)* on adipogenesis in cultured cells.

**Methods:**

We characterised adipocyte differentiation of wildtype (WT), *Mfn1*^*-/-*^ and *Mfn2*^*-/-*^ mouse embryonic fibroblasts (MEFs) and 3T3-L1 preadipocytes in which Mfn1 or 2 levels were reduced using siRNA.

**Results:**

*Mfn1*^*-/-*^ MEFs displayed striking fragmentation of the mitochondrial network, with surprisingly enhanced propensity to differentiate into adipocytes, as assessed by lipid accumulation, expression of adipocyte markers (*Plin1*, *Fabp4*, *Glut4*, *Adipoq*), and insulin-stimulated glucose uptake. RNA sequencing revealed a corresponding pro-adipogenic transcriptional profile including *Pparg* upregulation. *Mfn2*^*-/-*^ MEFs also had a disrupted mitochondrial morphology, but in contrast to *Mfn1*^-/-^ MEFs they showed reduced expression of adipocyte markers. *Mfn1* and *Mfn2* siRNA mediated knockdown studies in 3T3-L1 adipocytes generally replicated these findings.

**Conclusions:**

Loss of *Mfn1* but not *Mfn2* in cultured pre-adipocyte models is pro-adipogenic. This suggests distinct, non-redundant roles for the two mitofusin orthologues in adipocyte differentiation.

## Introduction

Primary mitochondrial disorders result in pleiotropic syndromes disturbing the function of multiple organ systems commonly including the central and peripheral nervous system and neuromuscular function [1, 2]. Adipose tissue dysfunction and related features of the metabolic syndrome are not present in most primary mitochondrial disorders [3, 4]. One striking exception to this is the recent discovery that a point mutation in human mitofusin 2 (*MFN2*) produces profound adipose tissue dysfunction, non-alcoholic fatty liver disease, insulin resistance and type 2 diabetes [5–7]. Humans with biallelic p.Arg707Trp MFN2 mutations develop increased upper body adiposity (multiple symmetric lipomatosis) with lower body lipodystrophy. Over-grown adipose depots show deranged ultrastructure of the mitochondrial network but largely normal adipocytes on light microscopy [5]. Affected adipose tissue exhibits a strong transcriptomic signature of activation of the integrated stress response and increased pro-growth signalling. This adipose phenotype appears to be specific to the p.Arg707Trp mutation, which has been identified in all reported cases to date. Other *MFN2* mutations, many effectively leading to loss of one allele (i.e. haploinsufficiency) and often located in the N-terminal GTPase domain, are associated with autosomal dominant sensorimotor neuropathy without an adipose phenotype [8]. No monogenic disease attributable to *MFN1* mutations has yet been reported.

Within the last 20 years, the dynamic nature of the mitochondrial network has been clearly established, and many of the molecules mediating mitochondrial morphology have been identified [9, 10]. Mitochondrial network dynamics are entrained to adapt to the cellular nutritional state: starvation or nutrient excess trigger changes in mitochondrial morphology that correspond to functional changes in mitochondrial oxidative phosphorylation [11] and the generation of reactive oxygen species (ROS) [12, 13]. The mitofusins (*MFN1* and *MFN2*) are GTPases required for fusion of the outer mitochondrial membrane. Loss of either mitofusin leads to fragmentation of the mitochondrial network and disrupts its function [14–16]. *Mfn1* is widely expressed and is required for mitochondrial fusion whereas *Mfn2* reportedly has additional roles, such as being intimately involved in forming membrane contact sites between mitochondria and the endoplasmic reticulum [17] or lipid droplets [18], and in facilitating apoptosis and mitophagy [19].

Global *Mfn1* or *Mfn2* deletion in mice is embryonically lethal, but knockout of *Mfn2* [20–22] specifically in mature adipocytes has illustrated the importance of mitochondrial network dynamics in adipose tissue. Loss of *Mfn2* from *Ucp1*-expressing brown adipose tissue impairs its thermogenic capacity and increases lipid droplet size [20, 21], but surprisingly increases insulin sensitivity. In contrast, deletion of *Mfn2* from mature white adipocytes in adult mice was obesogenic and impaired insulin sensitivity [22]. Adipose-specific knock-out of *Mfn1* has yet to be described. Importantly, all promoters used for adipose-specific knockouts to date have been from genes expressed during terminal adipocyte differentiation, so whether loss of one or both mitofusins perturbs the process of adipogenesis, which involves significant expansion of mitochondrial mass [23–25], is unknown.

Genetic perturbation of mitochondrial function has been shown to cause loss of white adipose tissue (lipoatrophy) in some in vivo models, providing further evidence for the importance of mitochondrial function in adipose function. Adipose-tissue specific (using adiponectin-Cre) loss of *Tfam*, a key regulator of mitochondrial biogenesis, caused a classical lipodystrophic phenotype: loss of adipose mass and insulin resistance [26]. However, other models have resulted in lipoatrophy without insulin resistance [27] or even increased glucose tolerance [28, 29].

Impaired cold adaptation is a fairly consistent feature of models of mitochondrial dysfunction in adipose tissue, particularly where mitochondrial function is perturbed in brown adipose tissue alone or in addition to perturbation in white adipose tissue. Loss of *Mfn2* in all adipose tissue (adiponectin-Cre) [20] or brown adipose tissue (Ucp1-Cre) [21] both cause cold intolerance. Similarly, adipose tissue-specific loss of *Opa1* [30], which mediates fusion of the inner mitochondrial membrane, causes cold intolerance. This underscores the prominent role of mitochondrial dynamics in cold-induced thermogenesis.

Differentiation of fibroblast-like cells into mature adipocytes is a well-established experimental paradigm used to dissect molecular regulation of adipogenesis [31, 32]. In this study we examined the role of *Mfn1* and *Mfn2* in adipogenesis using knock-out mouse embryonic fibroblasts (MEFs), validating findings in 3T3-L1 preadipocytes using siRNA-mediated knock-down. We found that loss of *Mfn1* enhances adipogenesis, whereas loss of *Mfn2* has no effect on total lipid accumulation but alters lipid droplet morphology and reduces the expression of some adipogenic markers. These findings suggest that the two mitofusin proteins have important but divergent roles in the control of adipogenesis.

## Methods

### Culture and adipogenic differentiation of MEFs

Mouse embryonic fibroblasts (MEFs) null for *Mfn1*^*-/-*^, *Mfn2*^*-/-*^, *Mfn1*^*-/-*^*2*^-/-^, and *Opa1*^*-/-*^, and wild-type MEFs, originally derived by Chen *et al*. [14], were obtained for use in this study from American Type Culture Collection in February 2019 (see S1 Table for a list of reagents).

MEFs were cultured in Dulbecco’s Modified Eagle’s Medium supplemented with 10% (vol/vol) foetal bovine serum (FBS), 1% (1mM) sodium pyruvate (from stock 100mM), 1% non-essential amino acids 100x, 1% penicillin/streptomycin (10,000 units penicillin and 10 mg streptomycin per mL), 2mM L-glutamine, and 50mM 2-mercaptoethanol. All cells were grown at 37°C in 20% O_2_ and 5% CO_2_.

Cells were maintained and passaged whilst sub-confluent prior to adipogenic differentiation. All experiments were performed with cells at passage <10. To initiate differentiation, cells were grown to confluence (day -2) in 6- or 12-well plates and then, two days later, treated with 8μg/mL D-pantothenic acid, 8μg/mL biotin, 1μM rosiglitazone, 0.5mM 3-isobutyl-1-methylxanthine (IBMX), 1μM dexamethasone, and 1μM insulin. Treatment with D-pantothenic acid, biotin, rosiglitazone, and insulin was repeated on day +2, +4, and +6. Differentiation continued until day +8.

For fluorometric quantification of intracellular lipid accumulation, cells were incubated with AdipoRed at 1:25 dilution and 37°C for 20 minutes in the dark. Cells were washed twice in PBS then fluorescence was measured on Tecan M1000 Pro plate reader with excitation at 485nm and emission at 572nm.

For studies using the reactive oxygen species (ROS) scavenger N-acetylcysteine (NAC), MEFs were differentiated according to the above protocol in the presence of pH7 adjusted NAC (Sigma) at either 1mM, 2.5mM, or 5mM. NAC treatment began at day -2 and was repeated with each media change.

### Over-expression of *Pparg2* in MEFs

To improve the adipogenic potential of MEFs, cells were retrovirally transduced with murine Peroxisome proliferator-activated receptor gamma 2 (*Pparg2*). Phoenix-AMPHO (ATCC) cells were used for packaging. 70% confluent Phoenix cells were transfected with 12μg pBABE (puromycin-resistant)-mPparg2 vector or pBABE-EGFP (control) plasmid DNA using Lipofectamine 3000 transfection reagent. 72-hours later the supernatant media containing the virus was collected and filtered through a 0.45μm membrane. Retroviral stocks were used to transduce 50–60% confluent MEFs with addition of 12μg/mL polybrene. From 24-hours after transduction, puromycin selection began using 4μg/mL, and MEFs were subsequently cultured in media containing this concentration of puromycin. Adipogenic differentiation was then performed according to the above protocol.

### Confocal microscopy of mitochondrial network

Cells were stained with Mitotracker Orange CMTMRos (ThermoFisher) for imaging of the mitochondrial network using confocal microscopy. MEFs were grown on cover slips to 80–90% confluence (pre-adipocytes at day -2 for MEFs and day 0 for 3T3-L1s) and treated with 400nM Mitotracker for 20 minutes at 37°C in the dark. Cells were washed with fresh media four times, each for 30 minutes at 37°C in the dark, followed by three washes in phosphate buffered saline (PBS). Cells were then fixed in 4% formaldehyde at room temperature for 10 minutes and mounted onto slides using ProLong Gold or Diamond Antifade Mountant with 4′,6-diamidino-2-phenylindole (DAPI) (ThermoFisher). Images were obtained using a Leica SP8 confocal microscope using excitation/emission spectra: Mitotracker Orange CMTMRos (550/560-580), BODIPY (490/515-535), and DAPI (405/450-470).

### Culture and adipogenic differentiation of 3T3-L1 fibroblasts

Mouse fibroblast 3T3-L1 fibroblasts (3T3-L1s) [33] were used as an in vitro model of adipocyte differentiation and were obtained as a gift from D.J. Fazakerley and D.E. James (University of Sydney), originally obtained from Dr. Howard Green (Harvard Medical School, Boston, MA). 3T3-L1s were cultured in Dulbecco’s Modified Eagle’s Medium supplemented with 10% (vol/vol) foetal bovine serum and 1% GlutaMax. Cells were grown at 37°C in 20% O_2_ and 10% CO_2_. Cells were maintained and passaged sub-confluent prior to adipogenic differentiation.

To initiate differentiation, cells were grown to confluence (day -2) in 12-well plates and then two days later (day 0) treated with 0.5mM IBMX, 410nM biotin, 220nM dexamethasone, and 350nM insulin. After 72-hours (day +3), media was replaced with addition of 350nM insulin. A further 72-hours later (day +6) media was changed (without any additional chemicals) and subsequently replaced on day +8 and day +10 with experiments ending on day +12. On day +12, lipid accumulation was assessed using Oil Red O staining and AdipoRed quantification. RNA and protein were also extracted at day +12.

### siRNA knock-down experiments in 3T3-L1s

For knock-down, confluent pre-adipocyte (day -2) 3T3-L1s grown in 12-well plates were transfected with a pool of two anti-*Mfn1* siRNAs (ThermoFisher Scientific, CatIDs: s85002 & s85004), each at 40nM to achieve a final concentration of 80nM, with 2.5μl RNAiMax (ThermoFisher Scientific) in OptiMEM (ThermoFisher Scientific). In addition, we tested the knock-down efficacy of a third anti-*Mfn1* siRNA (ThermoFisher Scientific, CatID s85003), which had limited efficacy and was not taken forward in further experiments. For knock-down of *Mfn2*, an anti-*Mfn2* SmartPool (Dharmacon) was used at a final concentration of 40nM. In all experiments, a scrambled Silencer Negative Control siRNA (ThermoFisher Scientific) was used at 80nM. Knock-down was performed with each media change, i.e. day -2, 0, +3, +6, +8, and +10.

### Immunofluorescence in 3T3-L1s

Mature (day +8) differentiated 3T3-L1 adipocytes were reseeded onto matrigel-coated (Corning) coverslips at 50% density. siRNA knockdown was performed during reseeding. Reseeded adipocytes (day 9) were cultured under standard “high glucose” conditions (Dulbecco’s modified eagle’s medium containing 25mM glucose supplemented with 10% (vol/vol) foetal bovine serum and 1% GlutaMax) or “low glucose” (serum-free Dulbecco’s modified eagle’s medium containing 5mM glucose supplemented with 0.2% (w/v) bovine serum albumin and 1% GlutaMax) conditions for 16 hours. Cells were then fixed in 4% paraformaldehyde (PFA) in PBS at room temperature for 20 minutes, quenched with 100mM glycine in PBS, washed three times with PBS, followed by incubation with 50mM ammonium chloride in PBS to quench the unspecific fluorescence signal from aldehyde groups. Cells were washed again three times with PBS and permeabilized in 0.1% Triton X-100 in PBS for 10 minutes. Then, cells were blocked with 10% FBS in PBS, followed by incubation with the appropriate primary antibodies in 5% FBS in PBS, for two hours at room temperature. After three washes with 5% FBS in PBS, cells were incubated with specific secondary antibodies (1:1,000) for one hour at RT. After three washes in PBS, coverslips were mounted onto slides using Dako fluorescence mounting medium (Dako).

Mitochondria were stained using a rabbit anti-TOMM20 antibody (11802-1-AP/Proteintech) (1:1,000). Alexa Fluor 488 (anti-rabbit) was used as a secondary antibody (1:1,000) (Invitrogen). Lipid droplets were stained by incubating coverslips with LipidTOX deep red (Thermo-fisher) for 2 hours (1:1,000).

For confocal image acquisition, cells were visualized using a 100X objective lenses (NA1.4) on a Nikon Eclipse TiE inverted microscope and 7 stacks of 0.2μm each were acquired with appropriate lasers using an Andor Dragonfly 500 spinning disk system, equipped with a Zyla 4.2 PLUS sCMOS camera (Andor), coupled with Fusion software (Andor). Images from the same experiment were acquired following the same parameters including exposure time and laser intensities.

For image analysis, mitochondrial morphology was manually analysed and classified as intermediate, hyperfused or fragmented as already described [34]. The different mitochondrial parameters (area, length and number) were quantified by randomly selecting region of interests (ROIs) of 225μm^2^ at the cell periphery and analysed using MitoMapr (Fiji) [35]. Error bars displayed on graphs represent the mean ± S.D from 3 independent experiments (at least 18 cells per experiment and condition). Statistical significance was analysed using Nested t-test or Two‐way ANOVA test using GraphPad Prism software. *p < 0.05, **p < 0.01, *** p < 0.001 and **** p < 0.0001 were considered significant.

### Electron microscopic imaging of mitochondria

Transmission electron microscope (TEM) studies were performed at the Cambridge Advanced Imaging Centre, University of Cambridge. Undifferentiated MEFs (day -2) were grown to sub-confluence in 6-well plates. Cells were washed twice in 0.9% NaCl then fixed in (2% glutaraldehyde/2% formaldehyde in 0.05M sodium cacodylate buffer pH 7.4 containing 2mM calcium chloride) for 4 hours at 4°C. Cells were then scraped from plates and, after washing five times with 0.05M sodium cacodylate buffer pH 7.4, samples were osmicated (1% osmium tetroxide, 1.5% potassium ferricyanide, 0.05M sodium cacodylate buffer pH 7.4) for three days at 4°C. After washing five times in DIW (deionised water), samples were treated with 0.1% (w/v) thiocarbohydrazide/DIW for 20 minutes at room temperature in the dark. After washing five times in DIW, samples were osmicated a second time for 1 hour at room temperature (2% osmium tetroxide/DIW). After washing five times in DIW, samples were block stained with uranyl acetate (2% uranyl acetate in 0.05M maleate buffer pH 5.5) for three days at 4°C. Samples were washed five times in DIW and then dehydrated in a graded series of ethanol (50%/70%/95%/100%/100% dry) 100% dry acetone and 100% dry acetonitrile, three times in each for at least 5 minutes. Samples were infiltrated with a 50/50 mixture of 100% dry acetonitrile/Quetol resin (without benzyldimethylamine (BDMA)) overnight, followed by three days in 100% Quetol (without BDMA). Then, samples were infiltrated for 5 days in 100% Quetol resin with BDMA, exchanging the resin each day. The Quetol resin mixture is: 12g Quetol 651, 15.7g NSA, 5.7g MNA and 0.5g BDMA (all from TAAB). Samples were placed in embedding moulds and cured at 60°C for 3 days.

Thin sections were cut using an ultramicrotome (Leica Ultracut E) and placed on bare 300 mesh copper TEM grids. Samples were imaged using a Tecnai G2 TEM (FEI/Thermo Fisher Scientific) run at 200 keV using a 20μm objective aperture to improve contrast. Images were acquired using an ORCA HR high resolution CCD camera (Advanced Microscopy Techniques Corp, Danvers USA).

Analysis was performed by manual measurement of individual mitochondria from all obtained images using ImageJ. Despite multiple mitochondria measured per sample, statistical tests (pairwise comparisons relative to wild-type) were based on the mean from two independent biological replicates and false-discovery rate adjustment for the number of tests [36].

### mtDNA content assay

Relative mitochondrial DNA (mtDNA) content was assayed using real-time quantitative polymerase chain reaction (RT-qPCR) for a mitochondrial DNA gene (*Rnr2*) and a nuclear DNA gene (*Hk2*). DNA was extracted from undifferentiated MEFs at 80% confluence using DNeasy kit (Qiagen). DNA was quantified on a Nanodrop and diluted to 4ng/μl. RT-qPCR was performed in triplicate for each sample using 8ng DNA with primers for *Hk2* (Forward: GCCAGCCTCTCCTGATTTTAGTGT, Reverse: GGGAACACAAAAGACCTCTTCTGG) and *Rnr2* (Forward: AACTCGGCAAACAAGAACCC, Reverse: CCCTCGTTTAGCCGTTCATG). The ratio mt*Rnr2*/n*Hk2* was calculated using the standard curve method and expressed relative to wild-type.

### Oil Red O staining

Mature adipocytes (day +8 MEFS or day +12 3T3-L1s) in six-well plates were gently washed in PBS before fixing in 10% formalin for 30 minutes at room temperature. Cells were then washed twice in PBS before dehydration in 60% isopropanol for 5 minutes (twice). Oil Red O (ORO) working solution was then added for 20 minutes. ORO working solution was made from 1g ORO (Sigma) dissolved in 400ml isopropanol, diluted 3:2 with milli-Q water and filtered through a 0.45μm membrane. Cells were washed with water then imaged on a flat-bed scanner and with light microscopy. Lipid droplet width was measured in day +12 3T3-L1s using ImageJ [37].

### 2-deoxy-glucose uptake assay

2-deoxy-glucose (2DOG) uptake assays were performed on mature adipocytes (day +8) following differentiation of MEFs in 24-well plates, according to standard protocols [38]. Briefly, MEFs were serum starved in Dulbecco’s Modified Eagle’s Medium (DMEM)/0.2% bovine serum albumin (BSA)/1% GlutaMax for 2 hours then washed three times in KRP buffer with 0.2% BSA. KRP buffer was prepared as: 0.6mM Na_2_HPO_4_, 0.4mM NaH_2_PO_4_, 120mM NaCl, 6 mM KCl, 1mM CaCl_2_, 1.2mM MgSO_4_ and 12.5mM HEPES adjusted to pH 7.4. At least one well on each plate served as a negative control by addition of 25μM cytochalasin B (Sigma Aldrich) to block all transporter-mediated glucose uptake. Cells were incubated with KRP/0.2% BSA ±100nM insulin for 20 minutes. After 15 minutes, 2-deoxyglucose (Sigma/Merck; radiolabelled 2DOG from PerkinElmer) was added to each well to a final concentration of 50μM and 0.25μCi/well. 5 minutes after addition of 2DOG, cells were quickly washed three times in ice-cold PBS then lysed in 1% (v/v) Triton X-100. Uptake of 2DOG (^3^H) was quantified using liquid scintillation counting and normalised to protein content.

For immunoblots of the insulin signalling cascade, MEFs were grown to day +10 of adipogenic differentiation, serum starved for 2 hours, then stimulated with 1nM insulin for 30 minutes. Cells were then washed in cold PBS and lysed in RIPA buffer (Sigma) with PhosSTOP Phosphatase Inhibitor (Roche) and Complete-Mini Protease Inhibitor (Roche), as described below. Lysates for immunoblotting of Glut1 and Glut4 were sonicated prior to quantification and were not denatured.

### RNAseq in knock-out MEFs

Bulk RNA sequencing (RNAseq) was performed on wild-type (WT) and *Mfn1*^-/-^ MEFs at four time points: day -2 (pre-adipocyte), day 0 (initiation of adipogenic differentiation), day +3 (early adipocyte), and day +8 (mature adipocyte). RNAseq was performed on *Mfn2*^-/-^ MEFs at two time points: day -2 (pre-adipocyte) and day +8 (mature adipocyte). Three independent biological replicates of each sample were used for analysis.

Cells were cultured and differentiated as described above, then briefly washed in PBS and lysed in RLT Buffer (Qiagen) with 1% 2-mercaptoethanol then passed through Qiashredder tubes (Qiagen). RNA was extracted using the RNeasy Isolation Kit (Qiagen) according to the manufacturers’ protocol. RNA was quantified using Agilent 2100 Bioanalyzer (Agilent Technologies Inc) and only samples with RNA Integrity Number ≥8 were used for library preparation. cDNA libraries were made using Illumina TruSeq RNA sample kits and sequencing was performed on Illumina NovaSeq 6000 with paired-end 150bp reads (Novogene, Cambridge, UK). Raw reads all passed quality control for Qscore, error rate distribution, and AT/GC distribution.

Adapter sequences were removed from raw FASTQ files using cutadapt [39] and aligned to *Mus musculus* reference genome (GRCm38) using STAR [40]. Binary alignment/map (BAM) files were sorted using samtools [41] and counts were performed using featureCounts [42]. Differential gene expression (DGE) was performed using DESeq2 [43], where significance was considered as a Benjamini-Hochberg false-discovery rate (FDR) corrected p-value < .01.

Pathway analysis was performed with the EnrichR package for R [44–46] using significantly differentially expressed genes to determine enriched Hallmark gene sets [47]. Gene sets with FDR-corrected p-value < .05 were considered enriched. Figures were generated in R 4.0.2 [48] using packages pheatmap, ggplot2, and dplyr. RNAseq data is available in S1 Appendix and at Gene Expression Omnibus Study ID: GSE232502. All code used in analysis is available from: https://doi.org/10.5281/zenodo.5770057.

### Western blot studies

Cells were washed in cold PBS and lysed in RIPA buffer (Sigma) with PhosSTOP Phosphatase Inhibitor (Roche) and Complete-Mini Protease Inhibitor (Roche). Lysates were spun at 13,000rpm at for 15 minutes at 4°C then protein concentration quantified using BioRad DC Protein Assay Kit. 30–45μg protein lysates were mixed with NuPAGE 4x LDS buffer (ThermoFisher Scientific), containing 0.05% 2-mercaptoethanol, and denatured for 10 minutes at 95°C. Samples were run on 4–12% Bis-Tris gels (Invitrogen) and transferred onto a nitrocellulose membrane using iBlot-2 (ThermoFisher Scientific). Membranes were washed in Tris-buffered saline with 0.1% (vol/vol) Tween 20 (TBST, Sigma) before blocking in 5% (wt/vol) skimmed milk powder dissolved in TBST. Membranes were incubated with primary antibodies (S2 Table) at 4°C for 16 hours. Membranes were then washed with TBST five times for 5 minutes, followed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 hour at room temperature. Blots were developed using Immobilon Western Chemiluminescent HRP Substrate (Millipore) with images acquired on BioRad ChemiDoc Imaging system or GE ImageQuant LAS 4000.

### Statistical analysis

Continuous data were expressed as mean ± standard deviation. Normally distributed data were analysed by t-test (for two group pairwise comparison) and one-way ANOVA (for three or more groups) with post-hoc Bonferroni multiple comparisons test, where FDR-corrected p-value <0.05 was considered significant. Details of specific analyses and the number of replicates performed are reported in figure legends. All experiments were conducted at least three times using, where possible, randomisation of sample order and blinding of experimenters handling samples. Data were analysed using R 4.0.2 [48] and GraphPad Prism version 9 (GraphPad, San Diego).

## Results

### Characterization of undifferentiated knock-out MEFs

To assess the role of mitofusins in adipogenesis we utilised MEF lines deficient for *Mfn1* (*Mfn1*^-/-^), *Mfn2* (*Mfn2*^-/-^), or both (*Mfn1*^-/-^*2*^-/-^) (Fig 1A). We initially also characterised a line deficient for *Opa1* (*Opa1*^-/-^), the GTPase that mediates fusion of the inner mitochondrial membrane downstream of mitofusin engagement [49, 50]. *Opa1*^-/-^ MEFs are expected to have a specific defect in mitochondrial fusion.

**Fig 1:**
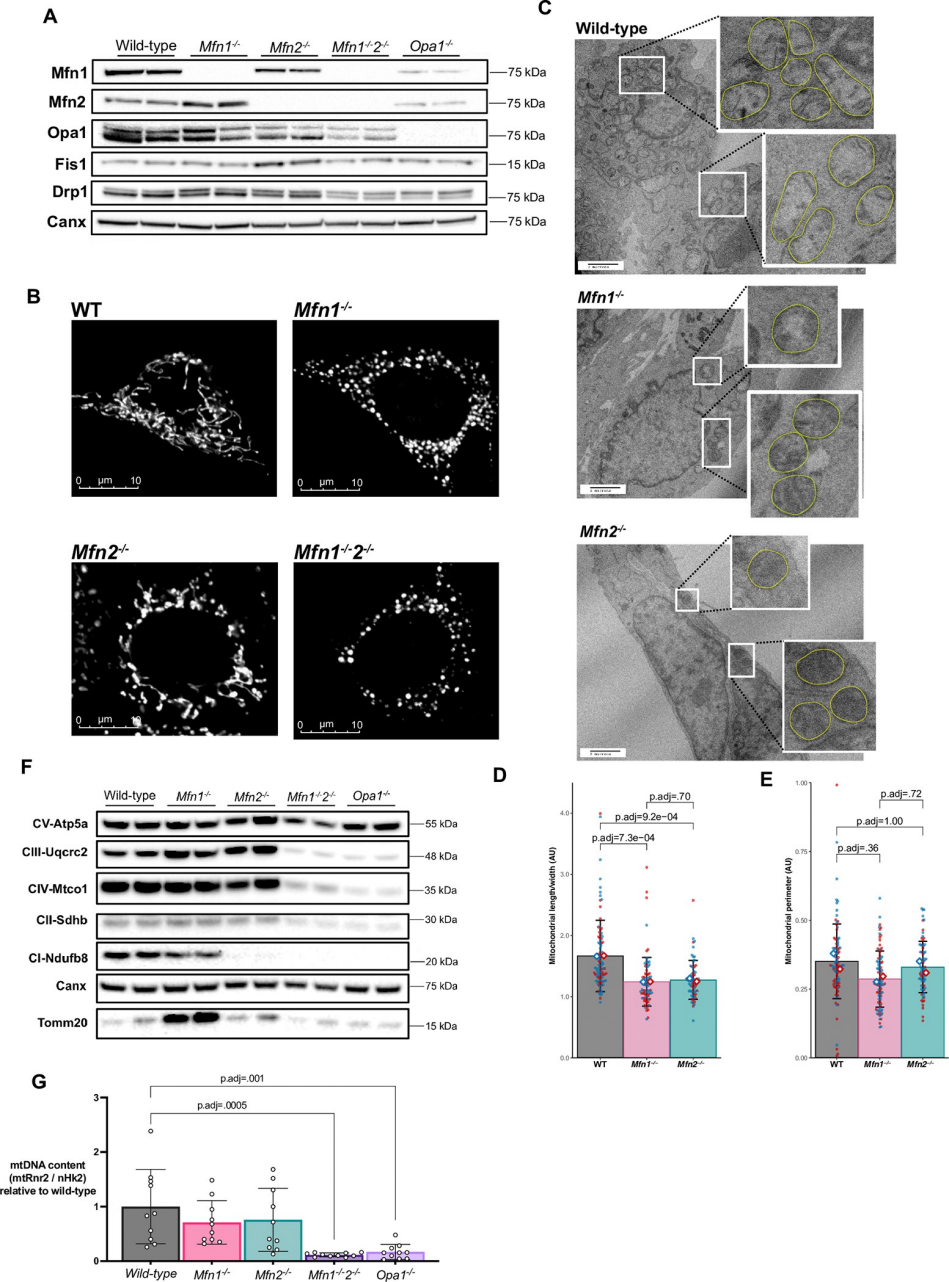
Loss of mitofusins induces mitochondrial network fragmentation in mouse embryonic fibroblasts (MEFs). MEFs deficient for the mitochondrial fusion proteins *Mfn1*, *Mfn2*, both *Mfn1* and *Mfn2* (*Mfn1*^-/-^*2*^-/-^), or *Opa1*^-/-^ were studied in their undifferentiated state. (A) Western blot confirming loss of protein from knock-out MEFs with calnexin (Canx) as loading control. (B) Mitotracker Orange imaging of MEFs on confocal microscopy demonstrated mitochondrial network fragmentation in knockout cell lines. (C) Transmission electron microscope (TEM) images of MEFs with zoomed-in images of mitochondria (highlighted in yellow). (D) Quantification of mitochondrial circularity (length/width) from TEM. Each red/blue dot represents one mitochondrion from two biological replicates. (E) Quantification of mitochondrial perimeter from TEM. Each red/blue dot represents one mitochondrion from two biological replicates. (F) Western blot of mitochondrial Oxphos complex subunits. (G) Mitochondrial DNA content expressed as mtRnr2 / nuclear Hk2 DNA from quantitative PCR. Each data point represents a separate biological replicate. All p-values represent pairwise comparisons between knock-outs and wild-type using t-tests, adjusted for multiple testing (p.adj). Data is representative of at least 3 independent replicates.

We first assessed expression of core proteins involved in mitochondrial fusion and fission in undifferentiated MEFs. Loss of *Mfn1* increased expression of Mfn2, whilst loss of *Mfn2* or *Opa1* reduced expression of Mfn1 (Fig 1A & S1 Fig). Loss of each of the mitofusins was associated with no change in Opa1 expression whereas loss of both mitofusins led to a substantial reduction in Opa1 expression. Drp1, the main regulator of mitochondrial division [51], was expressed at similar levels in wild-type (WT) and *Mfn1*^-/-^, but increased in *Mfn2*^-/-^ MEFs and reduced in *Mfn1*^-/-^*2*^-/-^ and *Opa1*^*-/-*^ MEFs. Fis1, a protein involved in, but not required for, mitochondrial fission [52, 53], was expressed at higher levels in *Mfn2*^-/-^ MEFs but at similar levels in the other MEF lines.

As previously reported [14], *Mfn1*^-/-^, *Mfn2*^-/-^ and *Mfn1*^-/-^*2*^-/-^ MEFs exhibited fragmented mitochondria when compared to WT controls using either confocal- (Fig 1B) or transmission electron- microscopy (TEM) (Fig 1C). Analysis of the TEM images revealed more circular mitochondria (reduced length/width) in *Mfn1*^-/-^ and *Mfn2*^-/-^ MEFs (Fig 1D) without any difference in the mean mitochondrial perimeter (Fig 1E). Mitochondrial network disruption was most striking in *Mfn1*^-/-^*2*^-/-^ MEFs, which also consistently multiplied very slowly and failed to show any signs of adipocyte differentiation. Growth of *Opa1*^-/-^ MEFs, which are also known to manifest severely disrupted mitochondrial morphology [54, 55], was similarly delayed and they too failed to show any signs of adipocyte differentiation, so these cells were not studied further in terms of adipogenesis. Loss of *Opa1* or both mitofusins has previously been found to prevent cells from responding to changes in metabolic demand [56] as well as manifesting low growth rates [49], which would limit the proliferation necessary for in vitro adipogenesis [57].

In the *Mfn1*^-/-^*2*^-/-^ and *Opa1*^-/-^ MEFs we observed substantially reduced expression of mitochondrial oxidative phosphorylation complexes II, III, and IV (Fig 1F & S1 Fig). In contrast, Oxphos subunit expression was similar to WT cells in *Mfn1*^-/-^ MEFs, except for slightly increased complex III expression. TOMM20 expression was increased in *Mfn1*^-/-^ MEFs (Fig 1F & S1 Fig), suggesting increased mitochondrial mass. In *Mfn2*^-/-^ cells expression of complexes II-V appeared normal whereas complex I expression was reduced (Fig 1F).

Mitochondrial DNA (mtDNA) is prone to depletion in cells with impaired mitochondrial fusion [58]. We found that double knock-out *Mfn1*^-/-^*2*^-/-^ and *Opa1*^-/-^ MEFs had reduced mtDNA levels whereas loss of *Mfn1* or *Mfn2* in isolation did not significantly decrease mtDNA content (Fig 1G).

### Adipogenic differentiation of knock-out MEFs

We next assessed the ability of mitofusin KO MEFs to differentiate into adipocytes using a well-established adipogenic protocol. Surprisingly, we observed significantly increased lipid accumulation in *Mfn1*^-/-^ MEFs, but not in *Mfn2*^*-/-*^ MEFs, from day 4 of differentiation (Fig 2A), with increased neutral lipid content on both days 4 and 8 (Fig 2). A panel of mature adipocyte proteins, namely Plin1, Pparg, Fabp4, adiponectin and Glut4 (Fig 2D & S2 Fig) showed concomitant increases in expression. Expression of the insulin receptor (Insr) was also increased in these cells (Fig 2D & S2 Fig). Loss of *Mfn1* was associated with a greater increase in Pparg1 than Pparg2 (Fig 2D & S2 Fig). These expression changes were associated with increased insulin-stimulated Akt phosphorylation (Fig 2D & S2 Fig) and elevated insulin-stimulated 2-deoxy-glucose uptake compared to WT MEFs (p = 1.1x10^-12^, Fig 2C). These findings suggest *bona fide* enhanced adipogenic differentiation rather than simple lipid accumulation in *Mfn1*^*-/-*^ MEFs. In *Mfn2*^*-/-*^ MEFs, adipogenic markers were generally reduced (Fig 2D & S2 Fig) and the impact of insulin on glucose uptake was decreased (Fig 2C). However, these cells did manifest high basal glucose uptake (WT 2.8 ± .6 vs. *Mfn2*^-/-^ 11.7 ± 0.9 nmol/mg/min, p = 4.8x10^-13^). We hypothesized that this might reflect increased Glut1 expression, but this was not the case (Fig 2D & S2 Fig), so at this stage we do not have a definitive explanation for this observation.

**Fig 2:**
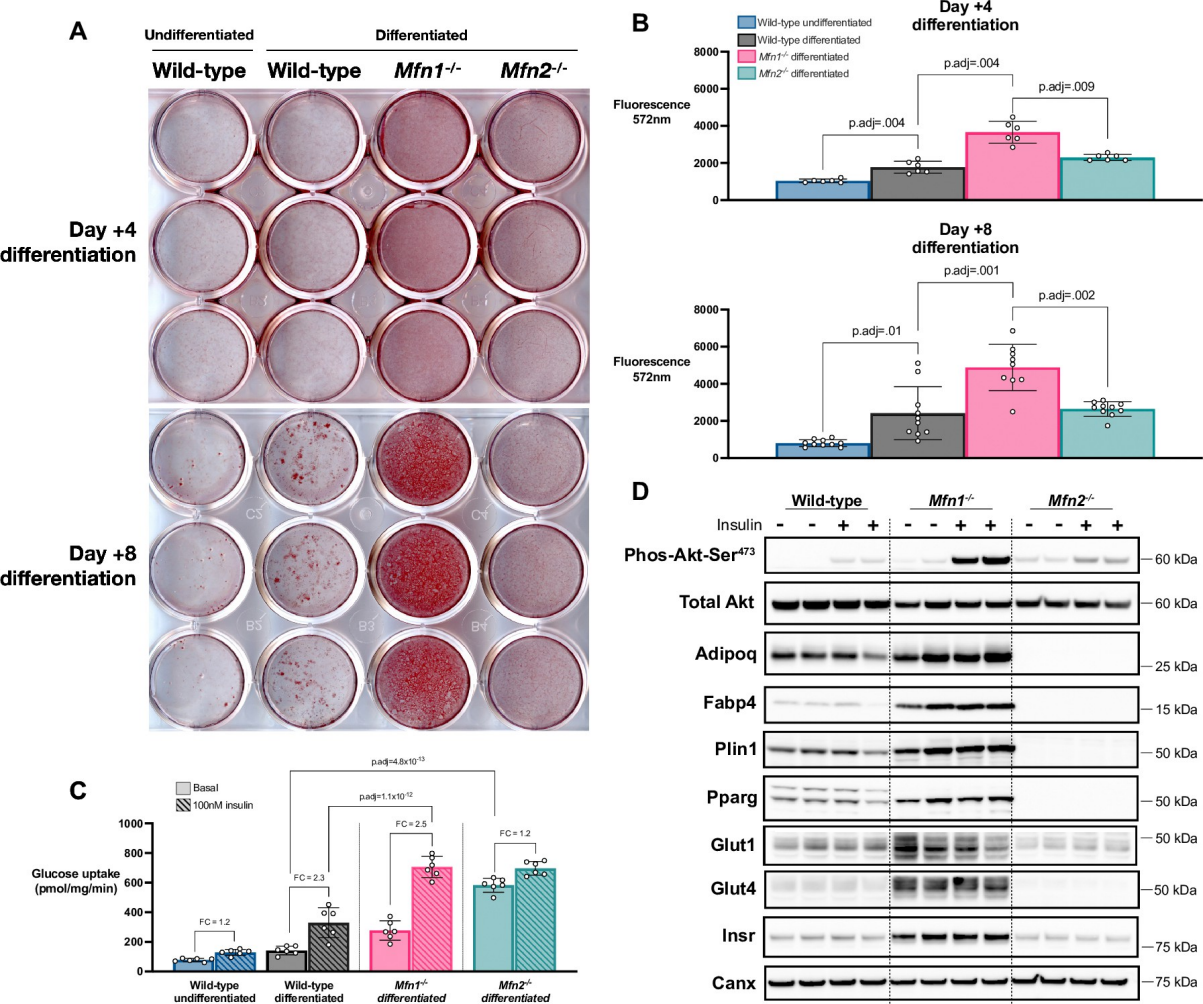
*Mfn1*^-/-^ MEFs demonstrate enhanced adipogenesis. MEFs underwent adipogenic differentiation using standard protocols and were assessed at day +4 and +8 of differentiation. (A) Oil Red O staining of differentiated MEFs compared to undifferentiated wild-type MEFs. (B) Fluorometric quantification of AdipoRed neutral lipid dye at day +4 & day +8. Each data point represents a separate biological experiment. (C) Glucose uptake assay (2-deoxy-D-glucose) at day +8 under basal and 100nM insulin conditions. Each data point represents a separate biological experiment. FC = Fold increase from basal to insulin-stimulated glucose uptake. (D) Western blot for components of the insulin signalling cascade and markers of adipocyte differentiation at day +10 with and without insulin stimulation. Calnexin (Canx) used as loading control. All p-values represent pairwise comparisons between knock-outs and wild-type using T-tests, adjusted for multiple testing (p.adj). Data is representative of at least 3 independent replicates.

### Differentiation of knock-out MEFs over-expressing Pparg

MEFs are not fully committed preadipocytes, and show a relatively low rate of adipocyte differentiation in response to hormonal stimuli alone [59]. We thus next assessed whether over-expression of *Pparg2*, the master transcriptional driver of adipogenesis, would modify the impact of mitofusins deficiency on adipogenesis. Pparg2 was retrovirally overexpressed in WT and different mitofusins KO MEFs, with overexpression higher in *Mfn2*^-/-^ MEFs than in WT and *Mfn1*^-/-^ MEFs (S3A, S3B Fig). Upon adipogenic differentiation, we observed results consistent with those in untransduced cells, namely enhanced lipid accumulation in *Mfn1*^-/-^ MEFs but similar lipid accumulation in the WT and *Mfn2*^-/-^ MEFs (S3C & S3D Fig). There was increased expression of *Pparg1*, *Fabp4* and *Glut4* in *Mfn1*^-/-^ MEFs with reduced expression of *Glut4* in *Mfn2*^-/-^ MEFs despite higher baseline expression of *Pparg2* (S3E & S4 Figs). Expression of Plin1 was higher in both *Mfn1*^-/-^ and *Mfn2*^-/-^ MEFs compared to differentiated WT MEFs, demonstrating that loss of *Mfn1*, but not *Mfn2*, was associated with enhanced differentiation.

### Transcriptomic profiling of knock-out MEFs

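Mfn1 and Mfn2 encode GTPases that fuse outer mitochondrial membranes, and the RNA of each targeted gene was read in every library first. In Mfn1-/- MEFs at day -2, Mfn1 (ENSMUSG00000027668, chromosome 3, 32529465 to 32579239 of GRCm38) stood at 172 ± 14.2 normalized counts (mean ± SD, n = 3 libraries) against 1342 ± 99.5 in WT, which is 12.8% of the WT level. It stood at 325 ± 44.7 against 1341 ± 71.4 at day 0 (24.3%) and at 195 ± 36.4 against 1038 ± 64.8 at day +3 (18.8%). At day +8 it was 851 ± 266 in the libraries labelled Mfn1-/- and 859.8 ± 52.0 in WT, a log2 fold change of -0.06 (standard error 0.14, adjusted p = 0.745 from limma). At day +8 the RNA of the targeted gene therefore does not tell these libraries from WT. They are named by their label wherever day +8 is reported. In them, 18 genes near absence in Mfn1-/- before day +8 stayed at no more than 1.09% of WT. This argues against WT cells or a swap with WT libraries. Mfn2 (ENSMUSG00000029020, chromosome 4, 147873599 to 147904704) stood at 226 ± 12.7 in Mfn2-/- MEFs against 942 ± 35.2 in WT at day -2 (24.0%), and at 245 ± 51.1 against 964 ± 46.8 at day +8 (25.4%). Mfn1 in Mfn2-/- MEFs had a log2 fold change of -0.07 (adjusted p = 0.739) at day -2 and 0.07 (adjusted p = 0.712) at day +8. Mfn2 did not pass the test in Mfn1-/- MEFs at day -2 (log2 fold change -0.38, adjusted p = 0.0799), though it did with DESeq2 on only the 6 libraries of the comparison (-0.38, adjusted p = 0.00584, within 0.00584 to 0.995 over all alternatives). It rose at day +8 in the libraries labelled Mfn1-/-, from 1227 ± 37.6 in WT to 2358 ± 566 (log2 fold change 0.91, adjusted p = 2.98e-05).

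**Figure D1:**
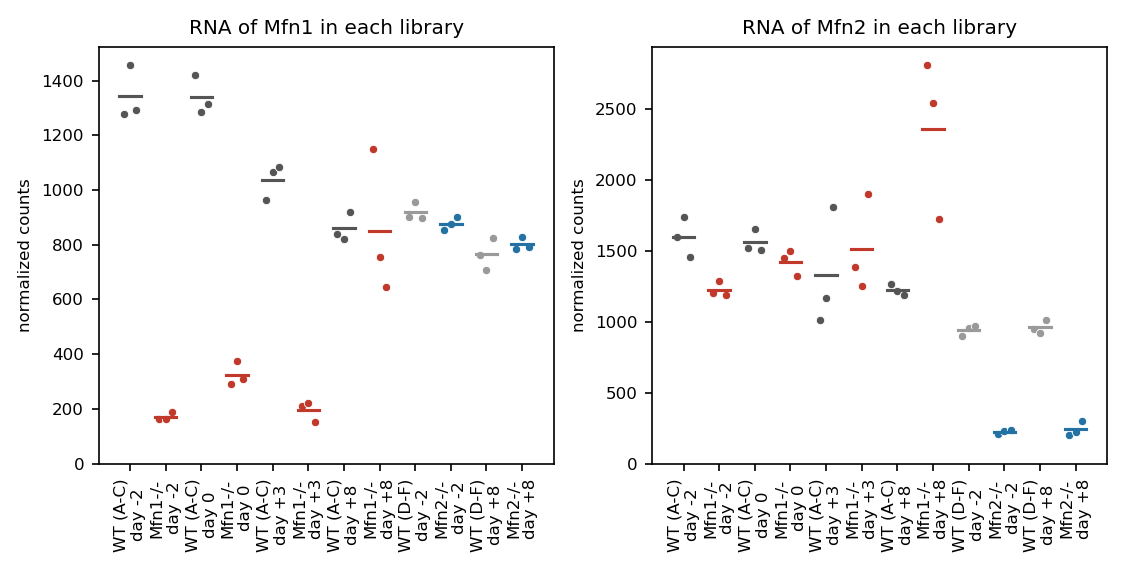
Normalized counts of Mfn1 and Mfn2 in each of the 36 libraries, by group and day; each point is a library and each line the mean of 3 libraries. Mfn1 lies far below WT in Mfn1-/- MEFs at day -2, 0 and +3 but not at day +8, and Mfn2 lies below WT in Mfn2-/- MEFs at both days.

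Messenger RNA of mouse embryonic fibroblasts (MEFs), which turn into lipid-laden adipocytes after an adipogenic cocktail, was sequenced as paired-end reads on an Illumina NovaSeq. The 36 libraries form 12 groups of 3. Mfn1-/- MEFs and the WT libraries A to C were taken at day -2, 0, +3 and +8, and Mfn2-/- MEFs and the WT libraries D to F at day -2 and +8. The authors trimmed adapters with cutadapt, aligned reads to GRCm38 with STAR, counted them per gene with featureCounts and divided the counts by 1 factor per library. The factors were set separately in 6 blocks of 6 libraries, each block holding 1 knockout line and its WT at 1 day.

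Total reads per library had a median of 12641490 and ran from 8800674 to 37011894. By group, the median (lowest to highest) was 14476461 (14256017 to 37011894) in WT and 12725215 (12310156 to 12813837) in Mfn1-/- at day -2, 16229892 (15985760 to 28256313) and 14172954 (13074886 to 33550398) at day 0. It was 16455181 (13338624 to 18098691) and 12338765 (10760947 to 16735248) at day +3, and 14117623 (14104398 to 18979152) and 12126077 (10366138 to 12557766) at day +8. For WT libraries D to F and Mfn2-/-, it was 10217556 (9277873 to 11030836) and 8893535 (8800674 to 10407987) at day -2, and 10724960 (9454379 to 10982534) and 9444413 (9167223 to 11212699) at day +8.

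Each knockout group was compared with the 3 WT libraries of its own block. Each genotype is 1 cell line, and the paper states that the lines came from different mice. A knockout effect here is thus a difference between lines, which cannot be told apart from differences unrelated to the knockout. The p values measure the spread between libraries within a group, pooled over all 12 groups, and not the spread between lines. Replicates varied beyond counting error, by a chi-square per gene of 6.69 to 108 in WT libraries A to C and Mfn1-/-. It was 1.42 to 9.23 in WT libraries D to F and Mfn2-/-, and the pooled test does not keep these spreads apart. Normalized counts, with 1 added, were taken to log2, and the 14293 genes with at least 10 normalized counts in at least 3 libraries were tested with limma over all 12 groups. A gene passed at an adjusted p (Benjamini-Hochberg) under 0.01, the paper's threshold. Lists of genes were tested against the other genes with limma's camera at a preset correlation of 0.01. The lists were written by hand and are not the paper's Hallmark sets, and the paper tested its sets with EnrichR. A list without a call is therefore no evidence against the paper's set. Comparisons between days used values rescaled by TMM, since the blocks had been scaled apart. Against WT libraries A to C, counts in WT libraries D to F behaved in part as if made without regard to strand. This was examined between the WT sets only. Genes whose exons are overlapped by a gene on the opposite strand are therefore named in the first passage that reports them. Ratios and limits given from reads cover counting error only.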

To investigate how *Mfn1* deficiency enhances adipogenic differentiation we next performed bulk RNA sequencing of WT, *Mfn1*^-/-^, and *Mfn2*^-/-^ MEFs in undifferentiated (day -2) and differentiated (day +8) states. *Mfn1* and *Mfn2* null pre-adipocytes (day -2) both demonstrated significant differences to WT cells, and differences from each other (Fig 3A & 3B). 

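At day -2, 3207 of 14293 genes (22.4%) differed between Mfn1-/- and WT MEFs, 1781 higher and 1426 lower, and 5079 (35.5%) between Mfn2-/- and WT MEFs, 2348 higher and 2731 lower. In Mfn1-/- MEFs the largest rises included Tnni1, a troponin of slow muscle (1445 ± 316 normalized counts against 3.75 ± 1.40 in WT, SD, n = 3), and Peg3, an imprinted zinc-finger gene (6352 ± 1109 against 24.9 ± 8.40). Npy4r, Rcsd1, Rflna and Prdm6 followed. Prdm6 had 529 reads against 0 and was at least 251-fold higher. The largest falls were in Pitx1, Alx4, Lhx8 and Mab21l1, which specify position and identity in the embryo, and in Apbb1ip and AW551984. Pitx1 had 1 read in Mfn1-/- and 2891 in WT (ratio of WT to Mfn1-/- 1805, 95% counting interval 364 to 80170), and Alx4 stood at 2.06 ± 1.40 against 1209.9 ± 25.8. In Mfn2-/- MEFs the largest rises were in Upk3b, Lrrn4 and Upk1b, which mark mesothelium, in Pkhd1l1 and Stk26, and in Aldh1a1, an enzyme of retinoic acid synthesis. Upk3b stood at 17570.3 ± 874 with 2 reads in WT against 52602 (ratio 27085, 7473 to 222932), and Lrrn4 had 10042 reads against 0, at least 3417-fold higher. The largest falls were in Il1rl1 (1.42 ± 1.62 against 2878 ± 102), the imprinted gene Ndn (0 reads against 3054, at least 989-fold lower), Thbs2 (0 against 2695, at least 871-fold lower), Gfra2, Lrrc17 and Fam111a.

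Of these changes, 774 genes were higher in both lines (293 would be by chance if the calls were independent), 687 lower in both (272), 263 higher in Mfn1-/- and lower in Mfn2-/- (340), and 85 lower in Mfn1-/- and higher in Mfn2-/- (234). The difference between the knockout effects was itself called for 2994 genes, 1763 with a higher and 1231 with a lower log2 fold change in Mfn1-/- than in Mfn2-/- MEFs.

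Genes that mark other lineages moved with the lines. In Mfn1-/- MEFs, 6 of the 8 measured mesothelial genes rose and 1 fell (median log2 fold change 3.62, adjusted p = 4.30e-04, and adjusted p = 0.0870 with an estimated correlation), among them Wt1 (941 ± 207 against 9.47 ± 8.61). Of 9 cartilage genes 7 rose, led by Col2a1 (1904 ± 412 against 34.4 ± 3.19, median 2.76, adjusted p = 1.31e-04). Of 8 cardiac genes 4 rose and 1 fell, led by Tnnt2 (2646 ± 610.2 against 14.1 ± 3.11, median 1.87, adjusted p = 0.00163). Of 4 measured skeletal muscle and 4 measured epithelial genes, 3 each rose (medians 2.64 and 4.49, adjusted p = 0.00861 and 0.00163). The full lists held 14 skeletal muscle, 11 epithelial, 16 cardiac, 14 cartilage and 10 mesothelial genes, of which the others were not measured. These results thus cover only part of each list. With an estimated correlation the cartilage list had adjusted p = 0.0815, and the cardiac, skeletal muscle and epithelial lists adjusted p = 0.0747. In Mfn2-/- MEFs 7 of the 8 mesothelial genes rose (median 9.18, adjusted p = 8.51e-09, and adjusted p = 0.00885 with an estimated correlation). Of the cardiac genes 5 rose and 1 fell, with Gata4 at 2816 ± 83.6 against 82.4 ± 2.23 (median 2.08, adjusted p = 0.00526, and adjusted p = 0.136 with an estimated correlation).

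At the thresholds of the volcano plots (adjusted p under 0.001 and a log2 fold change over 1.5 in size) the counts were 1117 and 1941. At an adjusted p under 0.01, the count for Mfn2-/- was 8025 with only the 6 libraries of the comparison fitted. At the same threshold, without any 1 library, counts ran from 2367 to 2750 for Mfn1-/- and from 4295 to 4398 for Mfn2-/-. The exons of Pitx1, Mab21l1, Lrrc17 and Fam111a are overlapped by a gene on the opposite strand.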

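Of 50 genes of the hypoxia response, 13 rose in Mfn1-/- MEFs at day -2, 3 fell and 34 did not pass the test (15 and 3 when adjusted over the list alone), with a median log2 fold change of 0.62. Tgfa, a growth factor, stood at 435 ± 84.9 normalized counts against 117 ± 39.2 in WT (SD, n = 3), a log2 fold change of 1.92 (standard error 0.23, adjusted p = 9.69e-08) from limma. Pdk1, a kinase that keeps pyruvate from oxidation in the mitochondria when oxygen is low, stood at 1353 ± 278 against 395 ± 119 (log2FC 1.80, standard error 0.46, adjusted p = 0.00348). Pfkfb4 (log2FC -0.85, adjusted p = 2.21e-04) and Nampt (log2FC -0.63, adjusted p = 0.00975) fell. The call for Pdk1 ended without WT library B (adjusted p = 0.0133) or C (0.0221) and without Mfn1-/- library B (0.0157) or C (0.0143), within 8.79e-13 to 0.0221 over all alternatives. That for Nampt ended without any 1 of WT libraries A (0.0117), B (0.0126) and C (0.0790) and Mfn1-/- libraries A (0.0376), B (0.0169) and C (0.0283), within 5.57e-04 to 0.720.

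In Mfn2-/- MEFs 7 of the 50 genes rose, 12 fell and 31 did not pass the test (7 and 14 when adjusted over the list alone), with a median of -0.08. The glycolytic enzyme gene Pgk1 (1811 ± 36.0 against 7456 ± 324, log2 fold change -2.04, adjusted p = 9.92e-06) and Bnip3, a receptor for mitophagy (40.0 ± 4.06 against 202 ± 17.8, log2FC -2.31, adjusted p = 6.28e-05), fell. Ndrg1 (2778 ± 169 against 669.6 ± 17.3, log2FC 2.05, adjusted p = 5.16e-04) and Egln3 (log2FC 2.07, adjusted p = 0.00452) rose. The call for Egln3 ended without WT library D (0.0138) or E (0.0198) and without Mfn2-/- column A (0.0165), B (0.0136) or C (0.0112), within 1.31e-28 to 0.0198.

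Tested against the other genes, the list was higher in Mfn1-/- (adjusted p = 0.00512, and adjusted p = 0.794 with an estimated correlation) and did not pass in Mfn2-/- (adjusted p = 0.673). The difference between the lines did not pass (median 0.60, adjusted p = 0.0166), with 13 genes higher in Mfn1-/- and 1 lower (16 and 1 when adjusted over the list alone). It passed with only the 12 libraries of the comparison fitted (adjusted p = 8.24e-04) and without Mfn1-/- library A (0.00721), within 8.24e-04 to 0.122 over all alternatives. The call in Mfn1-/- ended without WT library C (adjusted p = 0.0192) and without Mfn1-/- library B (0.0135) or C (0.0141). It also ended with all 6 WT libraries of the day (0.0378, or 0.0145 after rescaling), with DESeq2 (0.0323) and without genes overlapped on the opposite strand (median 0.40, adjusted p = 0.179), among which are Tgfa, Bnip3 and Ndrg1. Over all alternatives the adjusted p ran from 9.73e-05 to 0.179.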

Most strikingly, gene set enrichment analysis (GSEA) showed that the most highly enriched pathway in *Mfn1*^-/-^ MEFs was ‘hypoxia-related genes’ (Fig 3C), whereas this gene set was downregulated in *Mfn2*^-/-^ MEFs (Fig 3C). This gene set includes *Vegfa* as well as genes involved in the response to oxidative stress, such as *Selenbp1* and *Ankzf1*. Both knock-out lines showed enrichment of growth-related pathways (e.g. Estrogen Response Early), which was most evident in the *Mfn1*^-/-^ MEFs (Fig 3C). 

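Vegfa, which encodes vascular endothelial growth factor A (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369), rose in Mfn1-/- MEFs at day -2, from 870.3 ± 40.8 normalized counts in WT to 2408 ± 284 (SD, n = 3). Its log2 fold change was 1.46 (standard error 0.21, adjusted p = 1.73e-06) from limma. Selenbp1, a selenium-binding oxidase (ENSMUSG00000068874, chromosome 3, 94933056 to 94944758), rose from 5.76 ± 2.15 to 44.3 ± 6.68 (log2FC 2.79, standard error 0.67, adjusted p = 0.00168). Ankzf1, a factor of ribosome quality control that moves to mitochondria under oxidative stress (ENSMUSG00000026199, chromosome 1, 75192151 to 75199387), rose from 219.8 ± 34.8 to 363 ± 27.1 (log2FC 0.73, standard error 0.17, adjusted p = 0.00120).

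Vegfa also rose in Mfn2-/- MEFs, from 527 ± 25.1 to 887 ± 118 (log2FC 0.74, standard error 0.21, adjusted p = 0.00409). Selenbp1 had 147 reads in Mfn2-/- and 2 in WT, a ratio of 78.8 (95% counting interval 20.5 to 629). Ankzf1 did not pass the test (218 ± 12.2 against 163 ± 4.10, log2 fold change 0.42, adjusted p = 0.0449). None of the 3 genes passed the test of the difference between the knockout effects, Mfn1-/- minus Mfn2-/-. The difference was 0.72 (adjusted p = 0.0628) for Vegfa, -2.18 (adjusted p = 0.0811) for Selenbp1 (a fitted size that rests on 2 reads in WT) and 0.31 (adjusted p = 0.352) for Ankzf1. With only the 12 libraries of the comparison fitted, it passed for Vegfa (adjusted p = 0.00106, within 0.00106 to 0.153 over all alternatives) and Selenbp1 (0.00544, within 0.00544 to 0.391).

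In Mfn1-/- MEFs, Selenbp1 no longer passed without WT library B (adjusted p = 0.0138, within 1.56e-07 to 0.0138 over all alternatives) or with edgeR, and Ankzf1 without WT library A (0.0163, within 5.69e-05 to 0.0163). In the other line, Vegfa no longer passed without WT library D or F, without the Mfn2-/- column A or B, or with all 6 WT libraries (0.38, adjusted p = 0.1396, within 1.33e-14 to 0.1396). Ankzf1, whose exons are overlapped over 10.7% of their length on the opposite strand, passed in Mfn2-/- with only the 6 libraries of the comparison fitted (0.00141), with DESeq2 on these (0.00412) and with all 6 WT libraries rescaled (0.00309, within 0.00141 to 0.309).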

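Of the 61 measured genes of the hand-written estrogen response list, 18 rose in Mfn1-/- MEFs, 8 fell and 35 did not pass the test. Adjusted over the list alone, 18 rose and 9 fell, and the median log2 fold change was 0.43. Krt19 (805 ± 364 normalized counts against 33.1 ± 19.0 in WT, SD, n = 3, log2 fold change 4.58, standard error 0.49, adjusted p = 1.43e-08) rose most. Krt18 (209 ± 182 against 6.36 ± 2.32, log2FC 4.41, standard error 0.79, adjusted p = 5.94e-05) came next. These keratins of simple epithelia also stand on the list of epithelial genes. Olfm1, a secreted glycoprotein gene (log2FC -4.40, adjusted p = 1.07e-07), and Dhrs3, a retinal reductase gene (log2FC -3.09, adjusted p = 7.26e-07), had the largest falls.

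Of the same genes, 19 rose in Mfn2-/- MEFs, 16 fell and 26 did not pass (21 and 18 when adjusted over the list alone), with a median of 0.12. Celsr1, a cadherin of cell polarity, rose from 8.97 ± 2.75 to 3151 ± 399.8 (log2FC 8.33, adjusted p = 3.80e-19) and Krt19 from 75.7 ± 1.11 to 3385 ± 246 (log2FC 5.46, adjusted p = 1.26e-10). Egr3 (log2FC -2.93, adjusted p = 3.45e-04) and the hyaluronan receptor gene Cd44 (331 ± 77.6 against 1946 ± 65.7, log2FC -2.57, adjusted p = 1.87e-08) fell.

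The list did not pass against the other genes in Mfn1-/- (adjusted p = 0.0570 from camera) or Mfn2-/- (adjusted p = 0.244). Its difference between the lines did not pass either (10 genes higher and 12 lower in Mfn1-/- than in Mfn2-/-, adjusted p = 0.759). Limma's fry, which tests whether the genes move on balance one way and compares them with no other genes, called the list up in both lines (adjusted p = 2.57e-05 and 1.54e-07). With DESeq2 on the 6 libraries of the comparison, camera called it up in Mfn2-/- (adjusted p = 7.36e-04, within 7.36e-04 to 0.409 over all alternatives).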

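Of 50 genes of the G2-M checkpoint, which govern entry into mitosis, none rose in Mfn1-/- MEFs at day -2, 8 fell and 42 did not pass the test (0 and 5 when adjusted over the list alone), with a median log2 fold change of -0.25. Cdc25c, the phosphatase that starts mitosis, stood at 436 ± 74.1 normalized counts against 752 ± 168 in WT (SD, n = 3), a log2 fold change of -0.77 (standard error 0.19, adjusted p = 0.00177). Ccna2, which encodes cyclin A2, stood at 3318 ± 268 against 5135 ± 804 (log2FC -0.62, standard error 0.16, adjusted p = 0.00264). Among these genes 4 rose in Mfn2-/- MEFs, 2 fell and 44 did not pass (3 and 1 when adjusted over the list alone), with a median of 0.09. Pbk (log2FC 0.88, adjusted p = 5.83e-05) and Tacc3 (log2FC 0.71, adjusted p = 7.65e-05) rose most, and Kif4 (log2FC -0.71, adjusted p = 1.28e-04) and Cdc25b (log2FC -0.43, adjusted p = 0.00757) fell. Calls ended without single libraries. For Cdc25c these were WT library B (adjusted p = 0.0230) and Mfn1-/- library C (0.0182, within 3.12e-04 to 0.177 over all alternatives), and for Ccna2 WT library A (0.0199) or B (0.0195) and Mfn1-/- library C (0.0172, within 3.58e-05 to 0.0199). For Cdc25b they were any 1 of WT libraries D (0.0237), E (0.0271) and F (0.0149) and Mfn2-/- columns A (0.0220), B (0.0292) and C (0.0147), within 1.35e-10 to 0.0292.

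The list was lower than the other genes in Mfn1-/- (adjusted p = 0.00221 from camera, and adjusted p = 0.794 with an estimated correlation) and did not pass in Mfn2-/- (adjusted p = 0.474). The difference between the lines passed, with a median of -0.34. In it, 7 genes were lower and none higher in Mfn1-/- than in Mfn2-/- (7 and 0 when adjusted over the list alone, adjusted p = 0.00381, and adjusted p = 0.944 with an estimated correlation). This difference no longer passed without WT library A (adjusted p = 0.0237), B (0.0188) or F (0.0113), without Mfn1-/- library C (0.0201) and with quantile normalization (0.0101), within 9.25e-06 to 0.0237 over all alternatives. The call in Mfn1-/- ended without WT library A (adjusted p = 0.0515) or B (0.0250), without Mfn1-/- library C (0.0162), with quantile normalization (0.0125) and without genes overlapped on the opposite strand (0.0105). The adjusted p ran from 2.86e-06 to 0.0515 over all alternatives. With all 6 WT libraries of the day the median moved to -0.0856 (-0.46 after rescaling), and the call held. The exons of Ccna2, Cdc25b, Cdc25c, Kif4 and Tacc3 are overlapped on the opposite strand.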

Genes implicated in the G2-M checkpoint gene set were upregulated in *Mfn2*^-/-^ MEFs but downregulated in *Mfn1*^-/-^ MEFs. 

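Among 37 measured genes of apoptosis in Mfn2-/- MEFs at day -2, 9 rose, 11 fell and 17 did not pass the test (the same numbers when adjusted over the list alone), with a median log2 fold change of 0.03. Bmf (710.4 ± 34.9 normalized counts against 117 ± 21.1 in WT, SD, n = 3, adjusted p = 2.89e-05) and Pmaip1 (144 ± 22.6 against 28.6 ± 2.55, log2FC 2.29, standard error 0.25, adjusted p = 3.11e-09), which promote cell death, rose most. Birc3, an inhibitor of cell death (5.61 ± 2.14 against 217 ± 12.9), and the cell cycle inhibitor gene Cdkn1a (83.4 ± 7.31 against 449 ± 58.4, log2FC -2.41, adjusted p = 9.48e-10) fell most. Of 56 E2F target genes, which serve DNA replication, 12 rose, 4 fell and 40 did not pass (12 and 4 when adjusted over the list alone, median 0.17). Cdc6 (log2FC 0.75, adjusted p = 1.50e-04) rose, and Ccne1 (log2FC -1.35, adjusted p = 2.21e-05) and Pola1 (log2FC -1.18, adjusted p = 3.27e-10) fell. Of 50 mitotic spindle genes 9 rose, 5 fell and 36 did not pass (9 and 5 when adjusted over the list alone, median 0.09), with Nedd9 (log2FC 1.60, adjusted p = 2.24e-10) and Smc1a (log2FC -0.93, adjusted p = 1.54e-08) among the largest changes.

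None of the 3 lists passed against the other genes (camera, adjusted p = 0.926 for apoptosis, 0.0865 for E2F targets and 0.474 for the spindle). With only the 6 libraries of the comparison fitted, the E2F targets were called up (adjusted p = 0.00827, within 0.00827 to 0.481 over all alternatives), and the test of the apoptosis list turned direction between alternatives without passing in any (0.581 to 0.992). Cdkn1a and Nedd9 have exons overlapped on the opposite strand.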

*Mfn2*^-/-^ MEFs also showed upregulation of other pathways related to growth, including ‘Apoptosis’, ‘Mitotic spindle’, and ‘E2F targets’ (Fig 3C), consistent with the rapid growth of this cell line [60].

**Fig 3:**
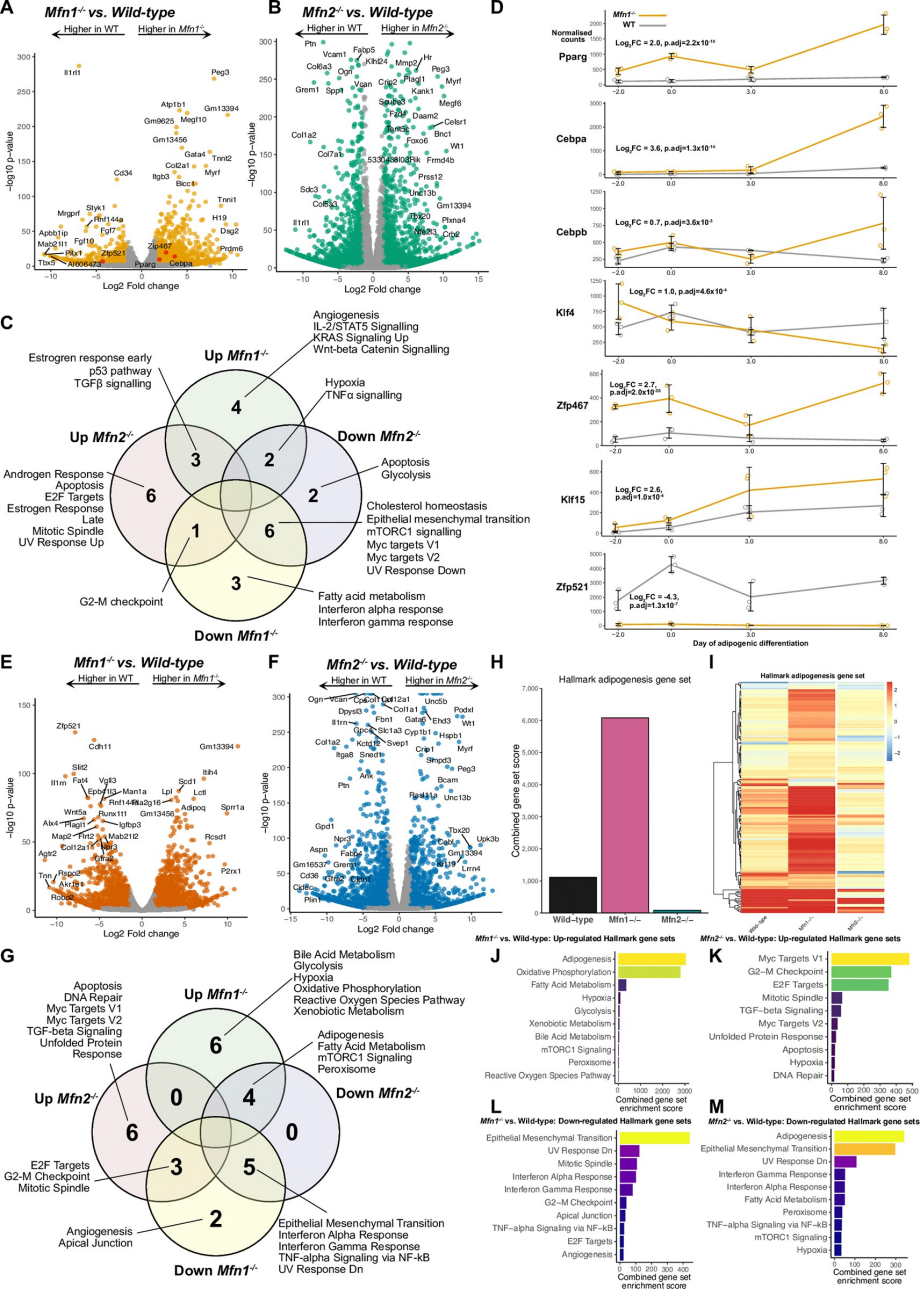
*Mfn1*^-/-^ MEFs demonstrate a pro-adipogenic transcriptional signature even in an undifferentiated state. Bulk RNA sequencing was performed on wild-type (WT), *Mfn1*^-/-^, and *Mfn2*^-/-^ at day -2, 0, +3, and +8 of differentiation. (A) Volcano plot demonstrating significant differential gene expression (DGE) in *Mfn1*^-/-^ MEFs vs. WT at day-2. Data from n = 3 biological replicates. All genes in orange show significant DGE (adjusted p-value <0.001 and log_2_ fold change (log_2_FC) greater or less than 1.5. Adipogenic transcription factors are shown in red. (B) Volcano plot for *Mfn2*^-/-^ MEFs vs. WT at day -2. Genes in green show significant DGE. (C) Venn diagram illustrating the significantly upregulated and downregulated Hallmark gene sets on transcriptomic analysis of *Mfn1*^-/-^ and *Mfn2*^-/-^ MEFs versus wild-type MEFs at day -2. (D) Time course from RNAseq demonstrating the change in seven key adipogenic transcription factors in WT and *Mfn1*^-/-^ MEFs during differentiation. Data represents normalised counts per million. Log_2_FC and adjusted p-values (p.adj) are derived from calculations of DGE at day -2, as described above. (E) Volcano plot for *Mfn1*^-/-^ MEFs vs. WT at day+8. Data from n = 3 biological replicates. All genes in red show significant DGE. (F) Volcano plot for *Mfn2*^-/-^ MEFs vs. WT at day +8. Genes in blue show significant DGE. (G) Significantly upregulated and downregulated Hallmark gene sets from *Mfn1*^-/-^ and *Mfn2*^-/-^ MEFs versus wild-type MEFs at day +8. (H) Hallmark adipogenesis gene set enrichment score from pathway analysis following DGE comparison of day -2 versus day +8 for each cell line. (I) Heatmap illustrating log2fold change for all the 200 genes included in the Hallmark adipogenesis gene set (data from (H)). Pathway analysis showing up-regulated (J-K) and down-regulated (L-M) pathways for *Mfn1*^-/-^ and *Mfn2*^-/-^ MEFs versus WT at day +8.

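Pparg, which encodes the nuclear receptor that drives adipocyte formation (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399), rose in Mfn1-/- MEFs at day -2, from 112 ± 43.2 normalized counts in WT to 441 ± 108 (SD, n = 3). This is a log2 fold change of 2.00 (standard error 0.27, adjusted p = 8.13e-07) from limma. Cebpa, a further adipogenic transcription factor (chromosome 7, 35119293 to 35121928), rose from 7.18 ± 2.16 to 93.5 ± 28.5 (log2FC 3.52, standard error 0.34, adjusted p = 1.03e-09). Zfp467 (chromosome 6, 48427697 to 48445825), a zinc-finger factor that turns precursors toward adipocytes, rose from 50.9 ± 23.2 to 325 ± 17.3 (log2FC 2.75, standard error 0.46, adjusted p = 1.94e-05). Klf15 (chromosome 6, 90462576 to 90475238) rose from 8.62 ± 4.60 to 54.9 ± 34.6 (log2FC 2.46, standard error 0.44, adjusted p = 4.94e-05). Zfp521 (chromosome 18, 13687013 to 13972787), a zinc-finger factor that holds precursors back, fell from 1776 ± 694 to 90.8 ± 73.6 (log2FC -4.58, standard error 0.42, adjusted p = 8.07e-10). Cebpb (364 ± 44.7 against 228 ± 46.3, log2 fold change 0.69, adjusted p = 0.0122) and Klf4 (911 ± 285 against 471 ± 94.4, log2FC 0.92, adjusted p = 0.0185) did not pass the test.

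Cebpa also rose in Mfn2-/- MEFs (78.4 ± 11.8 against 8.31 ± 2.68, log2FC 3.12, adjusted p = 4.28e-09). So did Zfp467 (169.9 ± 16.1 against 25.6 ± 7.66, log2FC 2.73, adjusted p = 1.07e-05) and Klf4 (log2FC 1.04, adjusted p = 0.00555), and Zfp521 fell (99.2 ± 10.4 against 395 ± 31.9, log2FC -1.99, adjusted p = 2.64e-04). Pparg had 0 reads in Mfn2-/- and 202 in WT and was at least 65.4-fold lower. Between the knockout effects, no difference was called for Cebpa (0.40, adjusted p = 0.574) or Zfp467 (0.02, adjusted p = 0.984), while Zfp521 fell further in Mfn1-/- (-2.59, adjusted p = 0.00115). That difference ended with only the 12 libraries of the comparison fitted (adjusted p = 0.0215, within 1.77e-05 to 0.0215 over all alternatives). Klf15 had 1 read in Mfn2-/- and 3 in WT at this day and is given no fold. The call for Klf4 ended without WT library D (adjusted p = 0.0269) or E (0.0168), without Mfn2-/- column A (0.0211), B (0.0149) or C (0.0138) and with all 6 WT libraries (0.262, or 0.0207 after rescaling), within 3.26e-17 to 0.262.

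Of 19 measured pro-adipogenic factors, 9 rose in Mfn1-/-, 2 fell and 8 did not pass (12 and 2 when adjusted over the list alone, median 1.18). The list was higher than the other genes (adjusted p = 4.43e-04 from camera, and adjusted p = 0.194 with an estimated correlation). Ebf2 (639 ± 169.6 against 29.1 ± 1.83) rose most and Ebf1 (96.2 ± 21.8 against 325 ± 64.7) fell most. Of 17 anti-adipogenic factors 2 rose, 6 fell and 9 did not pass (2 and 6 when adjusted over the list alone, median -0.56, adjusted p = 0.126). Wnt10b stood at 39.9 ± 30.4 against 448 ± 151 and Sox9, which rose, at 904 ± 96.5 against 383 ± 95.4. Of 28 measured genes of mature adipocytes 7 rose, 3 fell and 18 did not pass (8 and 5 when adjusted over the list alone, median 0.11, adjusted p = 0.402). Lpl, the lipoprotein lipase gene, rose from 124 ± 19.8 to 3241 ± 1868.

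Without genes overlapped on the opposite strand, Ebf2, Cebpa and Cebpb among them (6.12%, 1.93% and 20.7% of exon length), the pro-adipogenic list no longer passed (adjusted p = 0.0627, within 7.22e-05 to 0.0627 over all alternatives). Cebpb passed without WT library B and with DESeq2, and Klf4 without Mfn1-/- library A, with DESeq2 and with all 6 WT libraries.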

Although this analysis did not highlight the ‘adipogenesis pathway’, it did show that mRNA expression of some pro-adipogenic transcription factors, including *Pparg*, *Cebpa*, and *Zfp467* [61] was increased and that expression of *Zfp521* (coloured red in Fig 3A), an anti-adipogenic factor [62, 63], was reduced in *Mfn1*^-/-^ cells compared to WT(Fig 3D). These differences were sustained throughout the differentiation time-course. 

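Pparg stayed higher in Mfn1-/- MEFs at day 0 (935 ± 83.9 normalized counts against 131 ± 42.7 in WT, SD, n = 3, log2 fold change 2.87, adjusted p = 8.30e-10 from limma) and day +3 (492 ± 109 against 182 ± 63.2, log2FC 1.45, adjusted p = 9.78e-05). At day +8, in the libraries labelled Mfn1-/-, its log2 fold change was 3.00 (adjusted p = 1.24e-10). Cebpa was higher at day 0 (122 ± 7.13 against 23.8 ± 2.18, log2FC 2.32, adjusted p = 2.72e-06) and day +3 (184 ± 144 against 44.4 ± 17.9, log2FC 1.83, adjusted p = 8.52e-05). It was also higher at day +8 (2458 ± 469.8 against 286 ± 27.9, log2FC 3.08, adjusted p = 5.31e-09). Zfp467 was higher at day 0 (394 ± 116 against 106 ± 43.8, log2FC 1.95, adjusted p = 0.00129) and day +8 (524 ± 85.2 against 43.6 ± 10.1, log2FC 3.57, adjusted p = 9.56e-08). At day +3 it did not pass the test (172 ± 84.9 against 62.3 ± 28.3, log2FC 1.44, adjusted p = 0.0154). Zfp521 was lower at day 0 (114 ± 65.3 against 4284 ± 547, log2FC -5.37, adjusted p = 3.76e-11) and day +3 (34.5 ± 10.7 against 2025 ± 991, log2FC -5.77, adjusted p = 7.77e-12). It was lower again at day +8 (13.9 ± 2.38 against 3150.0 ± 241, log2FC -7.73, adjusted p = 8.87e-15).

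The log2 fold change moved from day -2 to day +8 for Zfp521 (difference -3.15, adjusted p = 1.34e-04). No such change was called for Pparg (1.00, adjusted p = 0.0390), Cebpa (-0.44, adjusted p = 0.489) or Zfp467 (0.82, adjusted p = 0.319). Klf15 did not pass at day 0 (log2FC 1.26, adjusted p = 0.0271), day +3 (log2FC 0.87, adjusted p = 0.134) or day +8 (log2FC 1.00, adjusted p = 0.0485). At day +8, Cebpb was higher (783 ± 384 against 236 ± 28.8, log2FC 1.61, adjusted p = 1.31e-07) and Klf4 lower (145 ± 63.5 against 558 ± 243, log2FC -1.92, adjusted p = 3.14e-06).

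Zfp467 passed at day +3 with the replicate block (adjusted p = 0.00529), without Mfn1-/- library C (0.00316), with DESeq2 (0.00138) and with edgeR (0.00539), within 0.00138 to 0.124 over all alternatives. At day 0 it no longer passed without WT library C (0.0190) or Mfn1-/- library B (0.0115). With only the 6 libraries of the comparison fitted, the calls at day +3 ended for Pparg (adjusted p = 0.0118, within 7.40e-07 to 0.0118) and Cebpa (0.0534, within 1.40e-07 to 0.0534). The call for Cebpb at day +8 ended with all 6 WT libraries of the day (0.75, adjusted p = 0.0504, or 0.62 and 0.156 after rescaling, from 2.28e-14 over all alternatives). Klf15 passed with DESeq2 on only the 6 libraries of the comparison at day 0 (adjusted p = 0.00113, within 0.00113 to 0.176) and day +8 (0.008195). At day +8 it also passed with all 6 WT libraries (0.00664, within 0.00664 to 0.183).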

Despite the higher basal glucose uptake in *Mfn2*^-/-^ MEFs compared to WT (Fig 2D), there was no significant difference in *Slc2a1* (gene encoding Glut1): 0.2 log2FC, q-value = .03. 

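Slc2a1, which encodes the basal glucose transporter Glut1 (ENSMUSG00000028645, chromosome 4, 119108711 to 119137983), stood at 1109 ± 46.5 normalized counts in Mfn2-/- MEFs and 982 ± 38.3 in WT at day -2 (SD, n = 3). The log2 fold change was 0.17 (standard error 0.29, adjusted p = 0.660) from limma. It did not pass the test in Mfn1-/- MEFs either (1711 ± 517 against 1334 ± 194, log2FC 0.33, standard error 0.29, adjusted p = 0.405), and the difference between the knockout effects was 0.15 (adjusted p = 0.814). Slc2a4, which encodes the insulin-responsive transporter Glut4, rose in Mfn2-/- MEFs at this day (35.9 ± 9.02 against 4.61 ± 6.21, log2FC 3.27, adjusted p = 4.20e-05). It had 108 reads in Mfn2-/- and 15 in WT.

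Of 8 measured glucose transporter genes in Mfn2-/-, 3 rose, 2 fell and 3 did not pass (the same numbers when adjusted over the list alone, median 0.27, adjusted p = 0.926 from camera). Slc2a1 passed with only the 6 libraries of the comparison fitted (log2 fold change 0.17, adjusted p = 0.00955, within 0.00955 to 0.902 over all alternatives) and turned direction with all 6 WT libraries of the day on the deposited scale (-0.04). At day +8, the day of the paper's glucose uptake assay, Slc2a1 did not pass the test in Mfn2-/- MEFs. It was called higher there with DESeq2 on only the 6 libraries of the comparison (log2 fold change 0.41, adjusted p = 0.00448). Its exons are overlapped over 2.99% of their length on the opposite strand.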

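In the integrated stress response, phosphorylated eIF2α raises ATF4 and its targets. Of 35 measured genes of this response, 1 rose in Mfn2-/- MEFs at day -2, 11 fell and 23 did not pass the test (1 and 11 when adjusted over the list alone), with a median log2 fold change of -0.63. Asns, the asparagine synthetase gene and an ATF4 target, stood at 311 ± 34.6 normalized counts against 1052 ± 139 in WT (SD, n = 3), a log2 fold change of -1.75 (standard error 0.32, adjusted p = 4.04e-05). Psat1, an enzyme of serine synthesis, stood at 1189.8 ± 71.1 against 3888 ± 279 (log2FC -1.71, standard error 0.24, adjusted p = 7.00e-07). Atf3 was the gene that rose (131 ± 16.2 against 33.2 ± 15.3, log2FC 2.04, standard error 0.44, adjusted p = 2.96e-04). The list did not pass against the other genes (adjusted p = 0.0299 from camera).

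In Mfn1-/- MEFs 3 of these genes rose, none fell and 32 did not pass (1 and 0 when adjusted over the list alone, median 0.03, adjusted p = 0.946). The difference between the lines did not pass (median 0.61, adjusted p = 0.0372). It passed with only the 12 libraries of the comparison fitted (adjusted p = 0.00407) and without Mfn1-/- library A (0.00248), within 0.00248 to 0.117 over all alternatives. Of 20 genes of the unfolded protein response, 3 rose in Mfn2-/-, none fell and 17 did not pass (3 and 0 when adjusted over the list alone). The median of that list was -0.06 while camera's direction was up (adjusted p = 0.736). Sdf2l1 (log2FC 1.76, adjusted p = 2.86e-06) and Ern1 (log2FC 0.78, adjusted p = 0.00130) were among those that rose.

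The integrated stress response list was called down in Mfn2-/- with only the 6 libraries of the comparison fitted (adjusted p = 9.57e-05), with DESeq2 on these (3.18e-05) and with all 6 WT libraries rescaled (0.00426). The adjusted p ran from 3.18e-05 to 0.104 over all alternatives.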

Unlike models of *Mfn2* deletion *in vivo* [11], there was no evidence of activation of the integrated stress response in *Mfn2*^*-/-*^ MEFs in the undifferentiated state (Fig 3C).

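At day +8, 7171 of the genes tested (50.2%) differed between the libraries labelled Mfn1-/- and WT, 3359 higher and 3812 lower, and 5448 (38.1%) between Mfn2-/- and WT, 2443 higher and 3005 lower. In the libraries labelled Mfn1-/-, Rbp4, a retinol carrier that adipocytes secrete (6542 ± 1752 normalized counts against 40.2 ± 38.9 in WT, SD, n = 3), had the largest rise by fitted value. That value has 1 count added before the log. Mpzl2 had 2 reads in WT and a ratio of 564 (95% counting interval 168 to 5038), so this order is not settled. Cox7a1, a subunit of cytochrome c oxidase (1976 ± 1445 against 12.7 ± 9.66), Mpzl2, Rcsd1, Ahsg and Sncg were also among the 6 largest. The largest falls were in Agtr2, an angiotensin receptor gene (3 reads against 11886 in WT, ratio 2578, 95% counting interval 938 to 13297), Rspo2, Il1rn (7.35 ± 5.51 against 3914 ± 853), Apbb1ip, Itgbl1 and Mab21l1. In Mfn2-/- the largest rises were in Upk3b (5541 ± 72.3 against 2.32 ± 1.22), Stk26, Aplp1, Pkhd1l1, Tbx20 (2662 ± 202 against 2.99 ± 1.20) and Plxna4. Agtr2, Ndn, Fam111a, Mab21l2 (0 reads against 2238, at least 719.7-fold lower), Smoc2 and the matrix gene Aspn (2.38 ± 0.689 against 2952 ± 77.2) fell most.

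Both lines shared 893 higher (574 if independent) and 1333 lower genes (801), 532 were higher in the libraries labelled Mfn1-/- and lower in Mfn2-/- (706), 431 the reverse (652), and the difference between the knockout effects was called for 5292 genes. Mesothelial genes were again higher, with 6 of 8 up and 1 down in the libraries labelled Mfn1-/- (median log2 fold change 3.17, adjusted p = 0.00446, and adjusted p = 0.179 with an estimated correlation). In Mfn2-/- 7 of 8 were up (median 8.52, adjusted p = 8.07e-09, and adjusted p = 0.0121 with an estimated correlation). Cardiac genes were higher in Mfn2-/- (5 up and 1 down of 8, median 3.02, adjusted p = 0.00323, and adjusted p = 0.0930 with an estimated correlation). Of the 50 G2-M checkpoint genes, 43 rose in Mfn2-/- and none fell (45 and 0 when adjusted over the list alone, median 0.96, adjusted p = 4.01e-16, and adjusted p = 0.391 with an estimated correlation).

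With only the 6 libraries of the comparison fitted, the count for the libraries labelled Mfn1-/- was 4289. The mesothelial call in these libraries ended without library C (adjusted p = 0.0113). Genes on the opposite strand overlap exons of Mab21l1, Mab21l2, Mpzl2, Fam111a, Ahsg, Aspn and Plxna4.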

RNA sequencing of mature (day +8) adipocytes (Fig 3E, 3F) demonstrated expression profiles consistent with enhanced differentiation in *Mfn1*^-/-^ MEFs and reduced differentiation in *Mfn2*^-/-^ MEFs. For example, relative to WT, *Mfn1*^-/-^ MEFs showed increased expression of *Plin1*, *Pparg*, *Slc2a4* (encoding Glut4), *Fabp4*, and *Cd36*, whilst each of these were reduced in *Mfn2*^-/-^ MEFs. This was also observed on gene set enrichment analysis using Hallmark gene sets [47]: when comparing day -2 pre-adipocytes and day +8 mature adipocytes within each cell line, *Mfn1*^*-/-*^ had markedly greater enrichment of the adipogenesis gene set (Fig 3H–3I). Similarly, pathway analysis comparing day +8 WT and KO cell lines revealed upregulation of the adipogenesis gene set for *Mfn1*^-/-^ MEFs and downregulation of the same gene set in *Mfn2*^-/-^ MEFs (Fig 3G–3M). 

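Pparg rose in the libraries labelled Mfn1-/- at day +8, from 243 ± 14.0 normalized counts in WT to 1964 ± 319.6 (SD, n = 3, standard error of the log2 fold change 0.27). Fabp4, the fatty acid carrier of adipocytes (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576), rose from 6699 ± 854 to 82742 ± 16487, a log2 fold change of 3.61 (standard error 0.35, adjusted p = 8.35e-10) from limma. Slc2a4 (ENSMUSG00000018566, chromosome 11, 69942539 to 69948188) rose from 195 ± 82.4 to 1838 ± 1133 (log2FC 3.11, standard error 0.60, adjusted p = 5.67e-05).

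All 3 genes fell in Mfn2-/- MEFs. Pparg had 1 read in Mfn2-/- and 960 in WT (317 ± 75.9 normalized counts), a ratio of 1047 with a 95% counting interval of 166 to 36709. Fabp4 stood at 96.1 ± 20.6 against 16952 ± 6717 (log2FC -7.40, standard error 0.35, adjusted p = 1.14e-16) and Slc2a4 at 40.5 ± 15.2 against 385 ± 151 (log2FC -3.21, standard error 0.60, adjusted p = 5.27e-05). The difference between the knockout effects passed for Fabp4 (11.01, adjusted p = 1.15e-16) and Slc2a4 (6.32, adjusted p = 4.43e-07). It also passed for Pparg (adjusted p = 7.45e-20), whose fitted size depends on the count added before the log and is no bound. In every case the 3 knockout libraries lay wholly above or wholly below the 3 WT libraries. Plin1 and Cd36 were not analysed here.

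**Figure D2:**
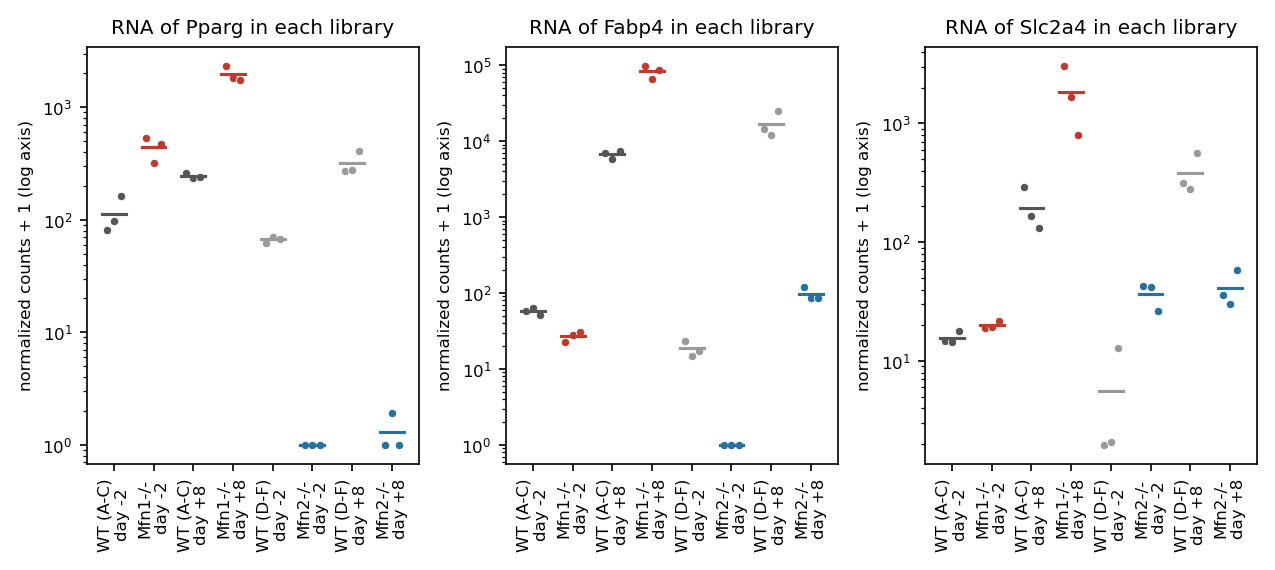
Normalized counts plus 1 (log axis) of Pparg, Fabp4 and Slc2a4 in each library at day -2 and day +8; each point is a library. At day +8 all 3 genes lie above WT in the libraries labelled Mfn1-/- and below WT in Mfn2-/- MEFs.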

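From day -2 to day +8, Fabp4 rose from 22.0 ± 3.42 to 86064 ± 16489.7 normalized counts after rescaling (SD, n = 3) in the libraries labelled Mfn1-/-. It rose from 49.3 ± 5.30 to 6834 ± 838 in WT libraries A to C and from 24.3 ± 6.13 to 21693 ± 8699 in WT libraries D to F. In Mfn2-/- it had 0 reads at day -2 and reached 126 ± 27.9. Pparg rose in the libraries labelled Mfn1-/- (2045 ± 328 against 371 ± 88.0, log2 fold change 2.48, adjusted p = 1.44e-08 from limma). It also rose in WT libraries A to C (248 ± 15.2 against 97.2 ± 36.8, log2FC 1.40, adjusted p = 4.34e-04) and in WT libraries D to F (405 ± 98.9 against 91.2 ± 5.65, log2FC 2.11, adjusted p = 7.43e-07).

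Of the 28 measured genes of mature adipocytes, 25 rose and 1 fell with differentiation in the libraries labelled Mfn1-/- (25 and 1 when adjusted over the list alone, median log2 fold change 4.37, adjusted p = 1.19e-20 from camera, and adjusted p = 0.0216 with an estimated correlation). In WT libraries A to C 18 rose and 4 fell (19 and 4 when adjusted over the list alone, median 1.65, adjusted p = 1.42e-12, and adjusted p = 0.0814 with an estimated correlation). In WT libraries D to F 22 rose and 2 fell (23 and 2 when adjusted over the list alone, median 3.06, adjusted p = 3.13e-21, and adjusted p = 0.0181 with an estimated correlation). In Mfn2-/- 6 rose and 5 fell (the same numbers when adjusted over the list alone, median 0.04, adjusted p = 0.668).

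The response to differentiation was larger in the libraries labelled Mfn1-/- than in their WT for 18 of the 28 genes and smaller for none (20 and 0 when adjusted over the list alone, median difference 1.96, adjusted p = 5.38e-13, and adjusted p = 0.0998 with an estimated correlation). Fabp4 was among the 18 (difference 4.71, standard error 0.50, adjusted p = 3.65e-08). No such difference was called for Slc2a4 (2.75, adjusted p = 0.0108). It passed under 7 of 23 alternatives, among them without WT library A (adjusted p = 0.00822) or library C labelled Mfn1-/- (0.00326) of day +8, within 0.00255 to 0.0465. In Mfn2-/- it was smaller than in WT for 22 genes and larger for 1 (23 and 1 when adjusted over the list alone, median -2.52, adjusted p = 9.37e-21, and adjusted p = 0.0203 with an estimated correlation). The difference was -5.53 (adjusted p = 1.07e-09) for Cebpa and -6.48 (adjusted p = 1.66e-06) for Slc2a4. The WT sets, compared with limma after rescaling, did not stand alike at day +8. Fabp4 (log2FC 1.60, adjusted p = 7.39e-04) and Cebpa (log2FC 2.39, adjusted p = 1.43e-06) were higher in WT libraries D to F than in A to C. No difference was called for Pparg (0.68, adjusted p = 0.0678) or Slc2a4 (1.32, adjusted p = 0.106). Each response was compared with that of its own WT set only, so its size may depend on the set.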

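Among the 28 measured genes of mature adipocytes at day +8, 23 were higher in the libraries labelled Mfn1-/- than in WT, 1 was lower and 4 did not pass the test (23 and 1 when adjusted over the list alone). Their median log2 fold change was 2.62. Angptl4, an inhibitor of lipoprotein lipase that fat tissue secretes, stood at 7361 ± 808 normalized counts against 297 ± 127 in WT (SD, n = 3, log2FC 4.73, standard error 0.50, adjusted p = 4.58e-09). Scd1, the desaturase of fatty acid synthesis, stood at 90202 ± 15309.5 against 4607 ± 551 (log2FC 4.28, standard error 0.22, adjusted p = 4.38e-16). The gene that fell was Elovl6, a fatty acid elongase gene (log2FC -0.62, adjusted p = 0.00334). Its call ended without library C of WT (adjusted p = 0.0183) or C labelled Mfn1-/- (0.0461), within 6.61e-04 to 0.1897 over all alternatives.

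None of these genes rose in Mfn2-/- MEFs, 23 fell and 5 did not pass (0 and 24 when adjusted over the list alone), with a median of -2.68. Gpd1, which makes glycerol phosphate for triglyceride synthesis, stood at 20.4 ± 5.20 against 13764 ± 4817 (log2FC -9.30, standard error 0.59, adjusted p = 1.67e-13), and Ephx2, an epoxide hydrolase gene, had 1 read against 2448.

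Against the other genes the list was higher in the libraries labelled Mfn1-/- (adjusted p = 1.99e-12 from camera, and adjusted p = 0.163 with an estimated correlation). It was lower in Mfn2-/- (adjusted p = 2.17e-15, and adjusted p = 0.0454 with an estimated correlation). Elovl6 and Gpd1 have exons overlapped on the opposite strand.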

*Mfn1*^-/-^ MEFs also manifested upregulation of oxidative phosphorylation, hypoxia, and reactive oxygen species pathway gene sets (Fig 3J). Thus, the transcriptomic data supports a pro-adipogenic phenotype in *Mfn1*^-/-^, but not *Mfn2*^-/-^, MEFs.

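All 75 measured nuclear genes of oxidative phosphorylation were higher in the libraries labelled Mfn1-/- than in WT at day +8 (75 when adjusted over the list alone), with a median log2 fold change of 1.80. By complex, 37 of 37 genes of complex I rose (median 1.70), 4 of 4 of complex II (1.88), 9 of 9 of complex III (2.24), 11 of 11 of complex IV (2.18) and 14 of 14 of complex V (1.55). Uqcrq, a subunit of complex III, stood at 6241 ± 3659.9 normalized counts against 843 ± 236 in WT (SD, n = 3, log2FC 2.78, standard error 0.30, adjusted p = 7.01e-09). Of the 7 measured genes of mitochondrial DNA, 1 rose, 2 fell and 4 did not pass (median -0.35, adjusted p = 0.621 from camera).

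**Figure D3:**
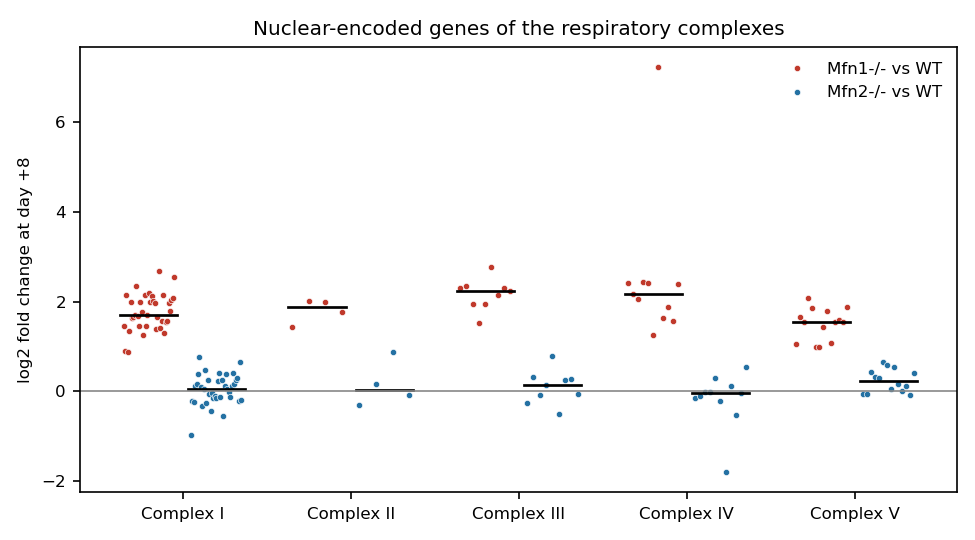
Log2 fold change against WT at day +8 of each nuclear gene of complexes I to V, in red for the libraries labelled Mfn1-/- and in blue for Mfn2-/- MEFs; each point is a gene and each black line the median of a complex. All red points lie above 0, with medians from 1.55 to 2.24.

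Of the 50 hypoxia response genes 43 rose, 1 fell and 6 did not pass (44 and 1 when adjusted over the list alone, median 2.11). Car9, a carbonic anhydrase, stood at 1359 ± 1034 against 12.7 ± 8.17 (log2FC 6.44, adjusted p = 1.78e-10). Egln3, an oxygen-sensing hydroxylase, stood at 7448 ± 3144 against 157 ± 124 (log2FC 5.75, adjusted p = 2.86e-09), and Vegfa at 10036 ± 2034 against 1110.3 ± 252 (log2FC 3.18, adjusted p = 1.68e-13). Lox fell (log2FC -1.80, adjusted p = 6.24e-05). Of 30 measured antioxidant genes 18 rose, 4 fell and 8 did not pass (18 and 4 when adjusted over the list alone, median 0.81). Sod2, the superoxide dismutase of mitochondria, stood at 3834 ± 1553 against 800.4 ± 107 (log2FC 2.18, adjusted p = 5.12e-11), and Gpx8 fell (log2FC -1.79, adjusted p = 3.00e-08).

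Camera called all 3 lists up in these libraries (adjusted p = 2.08e-31 for oxidative phosphorylation, 9.62e-15 for hypoxia and 0.00139 for antioxidant genes), and with an estimated correlation none passed (adjusted p = 0.179, 0.179 and 0.319). In Mfn2-/- MEFs 7 oxidative phosphorylation genes rose and 1 fell (4 and 1 when adjusted over the list alone, median 0.05, adjusted p = 0.324). Of the hypoxia genes 14 rose and 9 fell (14 and 9 when adjusted over the list alone, adjusted p = 0.324). Of the antioxidant genes 4 rose and 7 fell (4 and 7 when adjusted over the list alone, adjusted p = 0.568). The difference between the lines passed for each list (adjusted p = 2.58e-24, 1.57e-09 and 8.32e-04, and adjusted p = 0.195, 0.204 and 0.223 with an estimated correlation).

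The antioxidant call ended without genes overlapped on the opposite strand (adjusted p = 0.0171, within 4.52e-04 to 0.0171 over all alternatives). Oxidative phosphorylation was called up in Mfn2-/- with all 6 WT libraries (median 0.22, adjusted p = 0.00248, or 0.43 and 0.00228 after rescaling, and up to 0.903 over all alternatives). Car9 and Lox have exons overlapped on the opposite strand.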

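The lines were set directly against each other at day +8. A higher log2 fold change in the libraries labelled Mfn1-/- than in Mfn2-/- MEFs was called for 27 of the 28 measured genes of mature adipocytes and a lower one for none (27 and 1 when adjusted over the list alone, median difference 5.90, adjusted p = 1.97e-24 from camera, and adjusted p = 0.00840 with an estimated correlation). Of 23 measured genes of fatty acid oxidation, 21 rose and none fell in the libraries labelled Mfn1-/- (22 and 1 when adjusted over the list alone, median 2.36, adjusted p = 9.62e-15, and adjusted p = 0.179 with an estimated correlation). None rose and 16 fell in Mfn2-/- (0 and 16 when adjusted over the list alone, median -0.87, adjusted p = 2.04e-04, and adjusted p = 0.597 with an estimated correlation). Acsl1, which activates fatty acids, stood at 108 ± 17.0 normalized counts in Mfn2-/- against 5963 ± 2319 in WT (SD, n = 3). Of the anti-adipogenic factors 1 rose and 9 fell in the libraries labelled Mfn1-/- (1 and 10 when adjusted over the list alone, median -1.39, adjusted p = 0.00671, and adjusted p = 0.179 with an estimated correlation). In Mfn2-/- 3 rose and 6 fell (3 and 7 when adjusted over the list alone, and adjusted p = 0.576).

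The call for the anti-adipogenic factors ended without library B (adjusted p = 0.0138) or C (0.0148) labelled Mfn1-/-, with edgeR (0.0134) and without genes overlapped on the opposite strand (0.0316), within 3.12e-07 to 0.0316 over all alternatives. That for fatty acid oxidation in Mfn2-/- ended with all 6 WT libraries of the day (adjusted p = 0.0102, or 0.0433 with a median of -0.46 after rescaling, within 7.77e-06 to 0.0433). Acsl1 has exons overlapped on the opposite strand.

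From these transcriptomic data, the paper reads a pro-adipogenic phenotype in MEFs without Mfn1 and not in MEFs without Mfn2. The libraries this rests on at day +8 are labelled Mfn1-/- and hold Mfn1 RNA at the WT level. In the same libraries, 18 genes near absence in this line before day +8 stayed at no more than 1.09% of WT.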

### siRNA knockdown and differentiation of 3T3-L1 preadipocytes

Given the surprisingly divergent effects of Mfn1 and Mfn2 deficiencies on MEF adipogenesis, we next sought to corroborate findings in an independent cellular model. We thus evaluated the impact of siRNA mediated *Mfn1* and *Mfn2* knockdown in 3T3-L1 pre-adipocytes. The 3T3-L1 line is a MEF subclone first established in the 1970s based on its high propensity for adipogenic differentiation, and has since been widely used as a model of *in vitro* adipogenesis [64, 65]. Treating 3T3-L1s with siRNAs targeting *Mfn1* or *Mfn2* effectively reduced target protein expression by more than 95% (Fig 4A and S5A and S5B Fig). Like the KO cell lines, knock-down of Mfn2 reduced Mfn1 expression, whereas knock-down of Mfn1 modestly increased Mfn2 expression (Fig 4A & S5 Fig).

**Fig 4:**
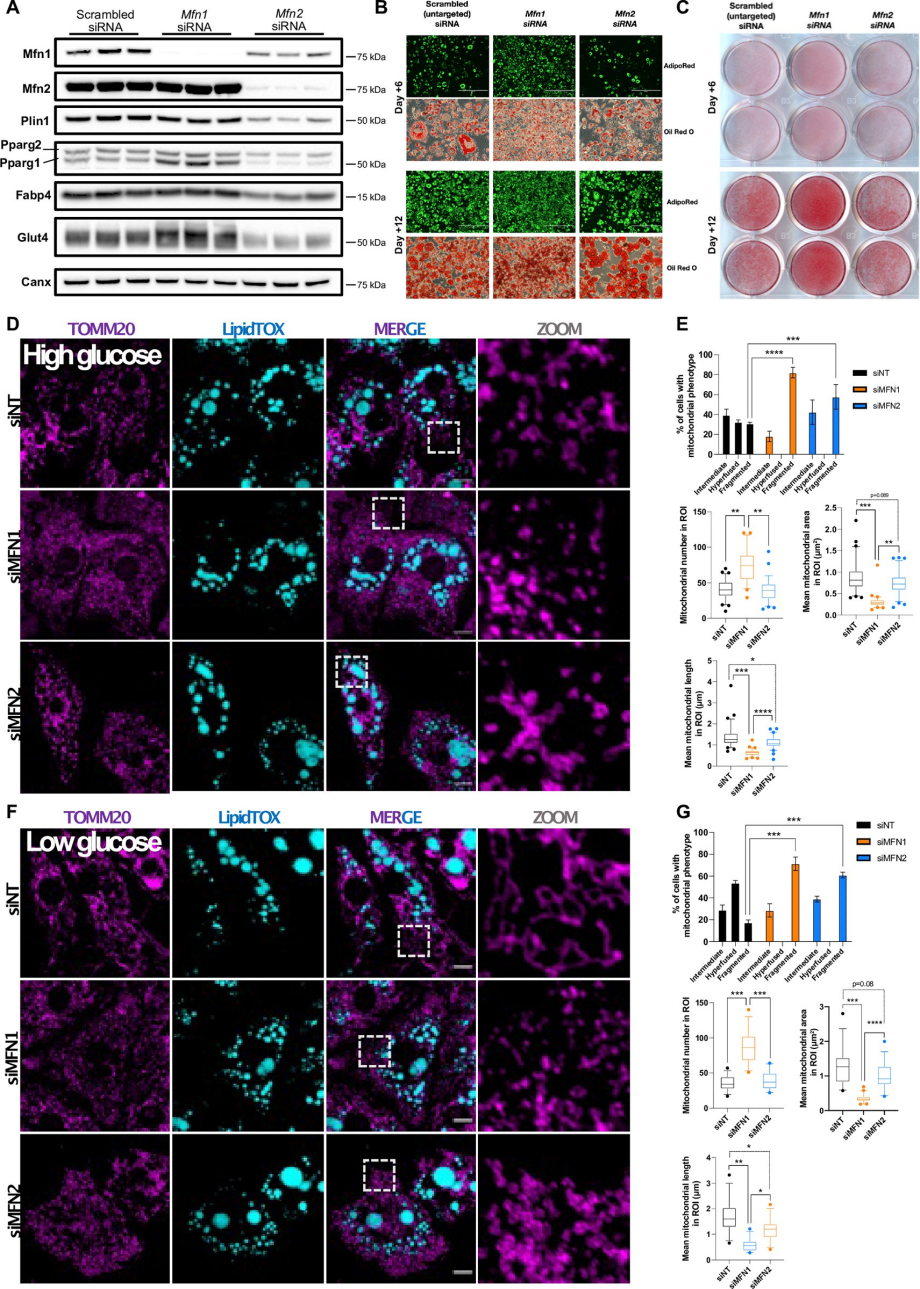
siRNA knockdown of *Mfn1* in 3T3-L1s enhances adipogenesis. 3T3-L1s were treated with scrambled, *Mfn1*-targeted, or *Mfn2*-targeted siRNA on alternate days from day -2 to day +12 of differentiation and assessed on days +6 and +12. (A) Western blot from 3T3-L1 at day +12 showing efficacy of *Mfn1*/*Mfn2* knock-down and expression of selected adipogenic genes. Data represents three biological replicates. (B) Light microscope images of AdipoRed fluorescence (green = lipid) and Oil Red O stained 3T3-L1s at day +6 and +12 of differentiation. (C) Oil Red O staining of 3T3-L1s at day +6 and +12 of differentiation. (D) Effect of siRNA knock-down on mitochondrial morphology assessed by confocal microscopy in 3T3-L1s cells at day +12 of differentiation under high-glucose conditions. Mitochondria were labelled using an anti-TOMM20 antibody (purple) and neutral lipids were stained with LipidTox (blue). Scale bars: 10 μm. (E) Quantification of mitochondrial morphology, and different mitochondrial parameters including number, area, and length in 225 μm^2^ region of interests (ROI) from (D). (F) Effect of siRNA knock-down on mitochondrial morphology assessed by confocal microscopy in 3T3-L1s cells at day +12 of differentiation under low glucose conditions. Mitochondria were labelled using an anti-TOMM20 antibody (purple) and neutral lipids were stained with LipidTox (blue). Scale bars: 10 μm. (G) Quantification of mitochondrial morphology, and different mitochondrial parameters including number, area, and length in 225 μm^2^ ROIs from (F). All p-values represent pairwise comparisons between knock-outs and wild-type using t-tests, adjusted for multiple testing (p.adj). Data is representative of at least 3 independent replicates.

Throughout differentiation of wild-type 3T3-L1s there was an increase in expression of both markers of mitochondrial fusion (Mfn1 & Mfn2) and fission (Fis1, S6A Fig). In keeping with the MEF data, 3T3-L1s treated with *Mfn1*-targeted siRNA demonstrated increased lipid accumulation (Fig 4B, 4C). This observation was broadly replicated when the two anti-*Mfn1* siRNAs were used independently, such that Mfn1 knock-down efficiency (S7A Fig) correlated with *Pparg* expression (S7B Fig) and degree of lipid accumulation (S7C and S7D Fig). Whilst there was no difference in total lipid accumulation between scrambled and *Mfn2* knockdown cells, lipid droplet size was increased in the Mfn2 knockdown cells (Fig 4B & S6B Fig), as has been previously reported in knock-out MEFs [66]. There was no difference in lipid droplet size between scrambled and *Mfn1* knock-down cells (Fig 4B & S6B Fig).

Expression of Pparg1 and Glut4 protein was increased in *Mfn1* knockdown cells (Fig 4A & S5 Fig), whereas expression of Plin1 and Fabp4 were similar to that of the control cells. *Mfn2* knock-down reduced lipid accumulation and expression of Plin1, Fabp4, Pparg1, Pparg2, and Glut4 proteins (Fig 4 & S5 Fig).

Mitochondrial morphology analysis revealed that loss of Mfn1 and Mfn2 both led to mitochondrial fragmentation, with Mfn1 silencing inducing more drastic changes of the mitochondrial network in mature (day +12) differentiated adipocytes (Fig 4D, 4E), even though, as previously reported [25], the mitochondrial network of wild-type 3T3-L1s manifests increased fragmentation in late differentiation (Fig 4D, 4E). Nutritional deprivation is known to induce mitochondrial fusion in several different cell lines [67]. In keeping with this, incubating the 3T3-L1 adipocytes in low glucose media or without serum increased fusion of the mitochondrial network in siNT treated control cells characterized by mitochondrial elongation (S6 Fig), and accentuating the impact of Mfn1 and Mfn2 deficiencies on the mitochondrial network (Fig 4F, 4G). These findings in 3T3-L1 adipocytes support the observation that loss of mitofusins 1 and 2 have specific effects on adipogenic potential despite both causing mitochondrial network fragmentation.

### Effect of ROS scavenging on MEF differentiation

Prior work has suggested that reactive oxygen species (ROS) promote adipogenesis [68, 69]. To test the hypothesis that altered ROS production might be mediating the enhanced adipogenesis observed in *Mfn1*^-/-^ MEFs, we added a ROS-scavenger (N-acetylcysteine (NAC)) during adipogenic differentiation of the knock-out cell lines. Consistent with previous reports [68, 69], NAC inhibited lipid accumulation and expression of adipogenic markers in wild-type MEFs (Fig 5). However, i n *Mfn1*^-/-^ MEFs, addition of NAC had very little impact on either lipid accumulation (Fig 5A) or adipocyte protein expression (Fig 5B) expression. Similarly, NAC had no effect on adipogenic differentiation of *Mfn2*^-/-^ MEFs.

**Fig 5:**
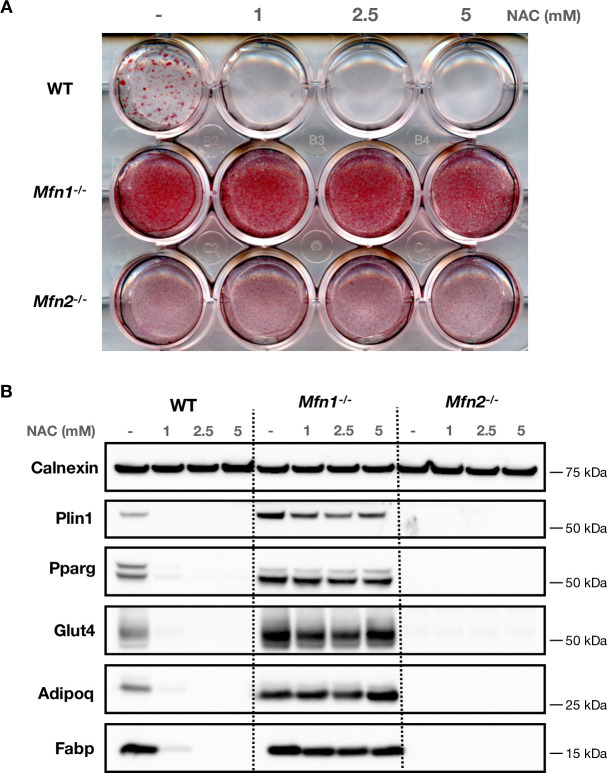
Reactive oxygen species scavenger inhibits differentiation in wild-type MEFs. Wild-type (WT), *Mfn1*^-/-^, and *Mfn2*^-/-^ MEFs were treated with N-acetylcysteine (NAC) at 1mM, 2.5mM, and 5mM on alternate days from day -2 to day +8 of differentiation. (A) Oil Red O staining of MEFs at day +8 of differentiation. (B) Western blot from MEFs at day +8 showing expression of selected adipocyte proteins. Data is representative of at least 3 independent replicates.

## Discussion

Prompted by observations of a human monogenic disease, which highlighted the importance of the mitochondrial network in adipose tissue, we sought to investigate the roles of two mitochondrial fusion proteins in adipogenesis. Although human genetics has established that a specific genetic mutation of *MFN2* has a profound impact on white adipose tissue development and function, our analysis of adipogenesis in cultured cells suggested that deletion or knockdown of *Mfn1* enhances adipogenesis whereas *Mfn2* deletion or knockdown tended to impair differentiation.

The absence of Mfn2 in MEFs subtly reduced adipogenesis, indicated by reduced expression of Plin1, Pparg, Fabp4, and Glut4, with no change in neutral lipid accumulation. This could be due to differences in gene expression (as found in RNAseq analysis) and/or changes in lipid metabolism (synthesis, intracellular trafficking and/or oxidation), leading to similar lipid accumulation despite lower adipogenic capacity. *Mfn2*^-/-^ adipocytes also manifested increased basal glucose uptake, which may relate to impaired mitochondrial bioenergetics causing increased glycolysis, as has been observed in brown adipocytes lacking mitofusin 2 [21]. The mechanism underlying this is unclear, particularly given no elevation in Glut1 expression in these cells. Akt 2 phosphorylation did not significantly increase in *Mfn2*^*-/-*^ MEFs in response to insulin and there was also very low levels of GLUT4 expression in these cells. Data from tissue-specific knock-out mice suggests that loss of *Mfn2* can perturb glucose homeostasis. Specifically, deletion of *Mfn2* in all adipocytes [20] or in brown adipocytes alone [21] caused reduced expression of multiple oxidative phosphorylation subunits and impaired cold tolerance yet, paradoxically, both mouse lines were protected from systemic insulin resistance. Mice in which Mfn2 was inducibly deleted in all adipocytes in adulthood showed increased obesity and elevated blood glucose [22]. Further work will be required to comprehensively explain these somewhat discordant data.

In both *Mfn1*^*-/-*^ knock-out MEFs and *Mfn1* knock-down 3T3-L1s there was a significant increase in lipid accumulation. In our view, this reflects enhanced adipogenesis, as it was associated with elevated expression of several stereotypical adipogenic markers (e.g. Plin1, FABP4 and *Glut4*). *Mfn1*^*-/-*^ MEFs had increased Pparg expression even in the undifferentiated state, and RNA sequencing showed that expression of some other pro-adipogenic transcription factors (*Cebpa*, *Cebpb*, *Klf4*, *Klf15*, and *Zfp467*) was increased, suggesting that Mfn1 deficiency may prime cells transcriptionally to favour adipogenesis. Indeed, the changes in gene expression observed during differentiation showed a stronger signature for adipogenic differentiation in *Mfn1*^-/-^ than wild-type MEFs.

The exact mechanism behind this is currently unclear. One potential explanation could involve the generation of oxidised lipids secondary to ROS generation from altered mitochondrial function. This is a plausible hypothesis for these observations as increased ROS early in adipogenesis has been reported to accelerate differentiation [68, 69]. In addition, humans with loss of function of selenoproteins have chronically elevated oxidative stress and have increased adiposity yet are more insulin sensitive [70]. Use of NAC as a ROS scavenger had minimal impact on lipid accumulation or protein expression in *Mfn1*^-/-^ MEFs. Multiple tissue-specific knock-outs for both *Mfn1* [71] and *Mfn2* [12, 72] have been reported to be associated with changes in ROS. Liver-specific knock-out of *Mfn2* was associated with increased hydrogen peroxide and reduced expression of subunits from Complex IV [12]. In addition, *Mfn2*^-/-^ MEFs have reduced membrane potential compared to wild-type [73], which, along with lower Complex I expression, may influence their ROS generation through reverse electron transport [74, 75]. We have attempted to quantify ROS production in the adipocyte lines described herein, but have found it difficult to reliably quantify ROS in these cell types. The experiments we report using NAC could be interpreted in at least two ways in our view. Firstly, the lack of impact of NAC in *Mfn1* null MEFs may be because ROS are not involved in mediating the enhanced adipogenesis observed in these cells or, secondly, perhaps the change in ROS associated with NAC was ‘overwhelmed’ by the changes in ROS in this cell line, such that whereas this impaired adipogenesis in wildtype cells, it did not do so in the Mfn1^-/-^ cells. Further work in this field should include robust measurement of ROS in pre- and mature-adipocytes, including mitofusin knock-outs, as well as use of alternative ROS scavengers & inducers (e.g. mitoTEMPO and mitoQ [76]).

It is unclear precisely how loss of the mitofusins alters metabolite substrate use in adipocytes derived from MEFs. In animals fed a high-fat diet, the presence of Mfn2 is needed to promote lipolysis and its absence (in brown adipose tissue) causes a shift towards glycolysis [20, 21, 77]. Bioenergetic studies (e.g. Seahorse analysis) in pre- and mature- adipocytes (including mitofusin knockouts) would help to delineate the effect of *Mfn1*/*Mfn2* loss on this phenotype.

In the current study we were unable to differentiate *Mfn1*^*-/-*^*2*^*-/-*^ double knock-out MEFs into adipocytes, in contrast to earlier work by McFie *et al*. [66]. This may be due to differences in passage and acquired clonal changes in MEFs. Clonal changes could also account for differences observed in MEFs (given that they were derived from different mice). Whilst we have supporting evidence through knock-down in 3T3-L1 adipocytes, ‘rescue’ experiments in MEFs (e.g. re-expression of *Mfn1* in *Mfn1-/-* MEFs) could help to strengthen these observations.

An important limitation of this work is a lack of *in vivo* data to support this hypothesised role for *Mfn1* in adipogenesis. Adipose-specific *Mfn1* knock-out mice, although briefly said in one study not to have a gross adipose phenotype, have not been characterised in any detail [20]. An important limitation of such a model in any case relates to the fact that deletion of ‘floxed’ *Mfn1* was under control of the adiponectin-promoter [20]. Adiponectin is only expressed in mature adipocytes [78] so such an experiment does not test the impact of Mfn1 deficiency early in adipocyte development. The data reported herein was also exclusively conducted in murine cells. Whilst we found broadly concordant observations in two different cell lines we have not studied human adipocytes. There are currently no known human disorders linked to *MFN1* mutations but based on our findings, we would hypothesise that individuals carrying such mutations may be more insulin sensitive and therefore may not present with a clinical disease phenotype. However, germline *Mfn1* mutations would also perturb Mfn1 function in other tissues which may have a greater phenotypic impact than that related to altered adipose expression. On the other hand, human population frequencies of sequence variants in *MFN1* and *MFN2* suggest that loss-of-function mutations in *MFN1* may not be selected against, unlike loss-of-function variants in *MFN2* [79].

Another line of investigation requiring further work is detailed characterisation of mitochondrial function in 3T3-L1 and MEFs during adipogenic differentiation. Such studies could include bioenergetic analyses, measurement of mitochondrial membrane potential, and isolation of mitochondria for high-resolution respirometry. These studies may provide additional mechanistic insights into the role of mitochondria in cultured adipocytes.

## Conclusions

At endogenous levels, MFN1 appears to exercise tonic physiological restraint on differentiation to adipocytes in culture, whereas the closely related MFN2 is necessary for expression of the full programme of adipogenesis.

## Supporting information

S1 Fig Quantification of protein expression from immunoblots in Fig 1. Quantification of protein expression (relative to wild-type) for all proteins shown in Fig 1A and 1F. Each data point represents a separate biological replicate. Stars indicate p-values following pairwise comparisons between groups: * p<0.5, ** p < .01, *** p < .001, **** p < .0001. ns, not significant.
(PDF)

S2 Fig Quantification of protein expression from immunoblots for insulin-stimulation of differentiated MEFs in Fig 2D. Quantification of protein expression (relative to wild-type) for all proteins shown in Fig 2D from knock-out MEFs. Each data point represents a separate biological replicate. Stars indicate p-values following pairwise comparisons between groups: * p<0.5, ** p < .01, *** p < .001, **** p < .0001. ns, not significant.
(PDF)

S3 Fig Increased adipogenesis in *Mfn1*^-/-^ MEFs even in setting of *Pparg2* over-expression. *Pparg2* was over-expressed in MEFs to enhance their adipogenic differentiation capacity and cells were assessed on day +4 and +8 of protocols. (A) Western blot illustrating the relative Pparg2 over-expression in cell lines used compared to non-transduced wild-type cells. (B) Quantification of Pparg2 expression from the Western blot in panel (A). (C) Oil Red O staining differentiated MEFs compared to undifferentiated wild-type MEFs. (D) Fluorometric quantification of AdipoRed neutral lipid dye at day +4 & day +8. Each data point represents a separate biological experiment. Data is expressed relative to undifferentiated wild-type for each biological replicate. (E) Western blot for markers of adipocyte differentiation at day +8 from MEFs over-expressing *Pparg2*. All p-values represent pairwise comparisons between knock-outs and wild-type using t-tests, adjusted for multiple testing (p.adj). Data is representative of at least 3 independent replicates.
(PDF)

S4 Fig Quantification of protein expression from immunoblots for differentiation of *Pparg2* over-expressing knock-out MEFs from S3E Fig. (A-E) Quantification of protein expression from knock-out MEFs over-expressing Pparg2, from S3E Fig. Each data point represents a separate biological replicate. Stars indicate p-values following pairwise comparisons between groups: * p<0.5, ** p < .01, *** p < .001, **** p < .0001. ns, not significant.
(PDF)

S5 Fig Quantification of protein expression from immunoblots in Fig 4A. Quantification of protein expression (relative to scrambled control) for all proteins shown in Fig 4A. Each data point represents a separate biological replicate. Stars indicate p-values following pairwise comparisons between groups: * p<0.5, ** p < .01, *** p < .001, **** p < .0001. ns, not significant.
(PDF)

S6 Fig Low glucose treatment induces mitochondrial network fusion in differentiated mature 3T3-L1 adipocytes. (A) Representative western blot showing change in mitofusin expression in 3T3-L1 cells during adipogenic differentiation. (B) Measurement of lipid droplet width from oil red O staining of day +12 3T3-L1 adipocytes treated with scrambled, *Mfn1*-targeted, or *Mfn2*-targeted siRNA on alternate days from day -2 to day +12 of differentiation. Data from four biological replicates. (C) Representative confocal images of 3T3-L1s cells at day +12 of differentiation under high glucose (HG) and low glucose (LG) conditions. Mitochondria were labelled using an anti-TOMM20 antibody (purple) and neutral lipids were stained with LipidTox (blue). Scale bars: 10 μm. (D) Quantification of mitochondrial morphology, and different mitochondrial parameters including number, area, and length in 225 μm^2^ region of interests from (A). Stars indicate p-values following pairwise comparisons between groups: * p<0.5, *** p < .001.
(PDF)

S7 Fig Optimisation and efficacy of anti-*Mfn1* siRNAs on adipogenic differentiation of 3T3-L1s. Undifferentiated 3T3-L1 pre-adipocytes were treated with three separate Invitrogen Silencer Select siRNAs (CatIDs: s85003 = ‘siRNA03’, s85002 = ‘siRNA02’, s85004 = ‘siRNA01’) for 24-hours, each siRNA was used at 10nmol/L, 30nmol/L, and 50nmol/L. A, Western blot demonstrating Mfn1 protein knock-down efficacy. Following this, 3T3-L1 adipocytes were treated with s85002 (= ‘siRNA02’) and s85004 (= ‘siRNA01’) until day +10 differentiation. B, Relative mRNA expression of markers of adipogenesis at day +10 differentiation. C, Lipid accumulation at day + 10 as measured by fluorescence using AdipoRed. D, Representative images for adipogenic differentiation using brightfield microscopy and AdipoRed staining. Data from n = 2 biological repeats.
(PDF)

S1 Table Reagents and cell lines. List of all reagents and equipment used in this study.
(DOCX)

S2 Table Antibodies used. List of all primary and secondary antibodies used in this study.
(DOCX)

S1 Appendix RNA sequencing counts tables. Normalised counts per million per gene from RNA sequencing of MEFs. dm2, day -2 of differentiation; dm0, day zero of differentiation; dp3, day +3 of differentiation; dp8, day +8 of adipogenic differentiation; m1, Mfn1-/-; m2, Mfn2-/-; WT, wild-type MEFs.
(XLSX)

S1 Raw images

# Supplementary material for: Loss of Mfn1 but not Mfn2 enhances adipogenesis
**Source:** PLoS One. 2024 Dec 31;19(12):e0306243. doi: 10.1371/journal.pone.0306243
**Supplement:** S1 Table — List of all reagents and equipment used in this study.

| **Reagent** | **Supplier** | **CatID** |
| --- | --- | --- |
| 2-mercaptoethanol | Gibco | 31350010 |
| 4-12% Bis-Tris gel | Invitrogen | NP0335BOX |
| AdipoRed | Lonza | PT-7009 |
| Alexa Fluor 488 | Invitrogen | A-11094 |
| BODIPY | ThermoFisher | D3922 |
| Complete-Mini Protease Inhibitor | Sigma-Aldrich | 11836170001 |
| DAPI | ThermoFisher | P36966 |
| DC Protein Assay kit | Biorad | 5000111 |
| DMEM | Sigma-Aldrich | D6546 |
| DNase | Qiagen | 79254 |
| FBS | Gibco | 10270-106 |
| gDNA extraction kit | Qiagen | 13323 |
| GlutaMax | ThermoFisher | 35050038 |
| Immobilon Western Chemiluminescent HRP Substrate | Millipore | WBKLS0500 |
| Isopropanol | Honeywell | 33539 |
| L-glutamine | Sigma-Aldrich | G7513 |
| LipidTOX DeepRed | ThermoFisher | H34477 |
| Lipofectamine 3000 | ThermoFisher | L3000008 |
| Lipofectamine RNAiMax | ThermoFisher | 13778150 |
| MEM Non-essential Amino Acid | Sigma-Aldrich | M7145 |
| Mfn1 siRNA-1 | ThermoFisher | s85004 |
| Mfn1 siRNA-2 | ThermoFisher | s85002 |
| Mfn1 siRNA-3 | ThermoFisher | s85003 |
| Mfn2 siRNA pool | Dharmacon | L-046303-00-0005 |
| Mitotracker Orange CMTMRos | ThermoFisher | M7510 |
| NuPAGE 4x LDS buffer | ThermoFisher | NP0007 |
| NuPAGE MES runing buffer | ThermoFisher | NP0002 |
| Oil red O | Sigma-Aldrich | O0625 |
| OptiMEM | ThermoFisher | 31985062 |
| Penicillin-Streptomycin | Sigma-Aldrich | P0781 |
| PhosSTOP Phosphatase Inhibitor | Roche | 4906837001 |
| Polybrene | EMD Millipore | TR-1003-G |
| Protein ladder | Biorad | 161-0374 |
| RIPA Buffer | SERVA Electrophoresis | 39244.01 |
| RNeasy Mini RNA extraction kit | Qiagen | 74106 |
| Sodium pyruvate | Sigma-Aldrich | S8636 |
| Trypsin-EDTA | Sigma-Aldrich | T4674 |
| Tween 20 | Sigma-Aldrich | P1379 |
| **Cell line** | **Supplier** | **CatID** |
| 3T3-L1 | D. Fazakerly (IMS, Uni Cambridge) | |
| Mfn1^-/-^ MEFs | ATCC | CRL-2992 |
| Mfn1^-/-^2^-/-^ MEFs | ATCC | CRL-2994 |
| Mfn2^-/-^ MEFs | ATCC | CRL-2993 |
| Opa1^-/-^ MEFs | ATCC | CRL-2995 |
| Phoenix-AMPHO cells | ATCC | CRL-3213 |
| WT MEFs | ATCC | CRL-2991 |

**Supplementary Table 1**: **Reagents and cell lines.** List of all reagents and equipment used in this study.

# Supplementary material for: Loss of Mfn1 but not Mfn2 enhances adipogenesis
**Source:** PLoS One. 2024 Dec 31;19(12):e0306243. doi: 10.1371/journal.pone.0306243
**Supplement:** S2 Table — List of all primary and secondary antibodies used in this study.

| **Primary** | **Supplier** | **CatID** | **Concentration** | **Diluent** | **2ary** |
| --- | --- | --- | --- | --- | --- |
| Anti-mouse HRP | Cell signalling | 70765 | 1 in 5000 | 5% milk | N/A |
| Anti-rabbit HRP | Cell signalling | 70751 | 1 in 5000 | 5% milk | N/A |
| Adipoq | Abcam | ab85827 | 1 in 1000 | 5% milk | Rabbit |
| Akt (total) | Cell signalling | 4691 | 1 in 1000 | 5% milk | Rabbit |
| Phospho-Akt (Ser473) | Cell signalling | 9271 | 1 in 1000 | 5% milk | Rabbit |
| Beta-tubulin | Abcam | ab6046 | 1 in 1000 | 5% milk | Rabbit |
| Calnexin | Abcam | ab22595 | 1 in 5000 | 5% BSA | Rabbit |
| Drp1 | Abcam | ab56788 | 1 in 1000 | 5% milk | Rabbit |
| Fabp4 | Cell signalling | 2120 | 1 in 1000 | 5% milk | Rabbit |
| Fis1 | Proteintech | 10956-1-AP | 1 in 2000 | 5% milk | Rabbit |
| Gapdh | GeneTex | GTX100118 | 1 in 5000 | 5% milk | Rabbit |
| Glut1 | Cell signalling | 12939 | 1 in 1000 | 5% milk | Rabbit |
| Glut4 | Boster | PA1722 | 1 in 1000 | 5% milk | Rabbit |
| Insr | Santa cruz | sc-57342 | 1 in 1000 | 5% milk | Mouse |
| Mfn1 | Abcam | Ab126575 | 1 in 250 | 5% milk | Mouse |
| Mfn2 | Cell signalling | D2D10 | 1 in 1000 | 5% milk | Rabbit |
| Opa1 | BD Biosciences | 612606 | 1 in 1000 | 5% milk | Mouse |
| OXPHOS cocktail | Abcam | Ab110413 | 1 in 1000 | 5% milk | Mouse |
| Plin1 | Progen | GP29 | 1 in 1000 | 5% BSA | Guinea pig |
| PPAR-gamma | Cell signalling | 81B8 | 1 in 1000 | 5% BSA | Rabbit |
| Tom20 [immunoblots] | Abcam | Ab56783 | 1 in 500 | 5% milk | Mouse |
| Tom20 [immunofluorescence] | Proteintech | 11802-1-AP | 1 in 1000 | 5% BSA | Alexa Fluor 488 |

**Supplementary Table 2**: **Antibodies used.** List of all primary and secondary antibodies used in this study.

# Supplementary material for: Loss of Mfn1 but not Mfn2 enhances adipogenesis
**Source:** PLoS One. 2024 Dec 31;19(12):e0306243. doi: 10.1371/journal.pone.0306243
**Supplement:** S1 Raw images

Figure 1A

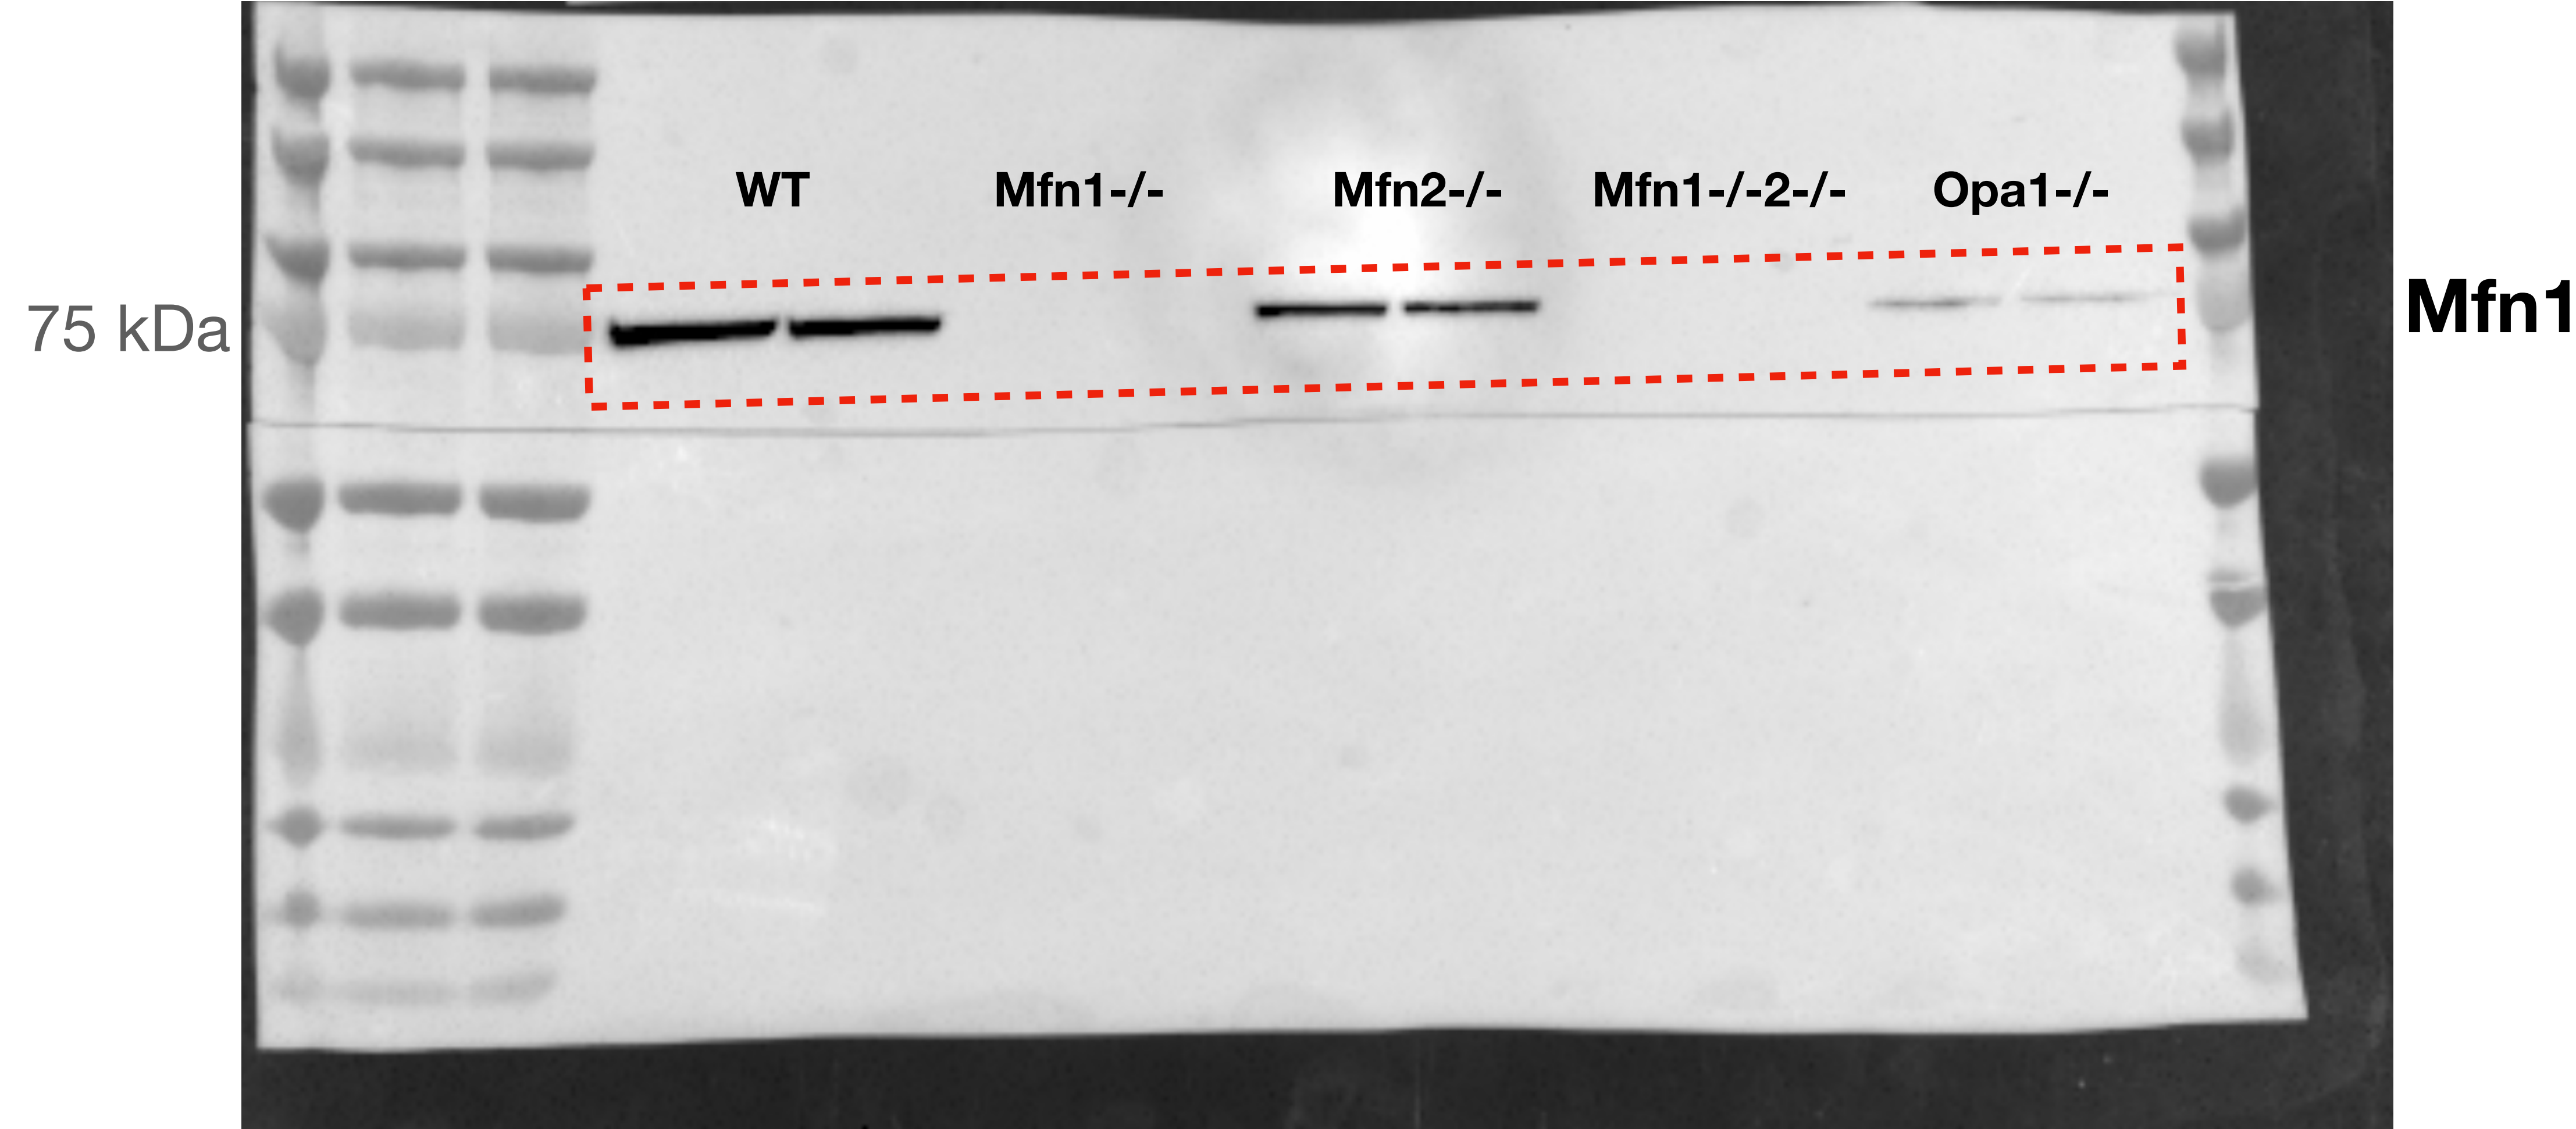

Figure 1A

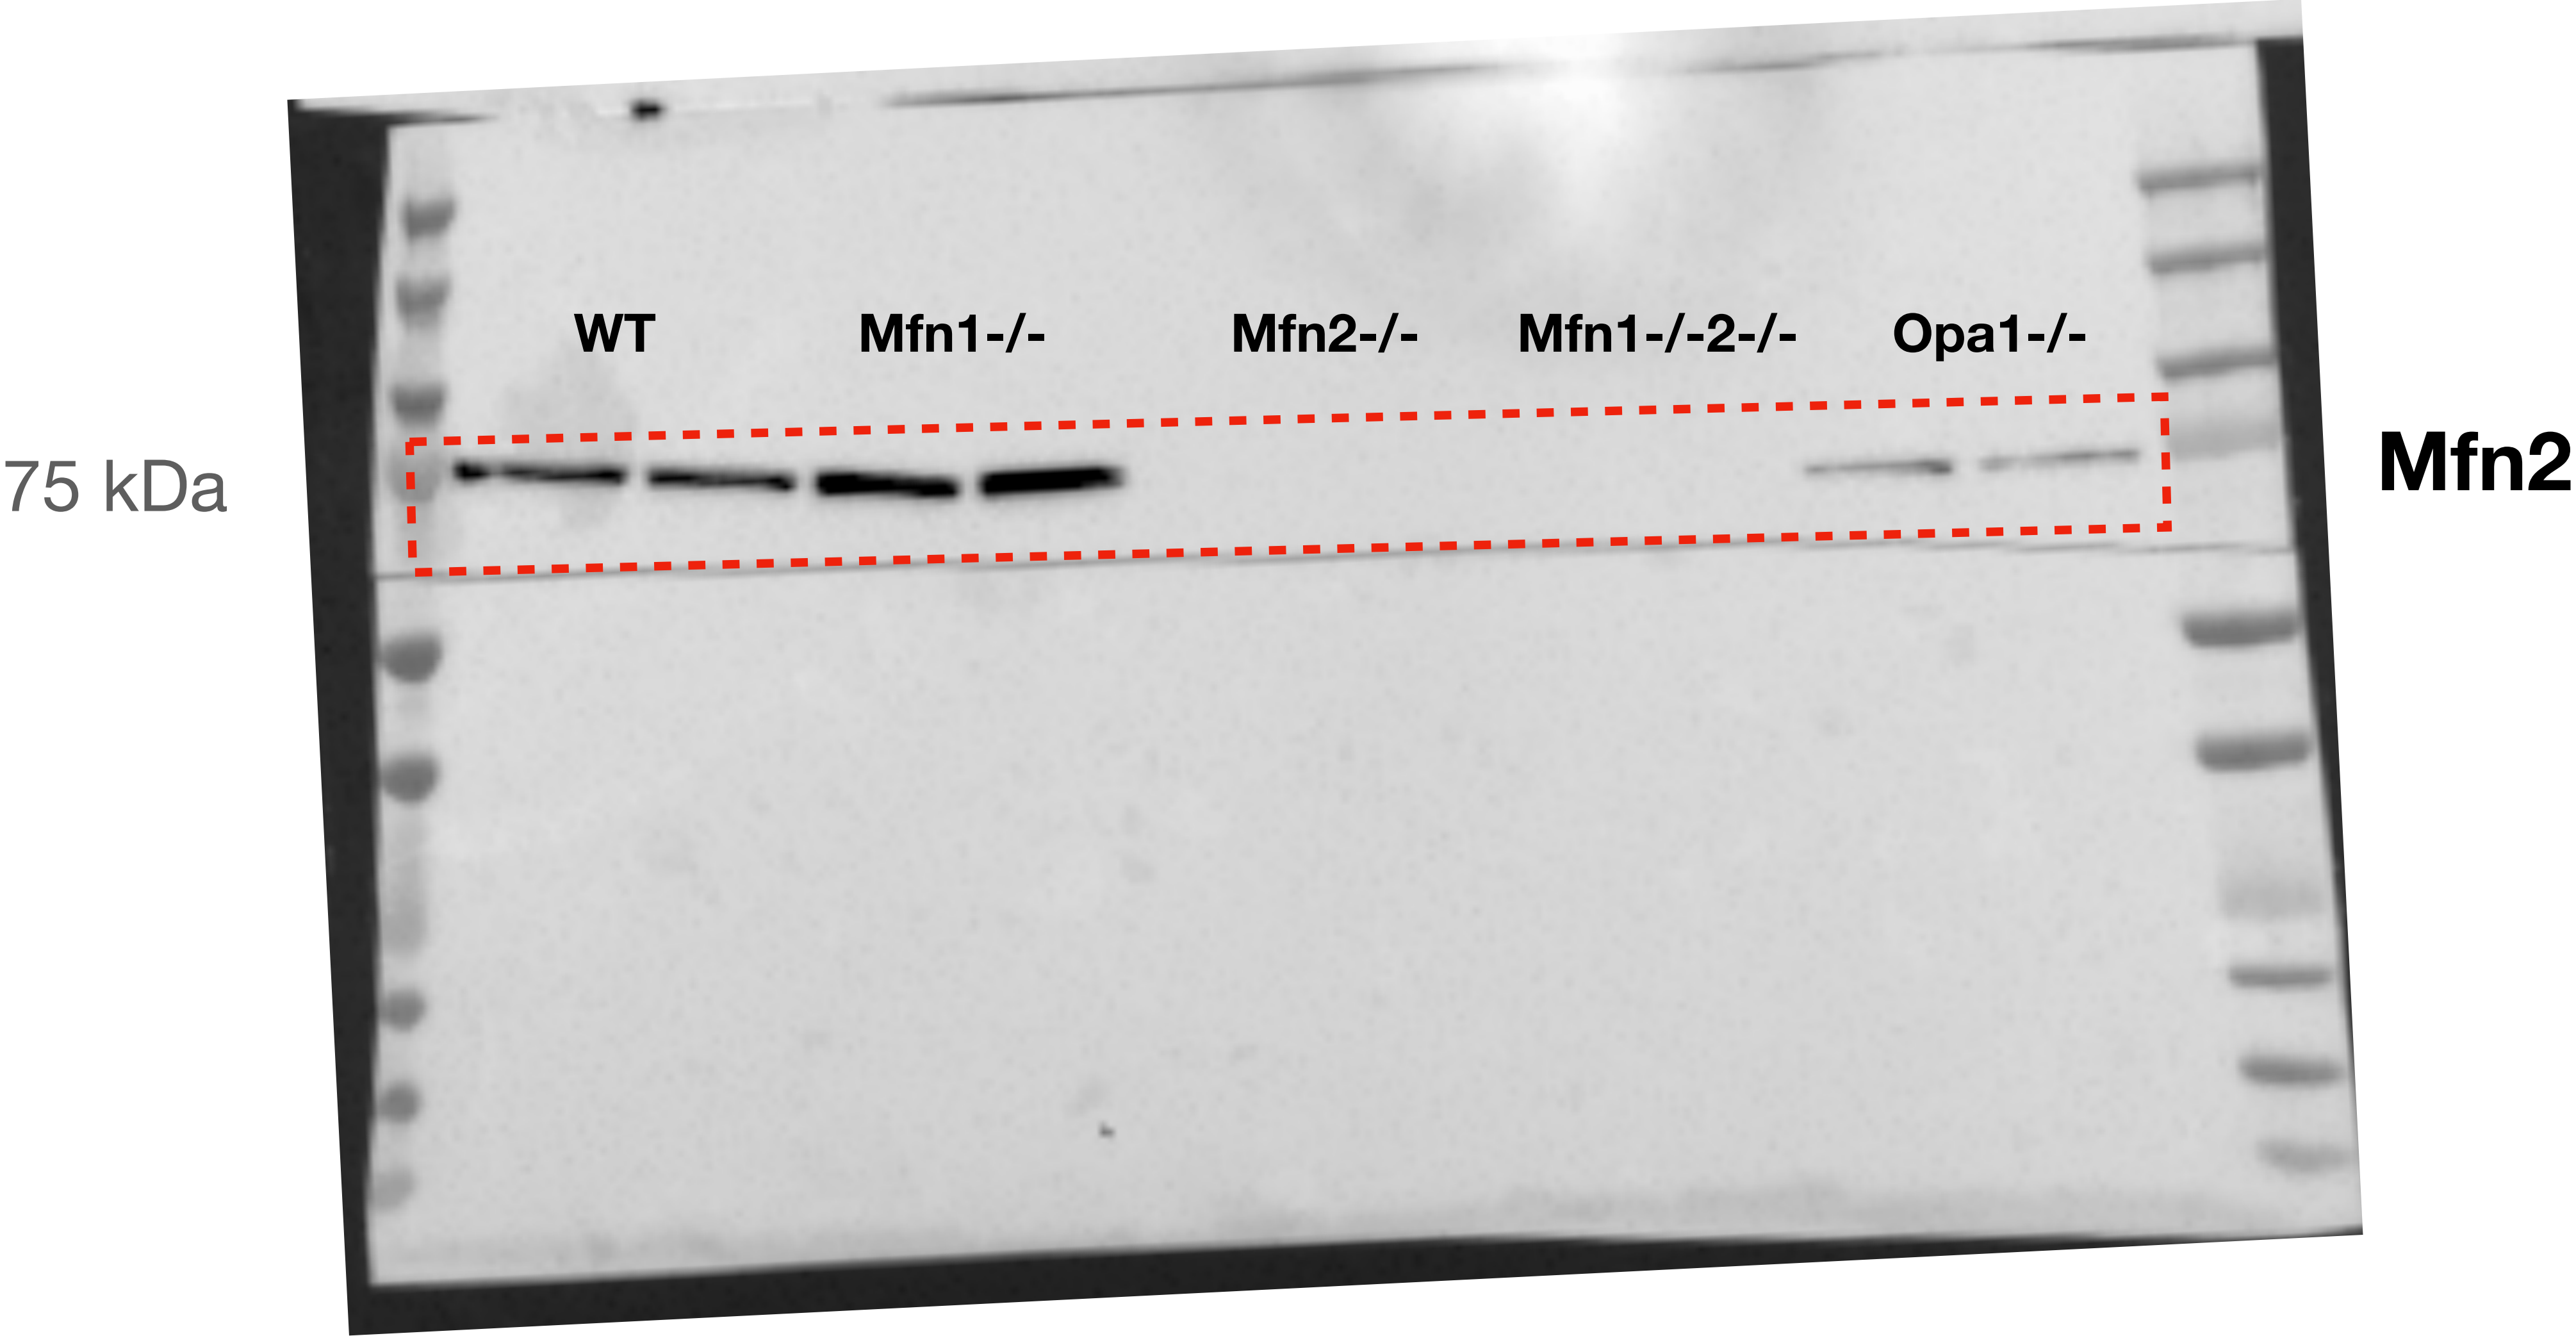

Figure 1A

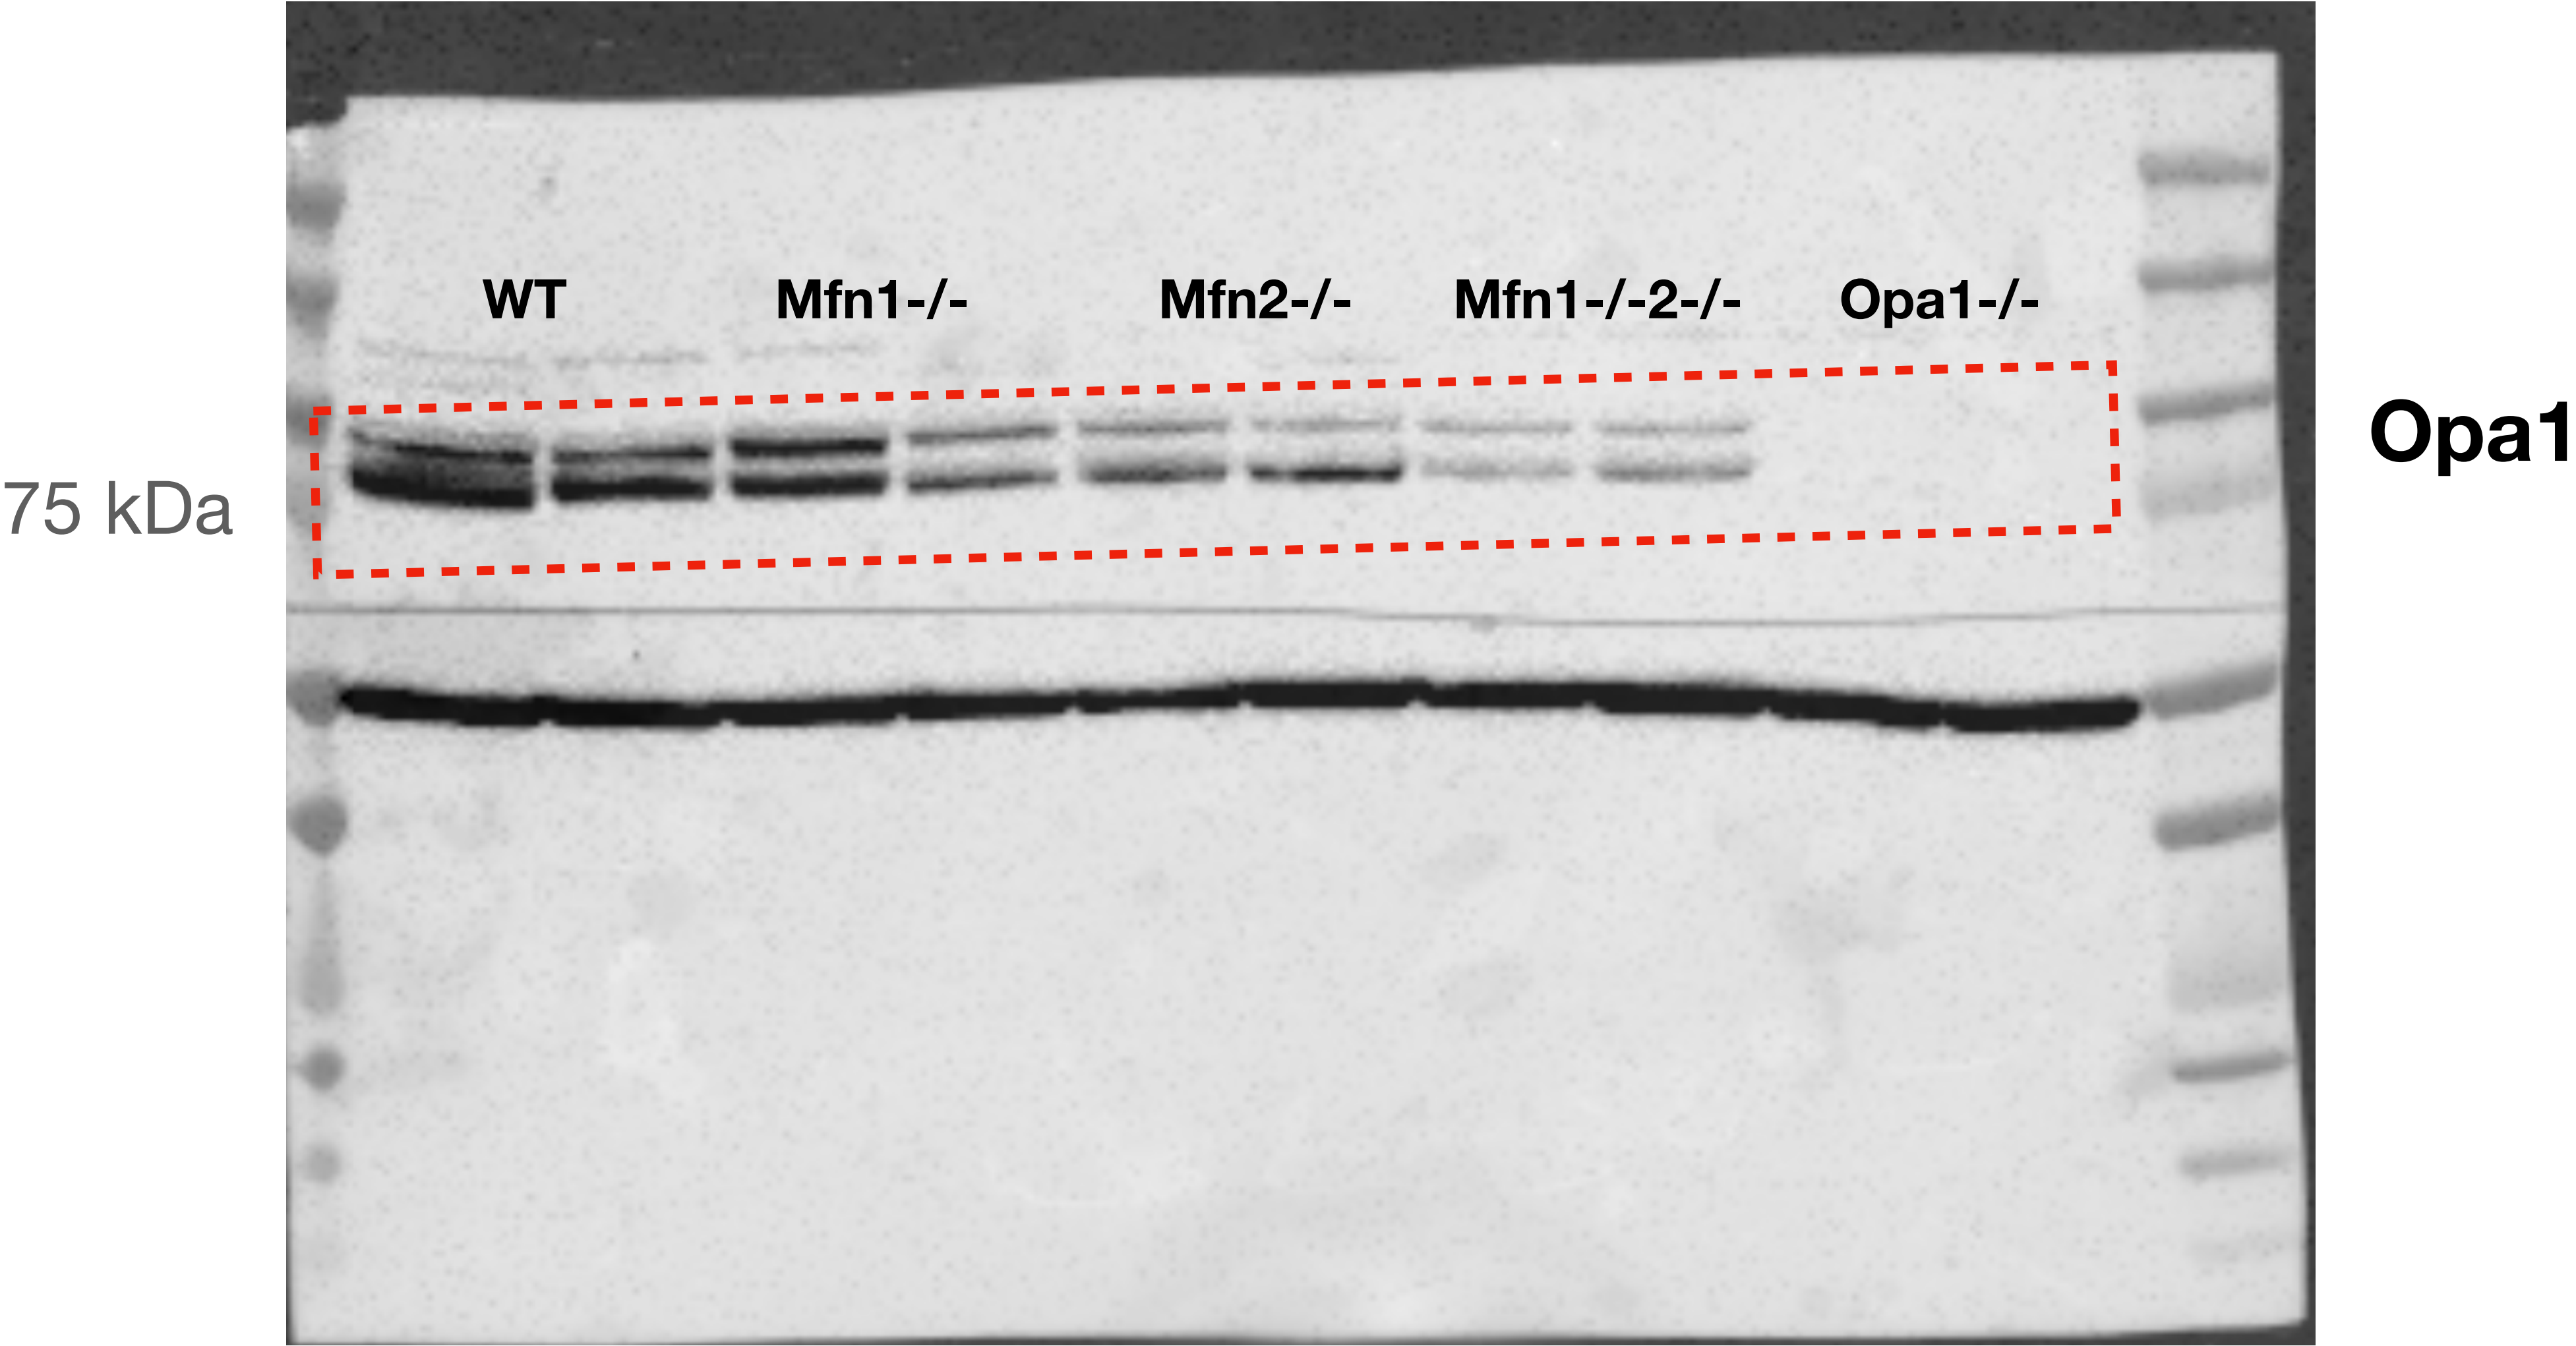

Figure 1A

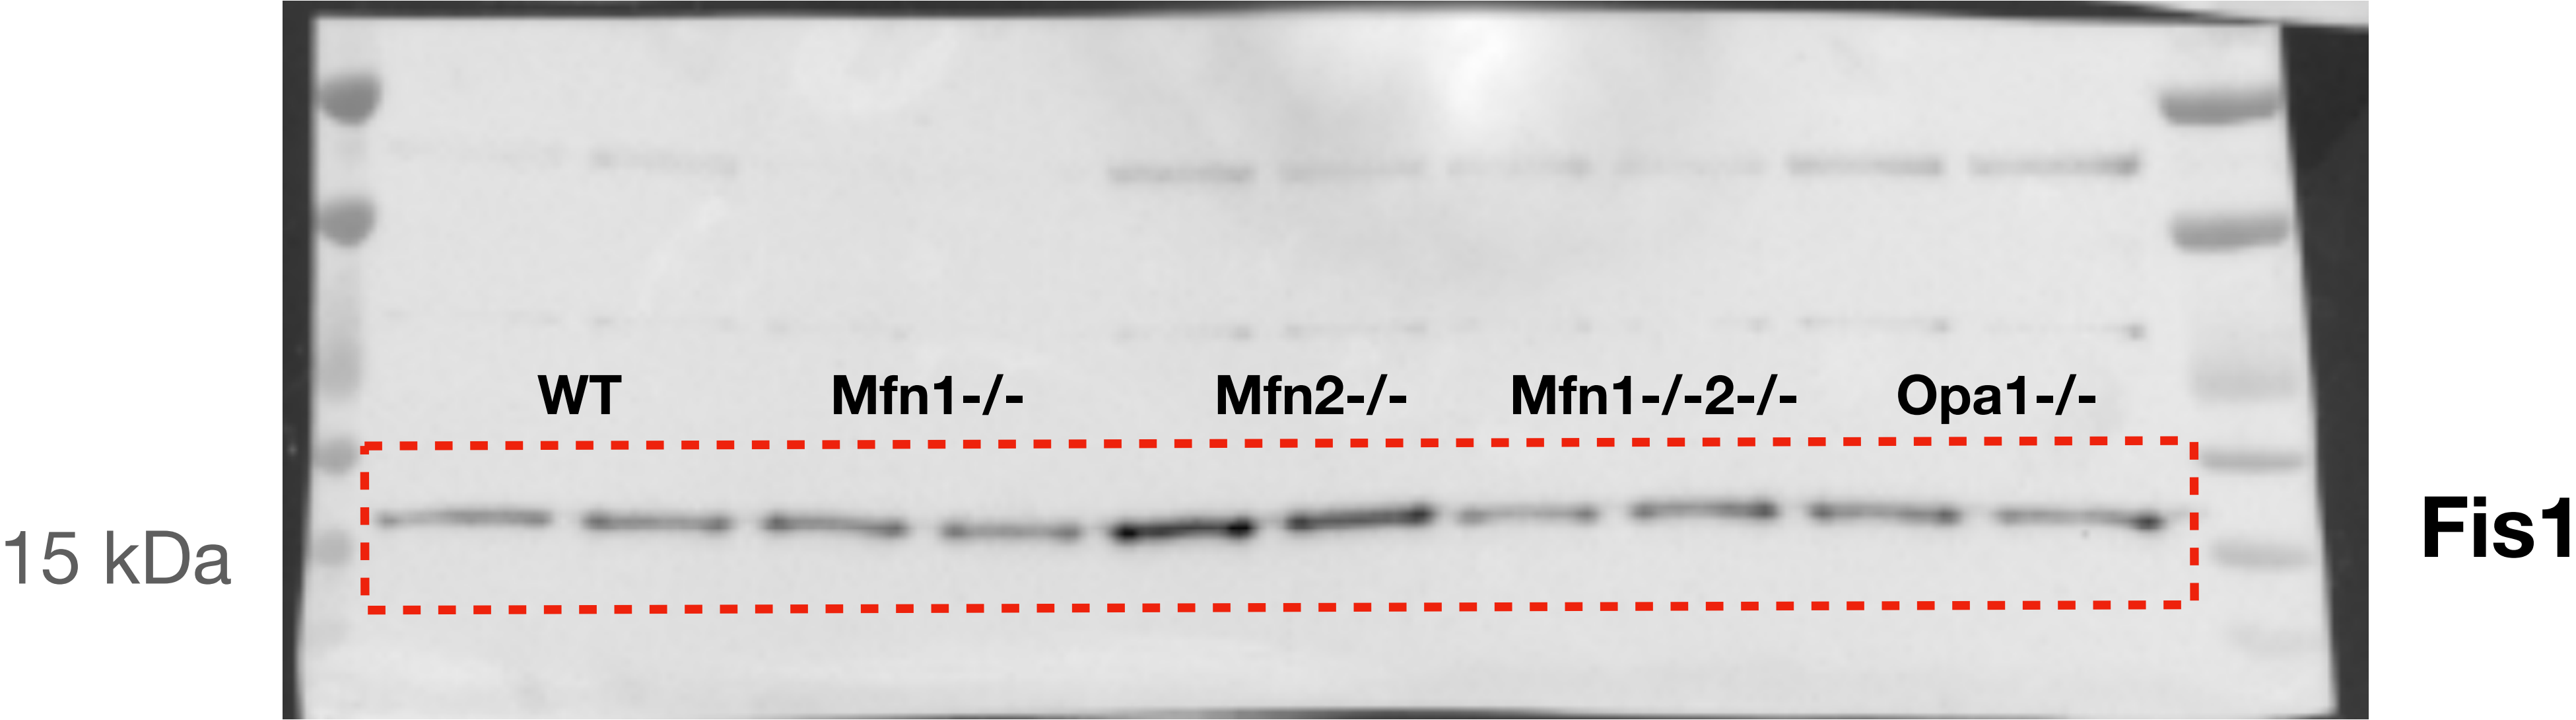

Figure 1A

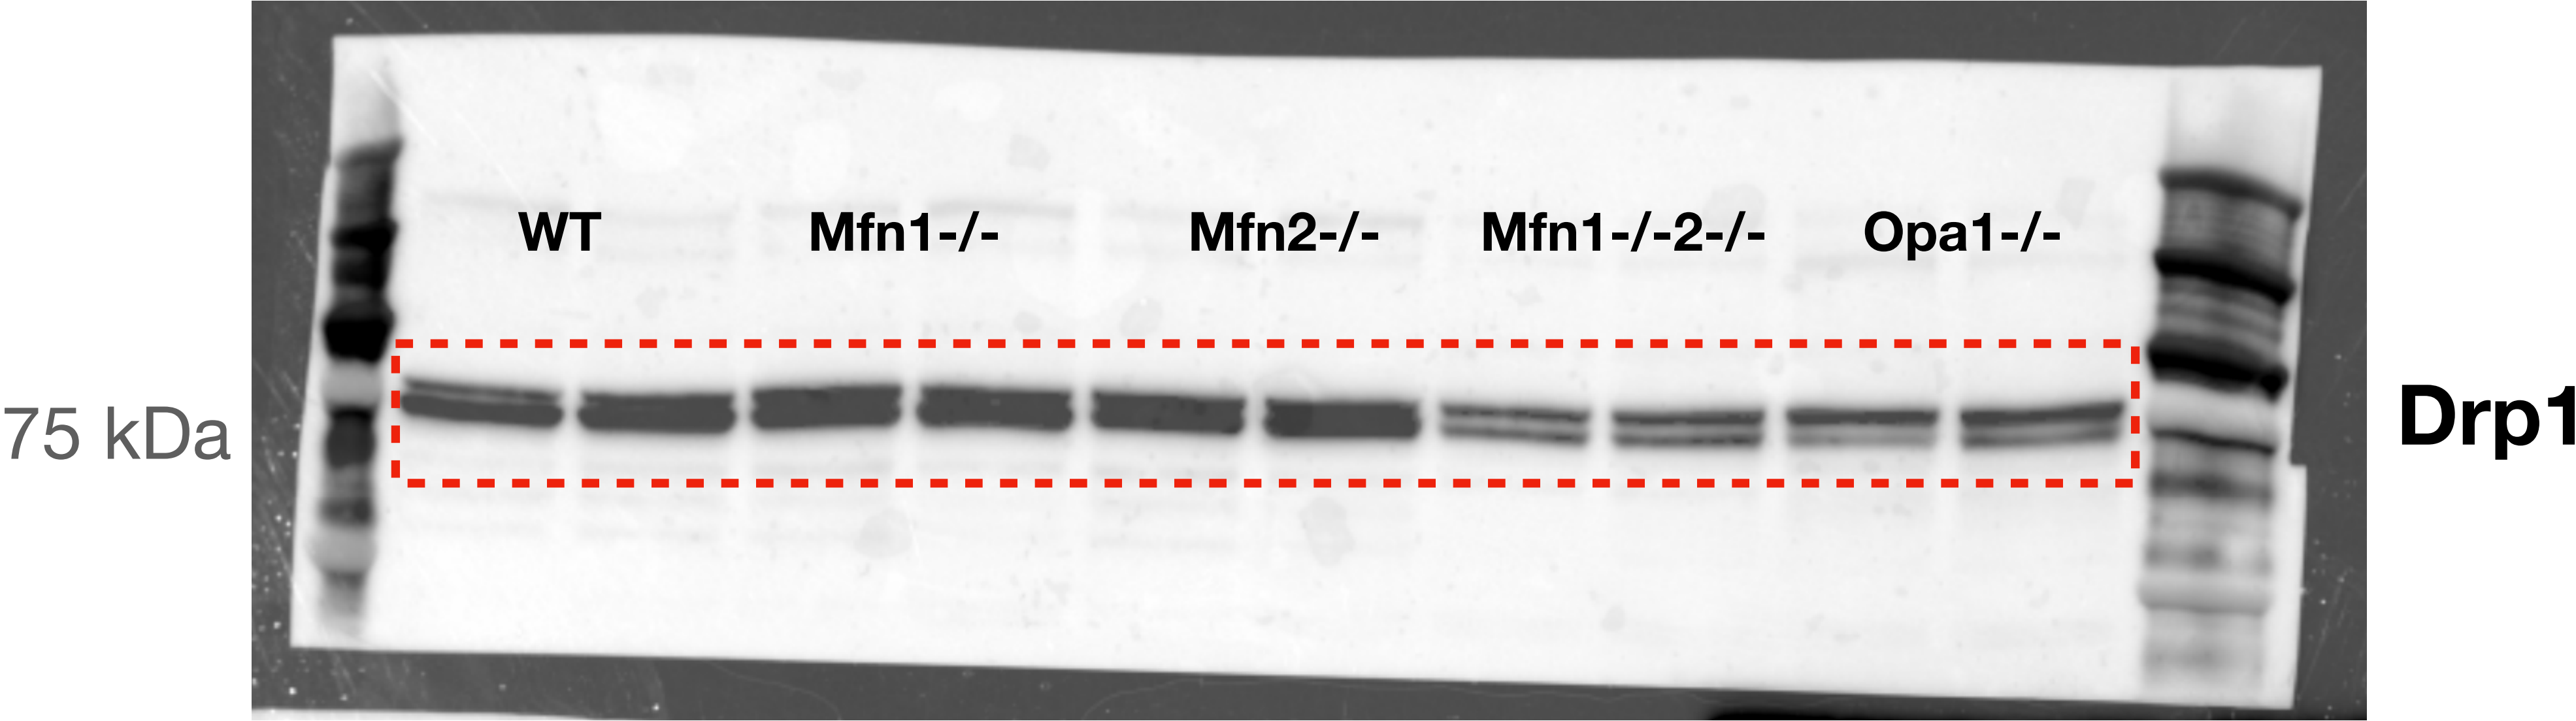

Figure 1A

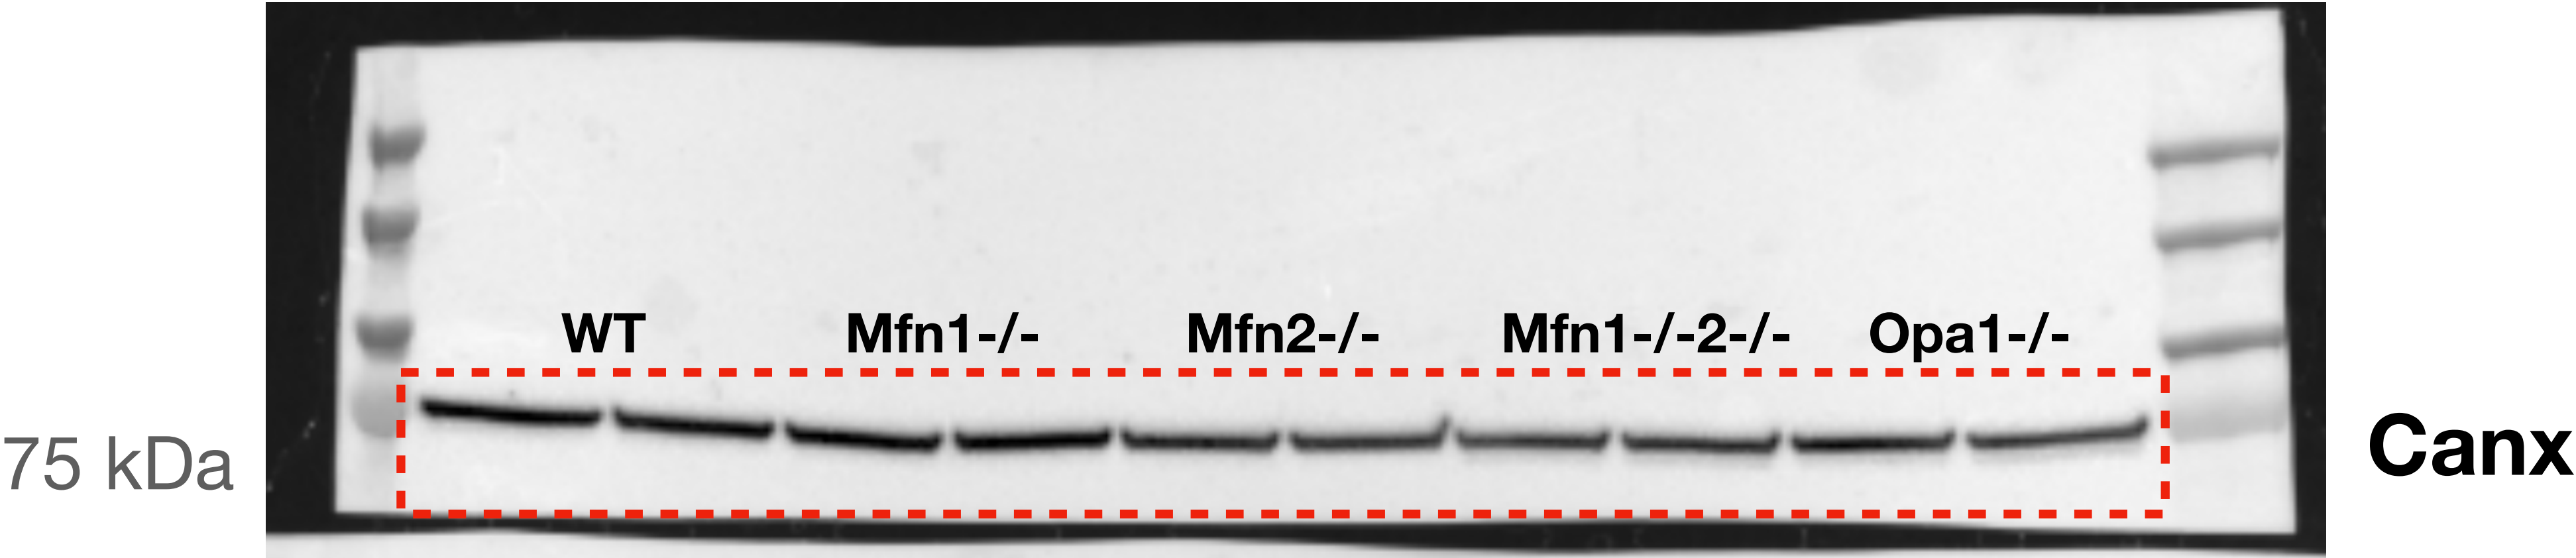

Figure 1F

Medium exposure

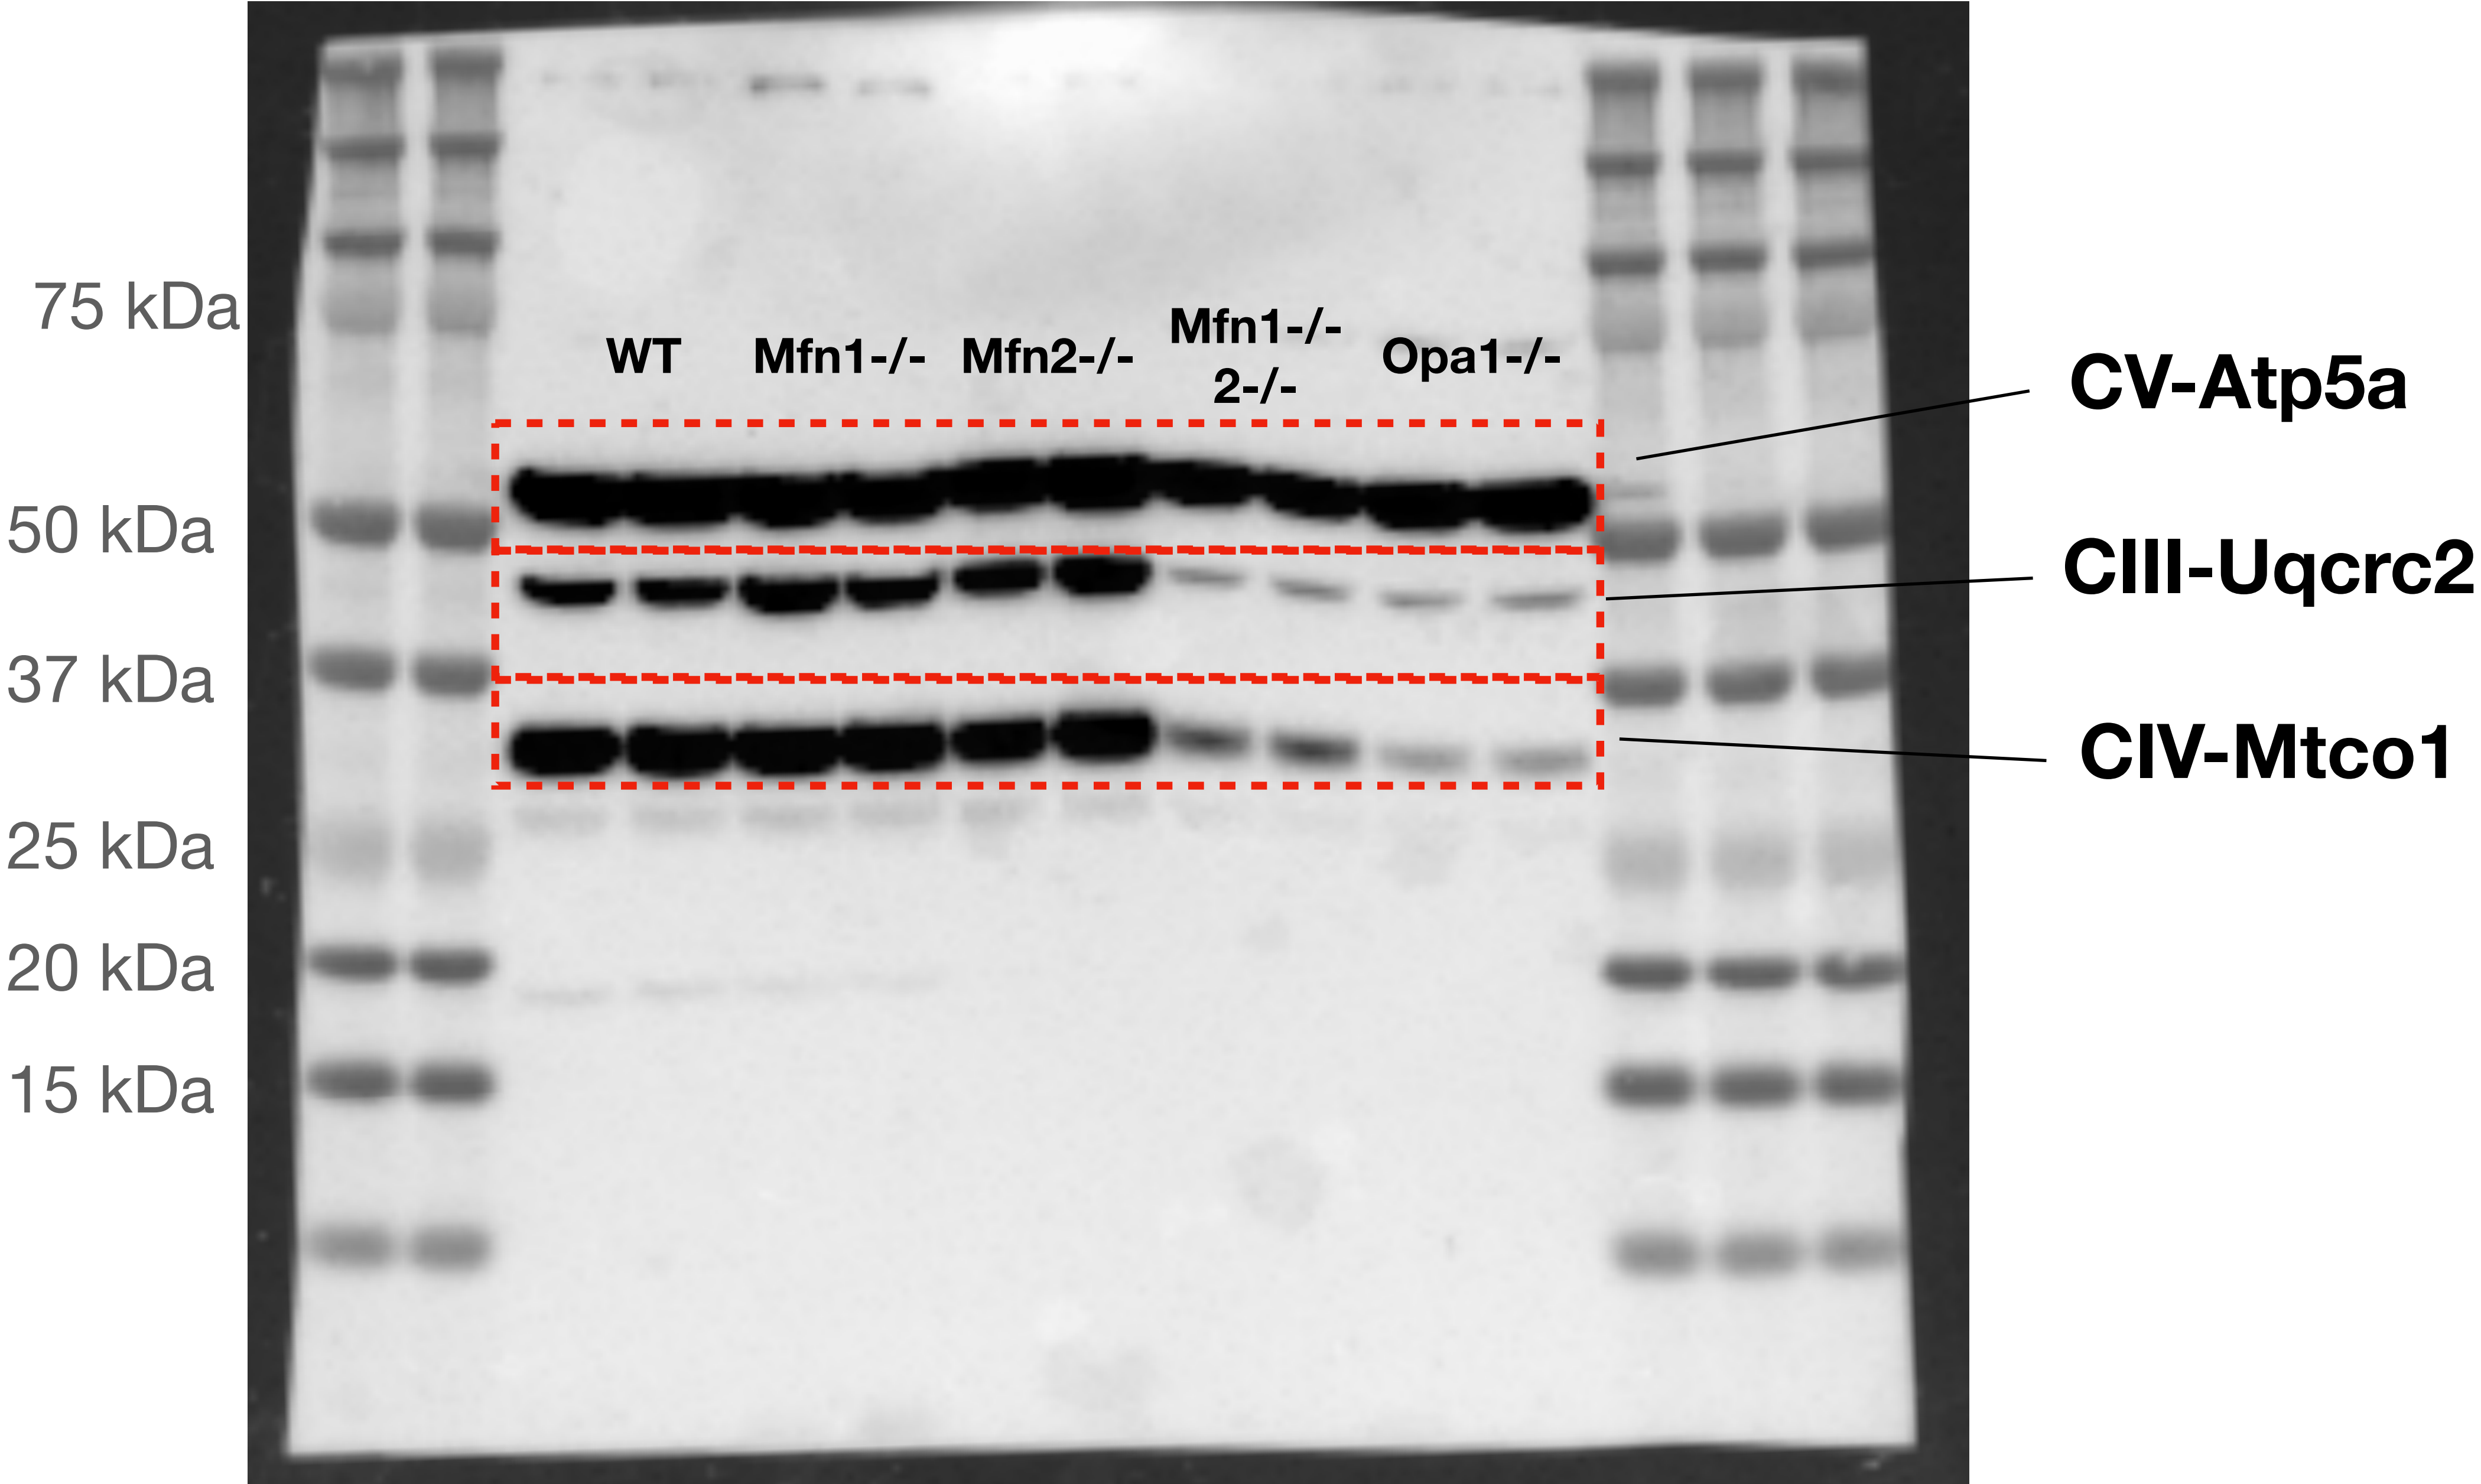

Figure 1F

High exposure

75 kDa

50 kDa

37 kDa

25 kDa

20 kDa

15 kDa

WT

Mfn1-/-

Mfn2-/-

**Mfn1-/-
2-/-**

Opa1-/-

CII-Sdhb

CI-Ndufb8

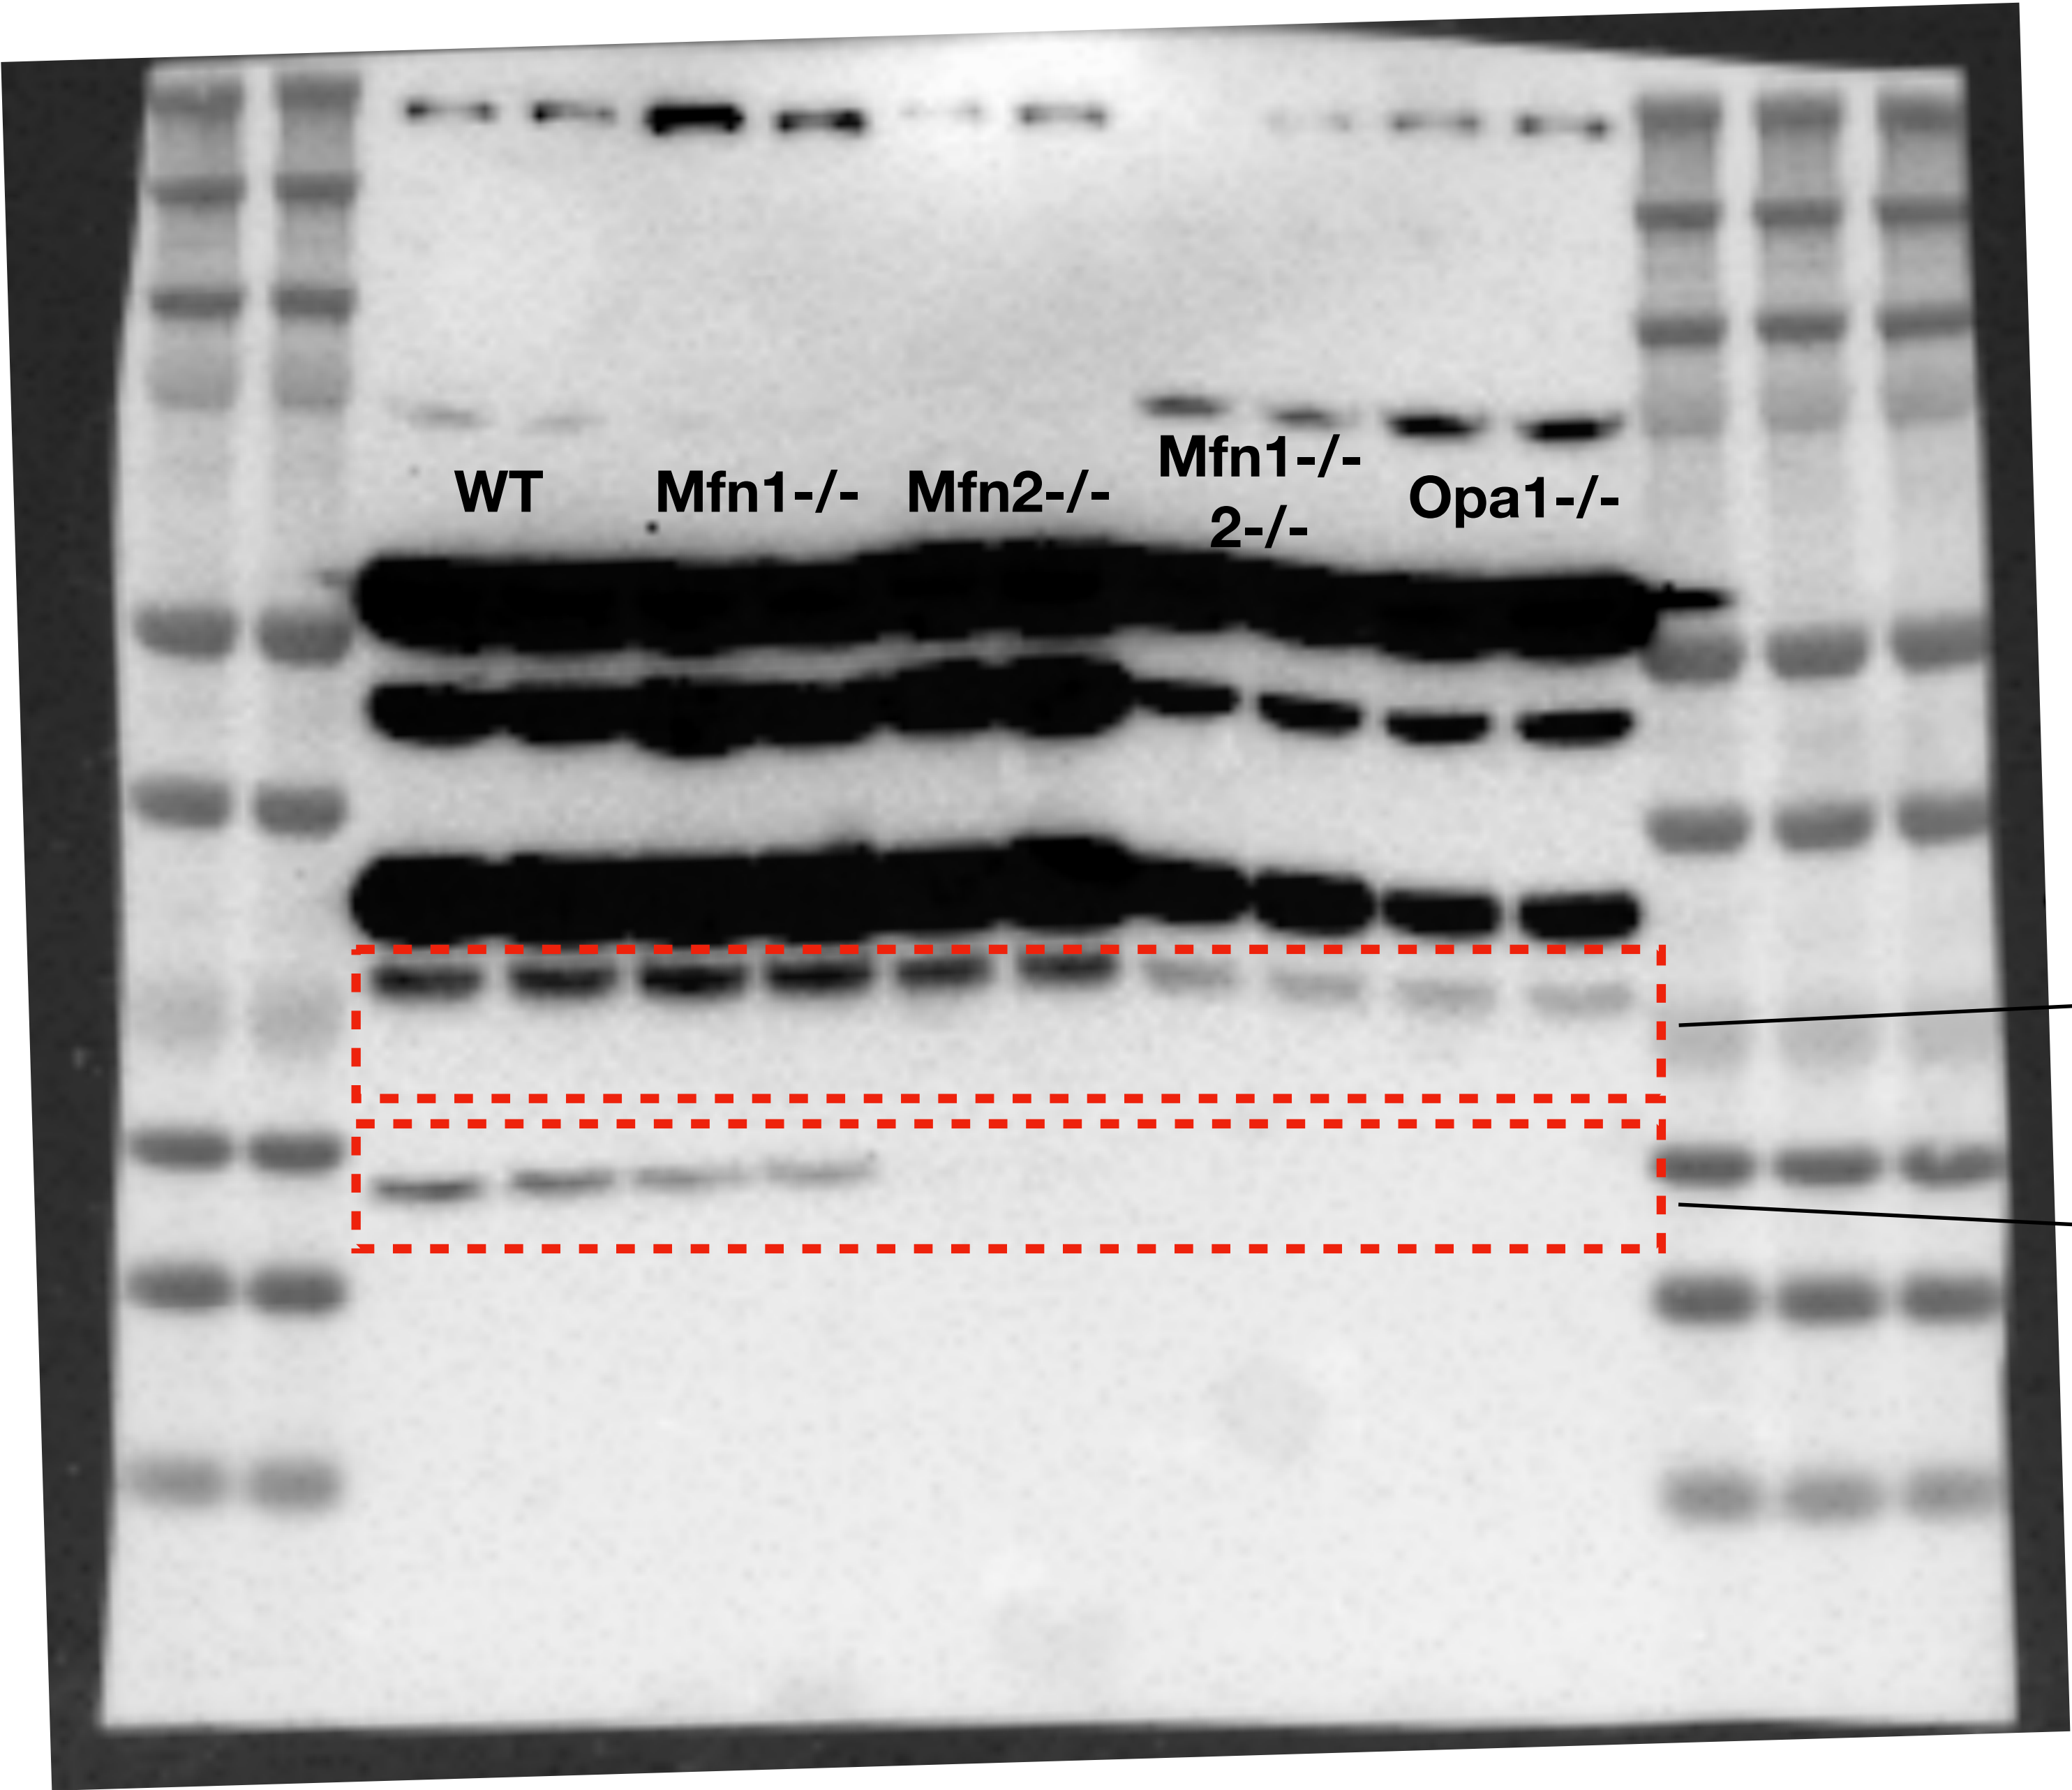

Figure 1F

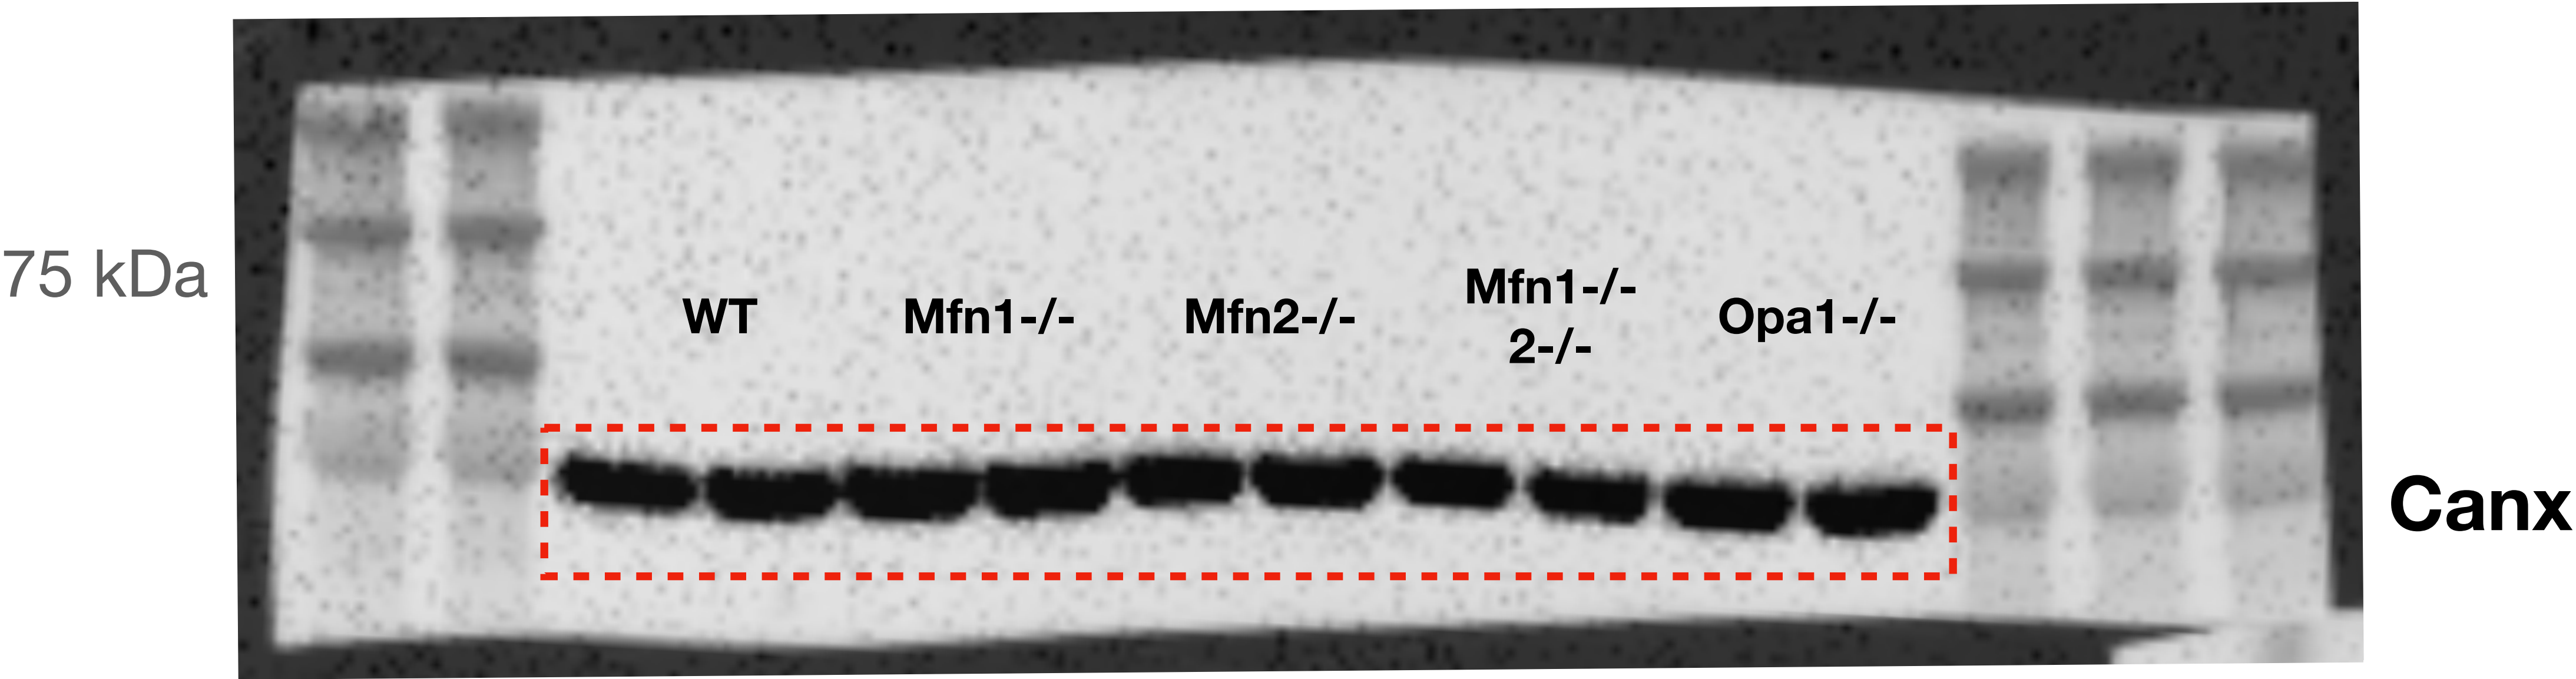

Figure 1F

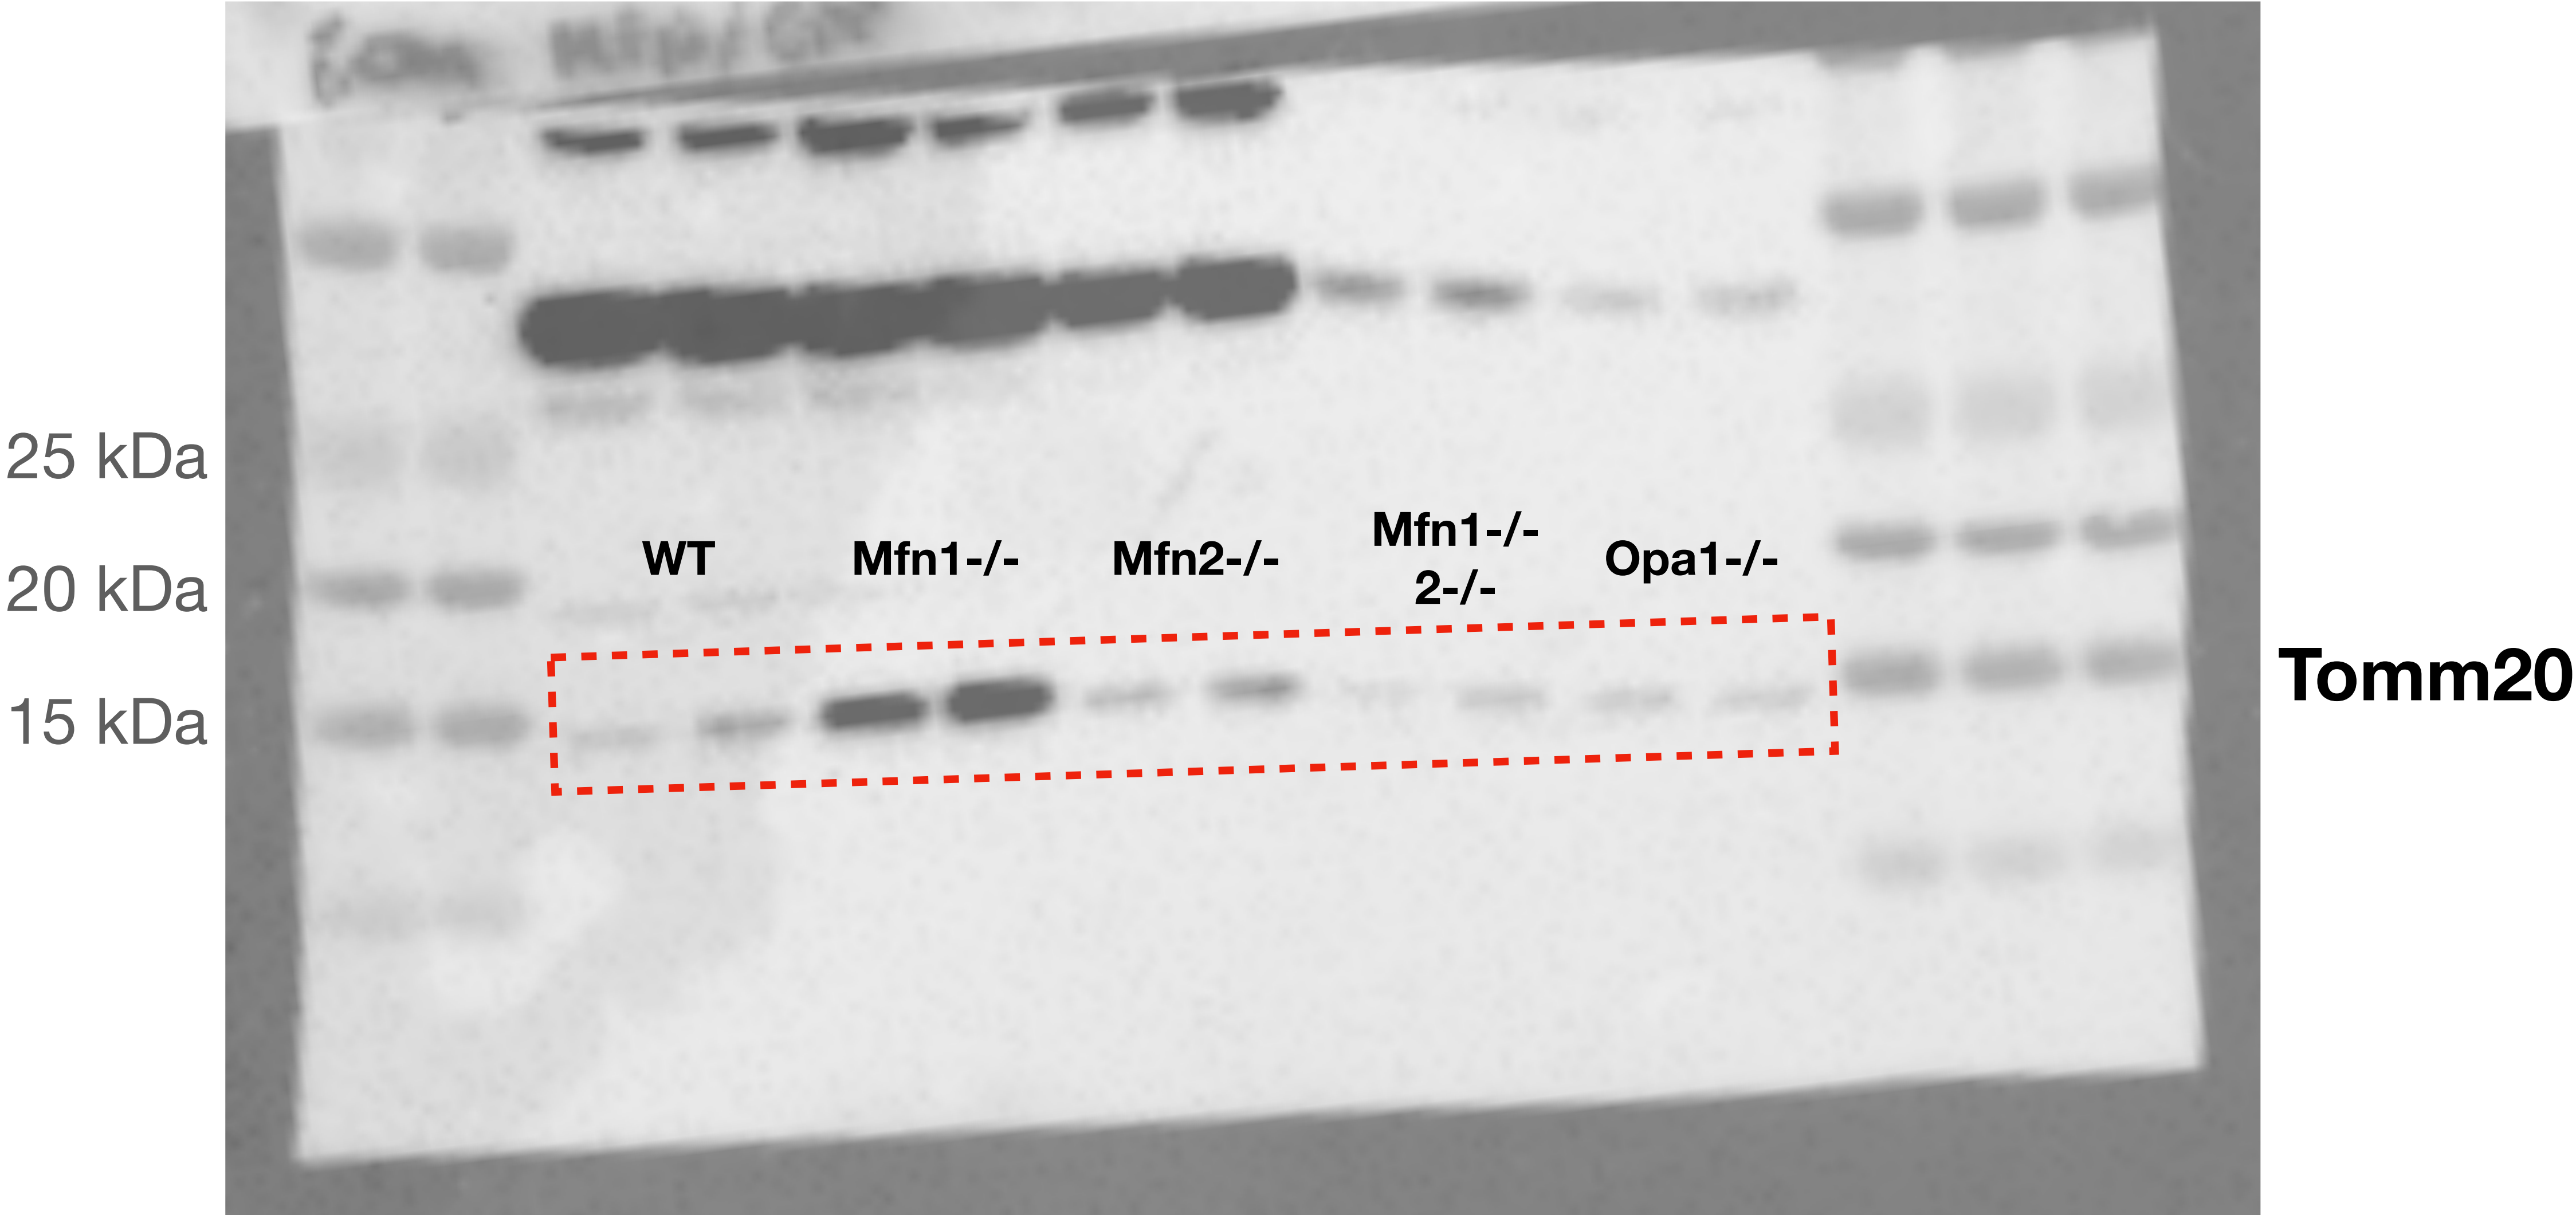

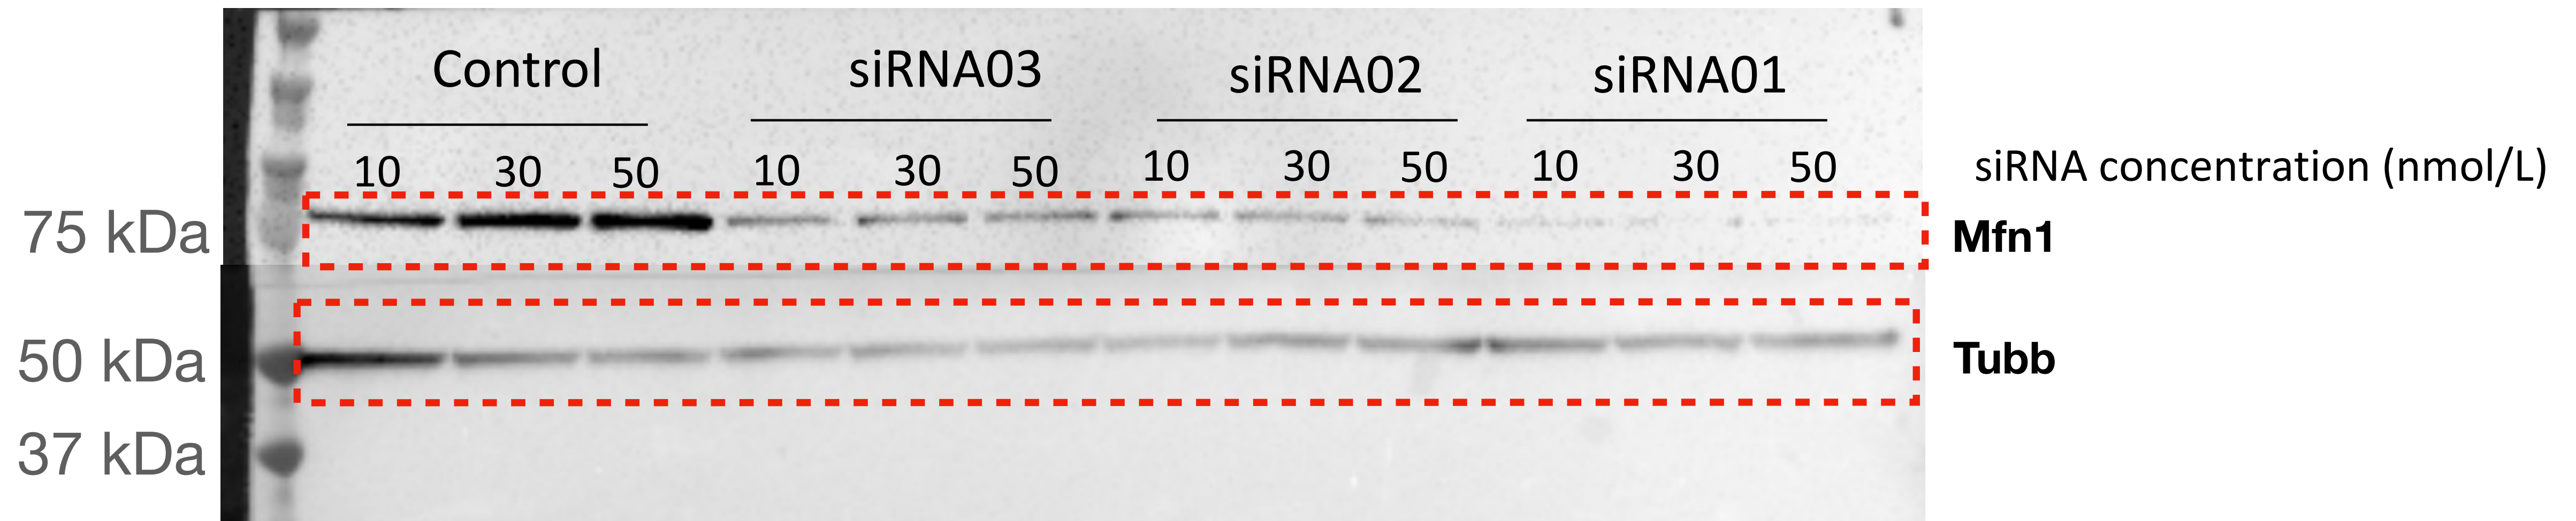

Figure 2D

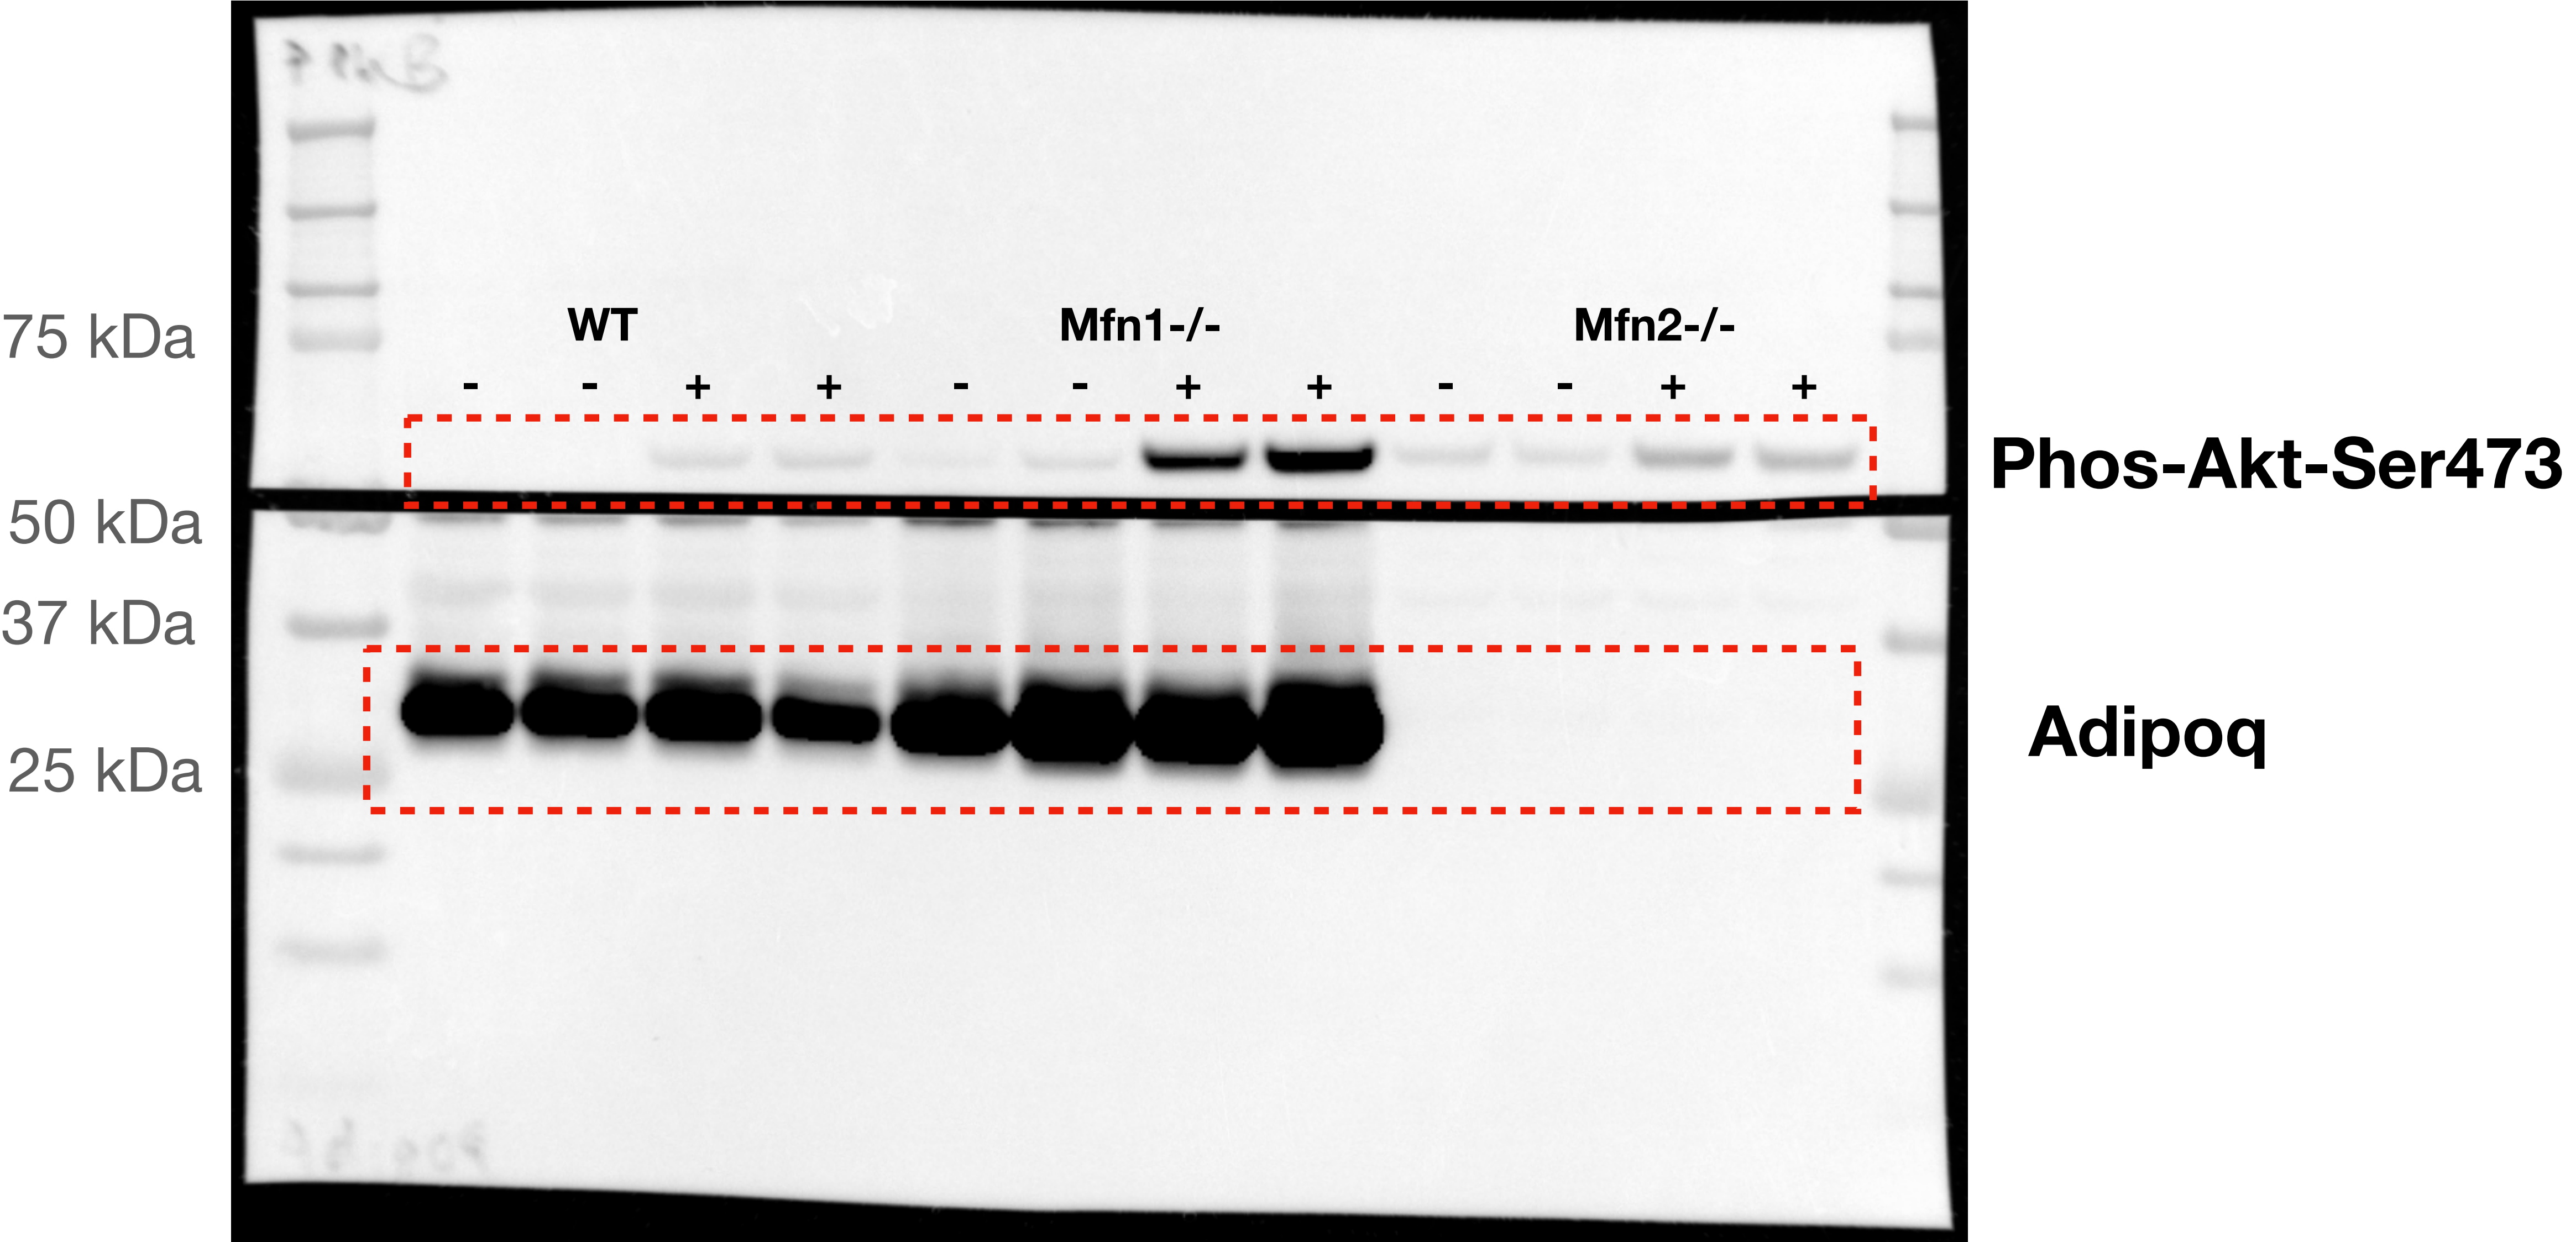

Figure 2D

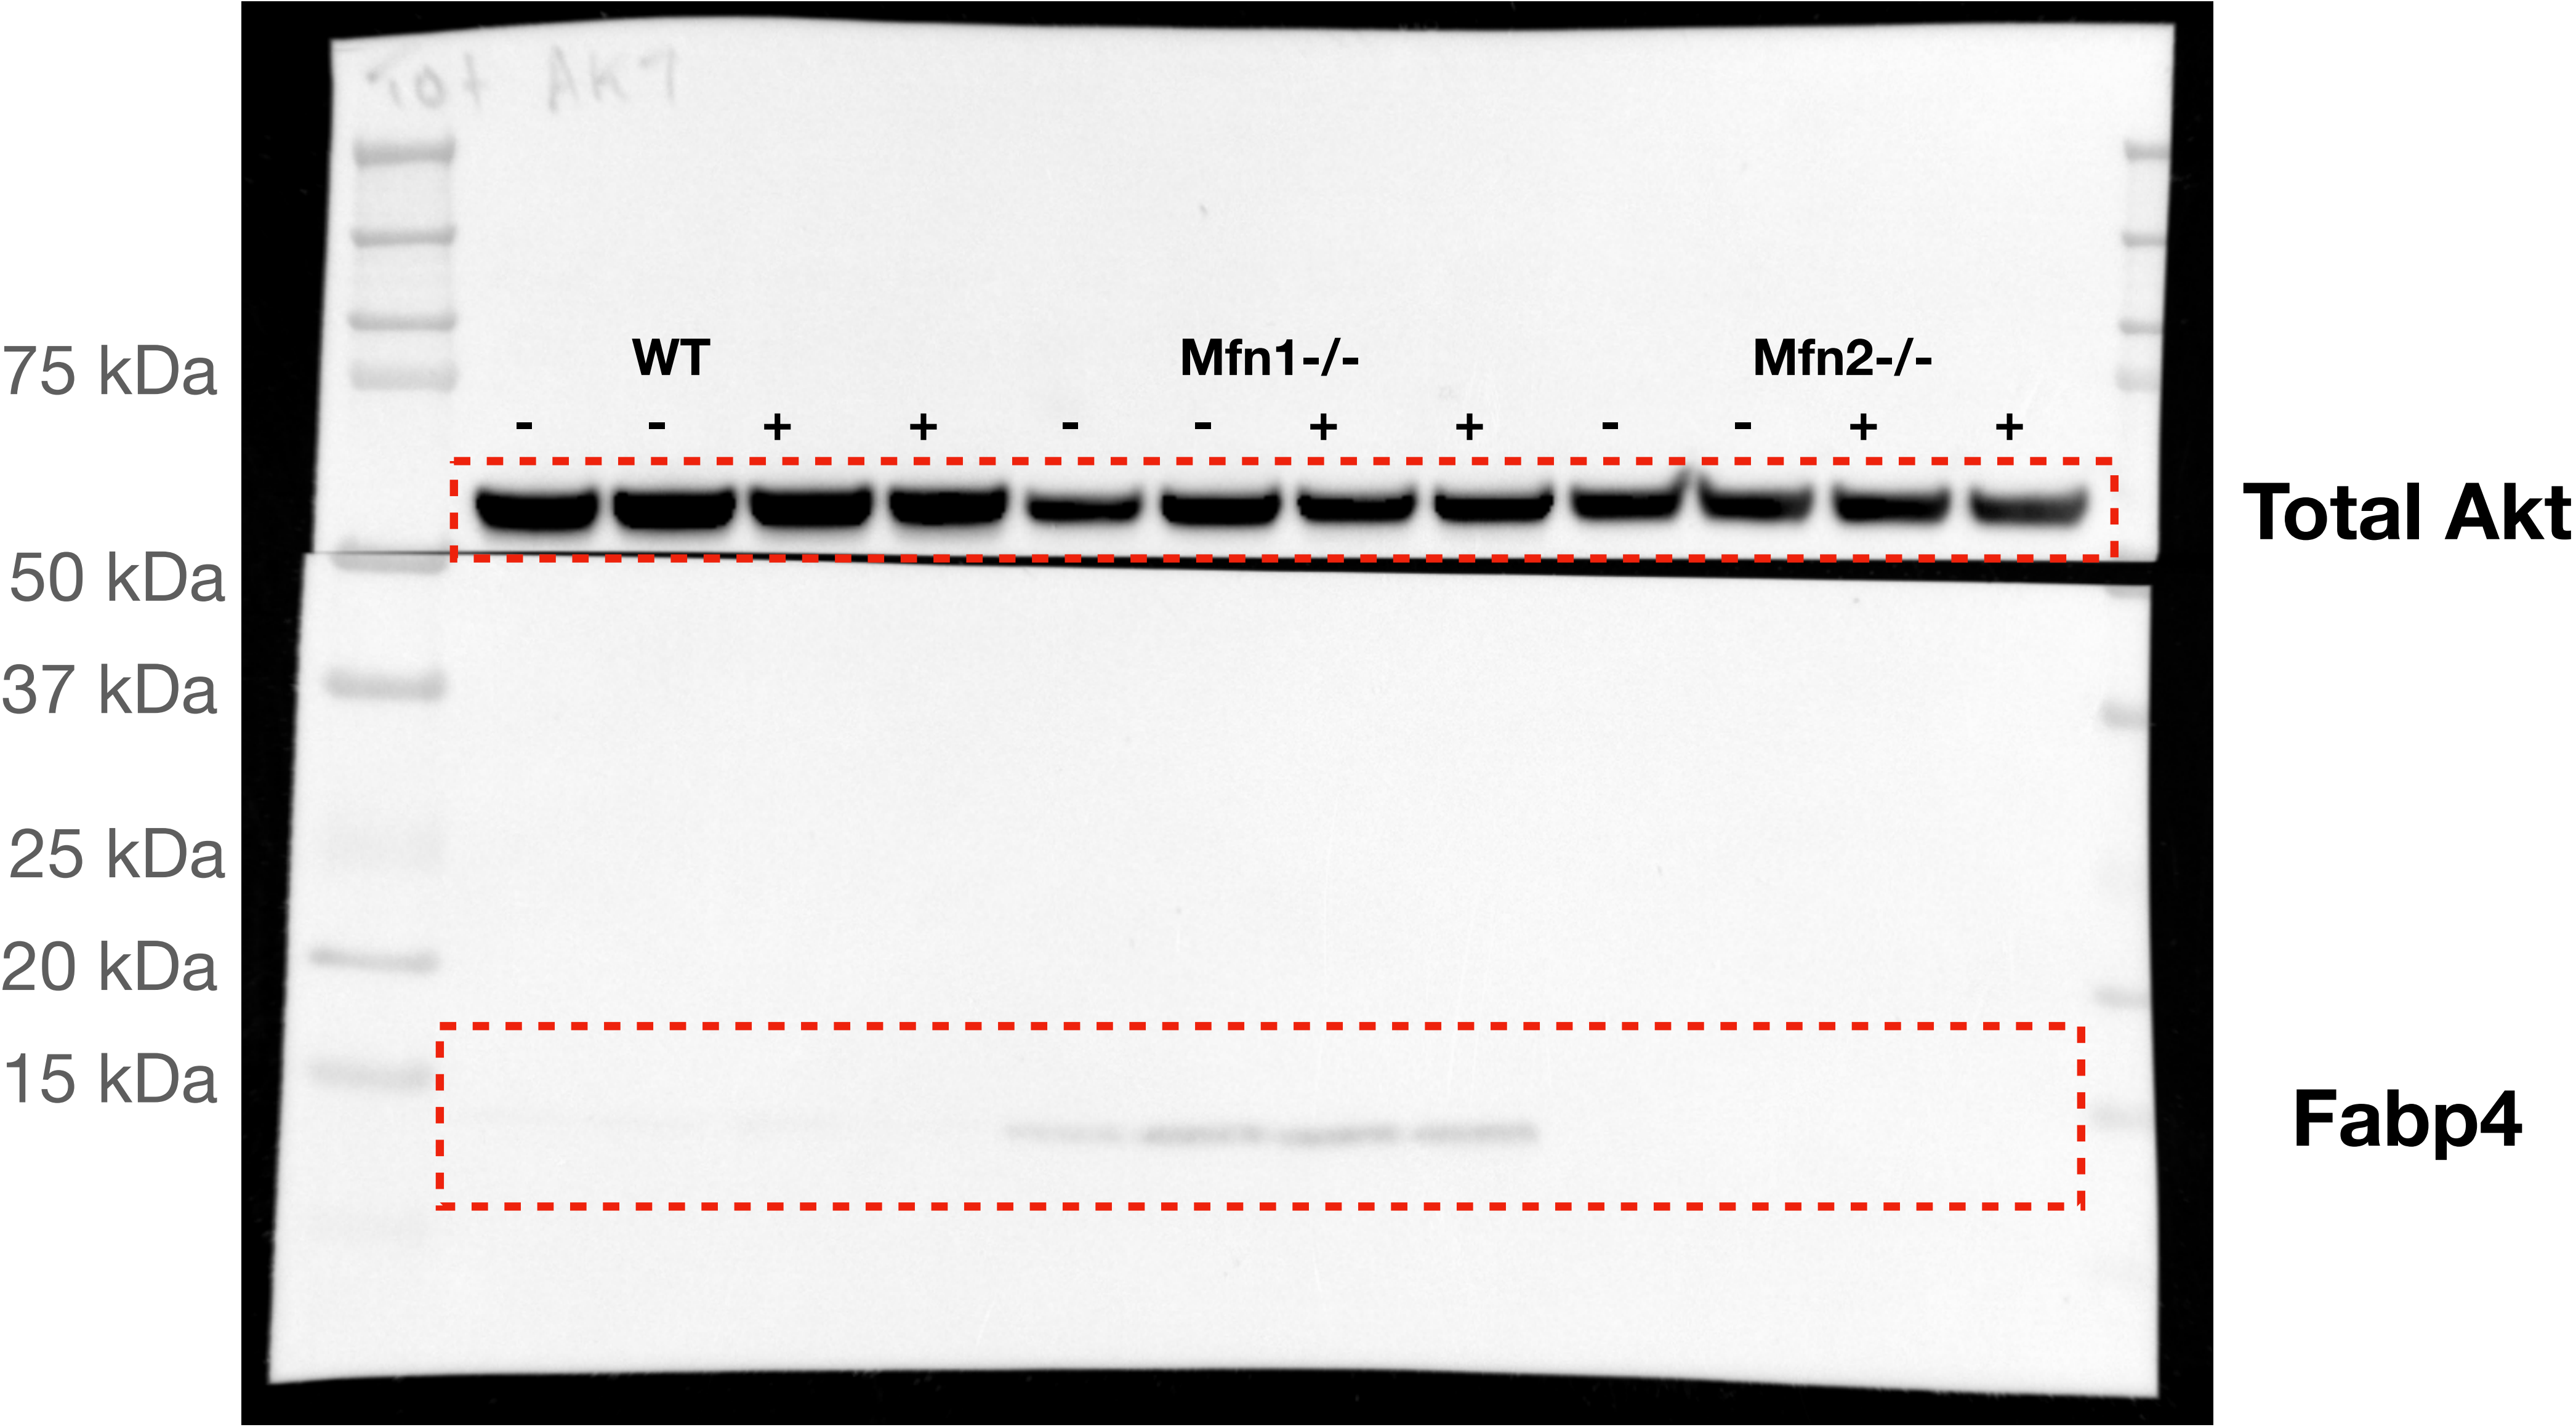

Figure 2D

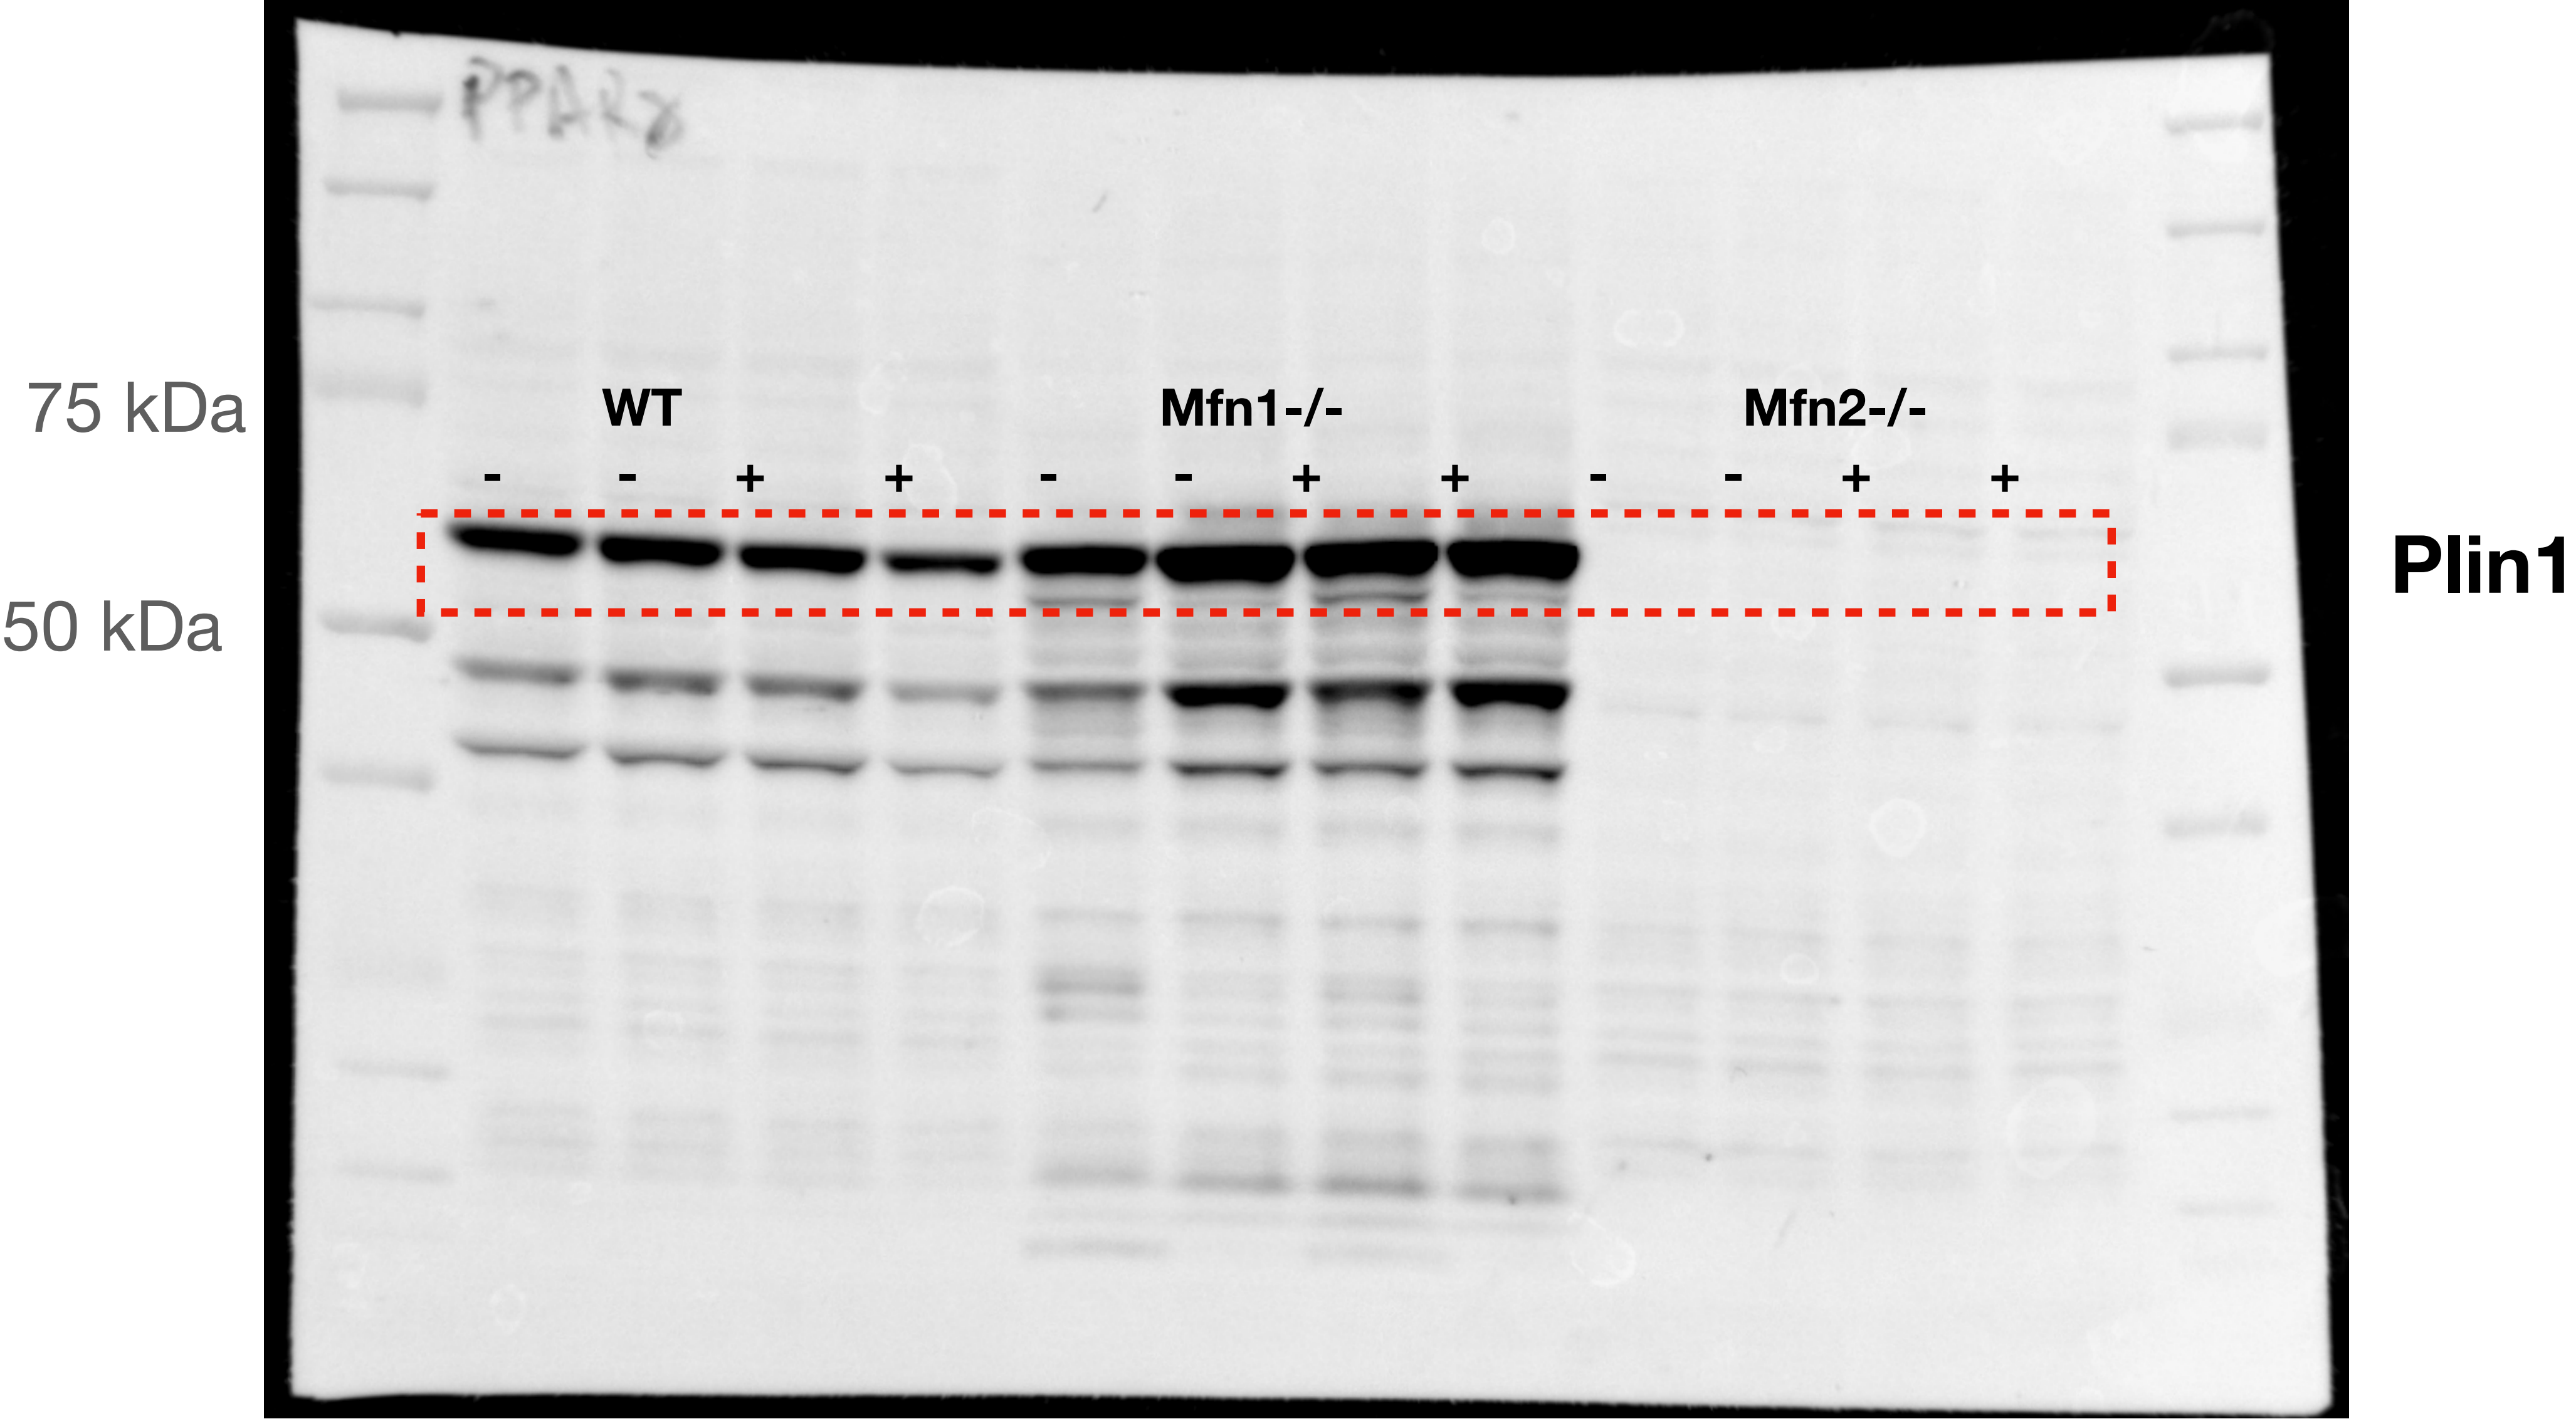

Figure 2D

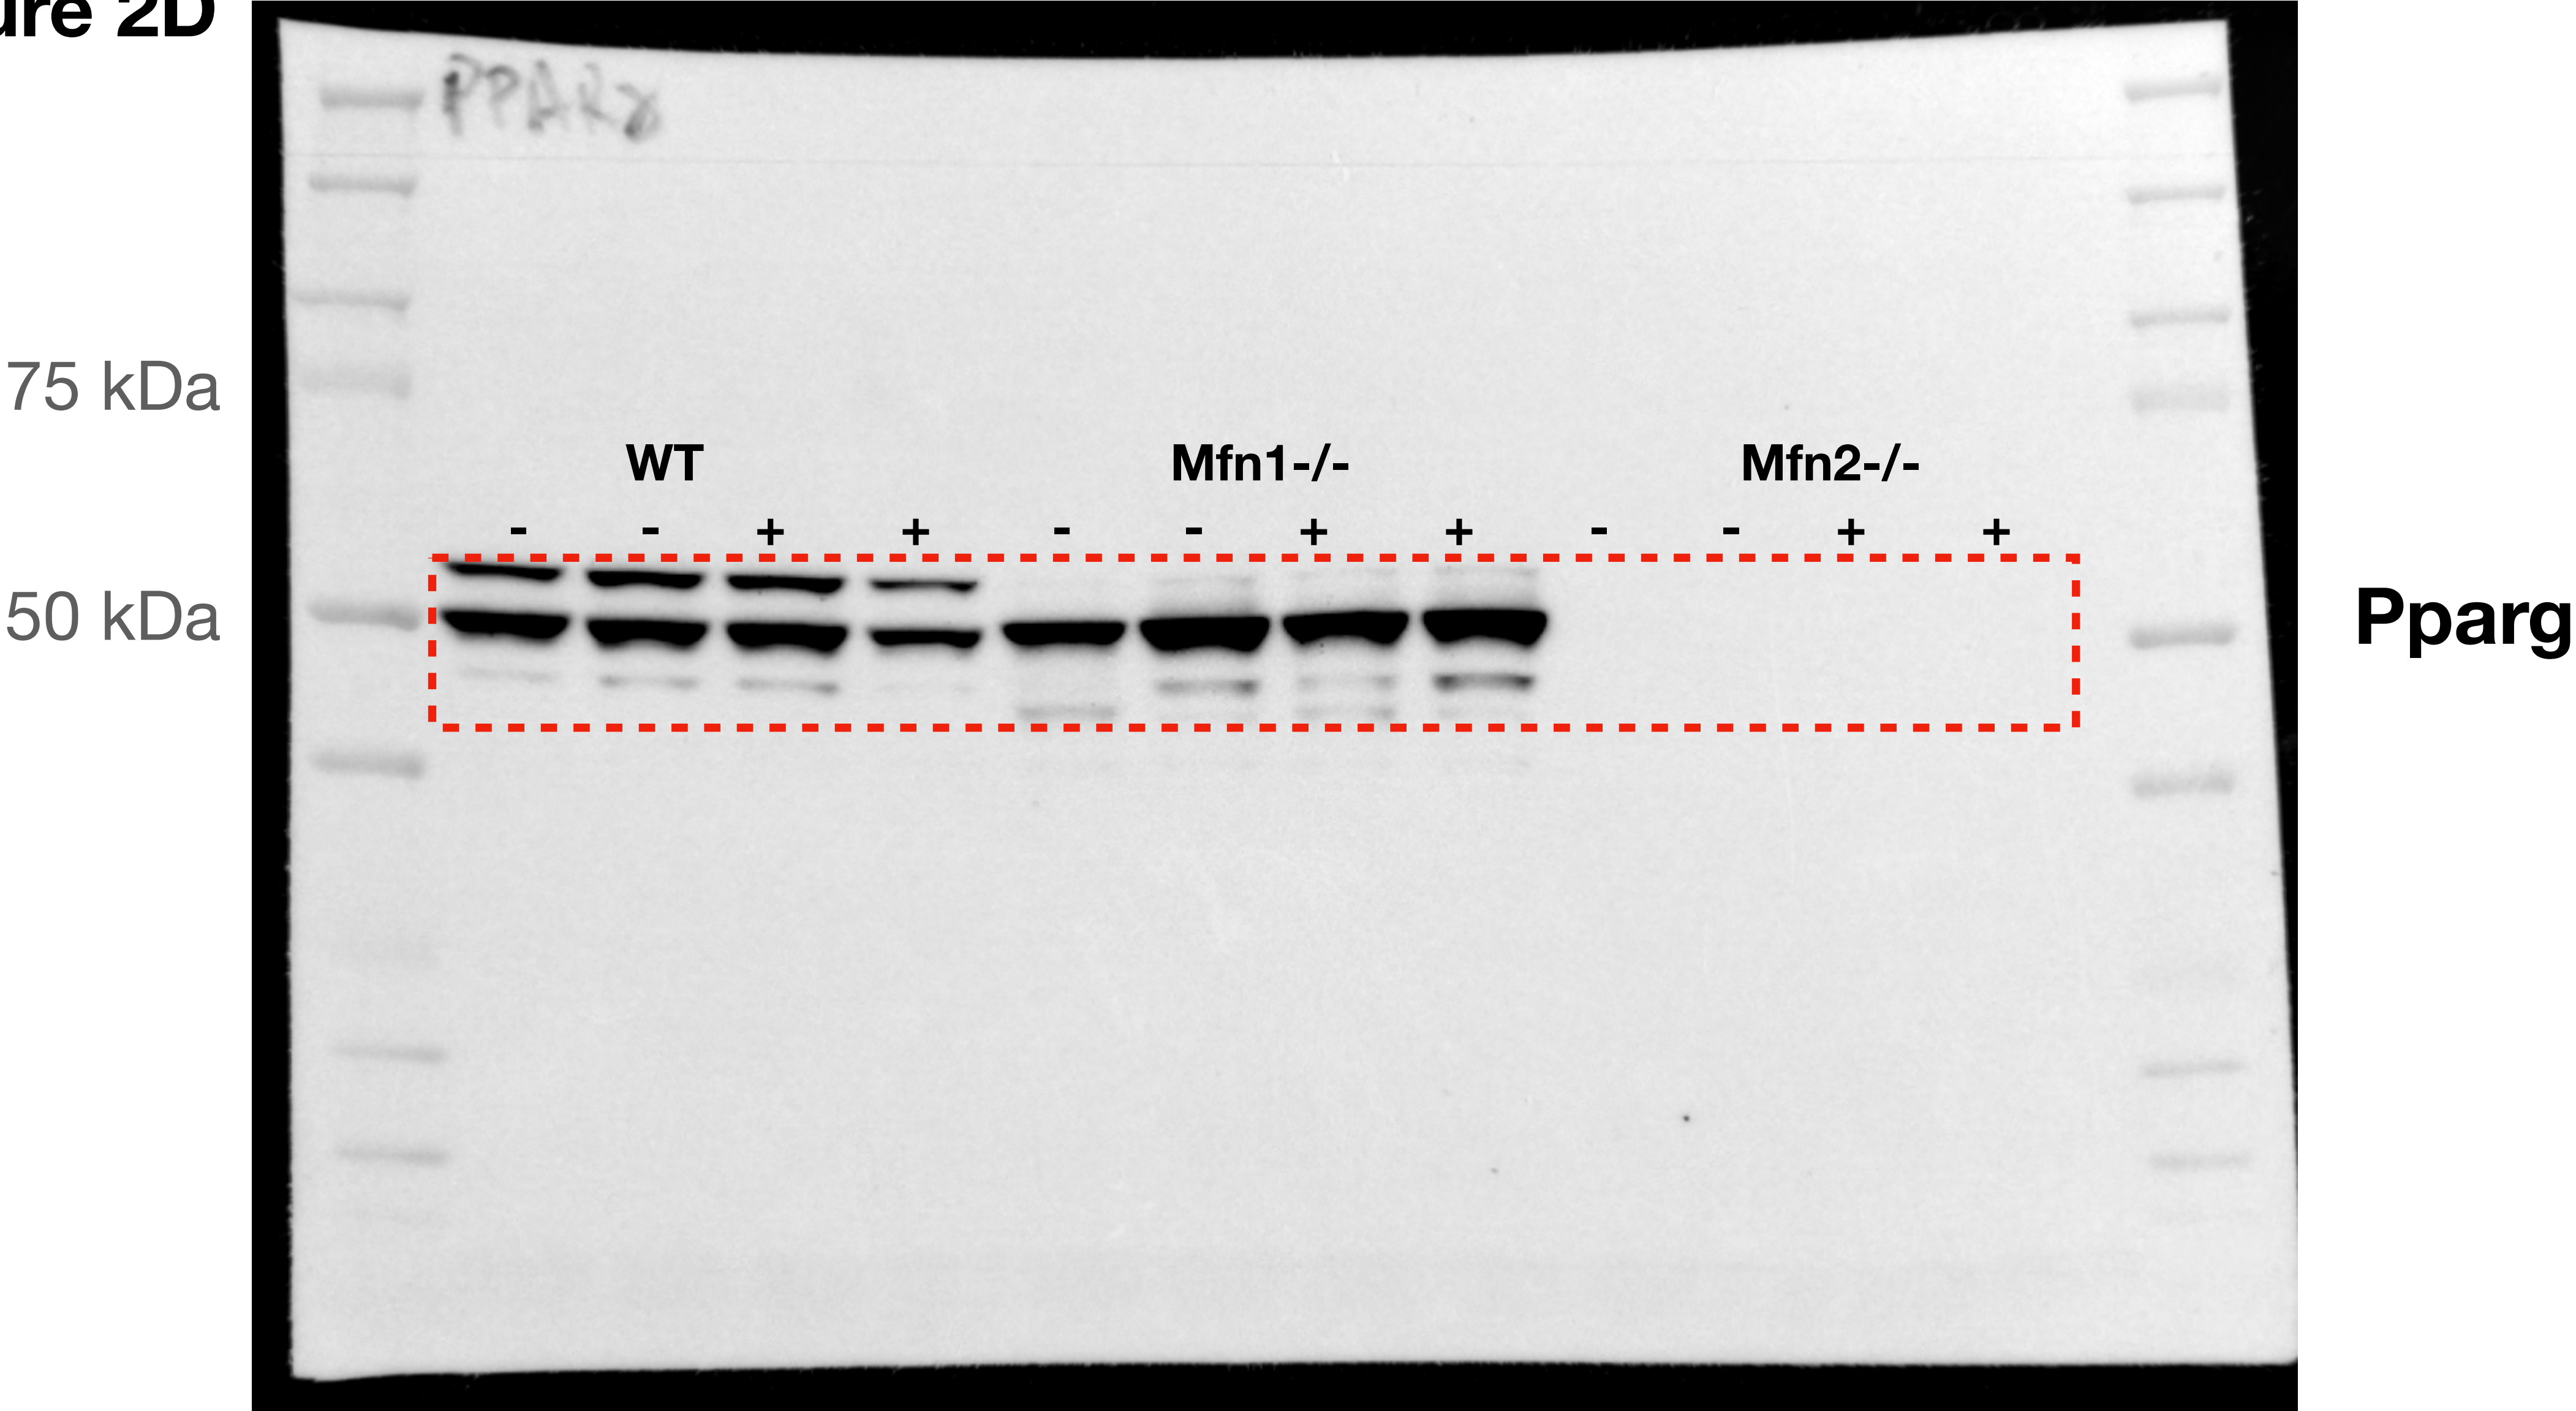

Figure 2D

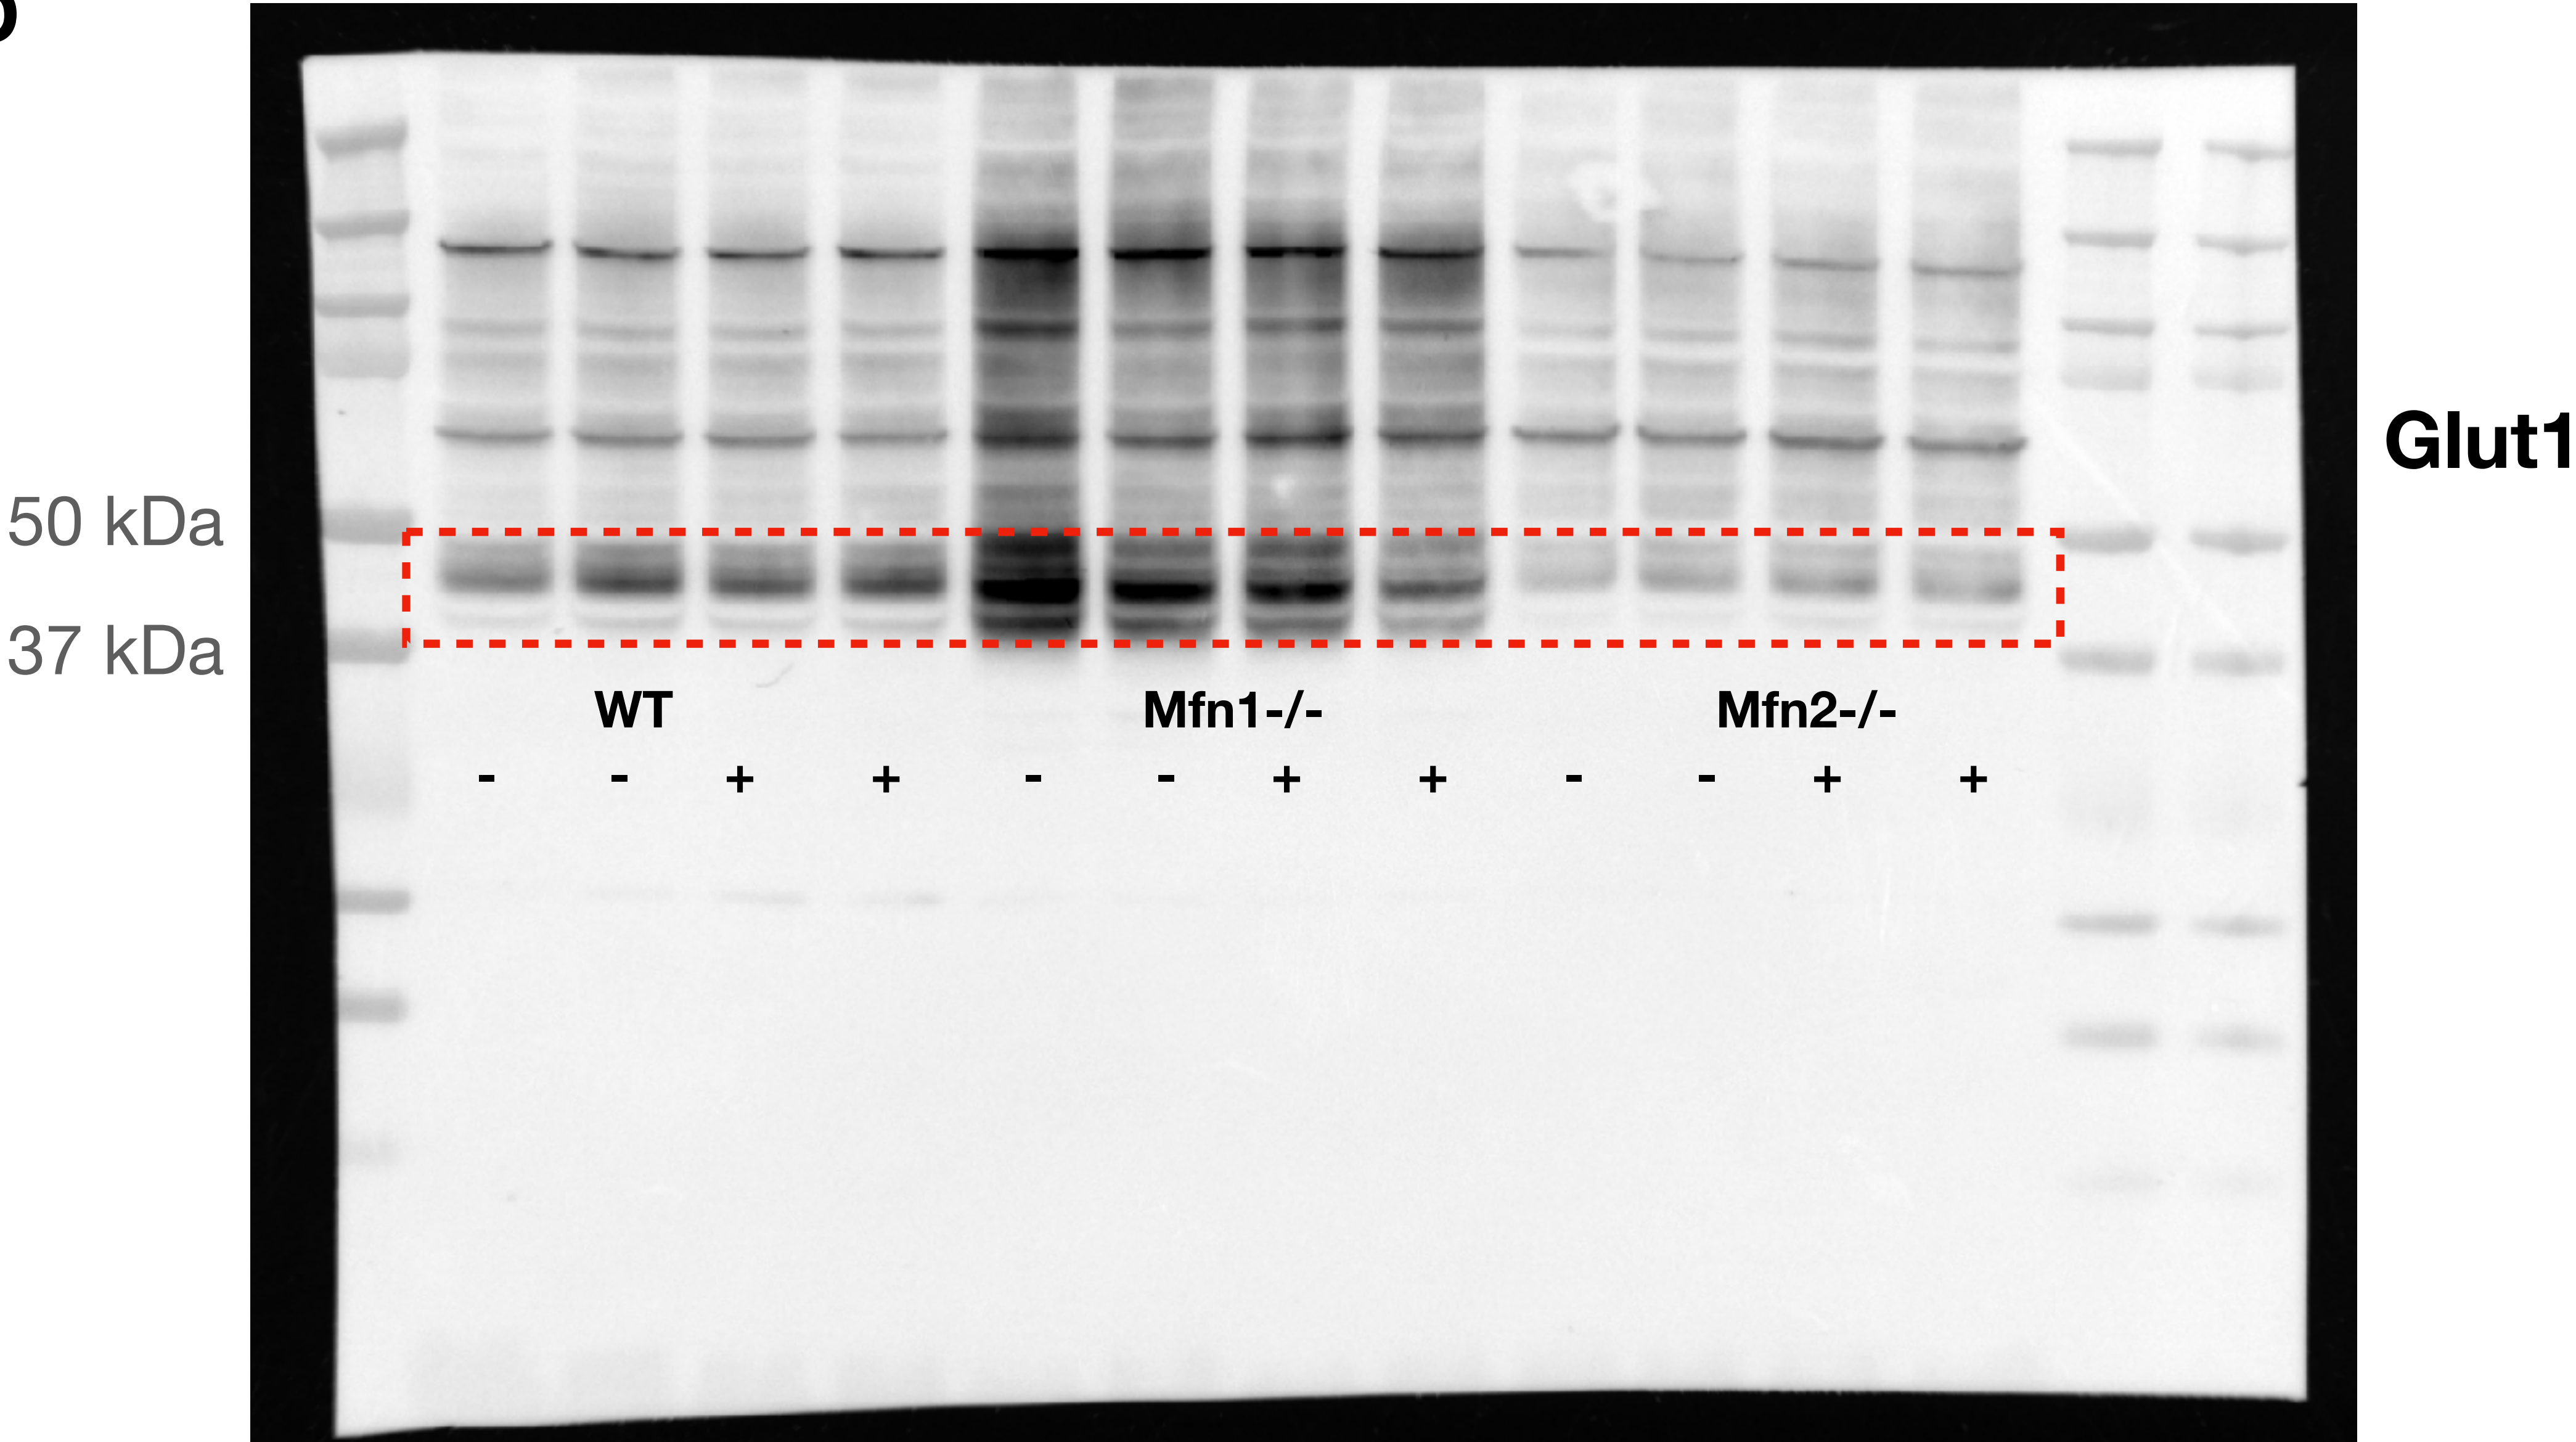

Figure 2D

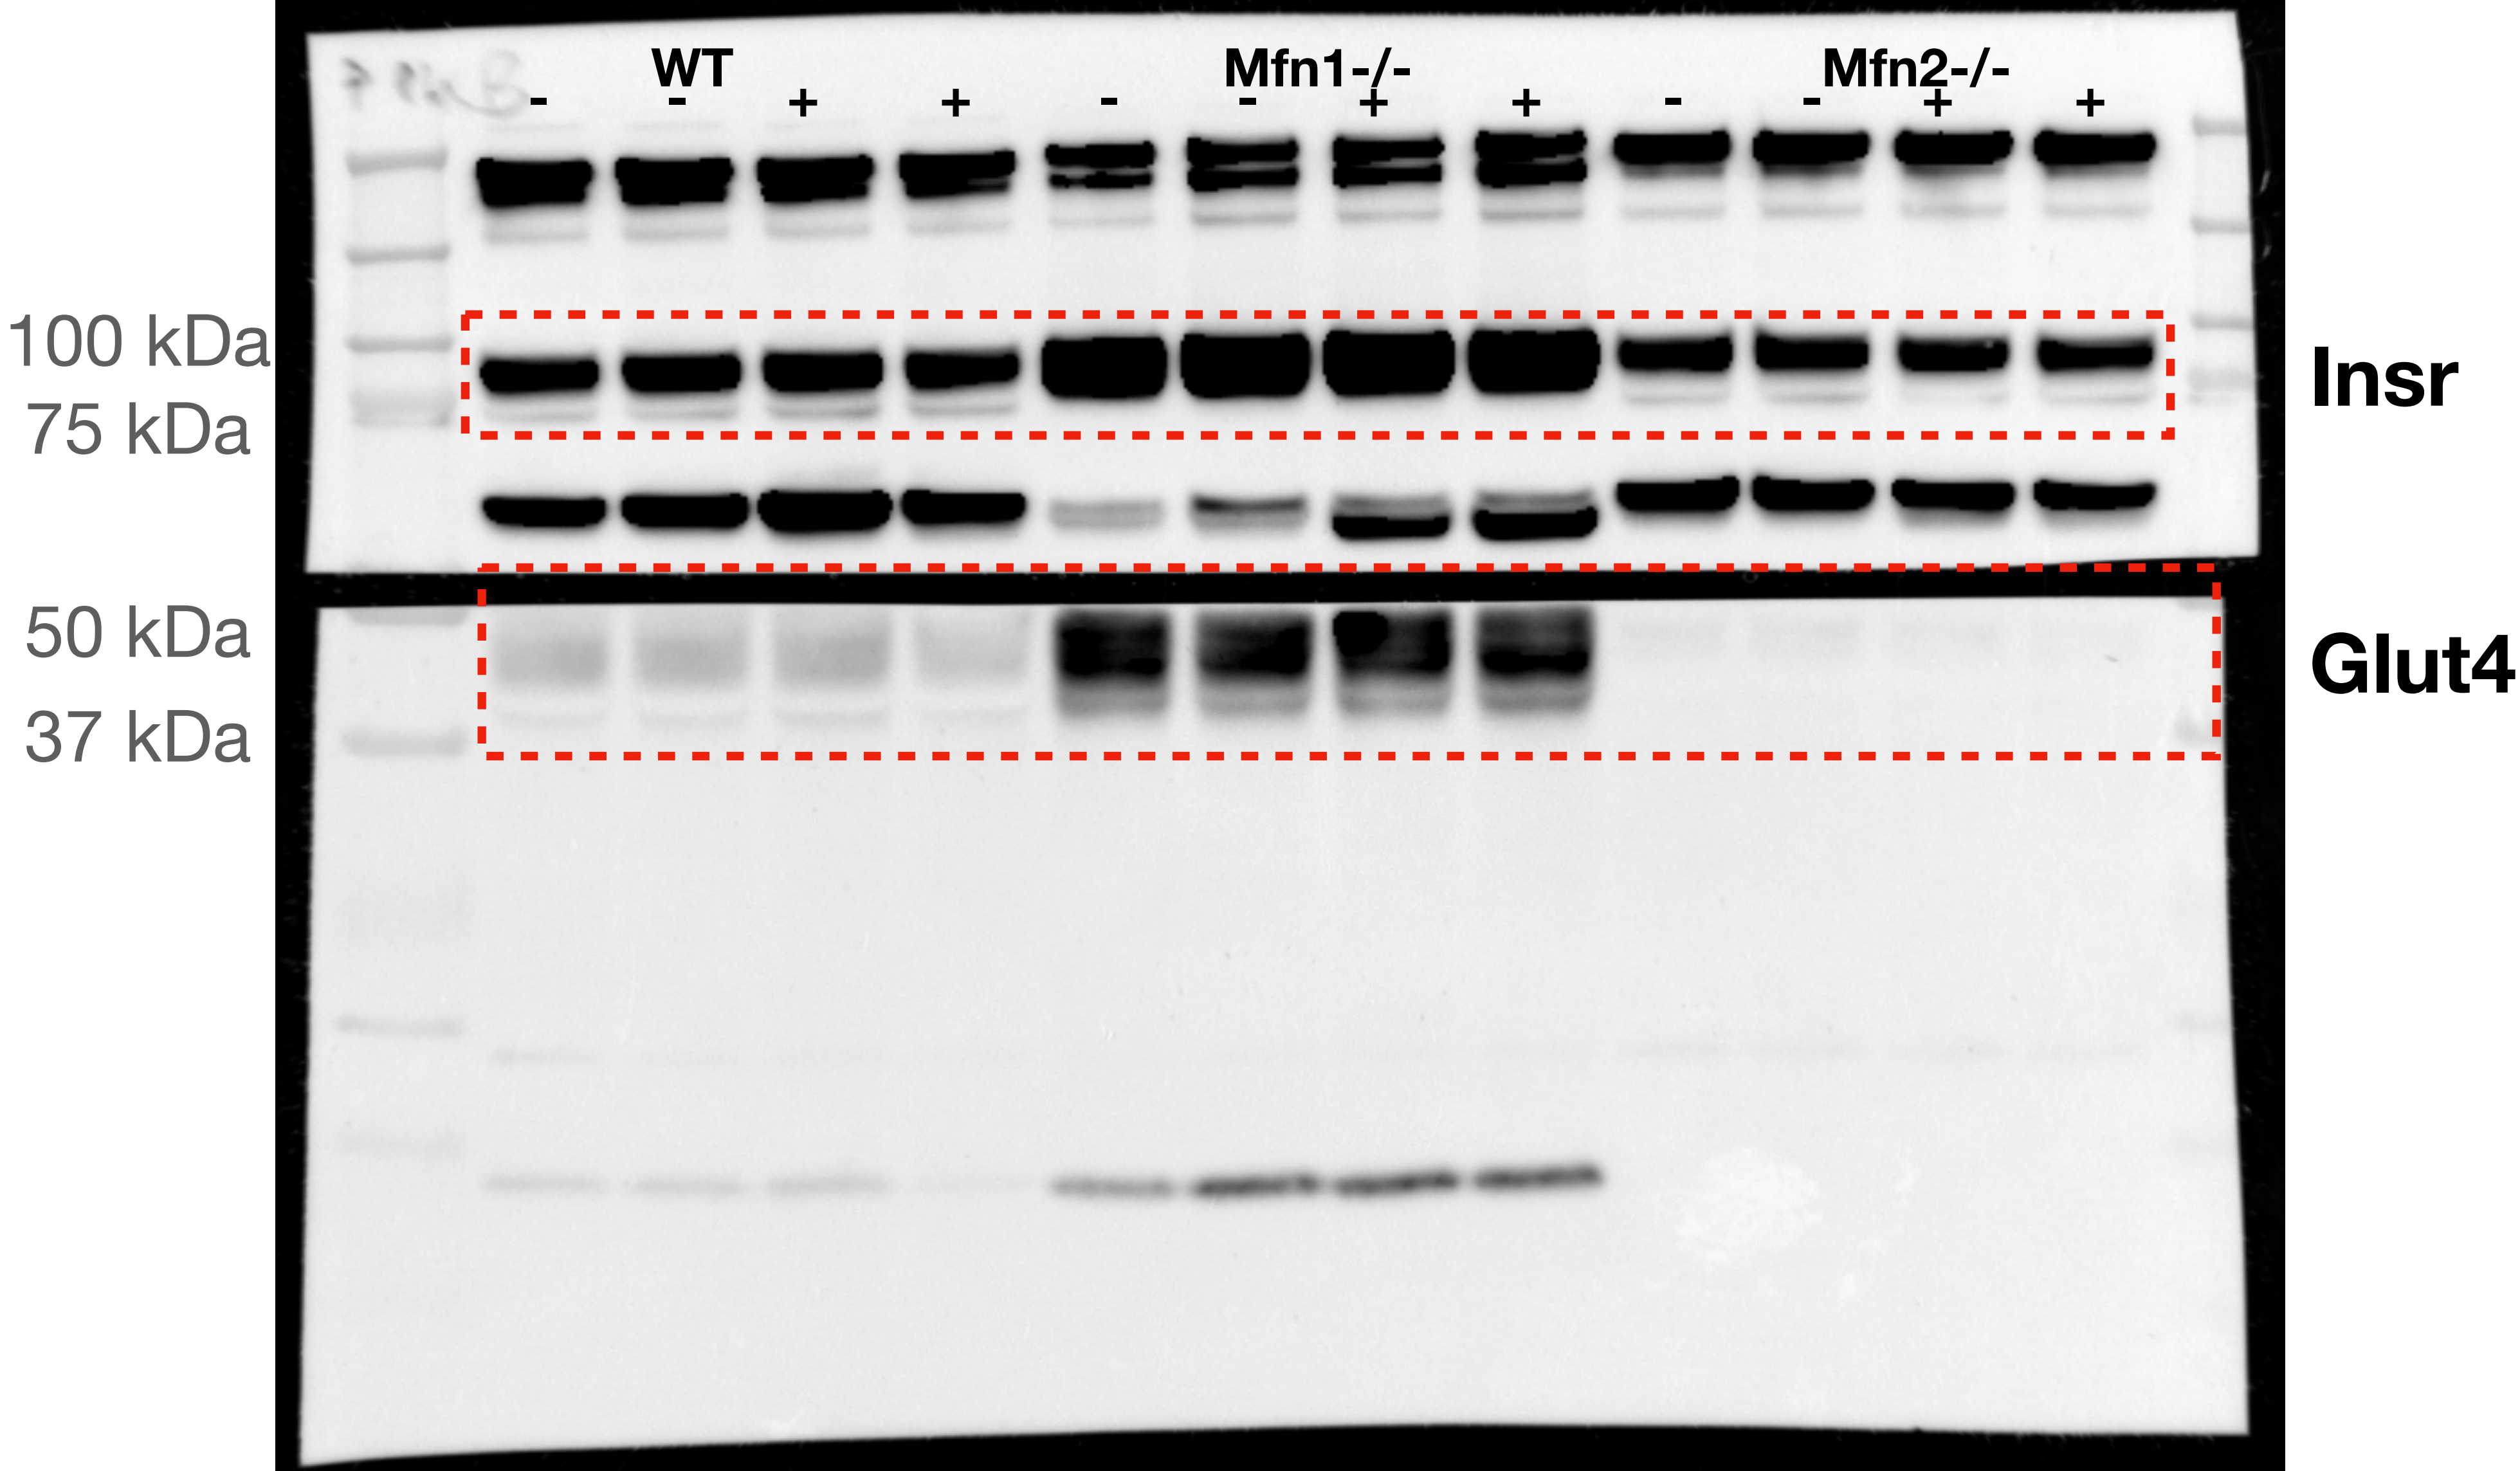

Figure 2D

75 kDa

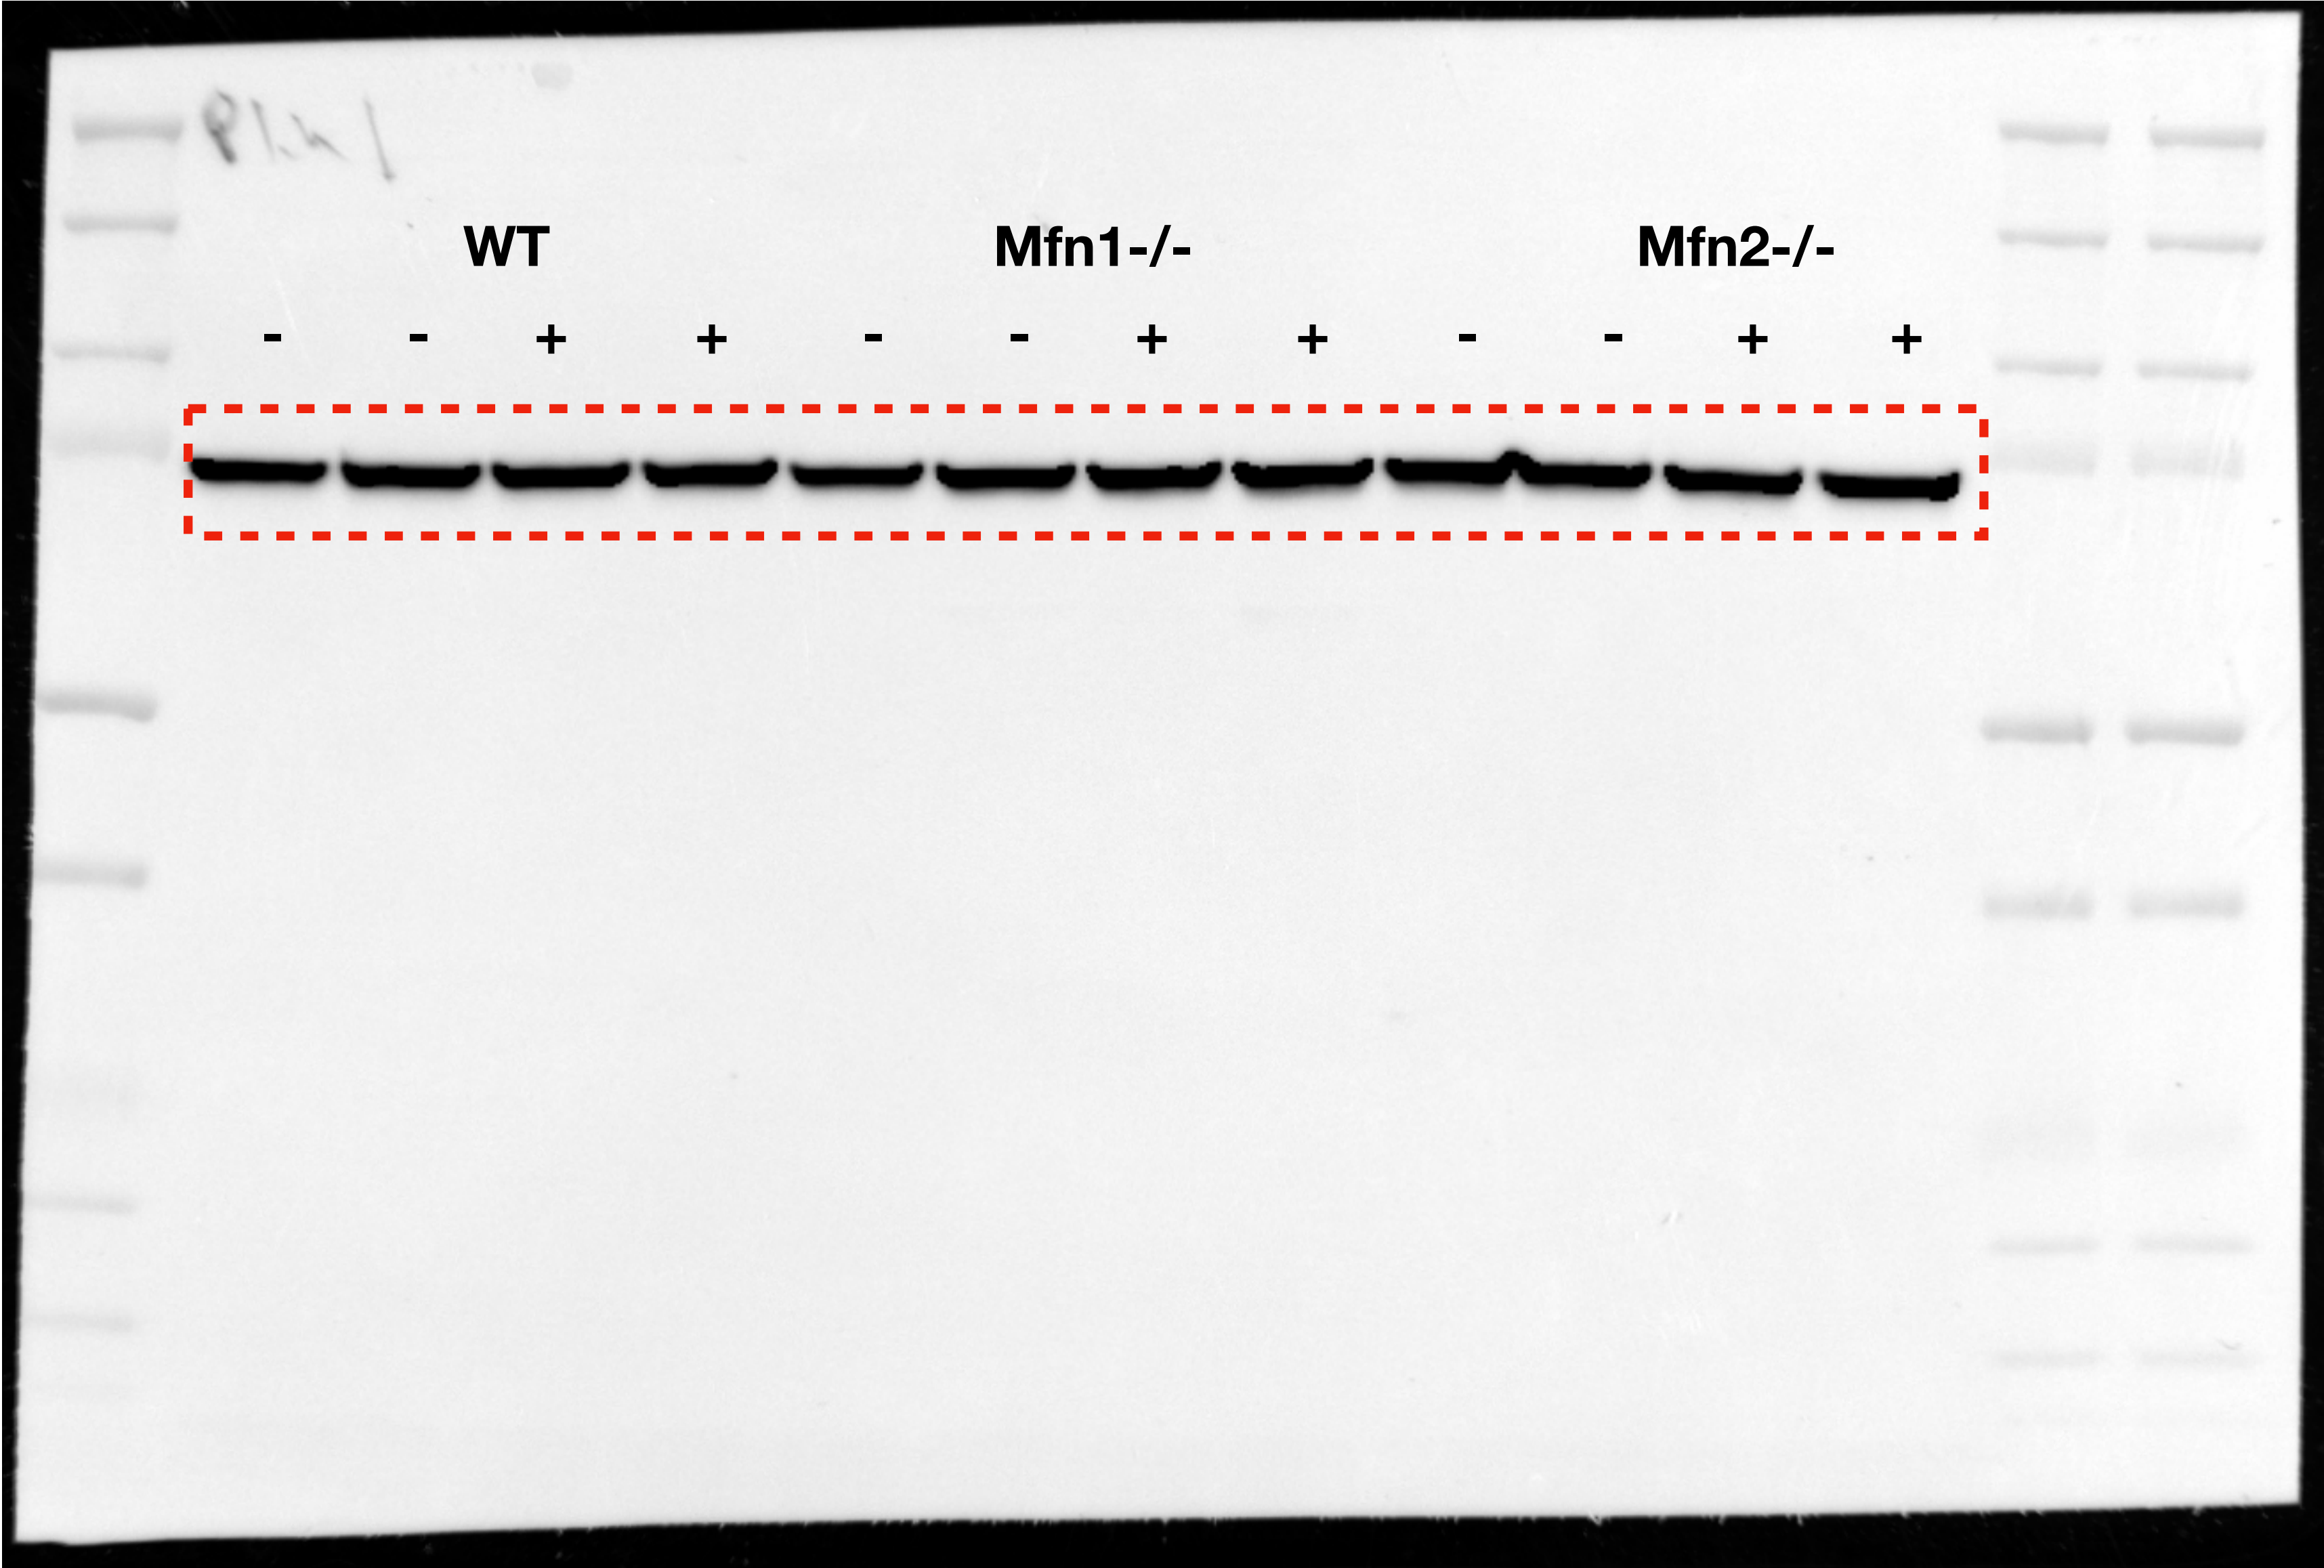

Canx

Figure 4A

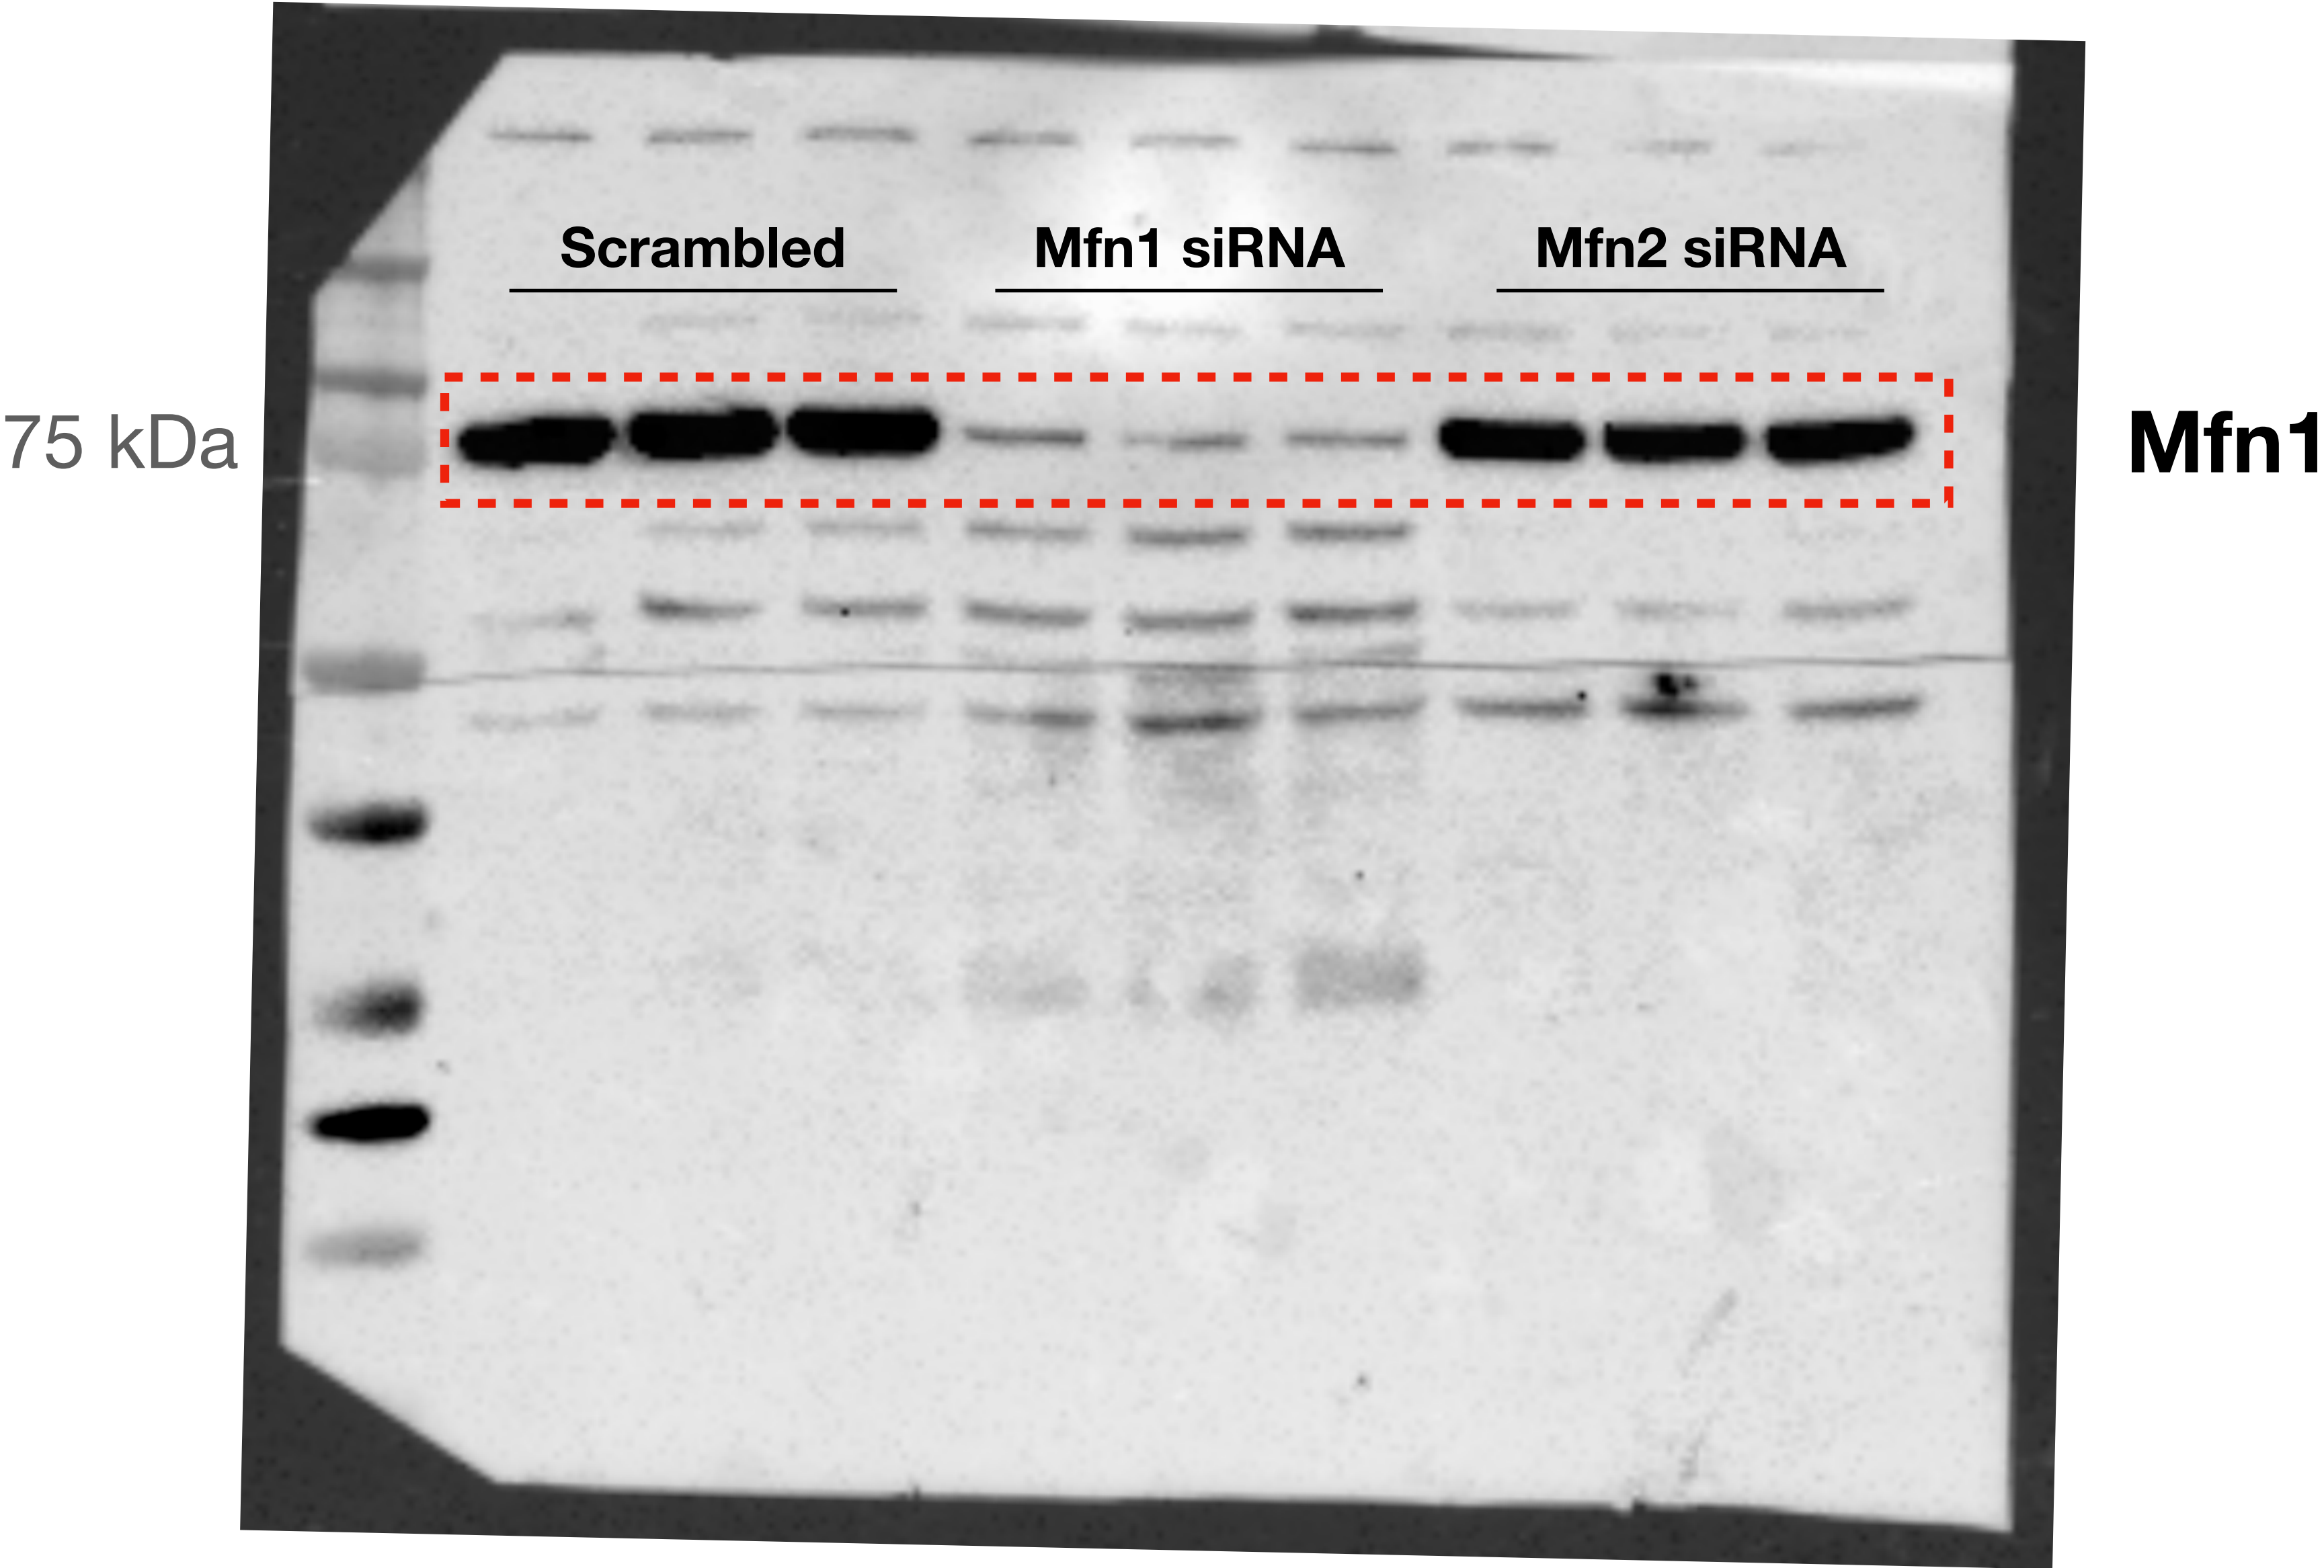

Figure 4A

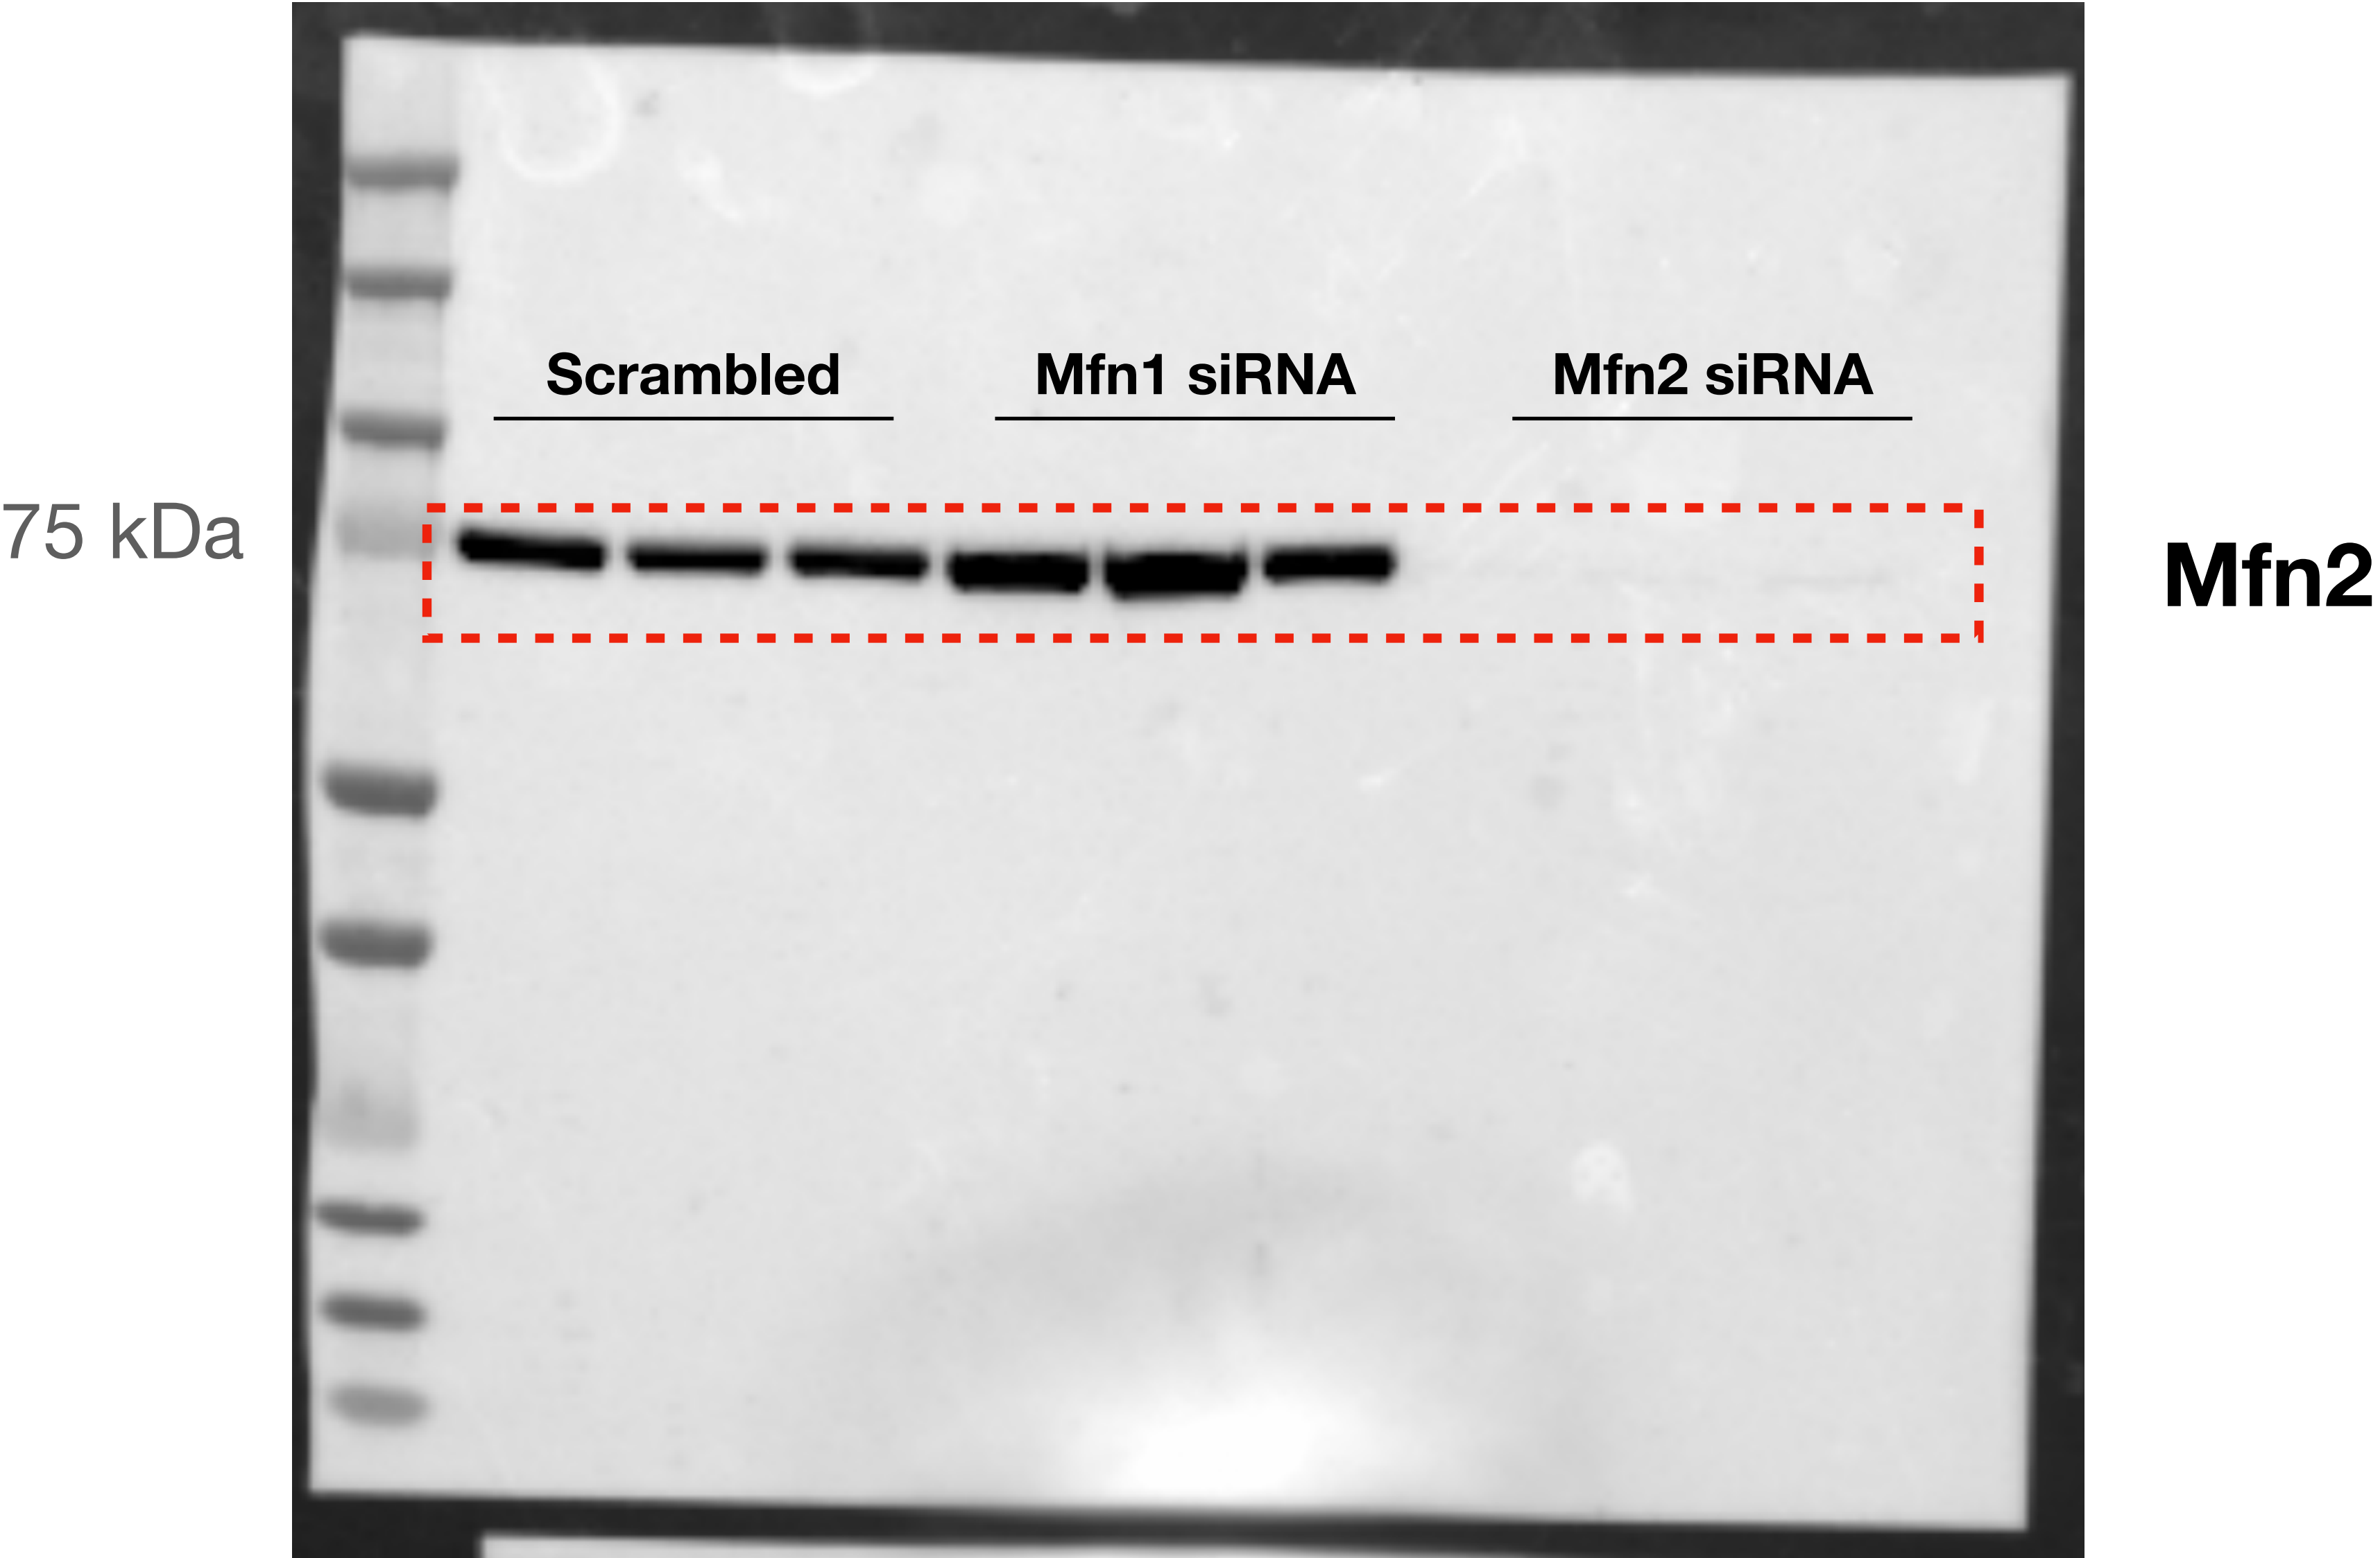

Figure 4A

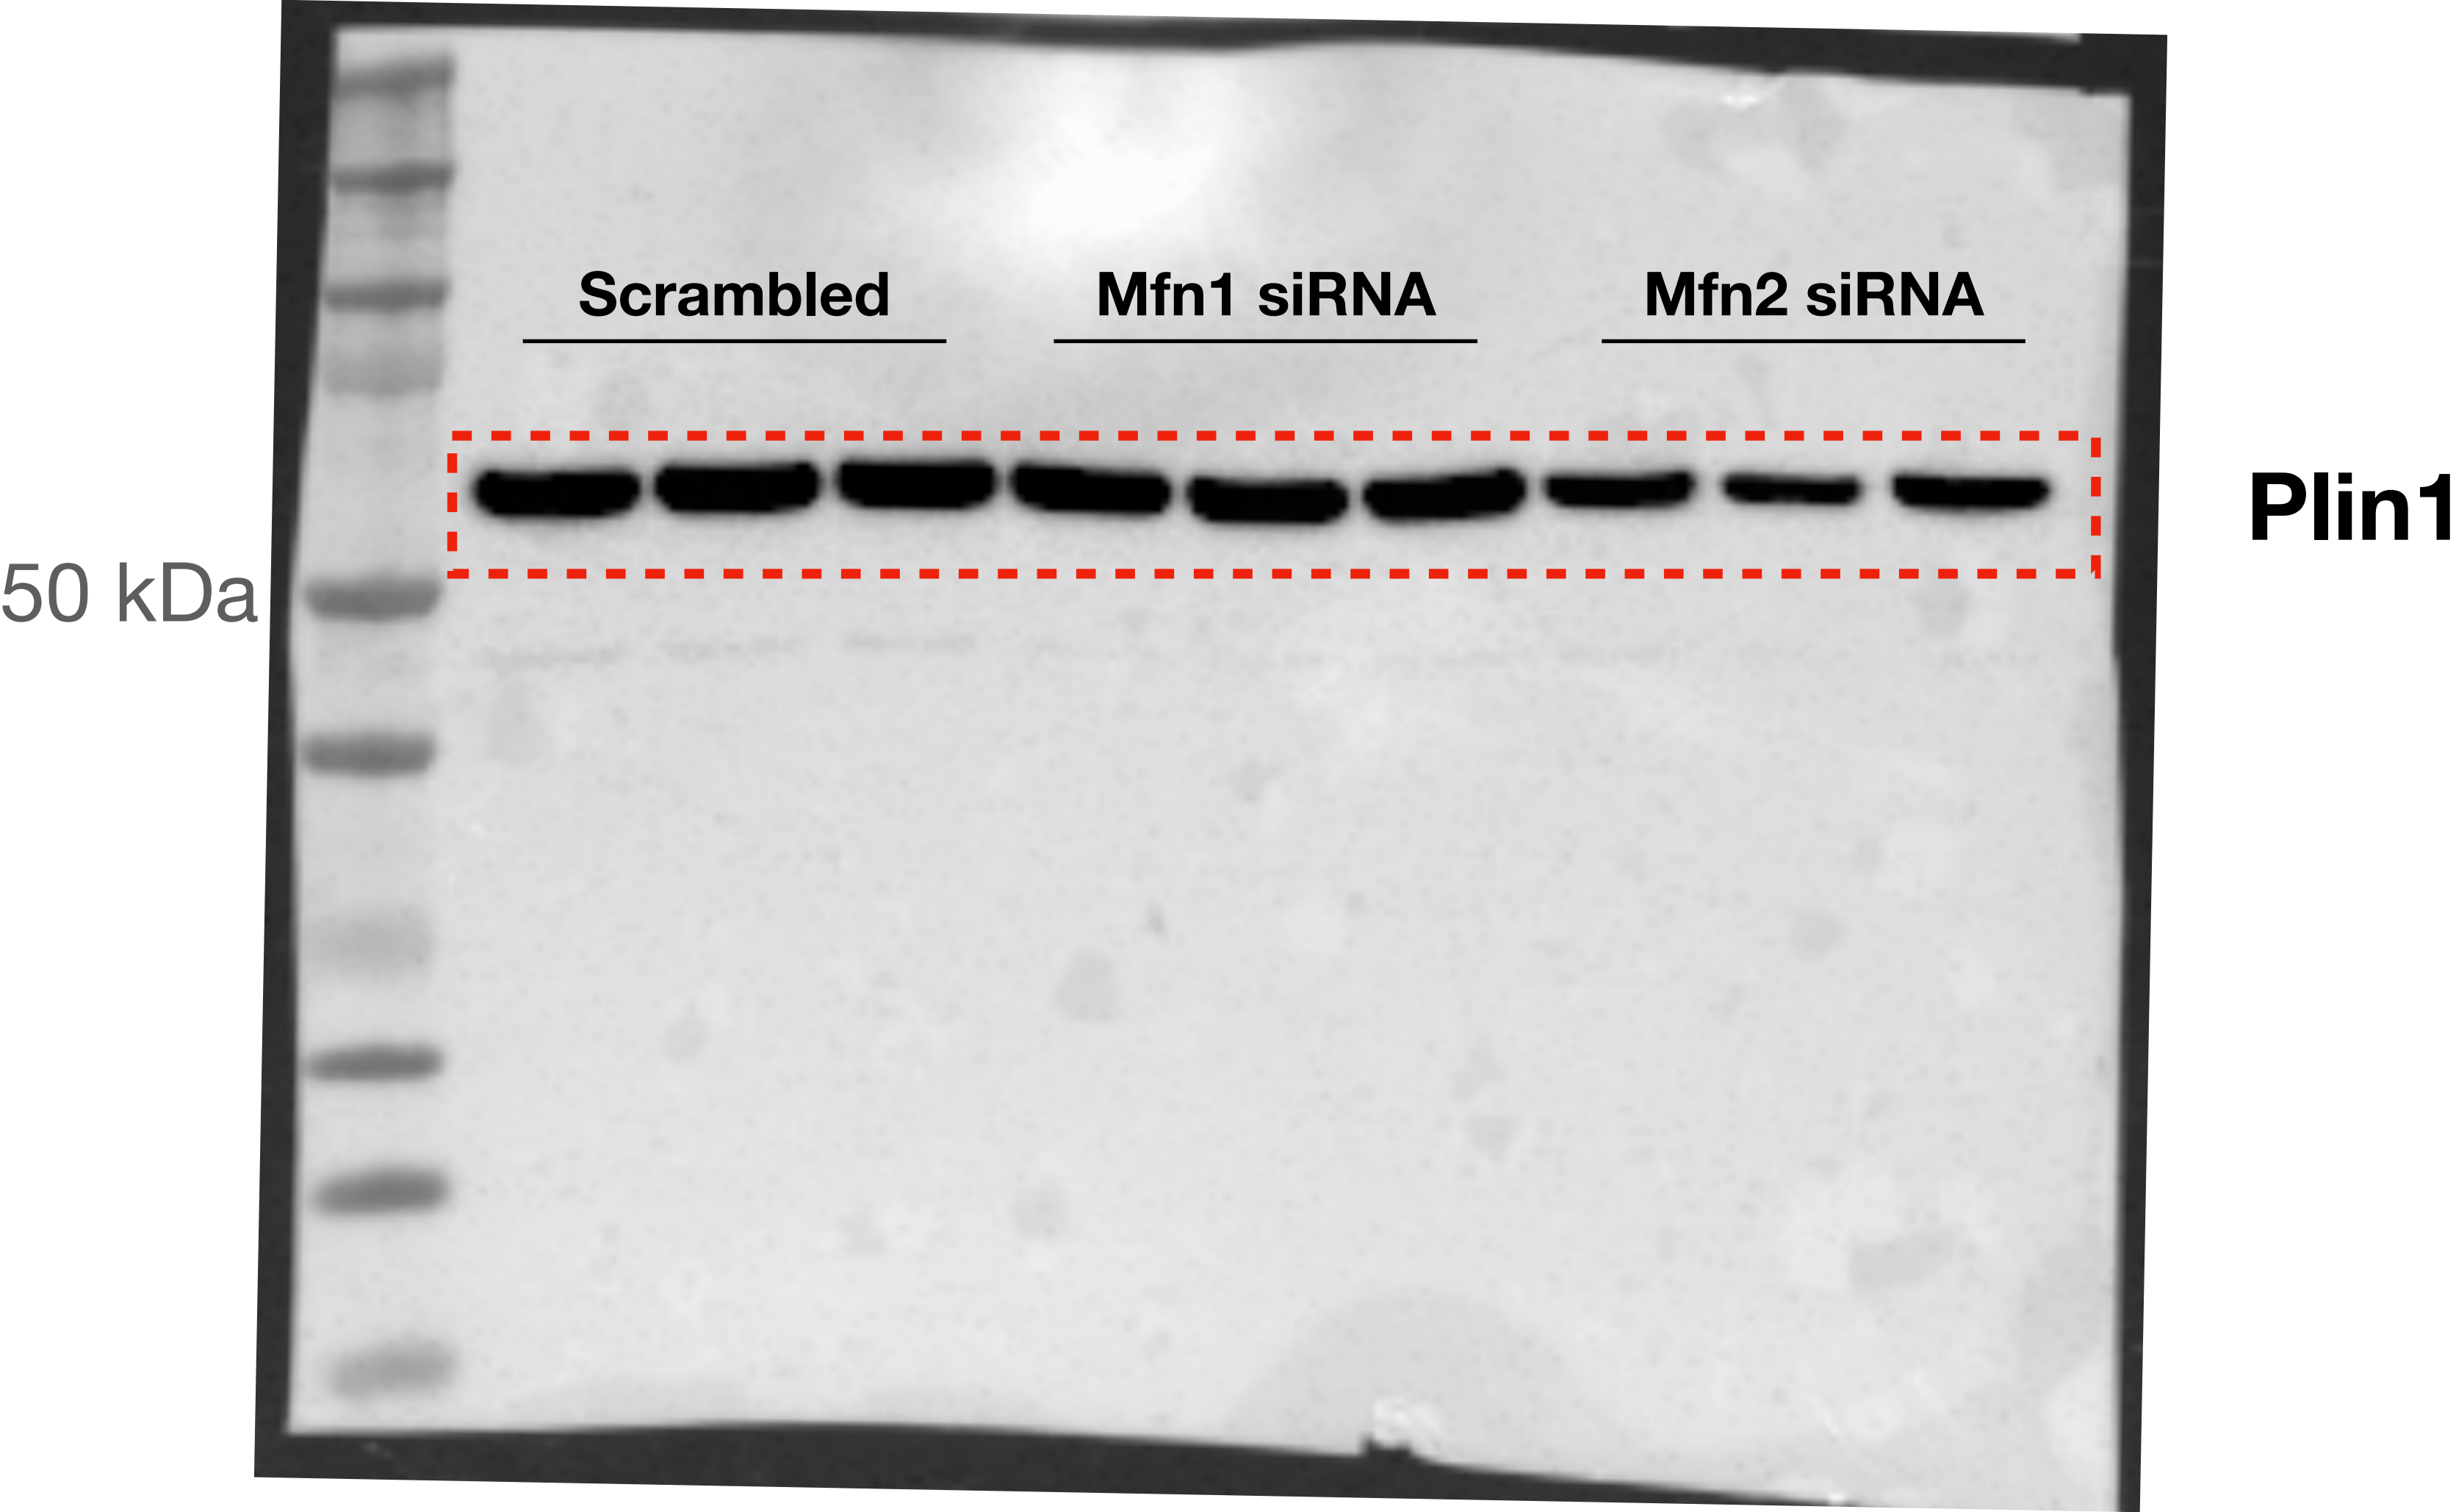

Figure 4A

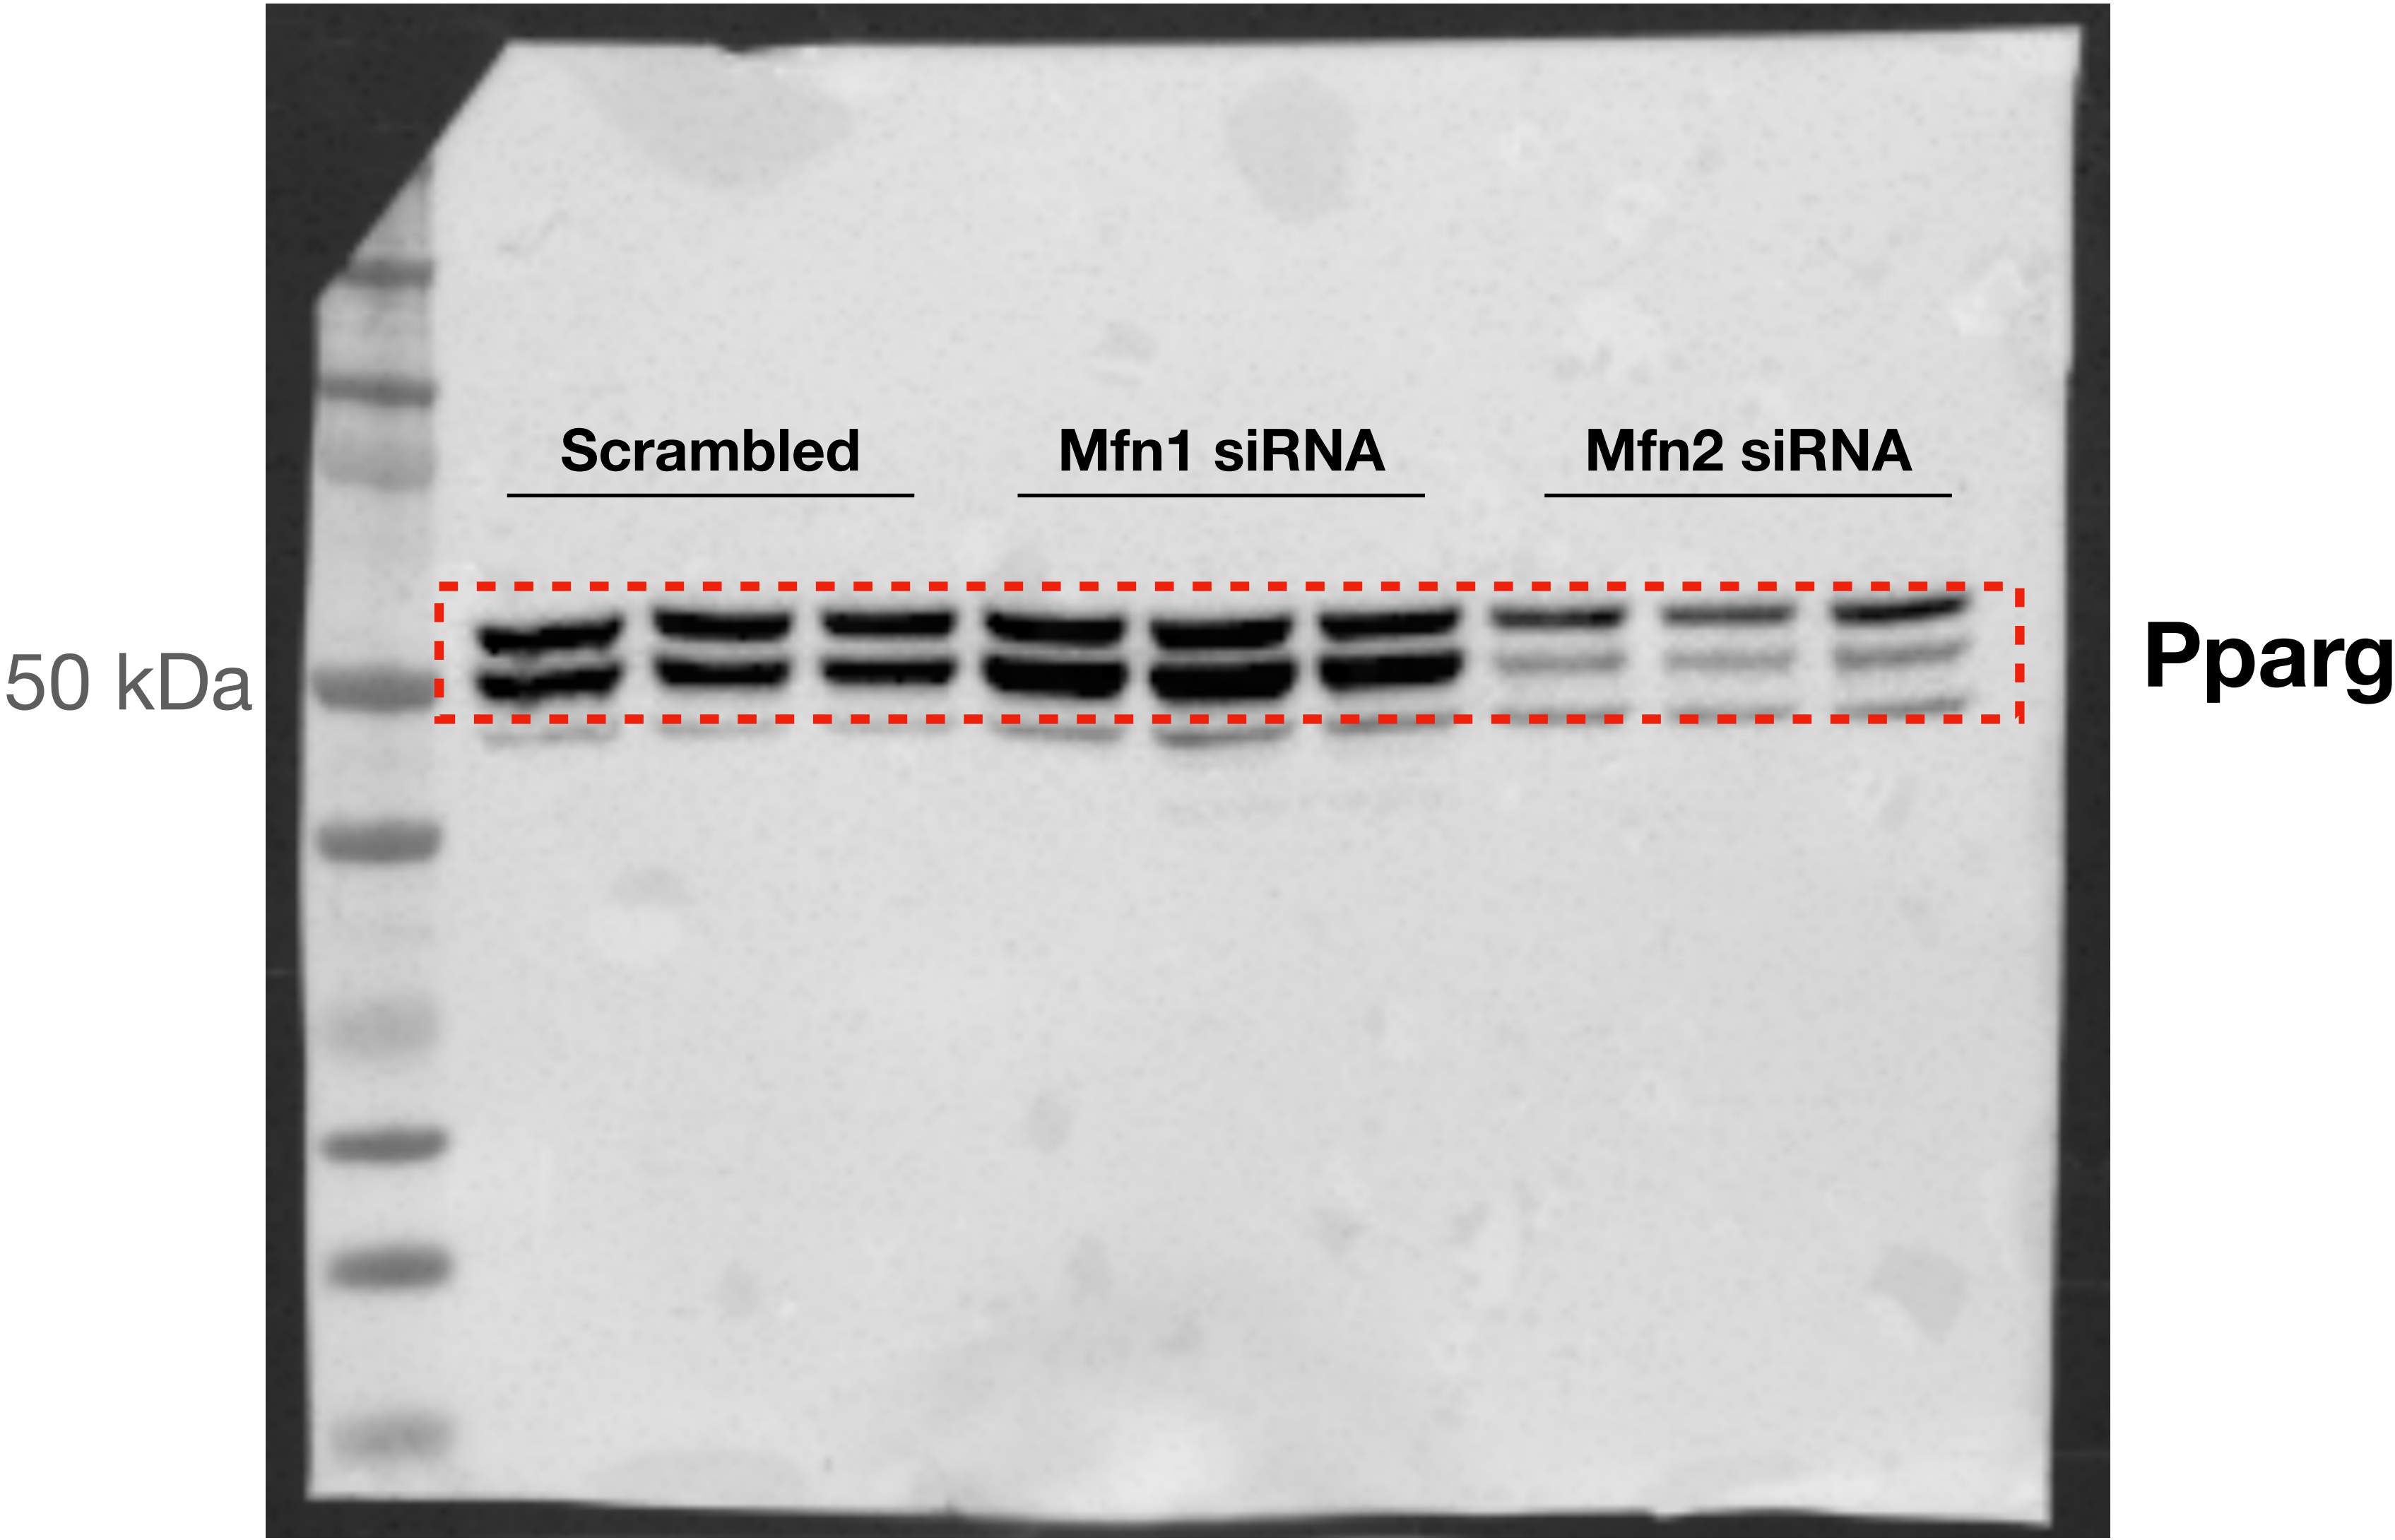

Figure 4A

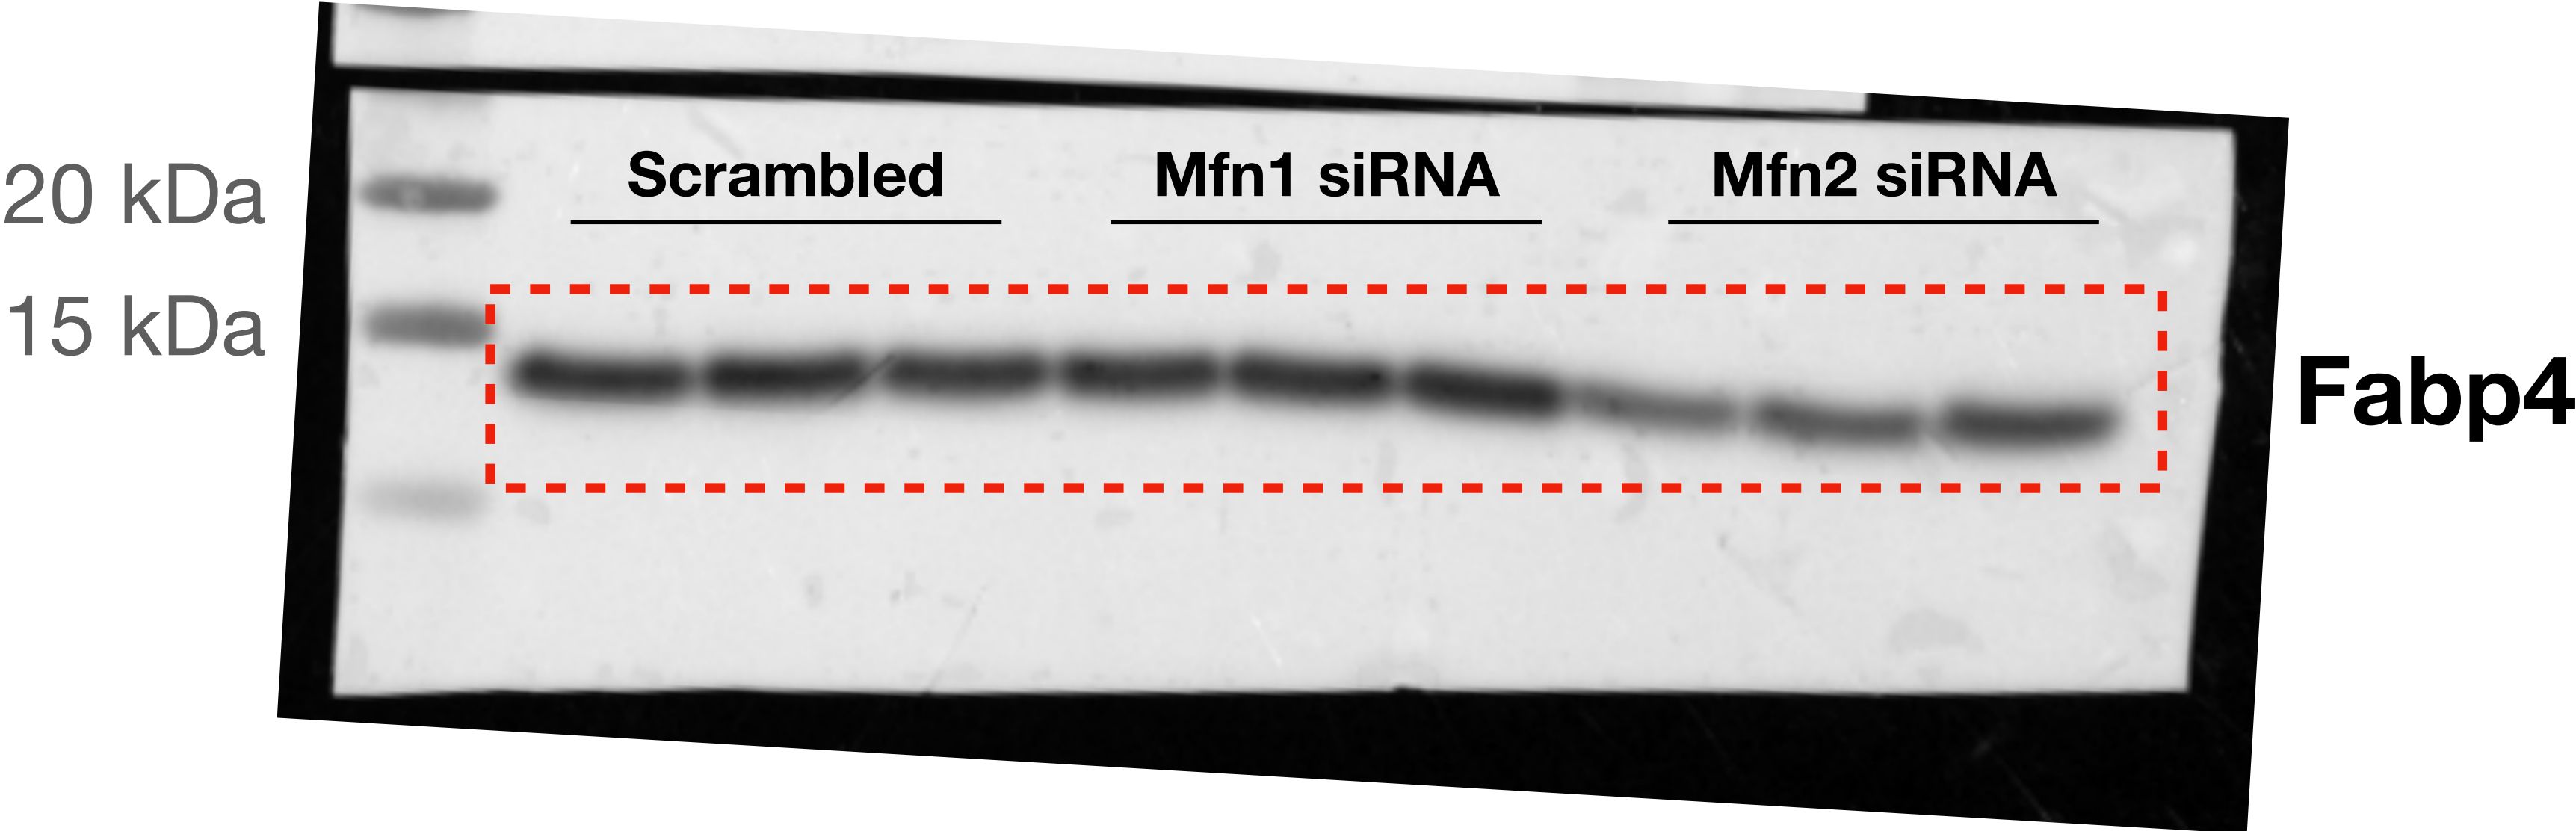

Figure 4A

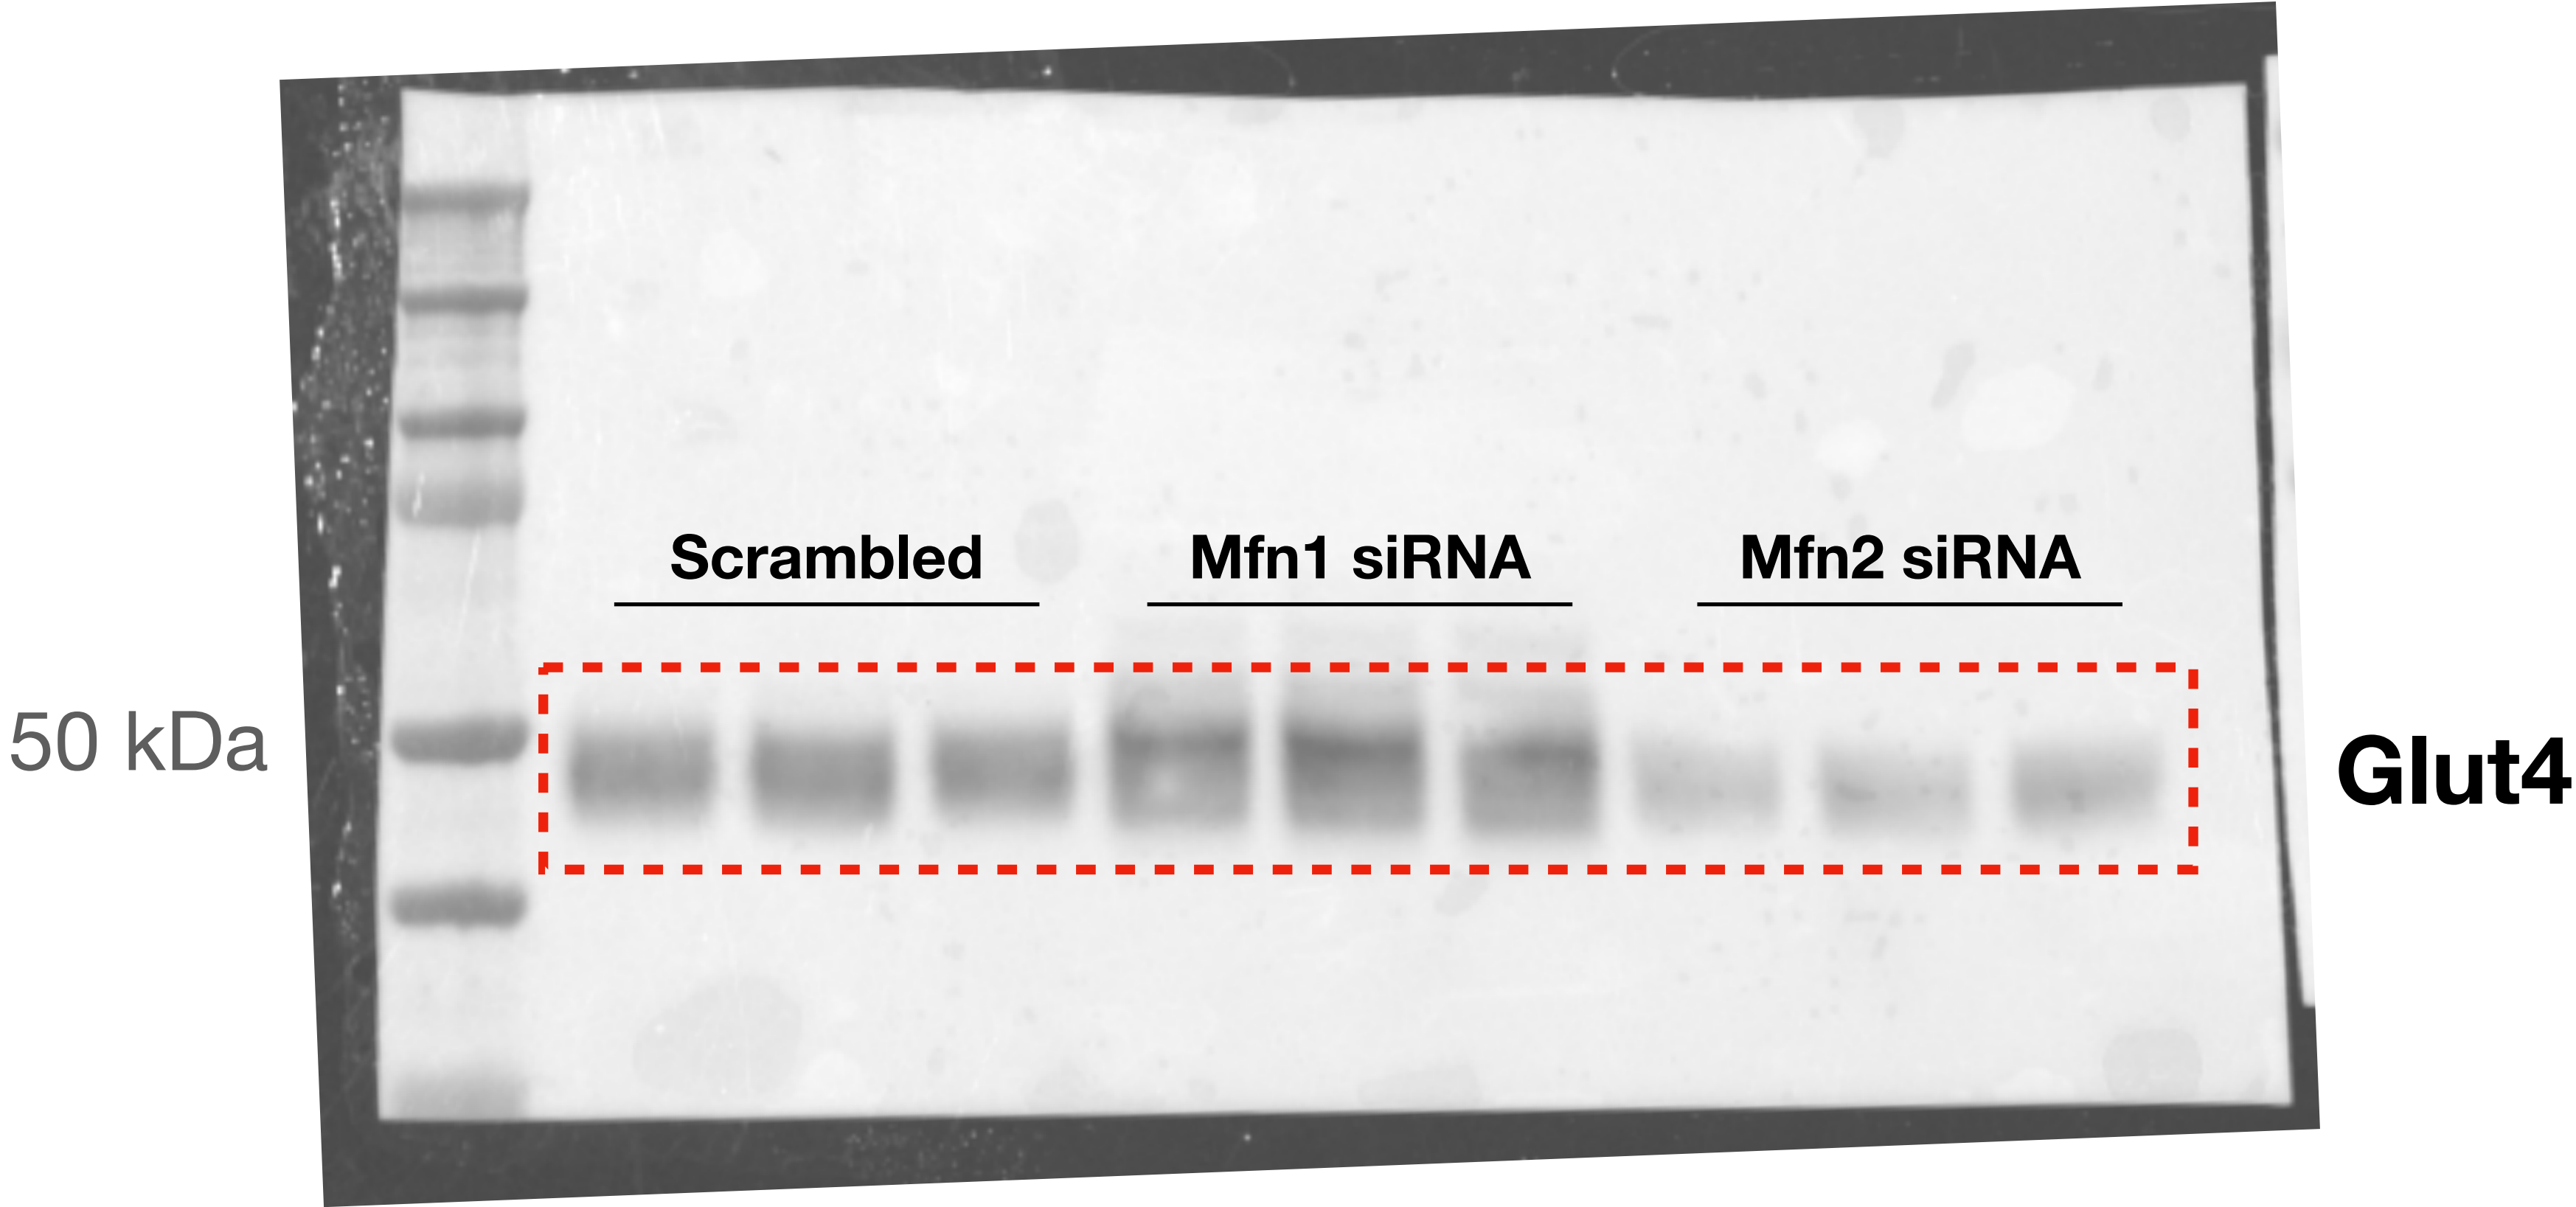

Figure 4A

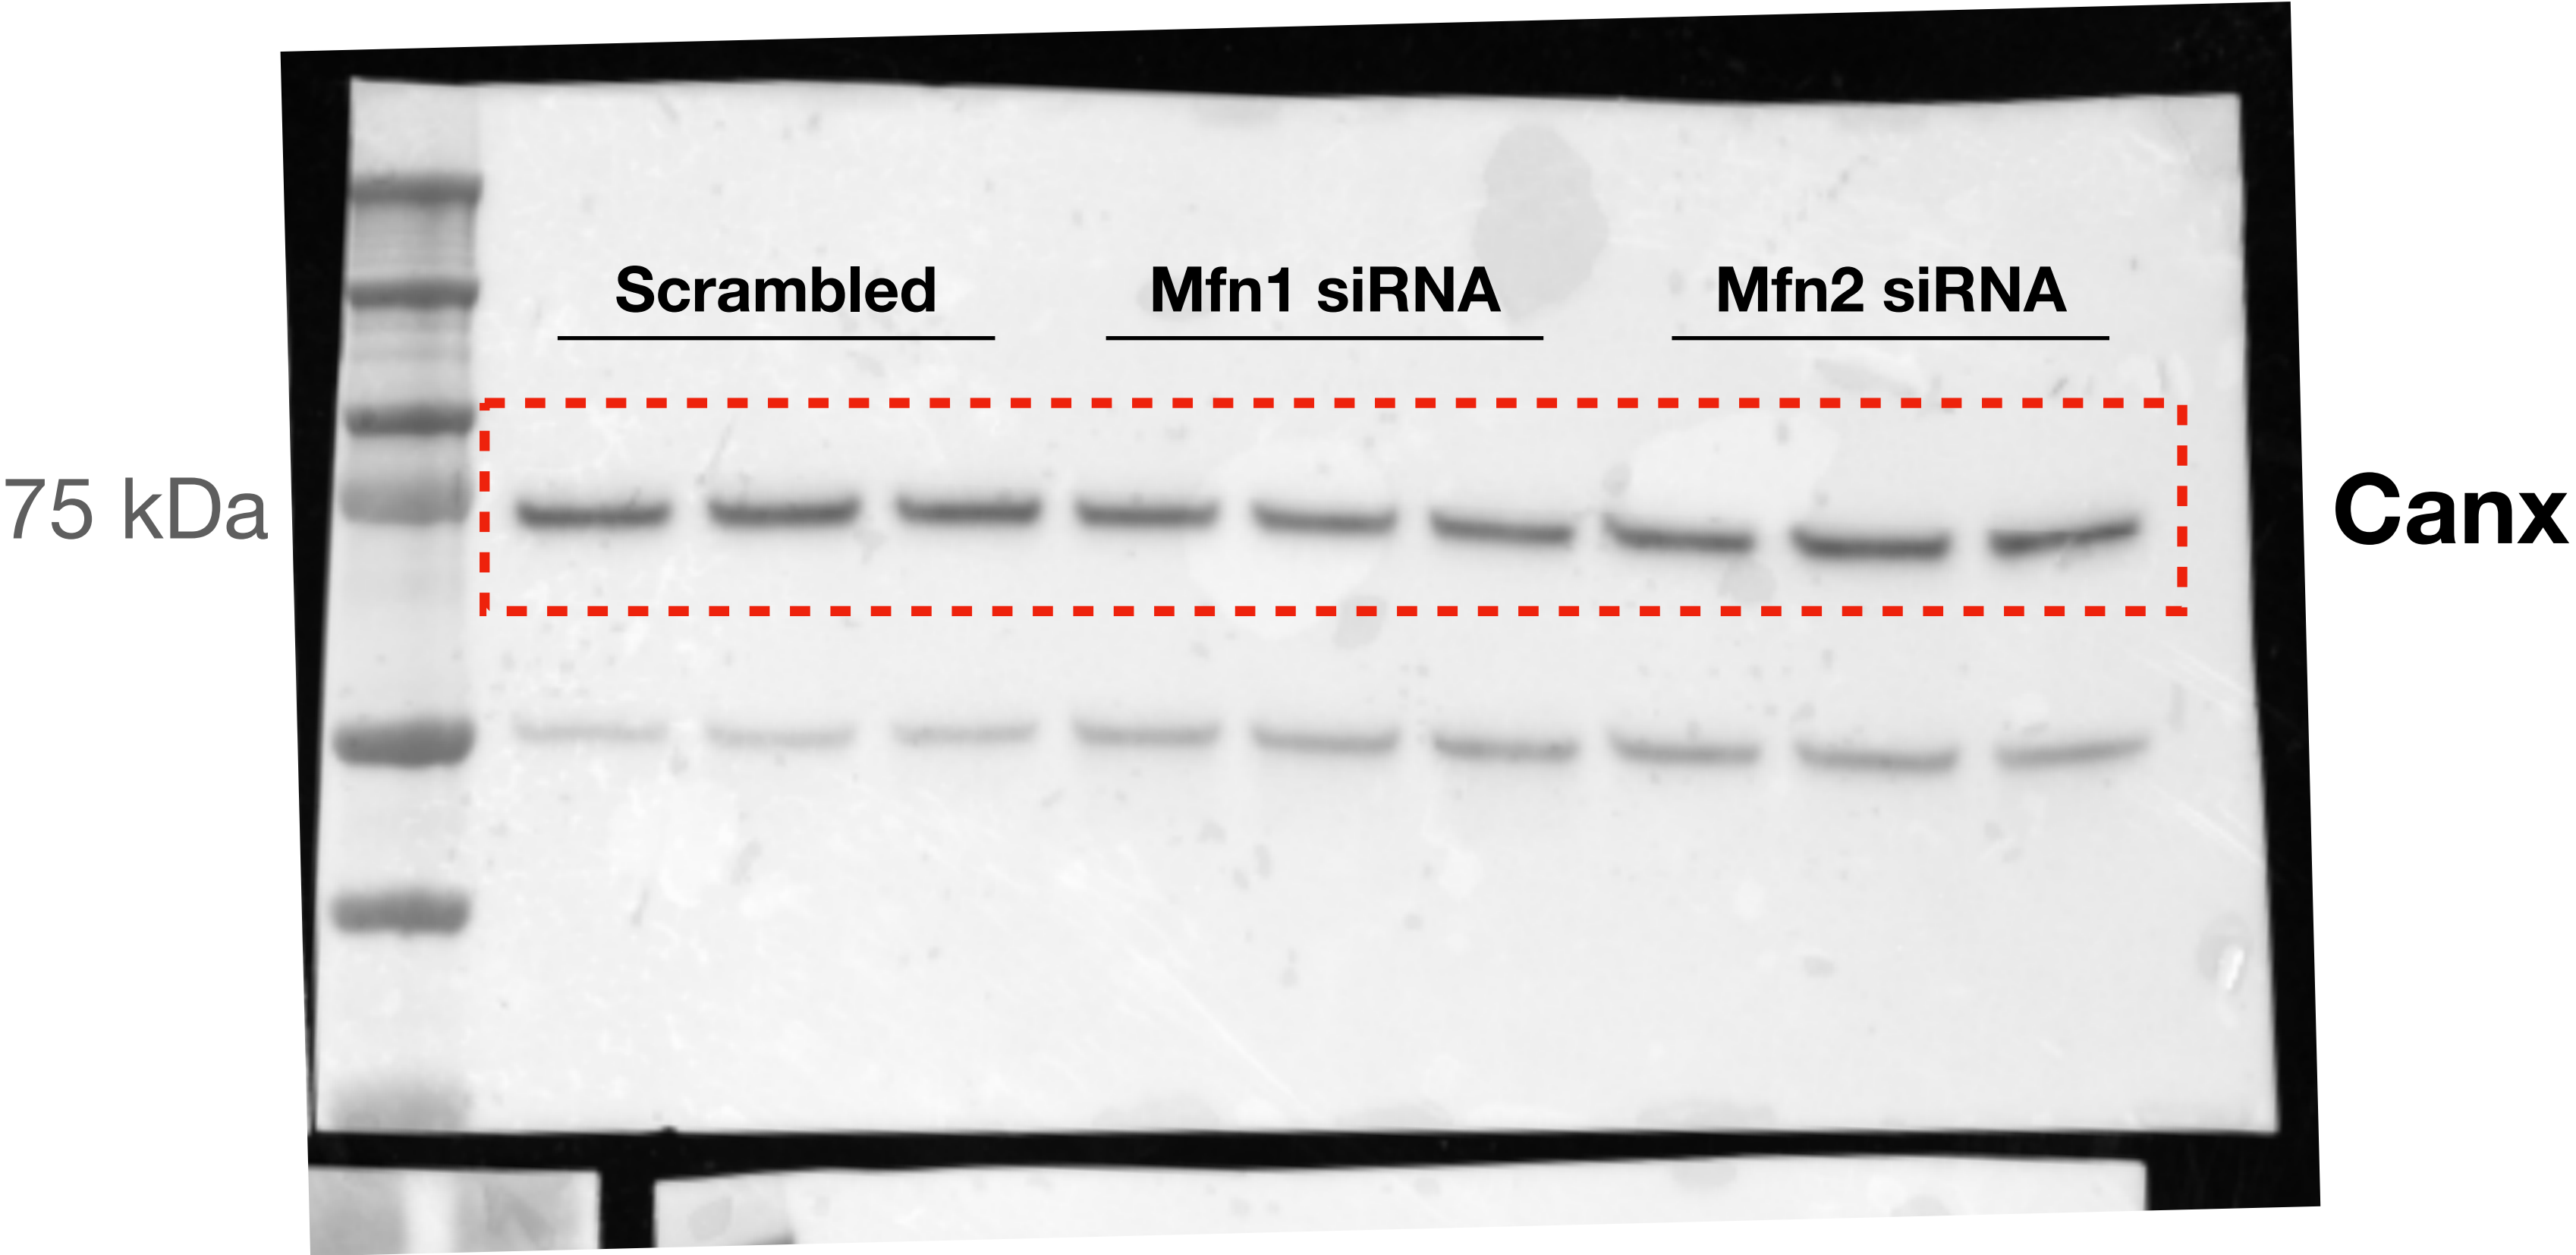

S3 Figure A

50 kDa

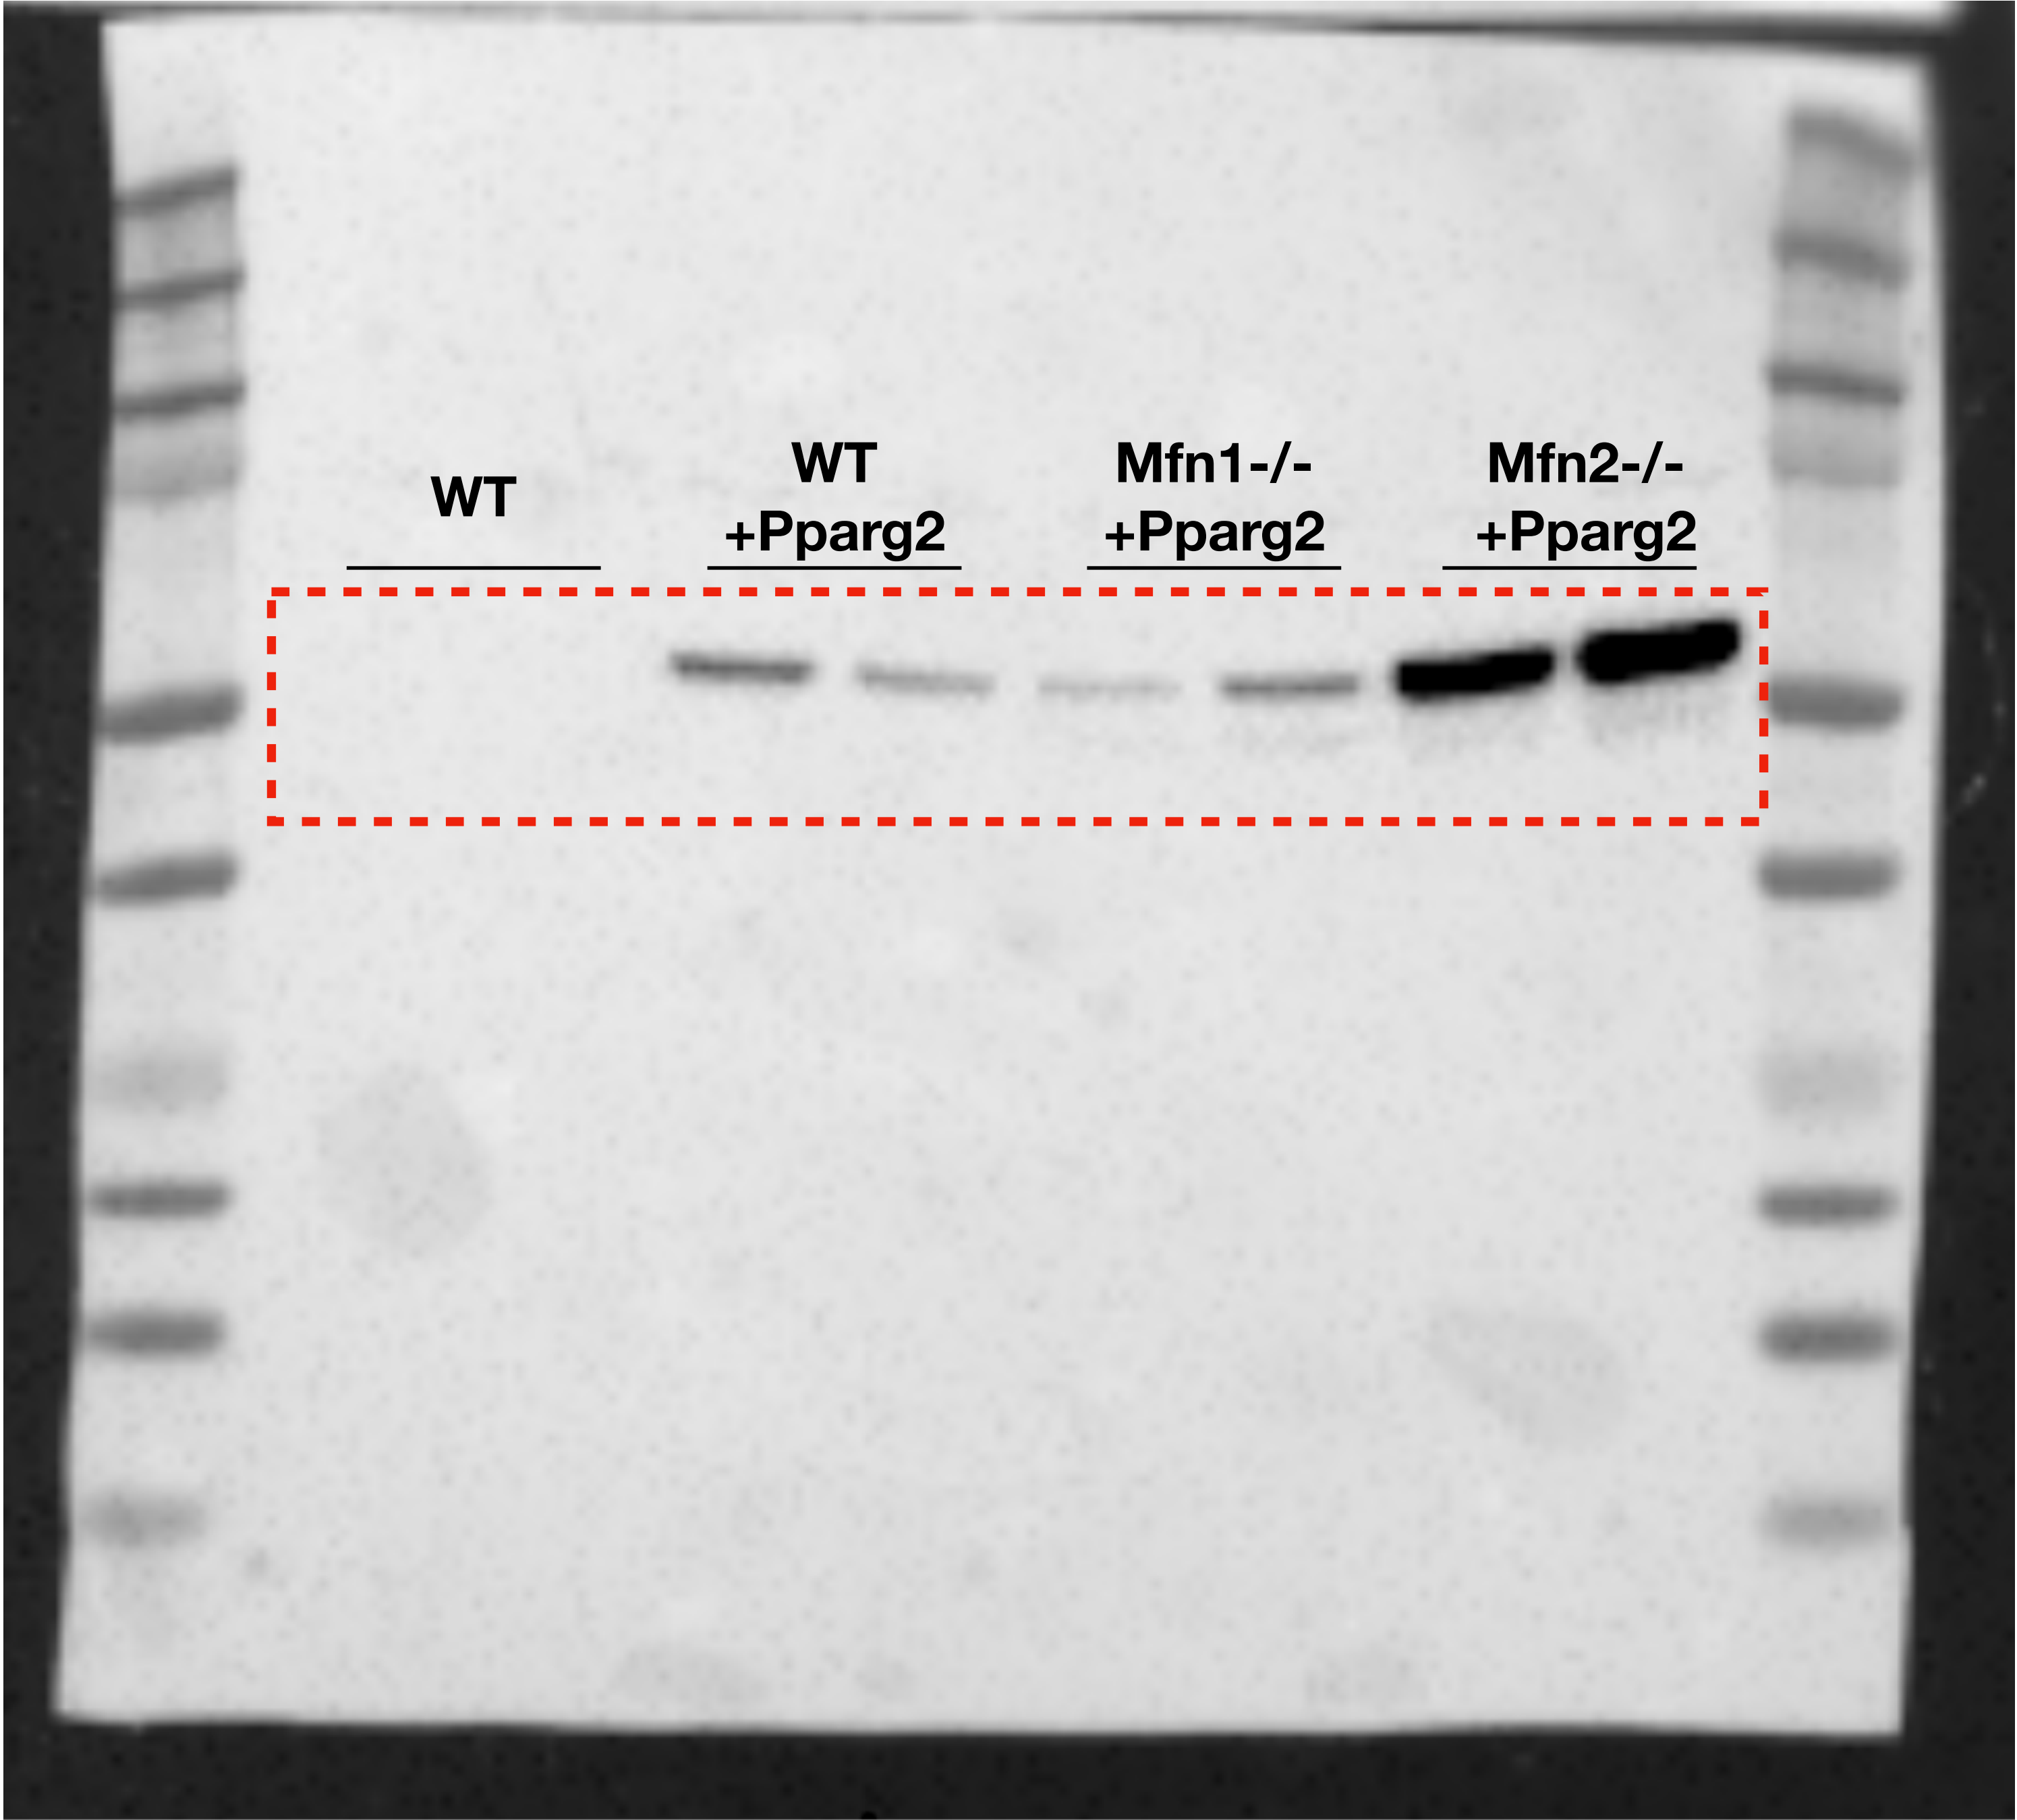

Pparg

S3 Figure A

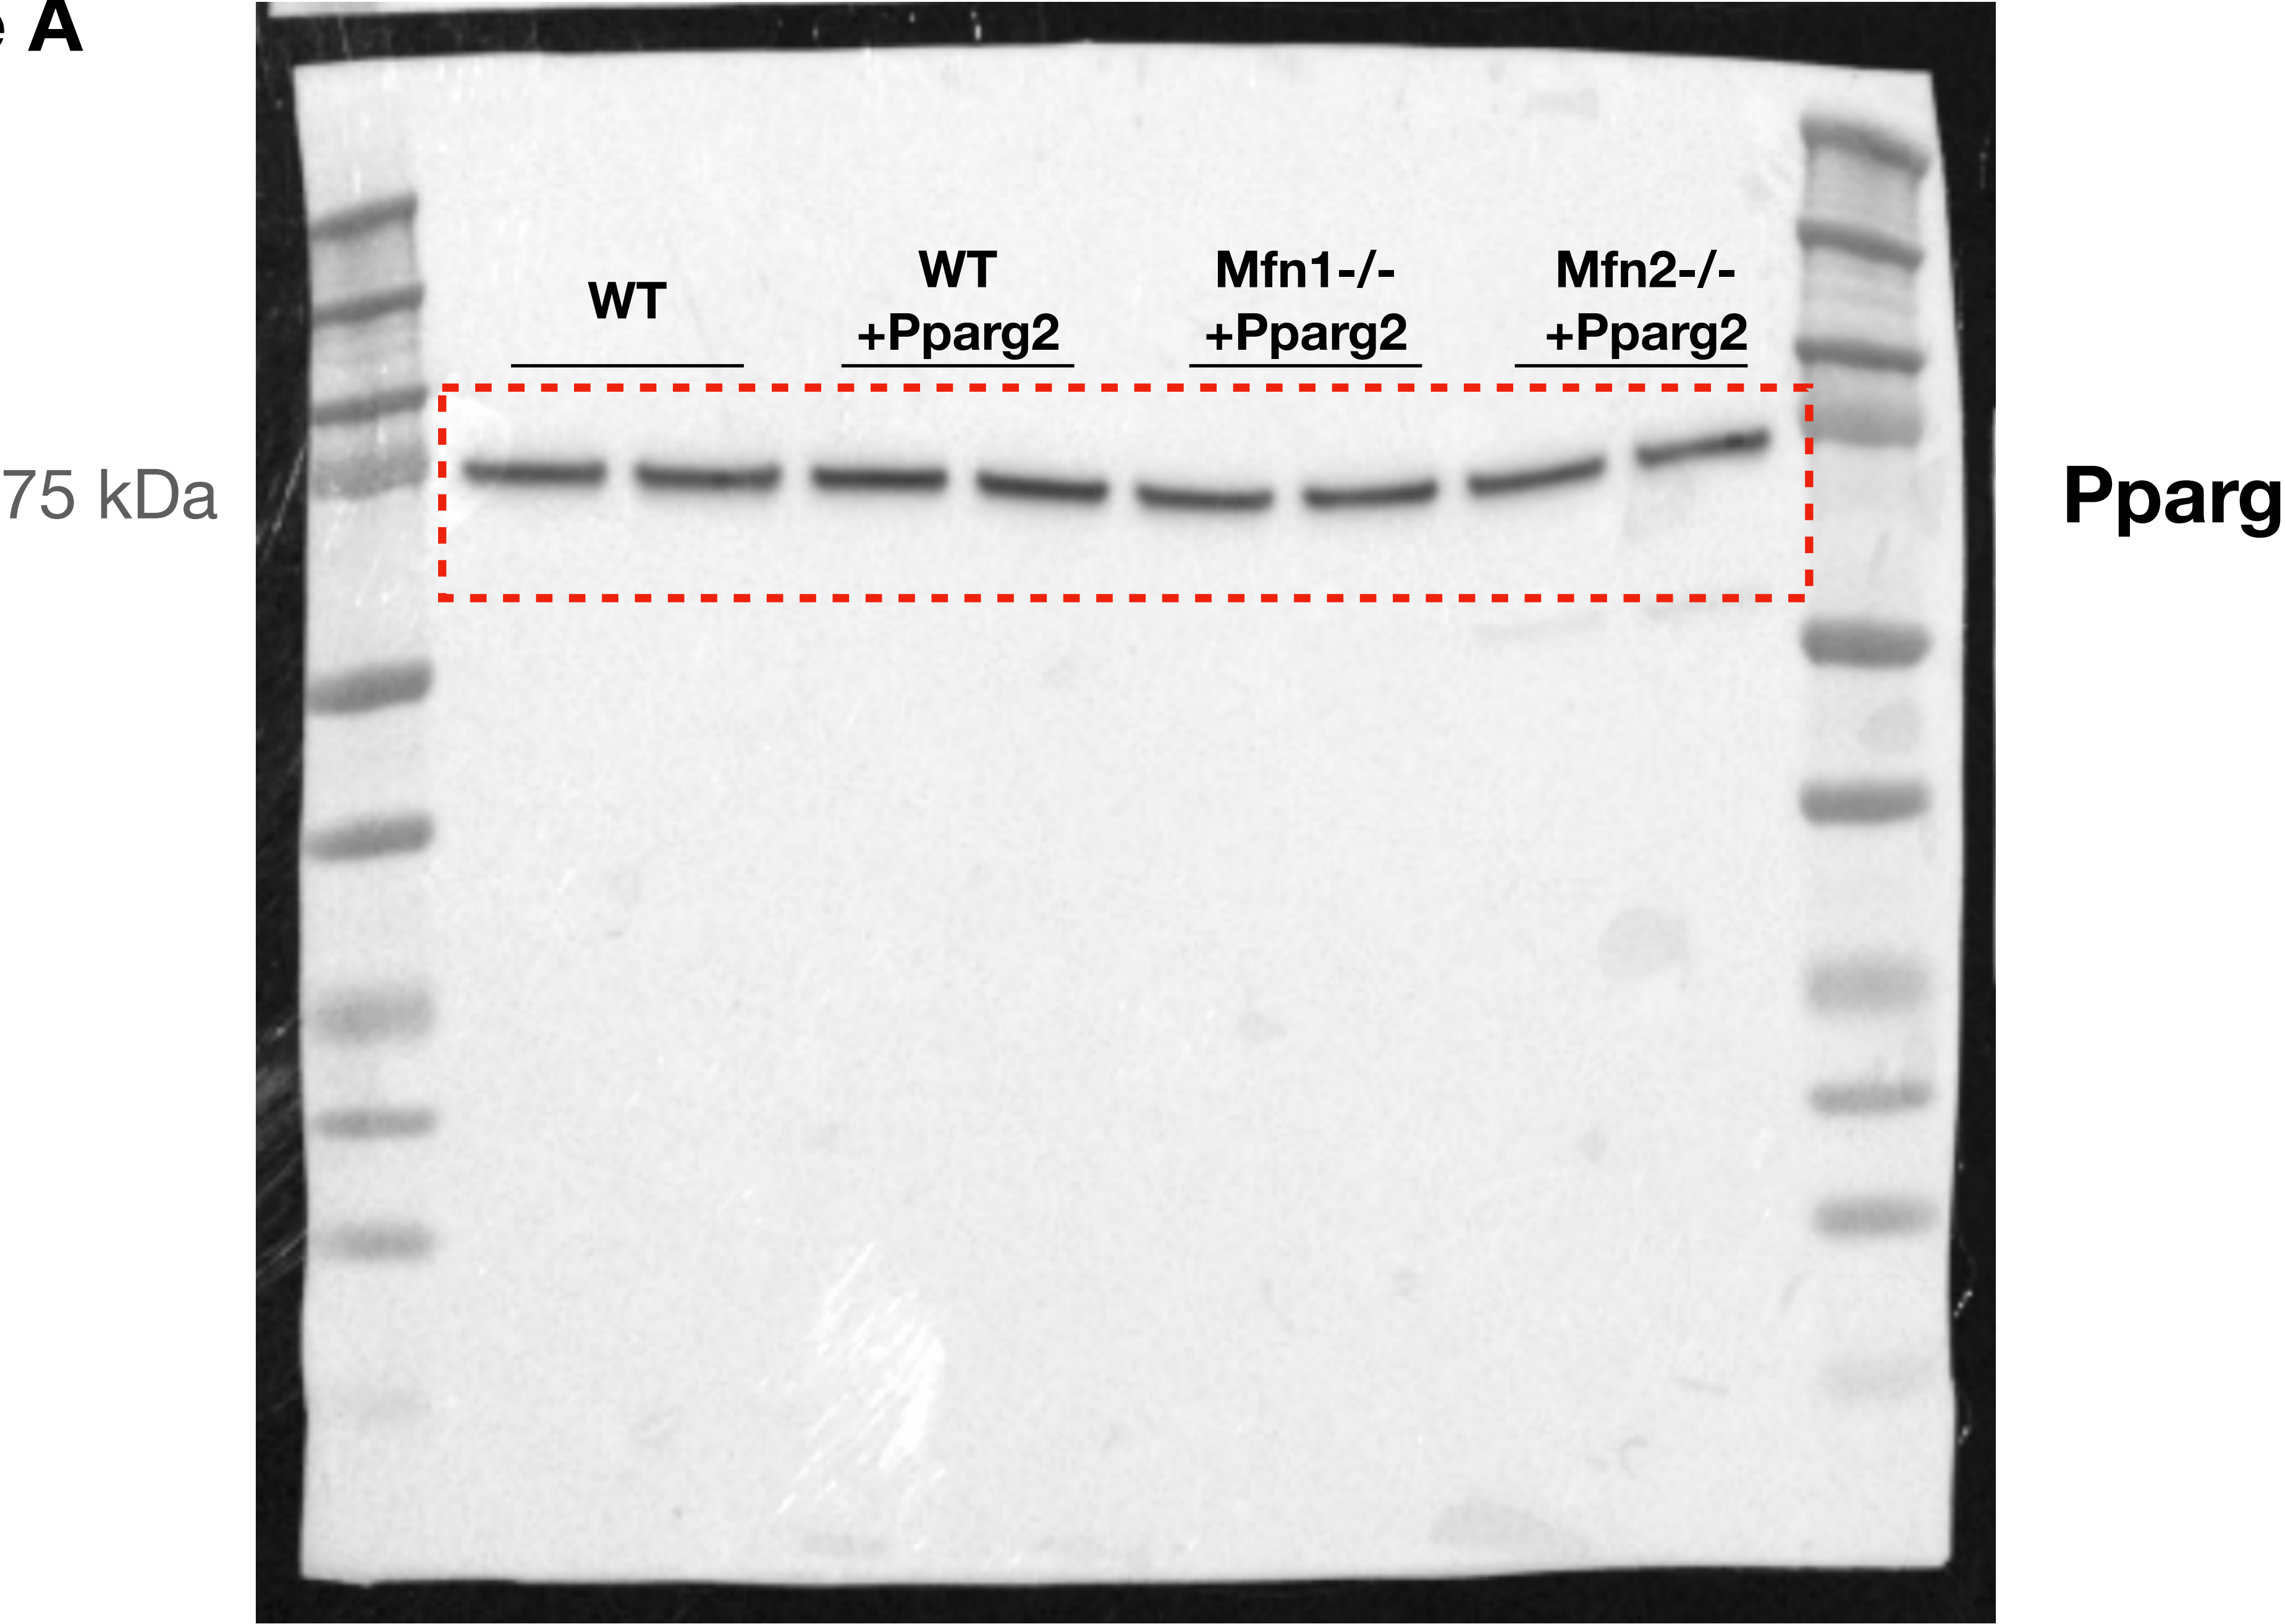

S3 Figure E

50 kDa

**WT**	**WT**	**Mfn1-/-**	**Mfn2-/-**
undifferentiated	differentiated	differentiated	differentiated

Plin1

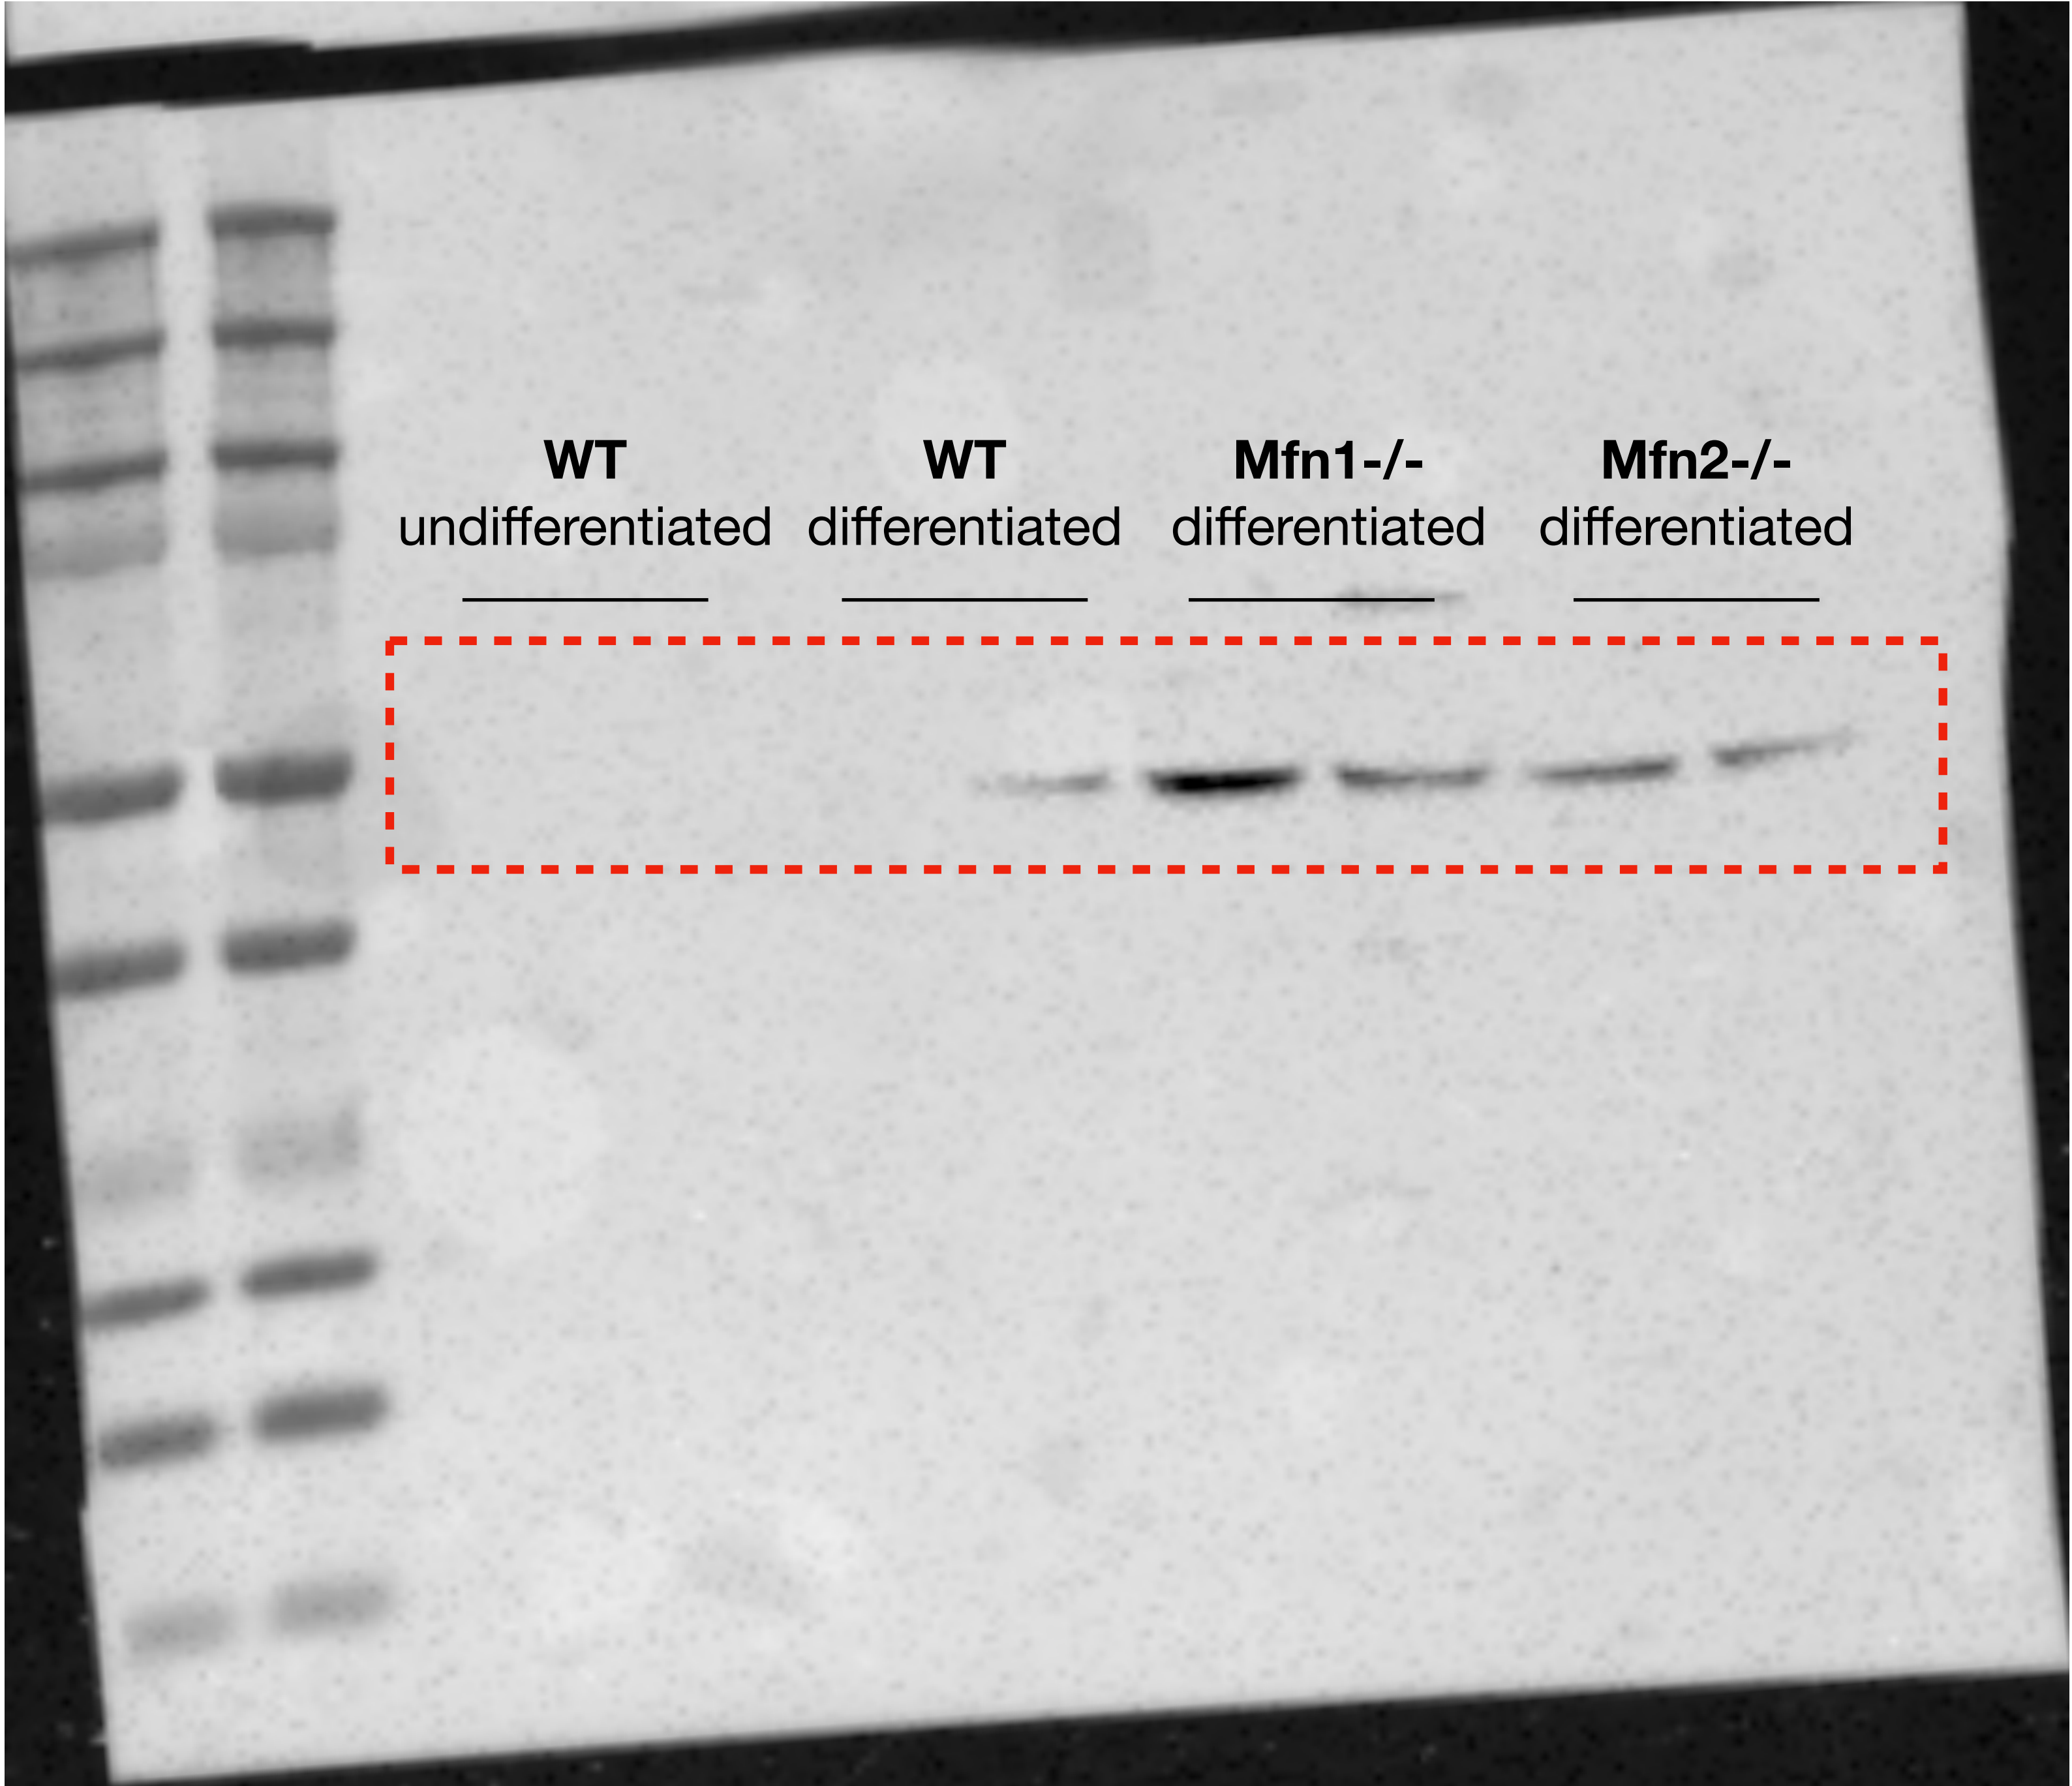

S3 Figure E

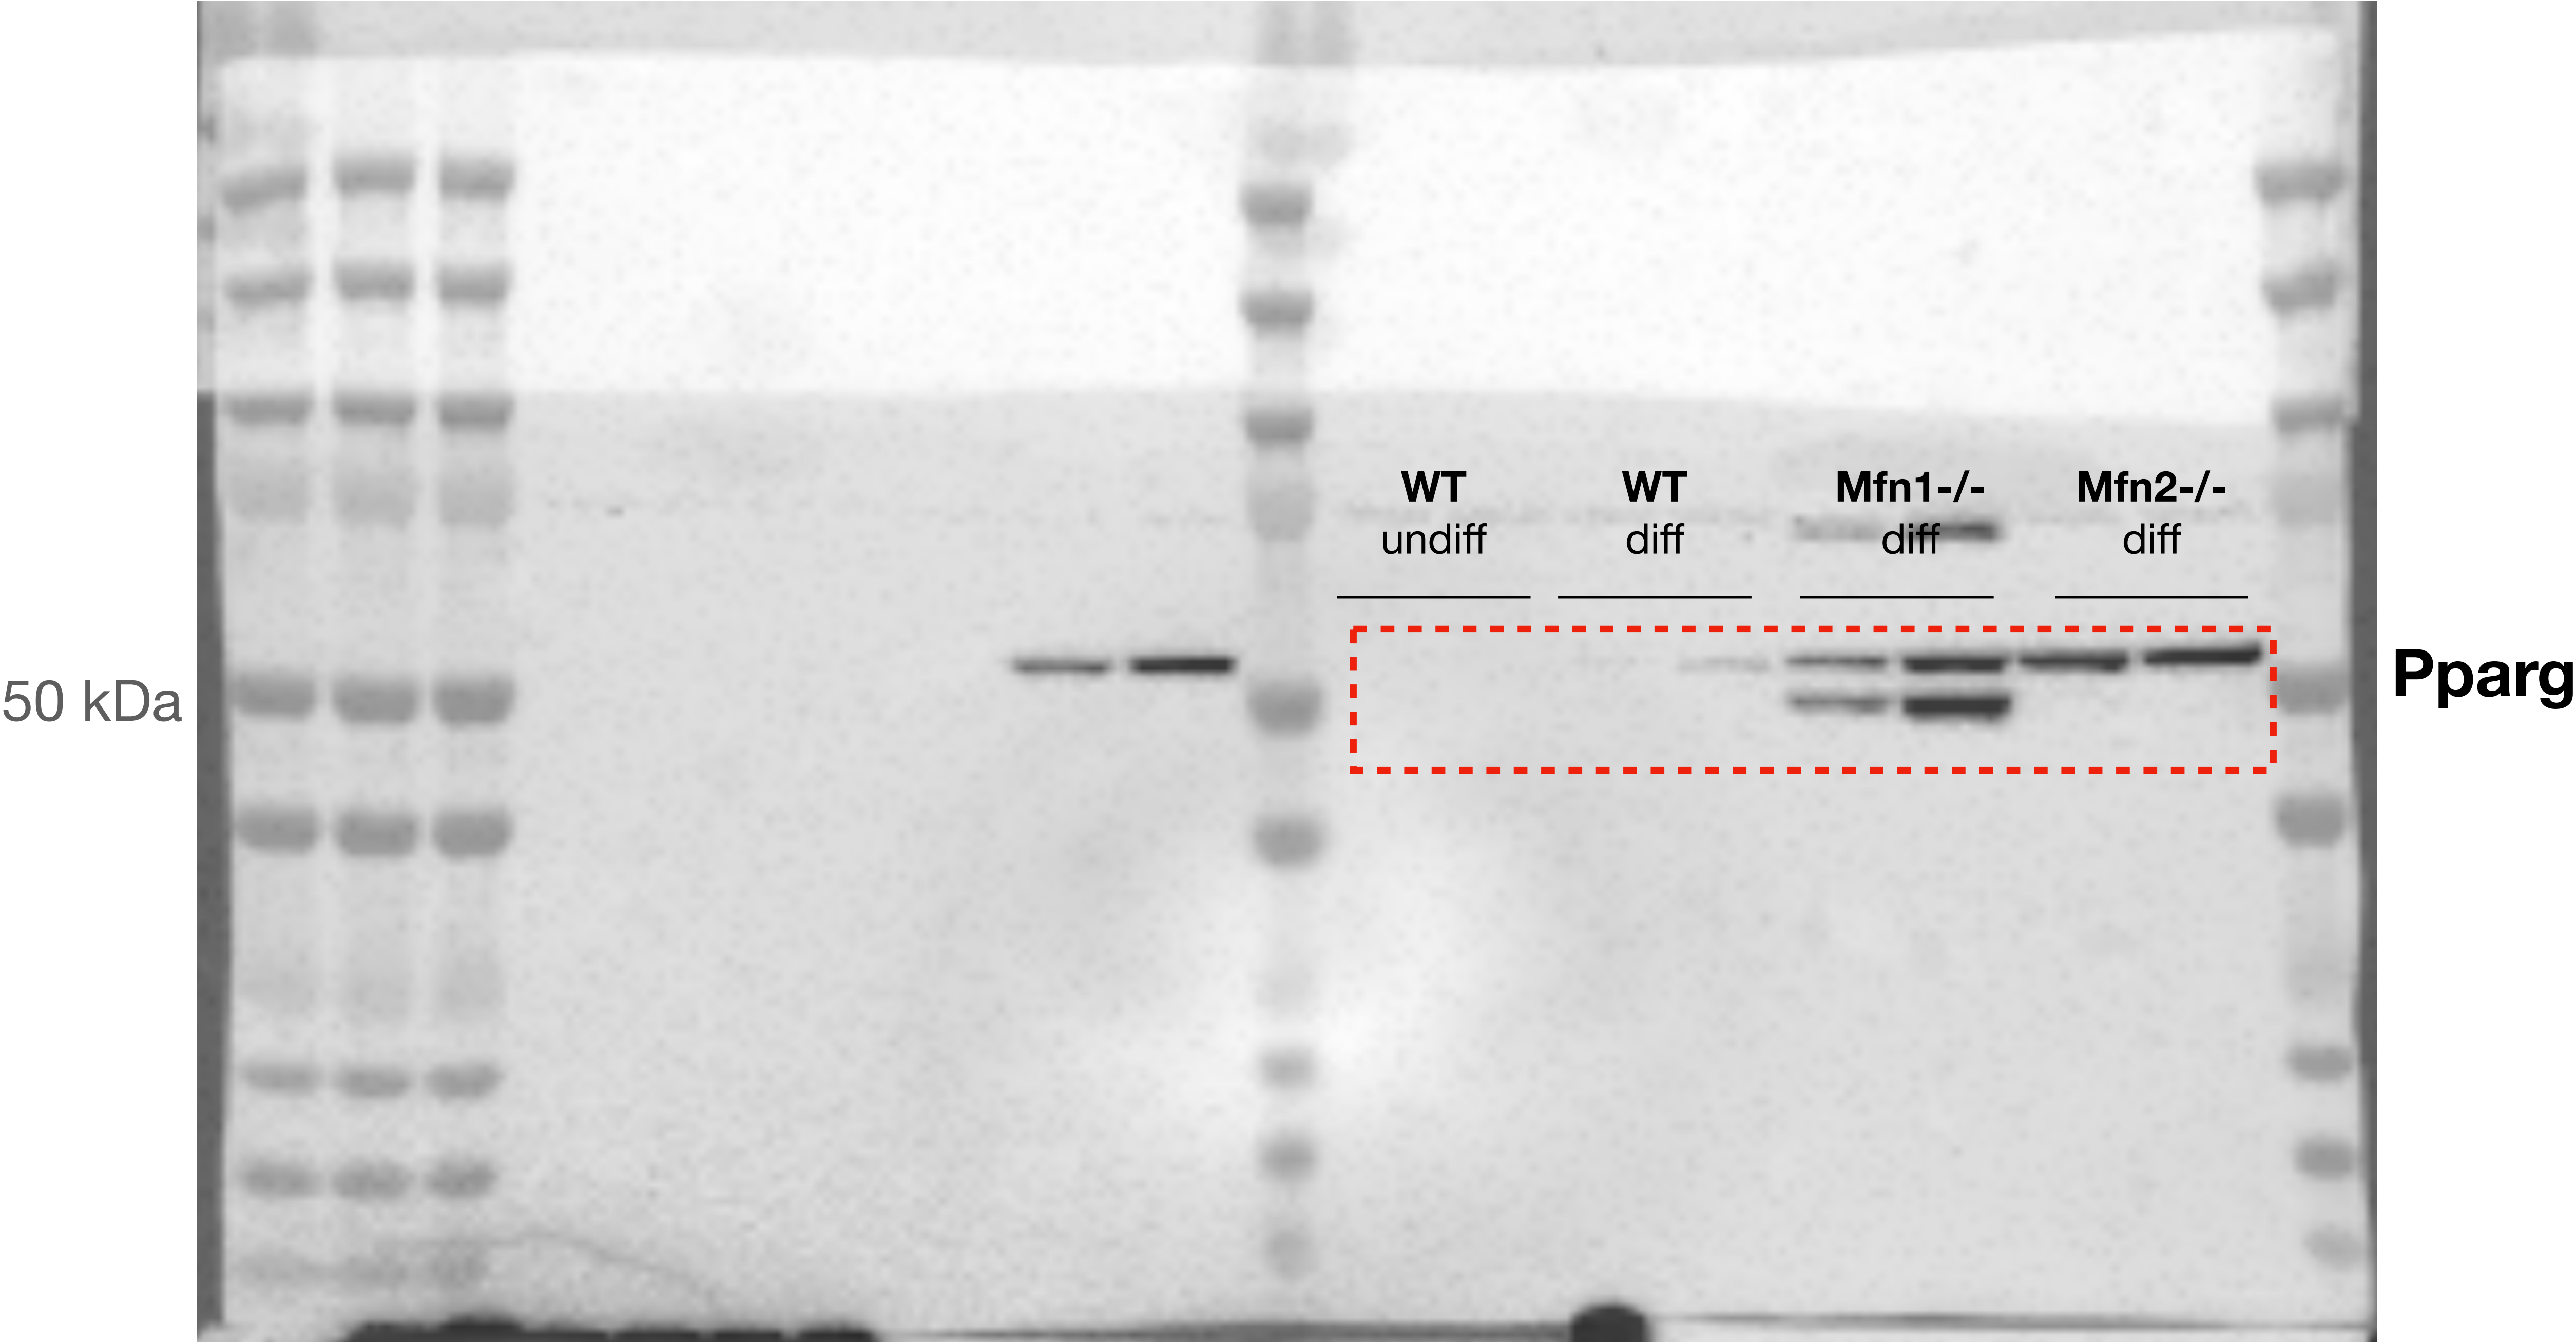

S3 Figure E

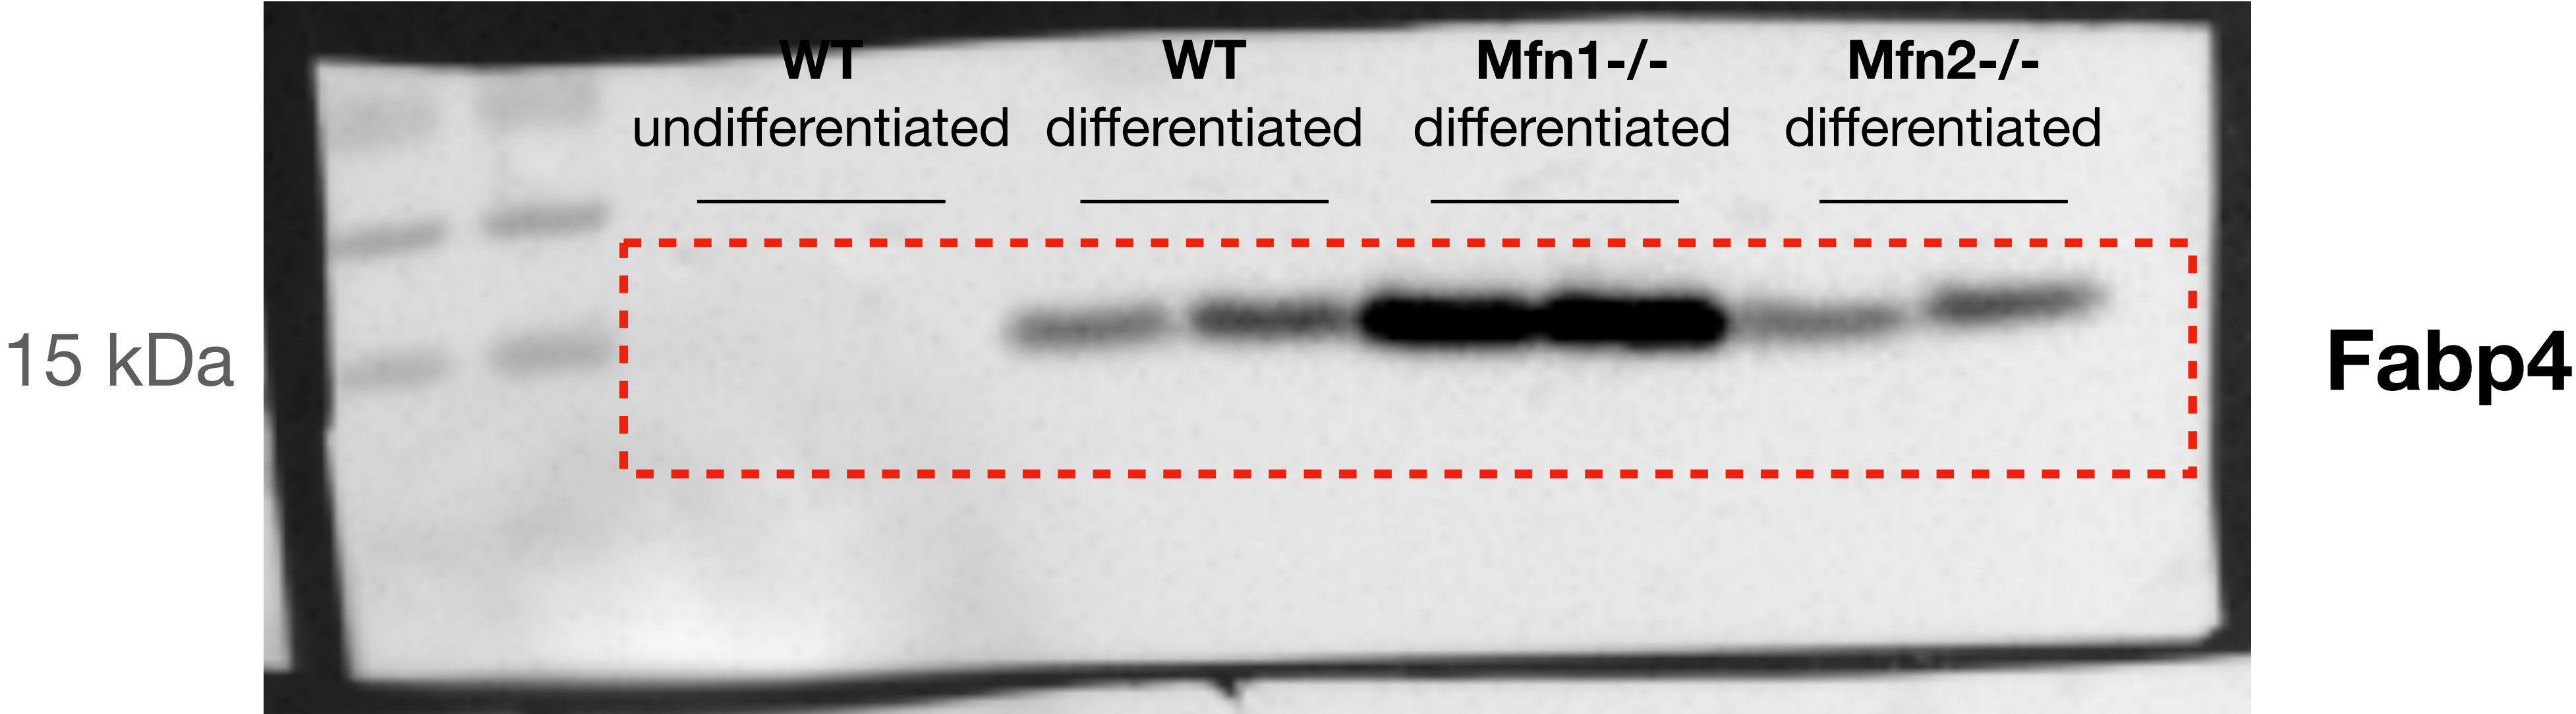

S3 Figure E

50 kDa

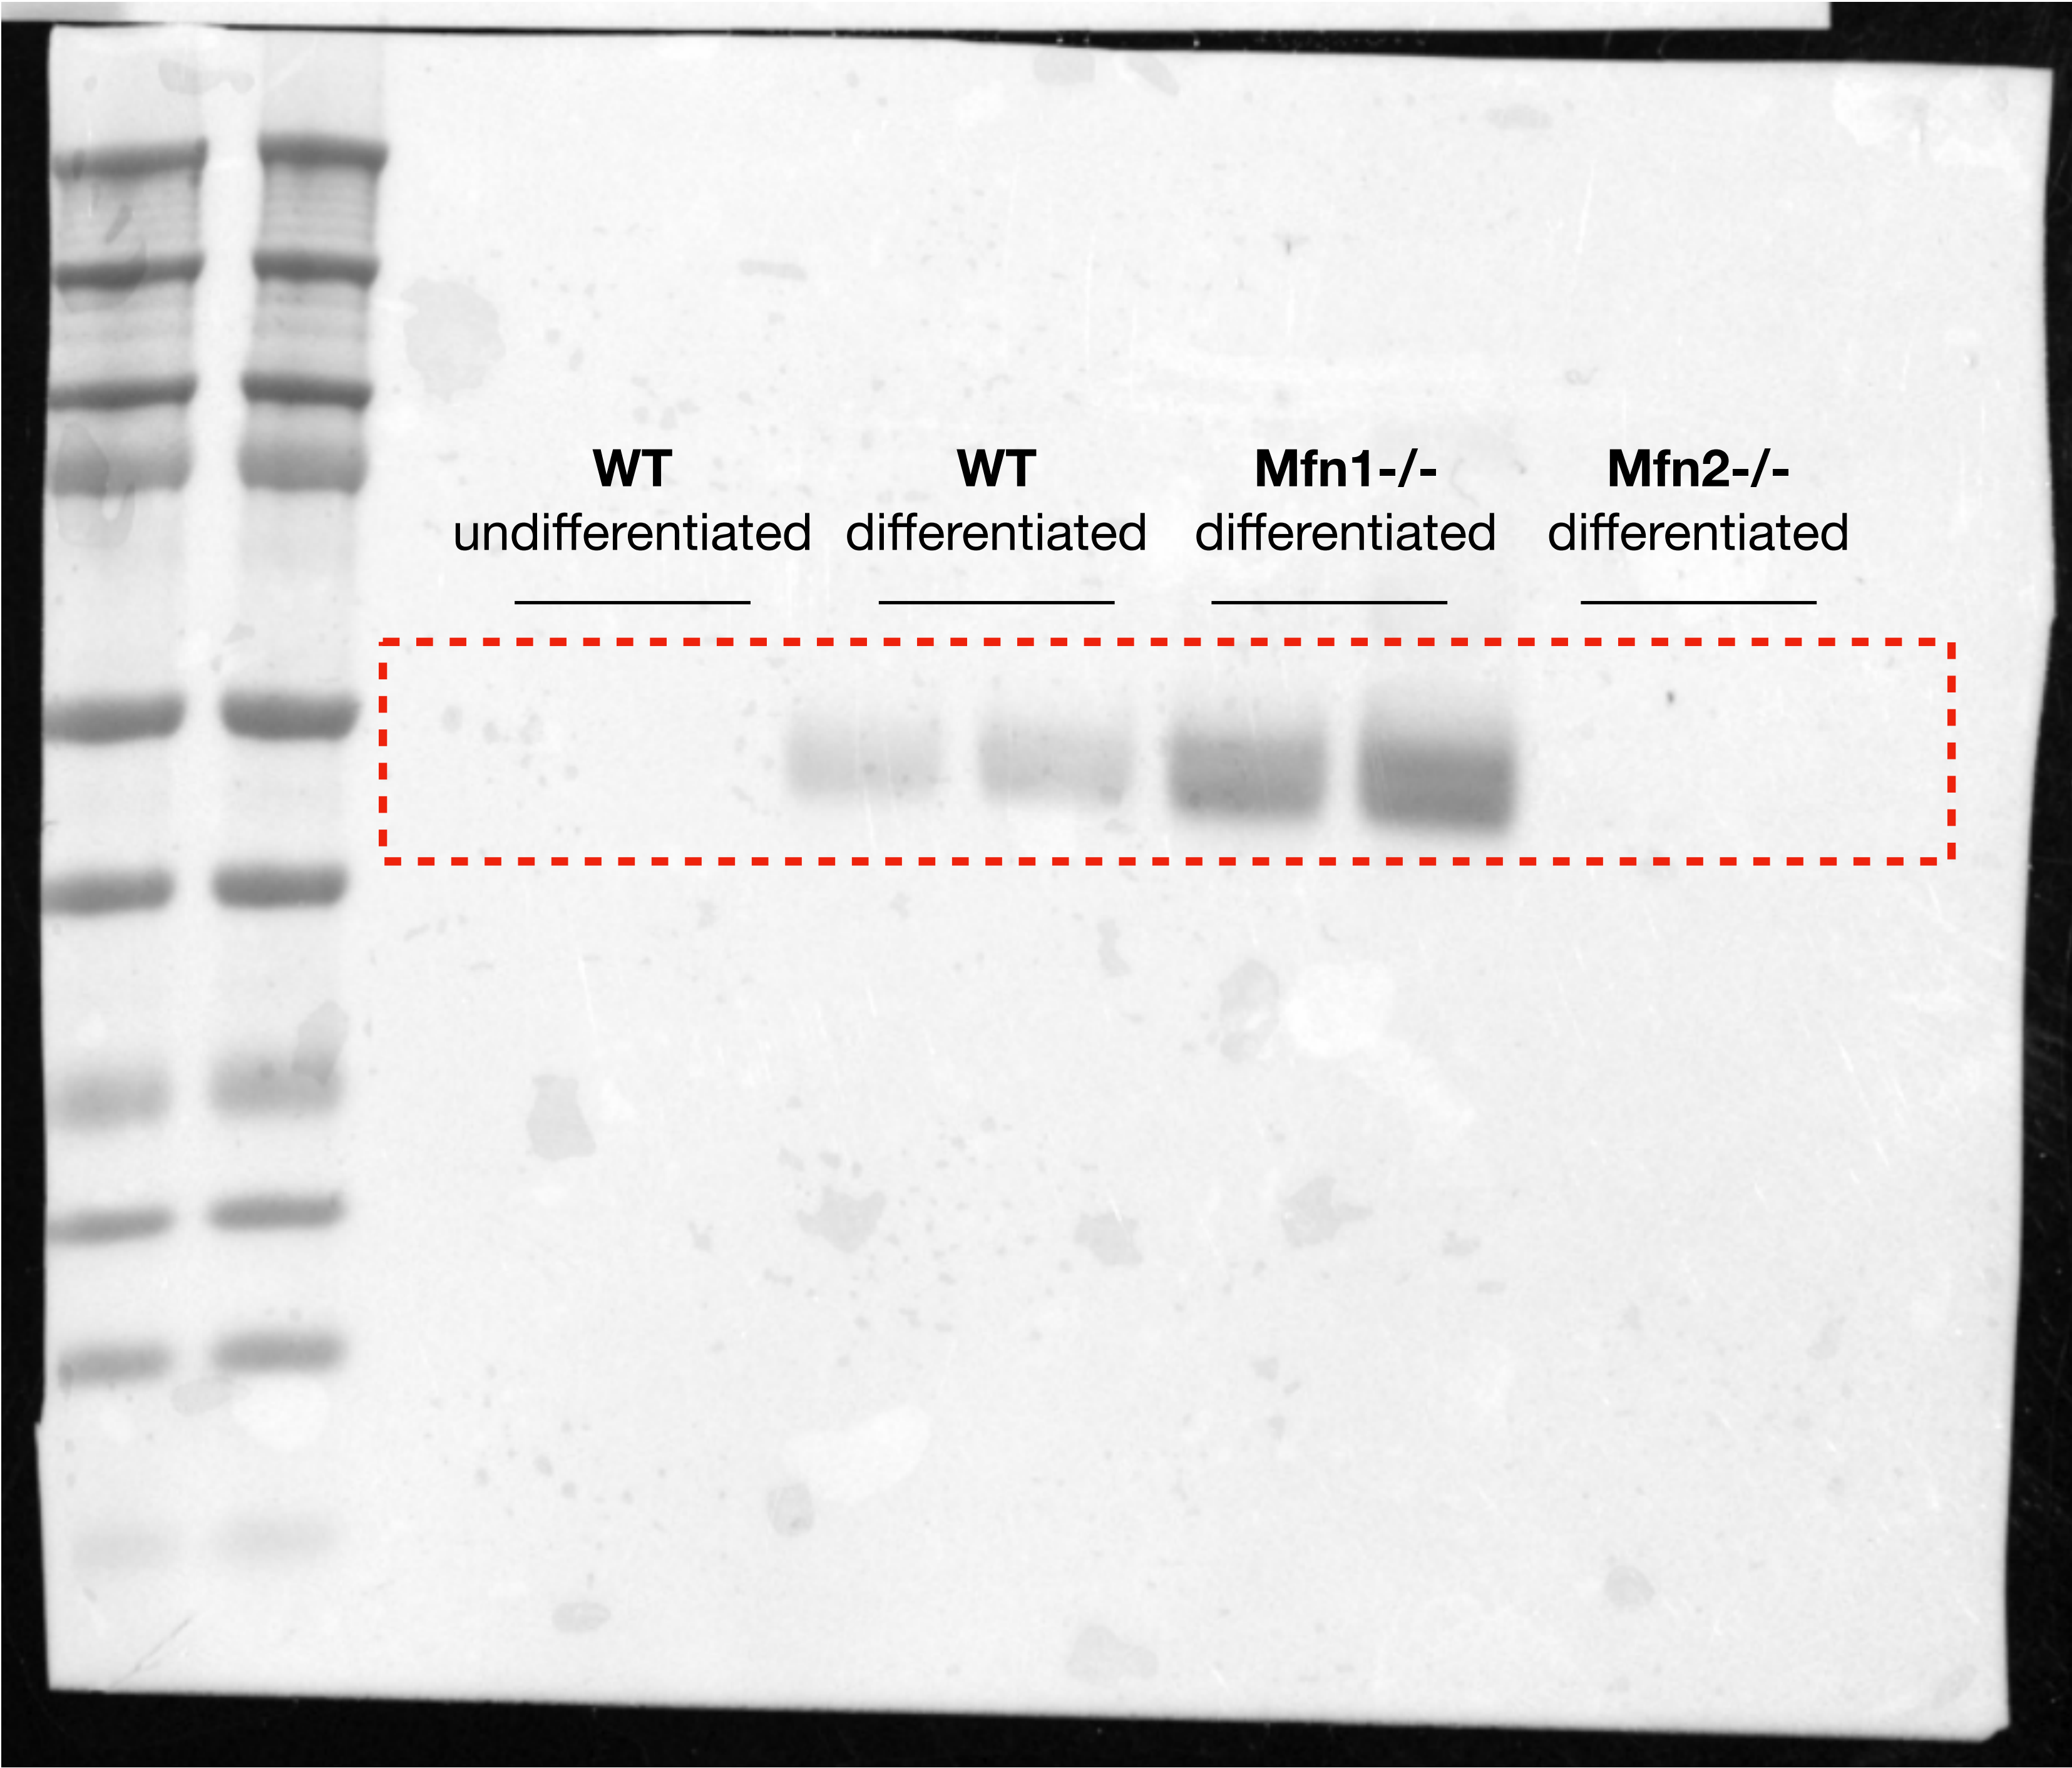

Glut4

S3 Figure E

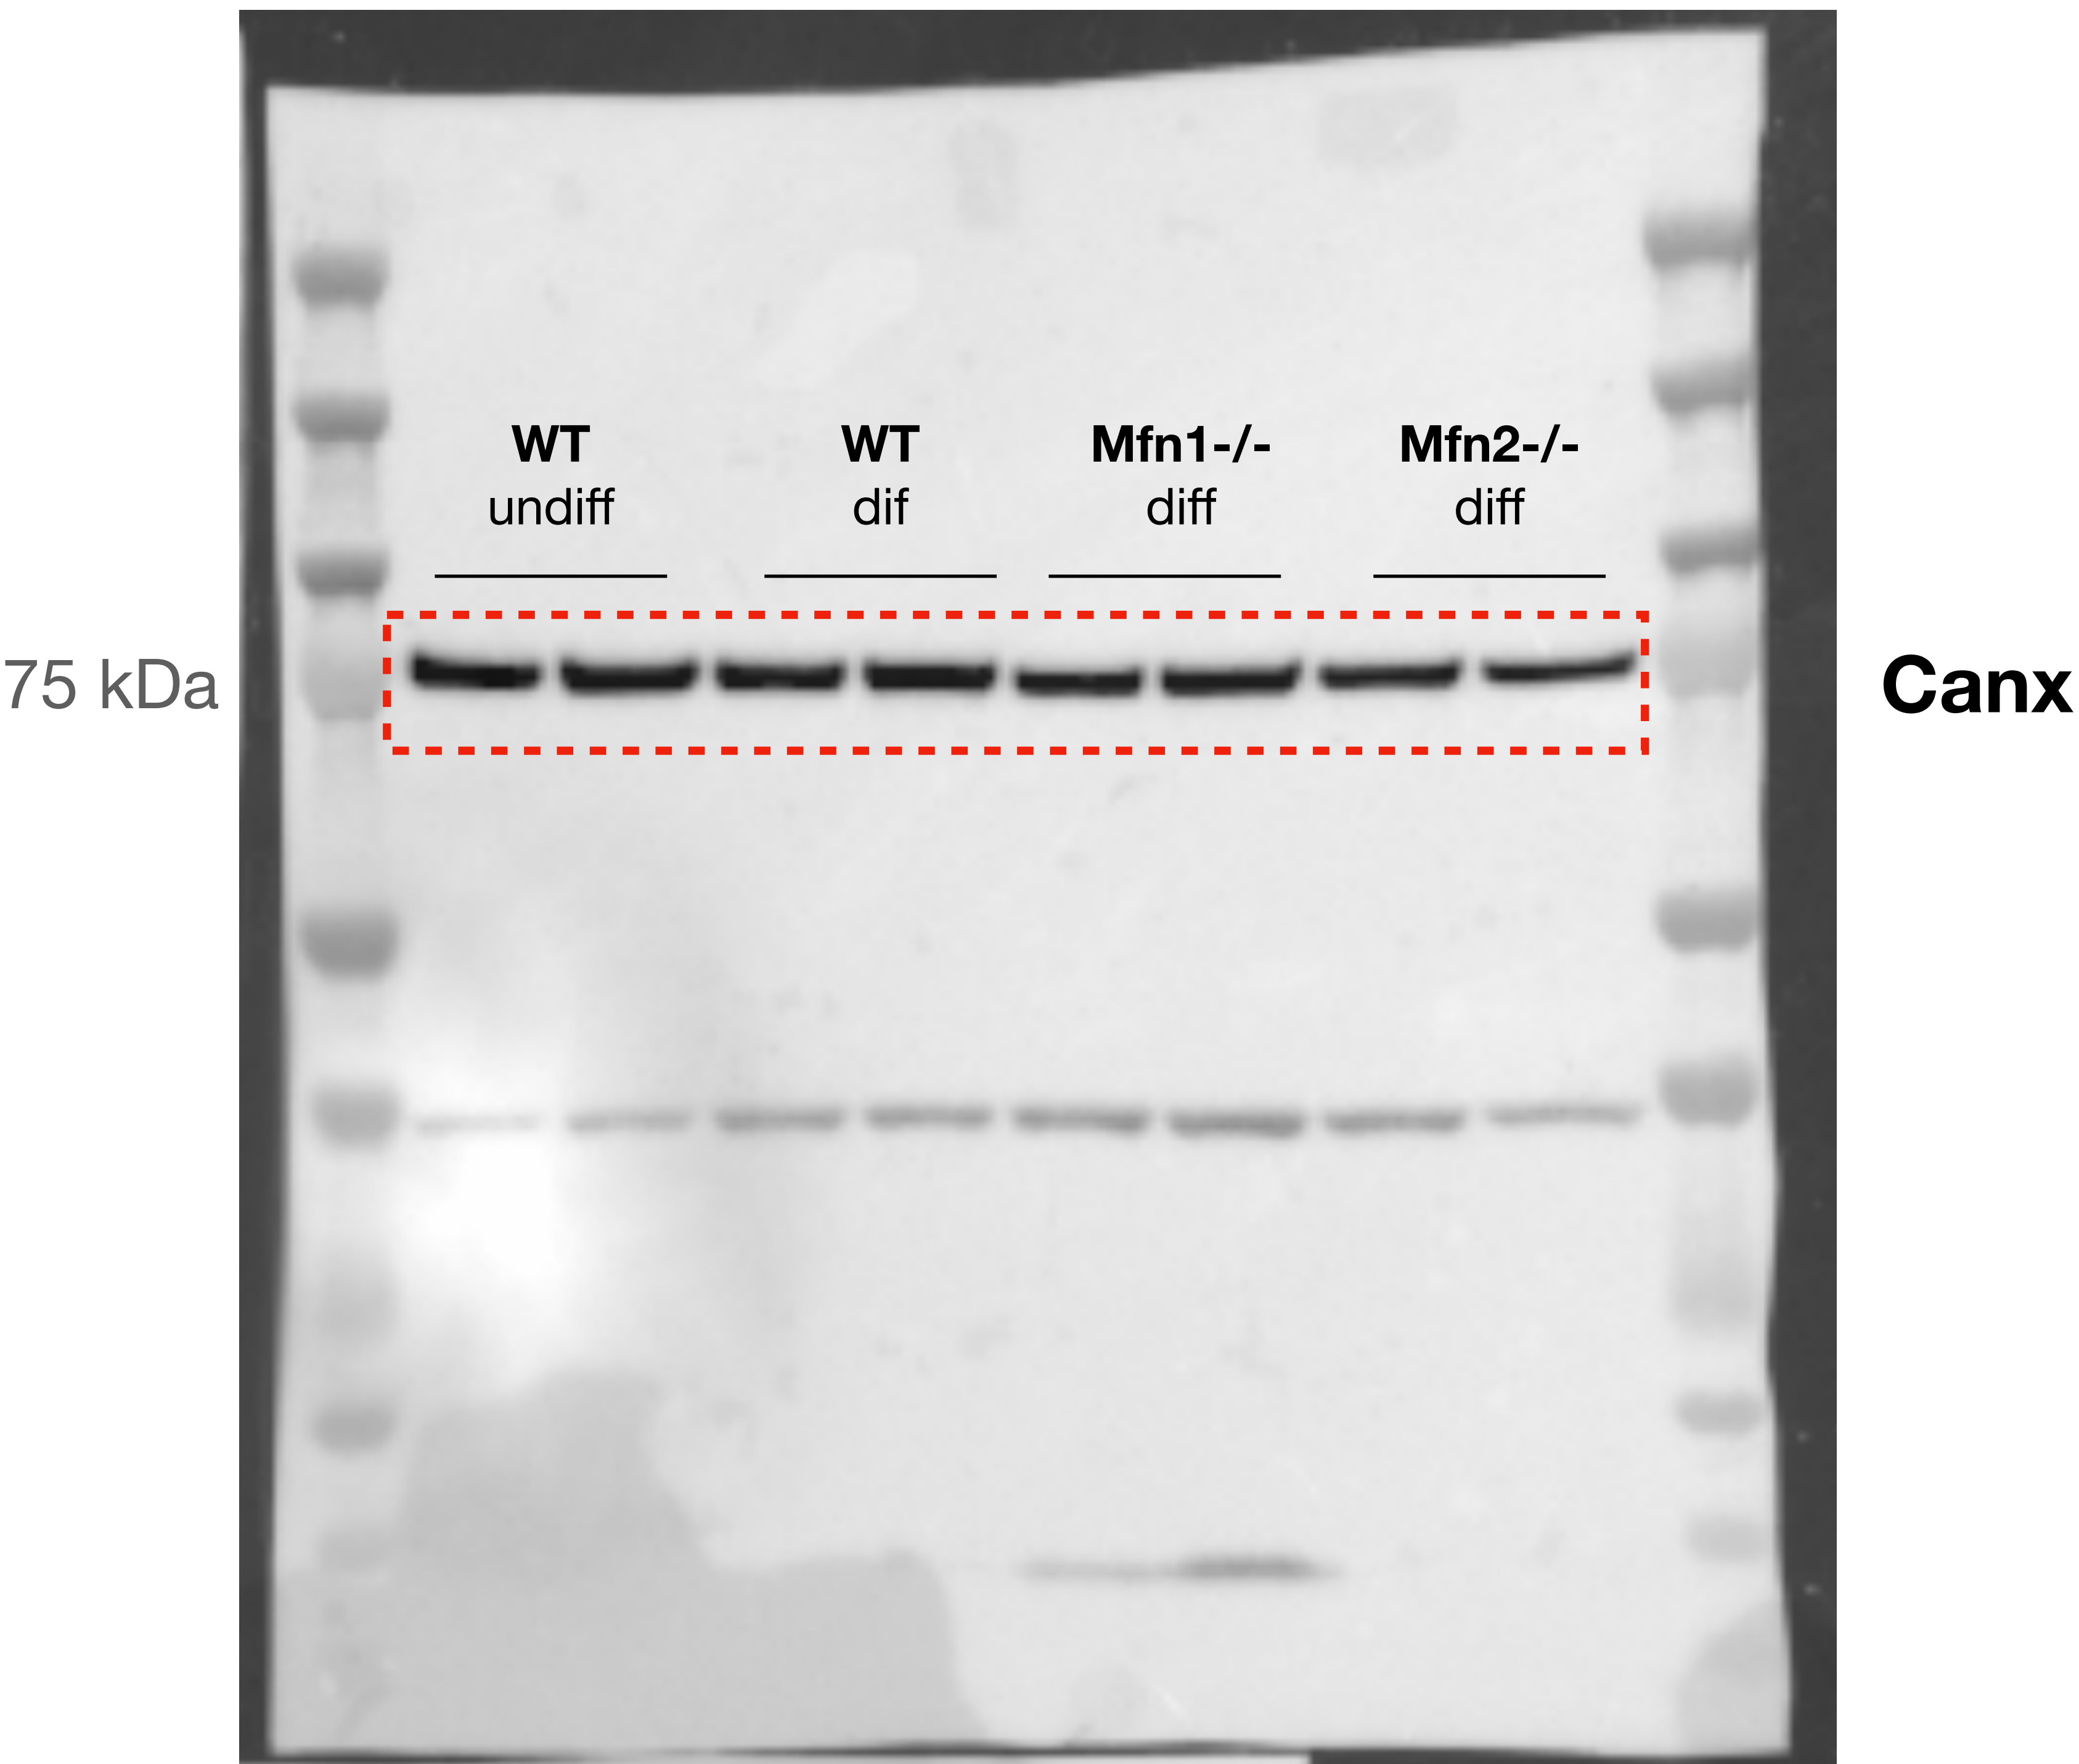

S6 Figure A

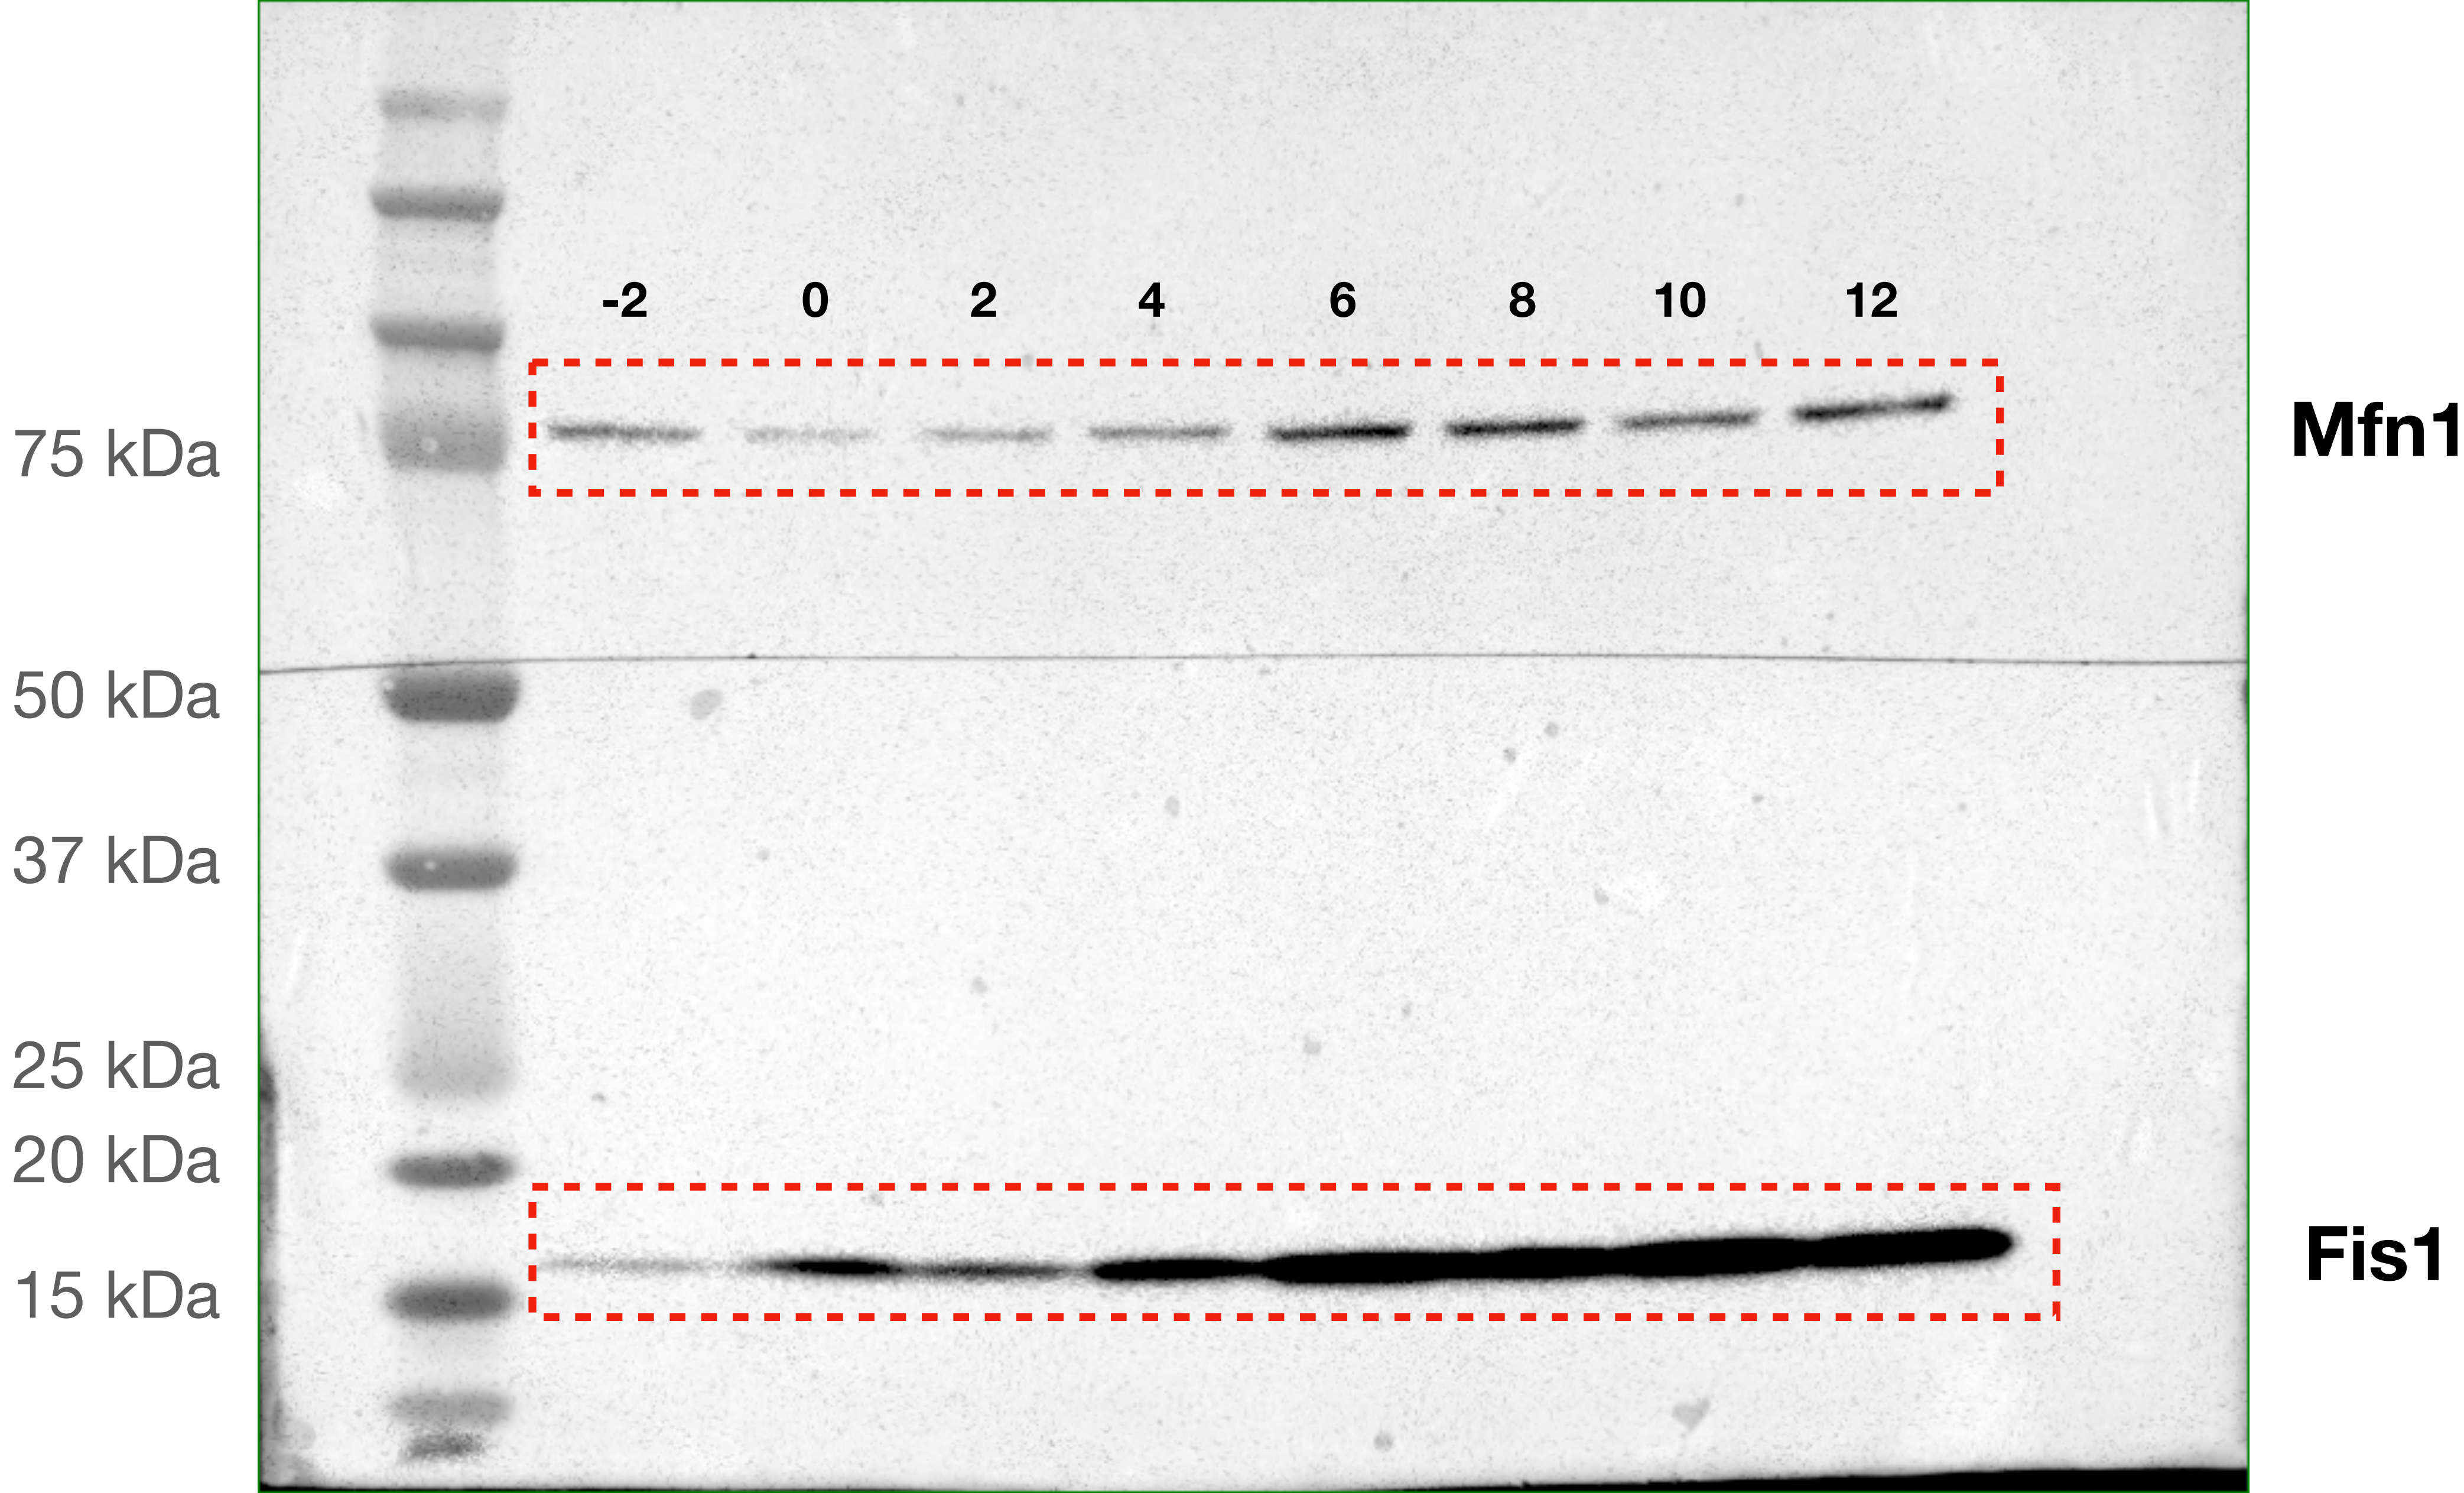

S6 Figure A

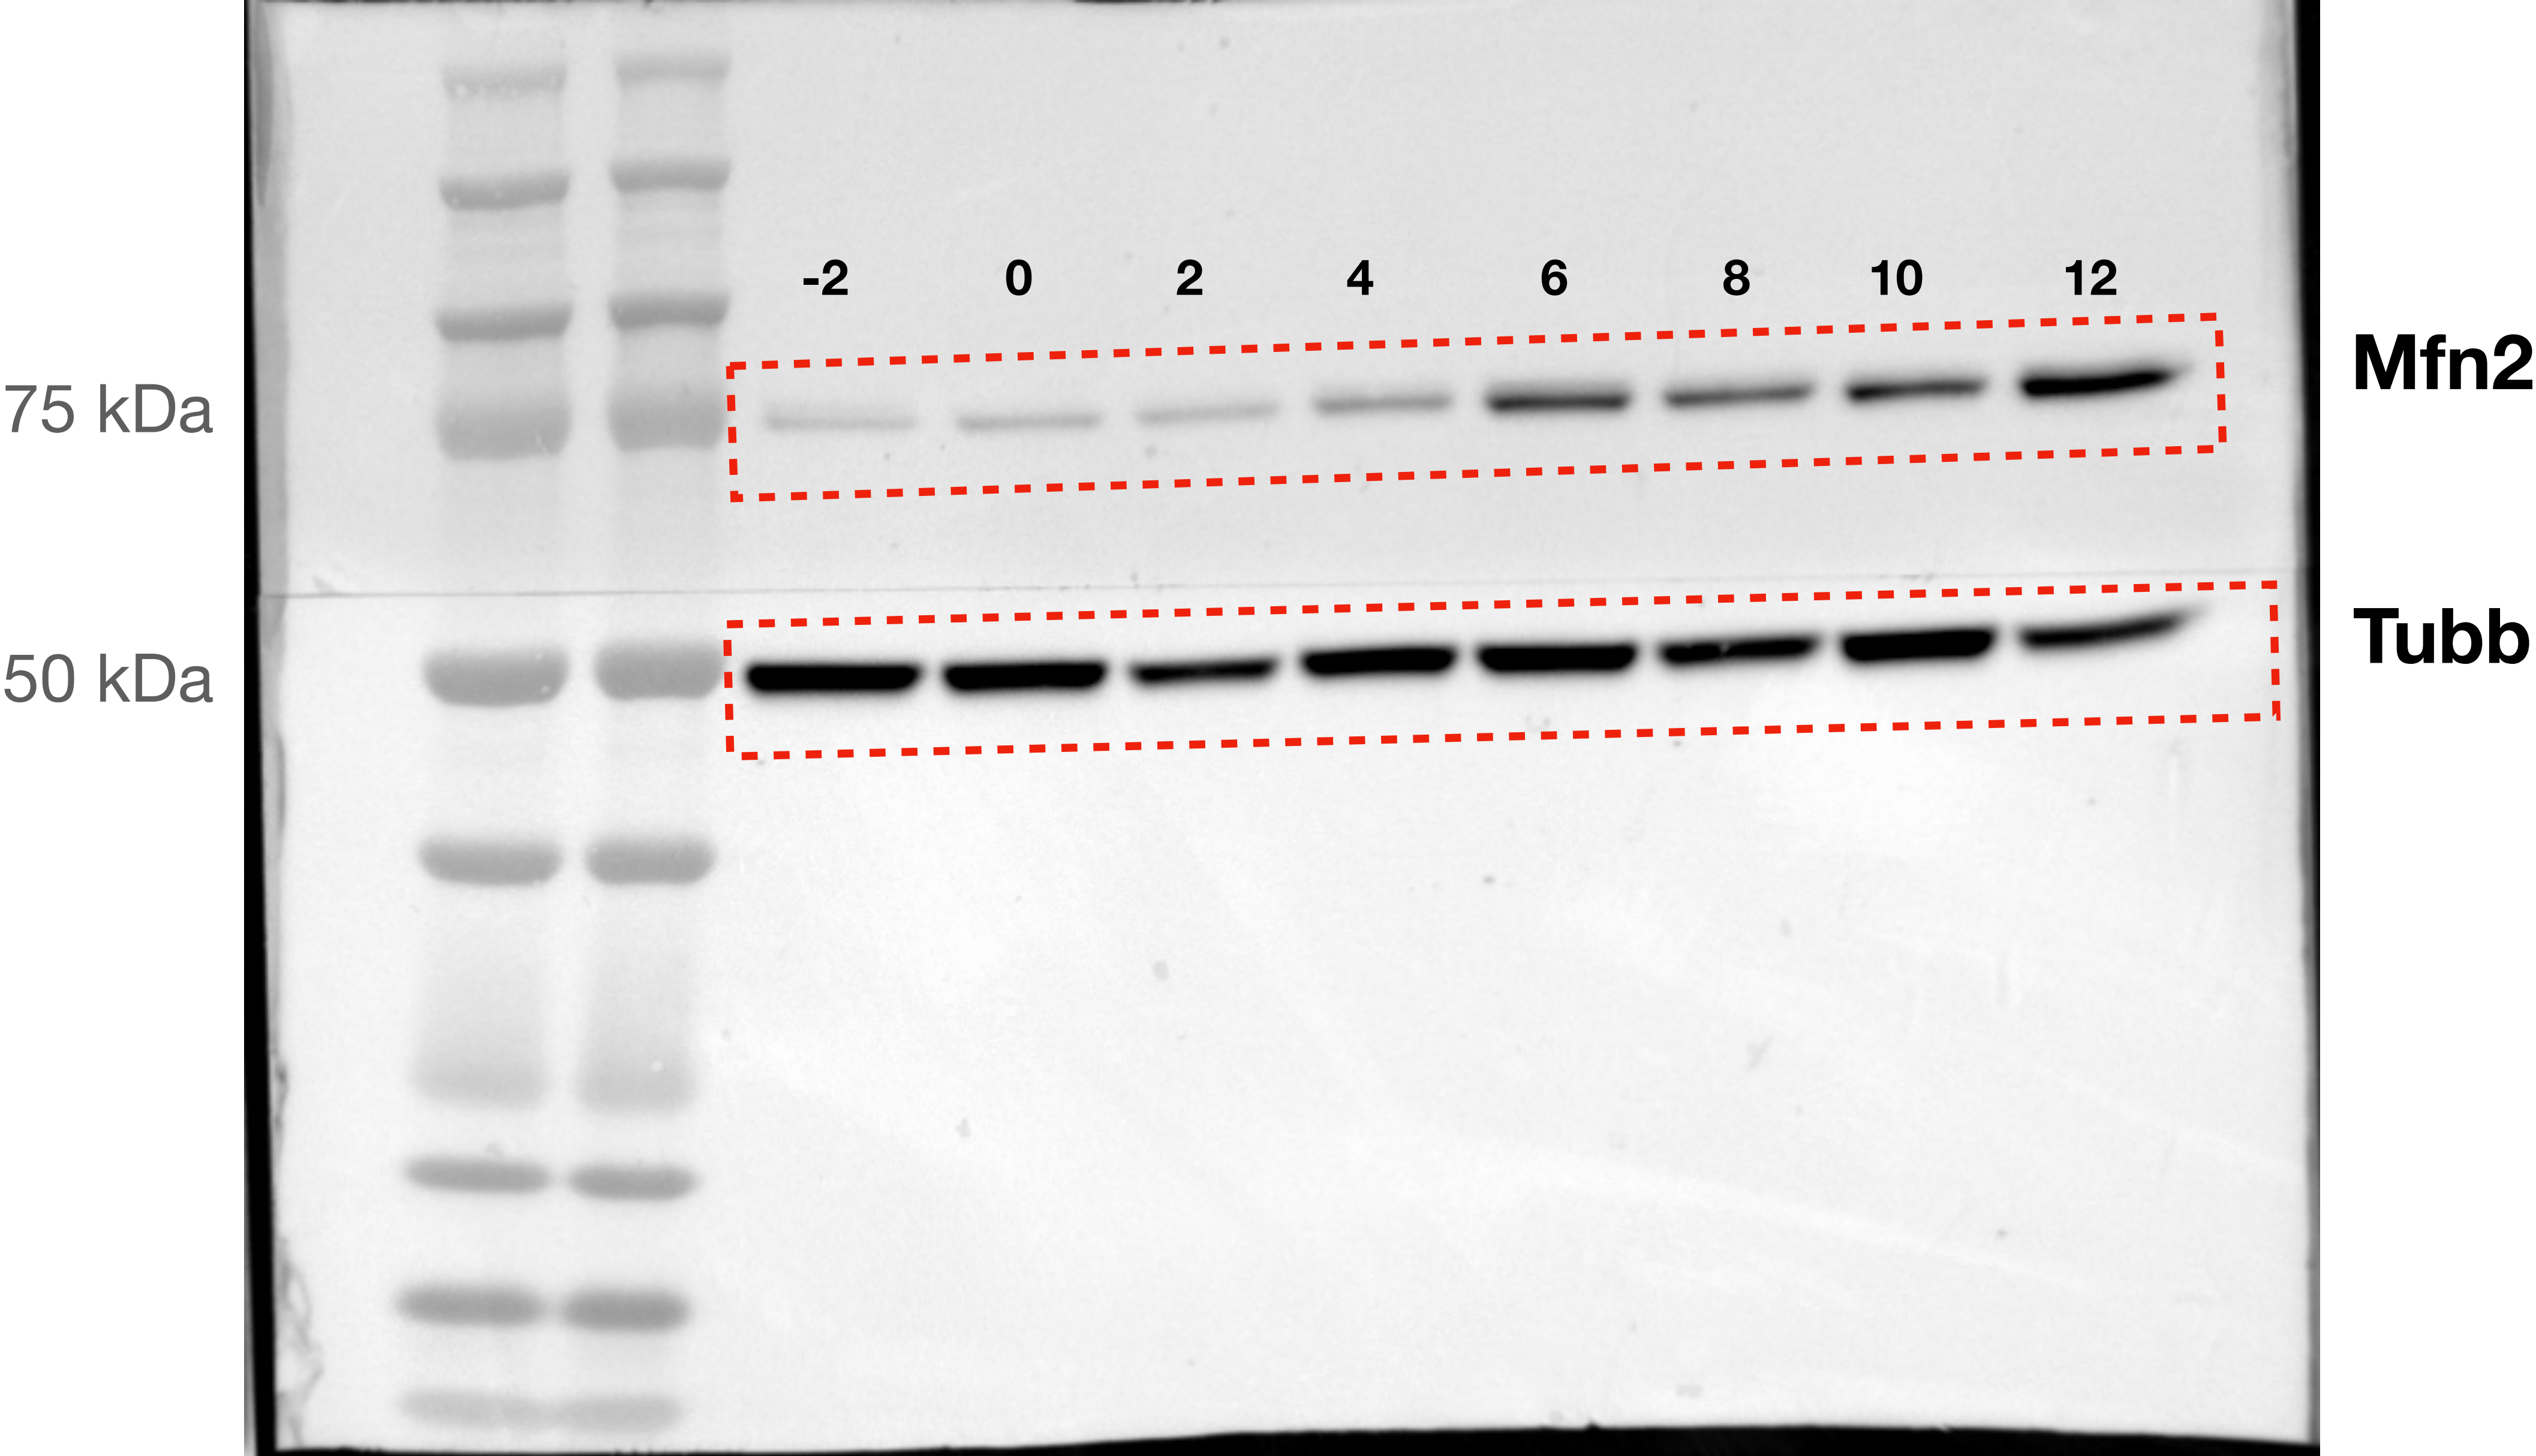

Figure 5A

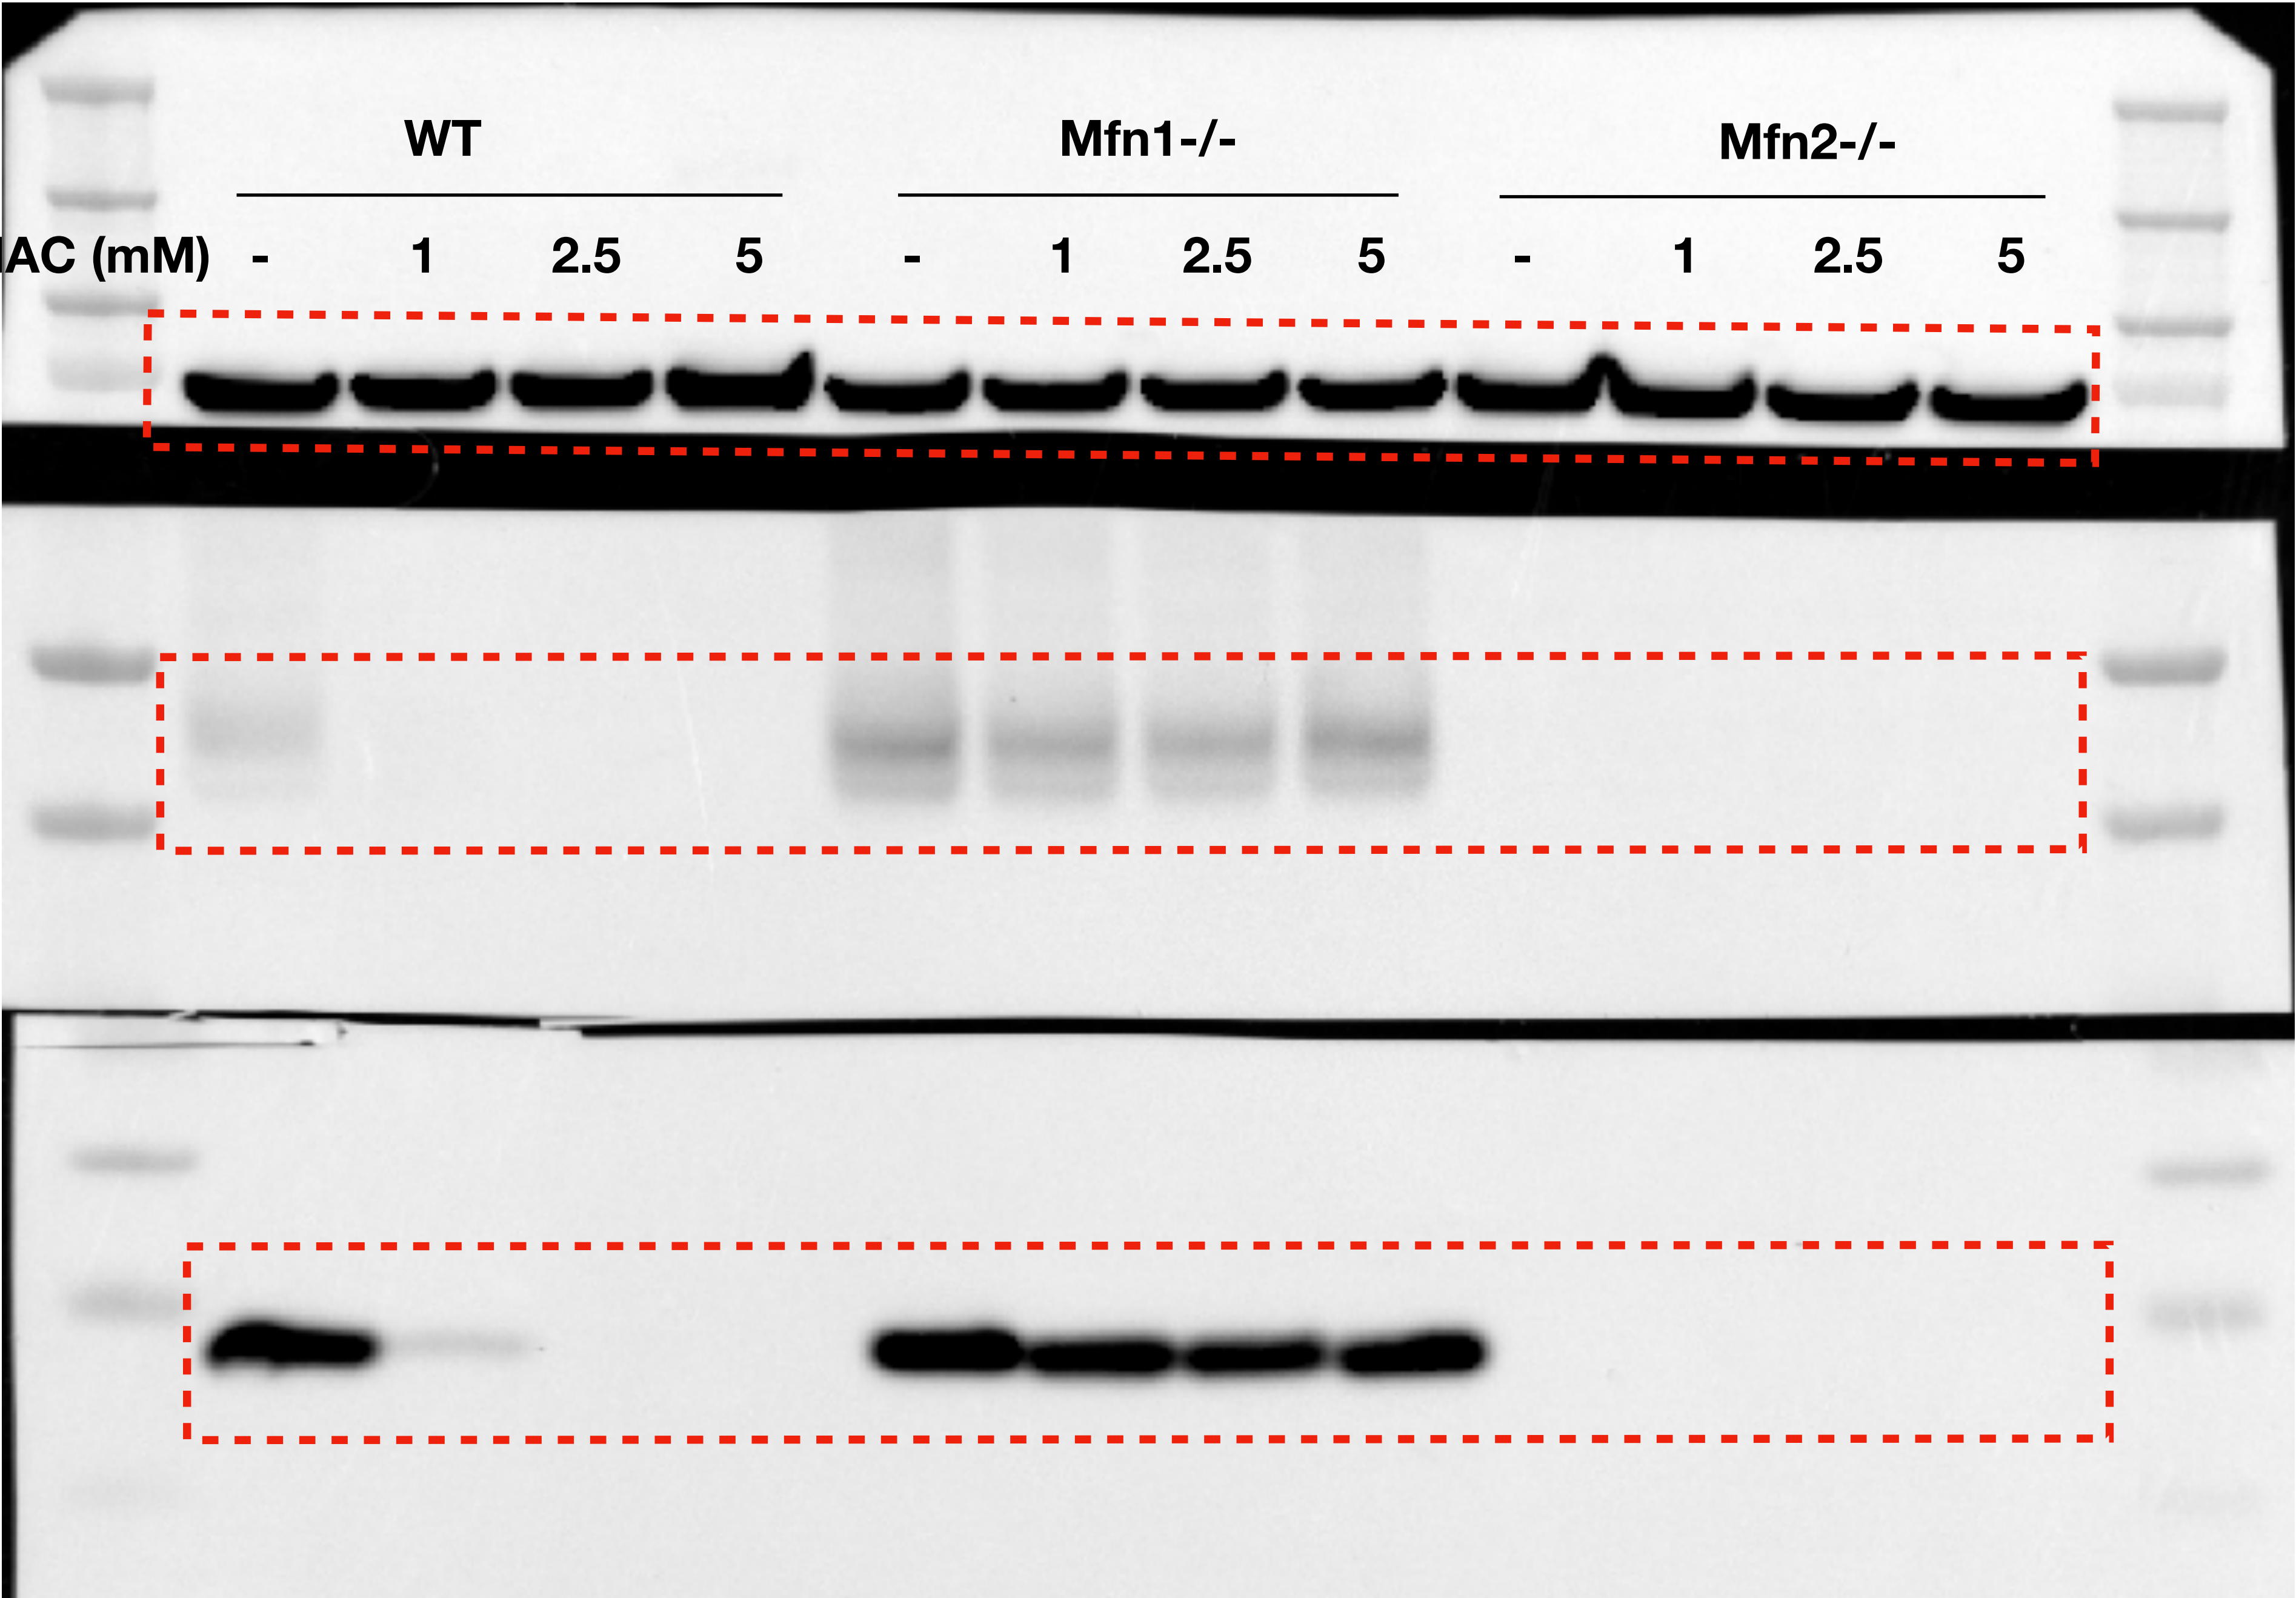

Canx

Glut4

Fabp4

Figure 5A

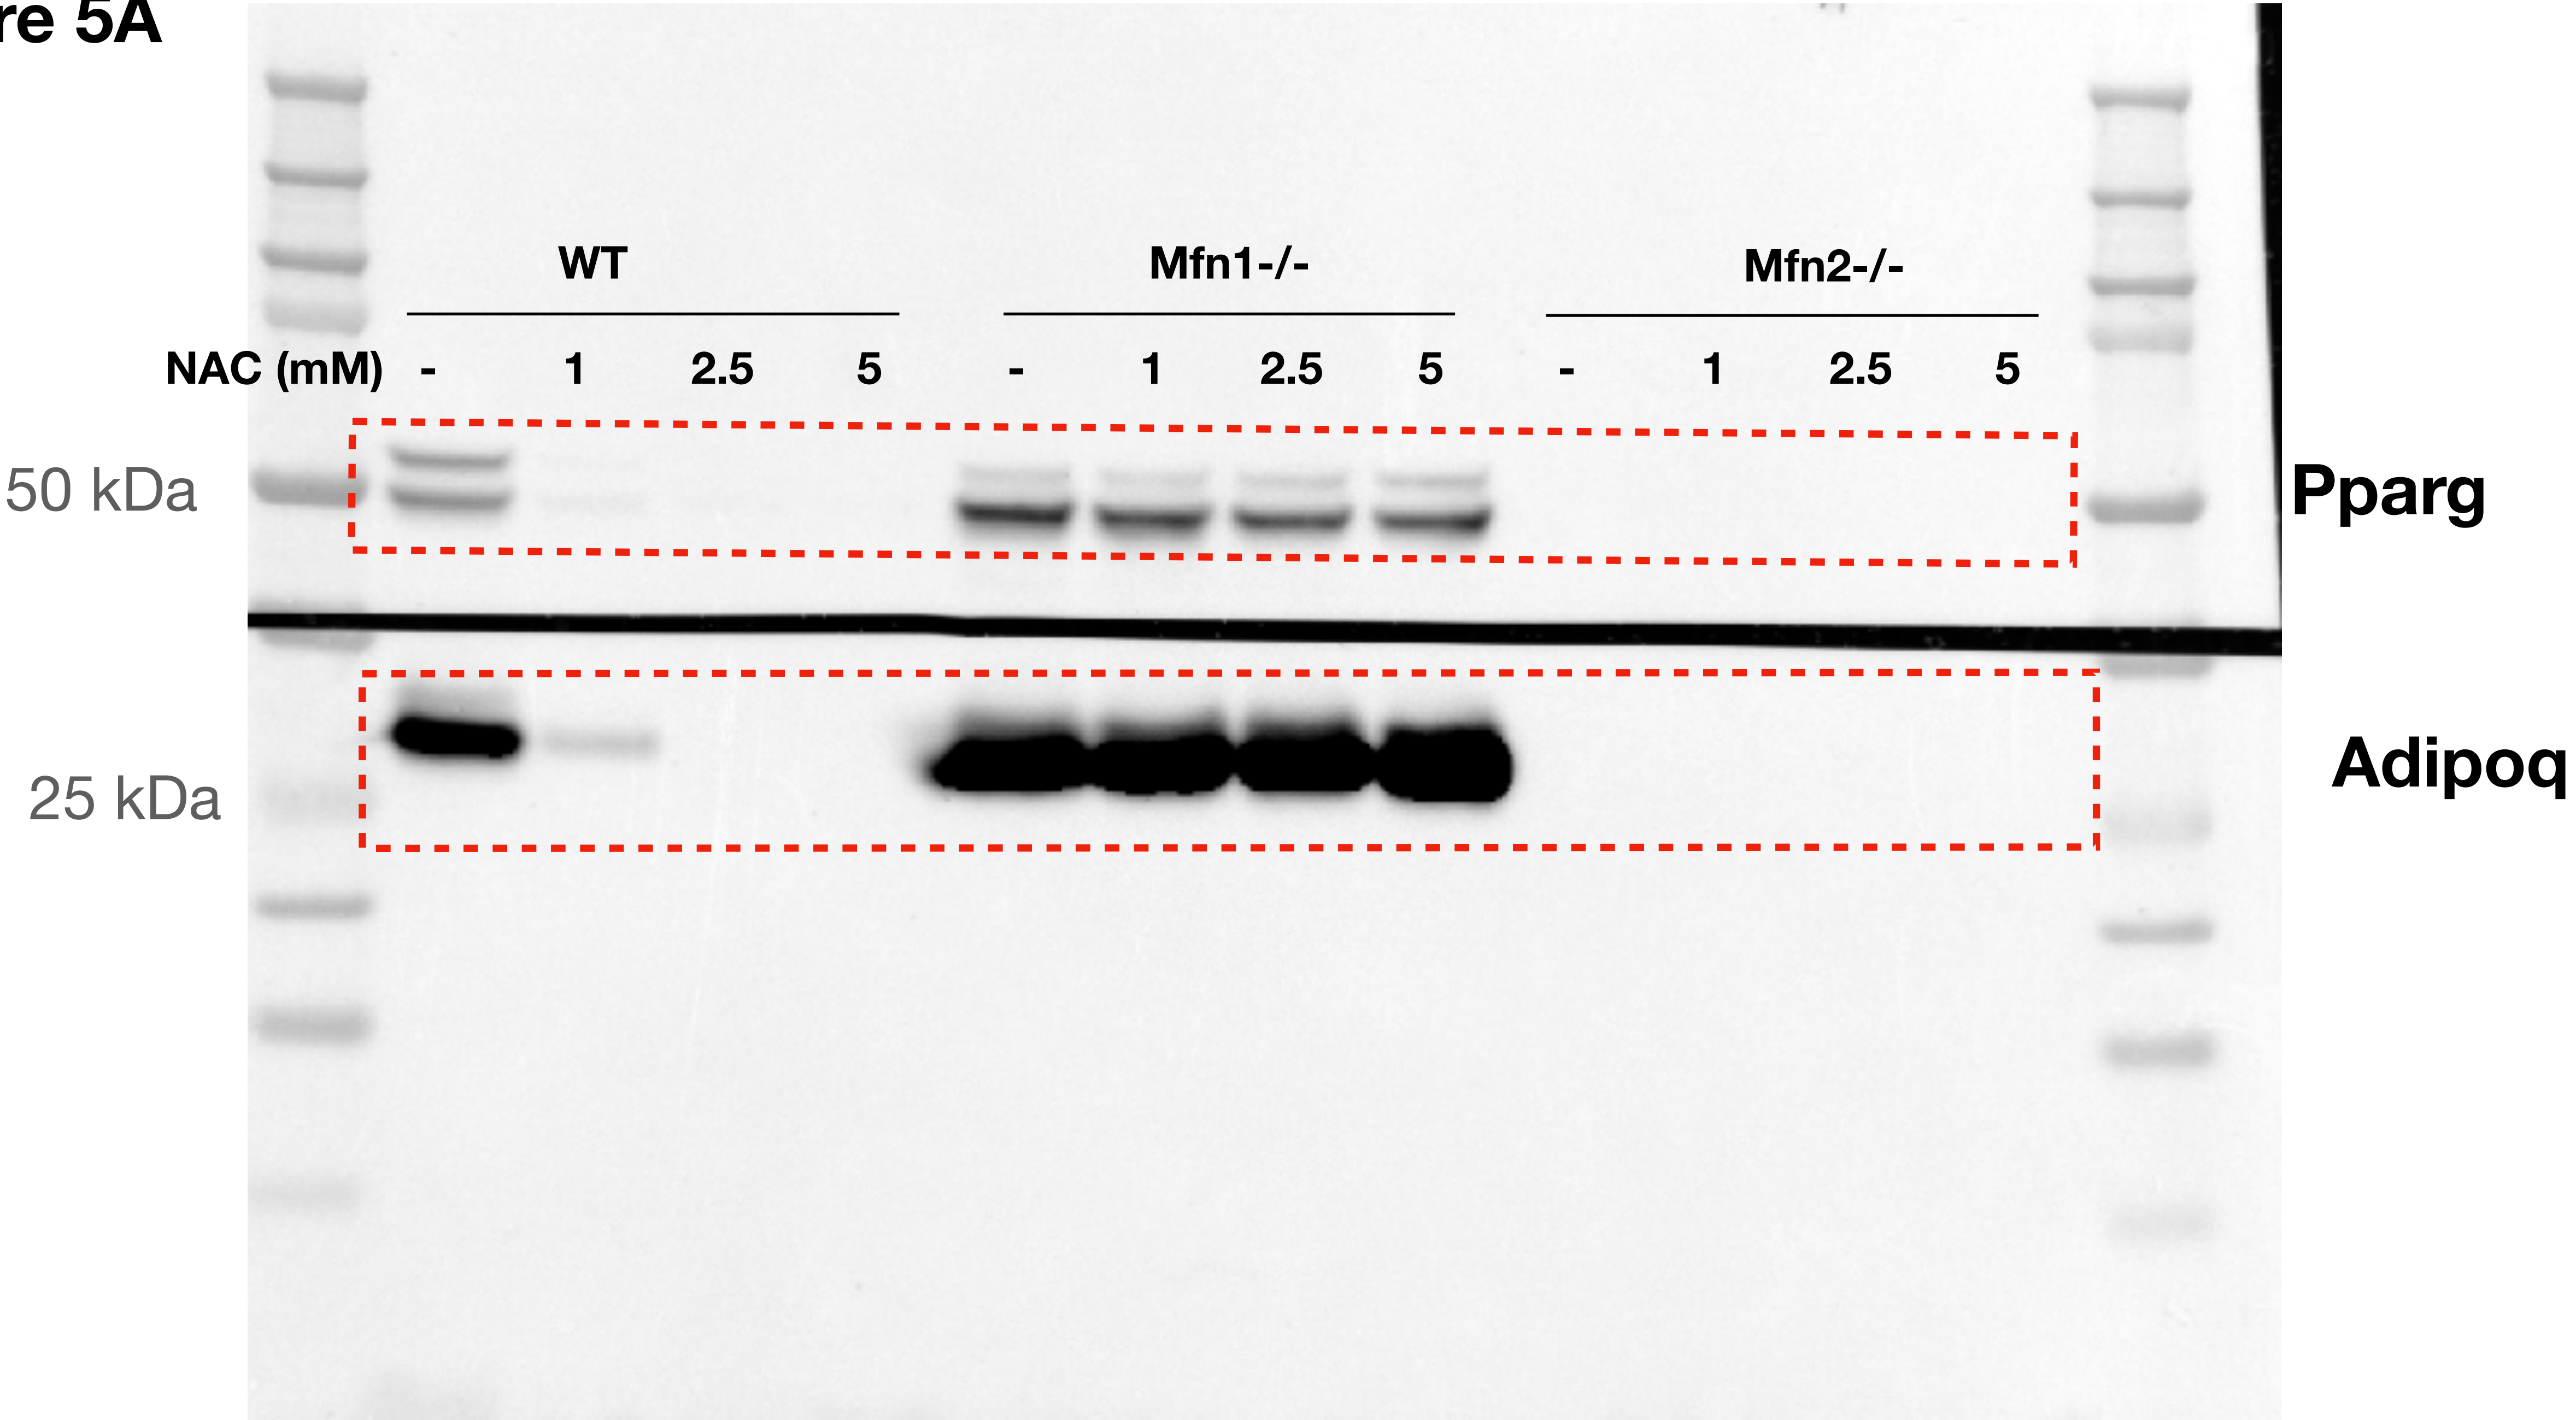

Figure 5A

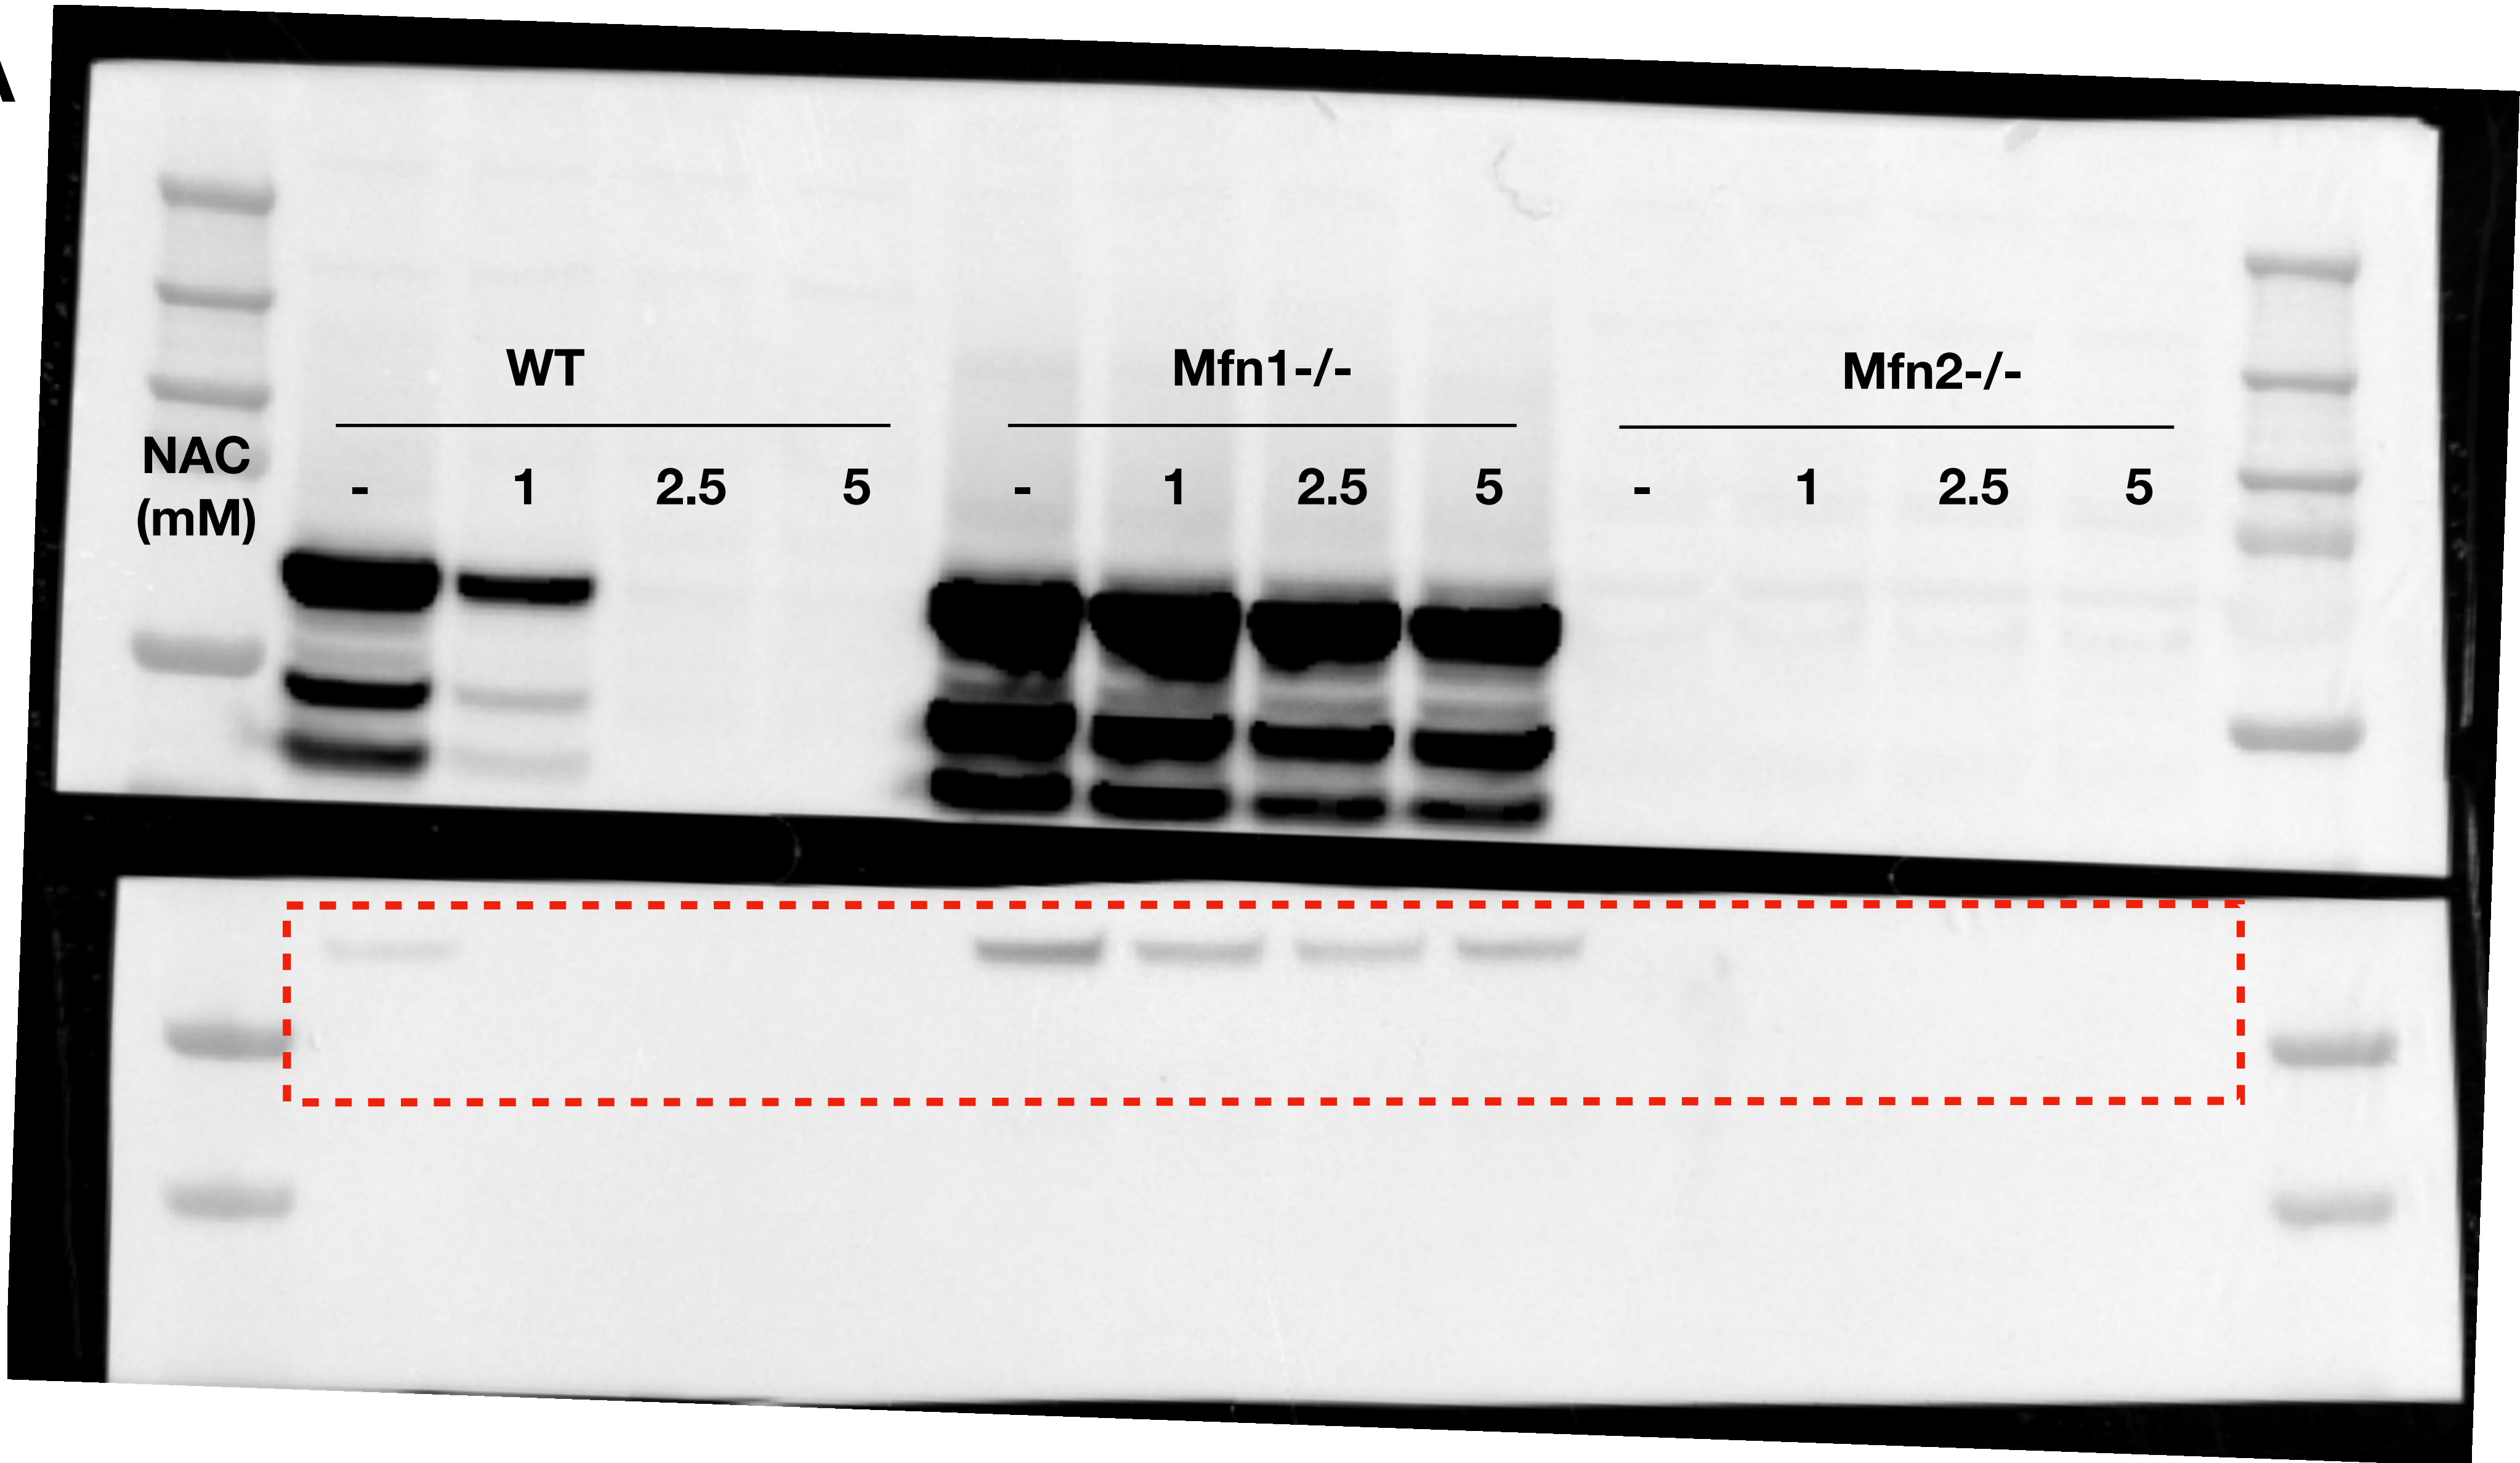

Plin1

How the deposited data were processed for this re-analysis (not part of the article)

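RNA of WT, Mfn1-/- and Mfn2-/- mouse embryonic fibroblasts was sequenced before and during adipogenic differentiation, in 36 libraries that form 12 groups of 3. Mfn1-/- MEFs and WT libraries A to C cover day -2, 0, +3 and +8, and Mfn2-/- MEFs and WT libraries D to F cover day -2 and +8. All columns of the table of values were mapped to a group by their labels. The Mfn2-/- columns carry the replicate letters A to C where the labels give D to F, so these libraries were mapped to their group but not paired with WT libraries. The paper's text does not name which 3 of the 6 WT libraries at day -2 and day +8 entered each comparison, and the WT libraries scaled together with a knockout line were used as its WT.

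The authors trimmed adapters with cutadapt, aligned reads to GRCm38 with STAR, sorted them with SAMtools and counted reads per gene with featureCounts. The versions are not given. The table holds 16623 lines with gene symbols. A total of 19 symbols stand in 64 to 729 identical lines each, which were merged, leaving 14761 genes. The signal values were made by the authors, who divided gene counts by 1 factor per library before deposit. A single step per column turned 100% of the values into whole reads, within 0.01 reads. The factors were set separately in 6 blocks of 6 libraries. Of the 14761 symbols, 14727 (99.77%) matched 1 gene of GENCODE vM21, which was used for identifiers, coordinates and overlaps.

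Total reads per library ran from 8800674 to 37011894, with a median of 12641490. Normalized counts plus a pseudocount of 1 were taken to log2, and the 14293 genes with at least 10 in at least 3 libraries were tested with limma 3.58.1 (R 4.3.3, trend and robust settings) in 1 model with a mean for each of the 12 groups. P values were adjusted by the Benjamini-Hochberg method over these genes, and a gene passed at an adjusted p under 0.01. Comparisons of a knockout with WT, and of these effects with each other or between days, stay within blocks and used the values on the authors' scale. Comparisons between days within a line, and between the WT sets, cross blocks and used values rescaled by TMM (edgeR 4.0.16). This departs from the design first written, which used the authors' scale throughout. That scale was kept as an alternative, since it moved the median of all genes between blocks.

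Lists of genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 46 lists, and in the same way with a correlation estimated from the data (statmod 1.5.0) and with fry. Over the 4 comparisons of a knockout line with WT at day -2 and day +8, the mesothelial list in Mfn2-/- at day -2 is the 1 call that held with an estimated correlation. The lists were written by hand and are not the Hallmark sets of the paper, which were not used here. Lists for cardiac, mesothelial, imprinted and positional genes were written after the paper's figures had been seen. Genes with few reads in a group were given from their reads: with 0 reads in a group, a fold was computed against 3 reads over the group and given as a lower bound, and with 1 to 3 reads as a ratio with its 95% counting interval. With such genes set at their bound, no median of a list changed. Fitted values of genes at 0 reads depend on the pseudocount and are no bound.

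The lists, the threshold, the comparisons, the alternatives not named below as added and the rule for naming genes were set before the data were examined. Genes named are the 17 that the paper names, the 6 largest rises and falls of each comparison of a knockout with WT at day -2 and day +8 (passing, with non-overlapping groups, a mean of at least 100 in the higher group and a named gene model), up to 2 rises and 2 falls per list with a mean of at least 100, the genes of proteins that the paper measured, and the sex-linked genes of the list. Values in the paper's figures had been seen by then. Some genes that this rule names are not reported.

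Alternatives were a pseudocount of 0.5 or 5, no filter, a filter at 50, quantile normalization, TMM, only the libraries of the comparison, all 6 WT libraries of the day, DESeq2 1.42.0 and edgeR on the recovered reads, each library left out in turn, the replicate letter as a block, and the thresholds of the volcano plots. Alternatives added after seeing the data were all 6 WT libraries rescaled by TMM, the authors' scale between blocks, DESeq2 on only the 6 libraries of a comparison, and the analysis without genes overlapped on the opposite strand. List alternatives were also run, after the results were seen, for lists that answer the paper's gene sets and had not passed.

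The pipeline was tested on simulated data in the design of the comparison of Mfn1-/- with WT at day -2. Limma recovered 14 of 67 genes changed 1.5-fold (20.9%), 40 of 67 changed 2-fold (59.7%) and 61 of 66 changed 4-fold (92.4%), with 1 false among 116 calls. For the difference in response to differentiation it recovered 1 of 67, 21 of 67 and 55 of 66. DESeq2, fitted on only the 6 libraries of the comparison, had 15 false among 139 calls (10.8%). On all 36 libraries, as for limma, edgeR had 0 among 116, so DESeq2 was not compared with these on the same libraries. Each gene was simulated with 1 dispersion for all groups. False calls where the spread differs between groups, as it does in these data, were thus not tested. With no change simulated, limma made 0 calls at day +8. Changes under 2-fold were therefore often missed at this depth and number of libraries. Plin1, Cd36, Adipoq and other adipocyte genes outside the table were not analysed here.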

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

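The tests of explanations for Mfn1 RNA at day +8, for the WT sets and for Pparg, and the counts over other splits of the libraries, were chosen only after the results were seen.

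In the libraries labelled Mfn1-/- at day +8, Mfn1 RNA stood at 99.0% of the WT level after 12.8% at day -2, and its change with differentiation differed from that of WT by 2.90. The tables argue against WT cells in these libraries or a swap with WT libraries: 18 genes near absence in Mfn1-/- at day -2 stayed at no more than 1.09% of WT at day +8 (median 0.167%). They also argue against the scaling (lowest log2 fold change over 4 other scalings -0.0657, with quantile normalization) and against a rise in every line (log2 fold change -0.41 in WT libraries A to C). A candidate explanation is that RNA from the targeted allele rose by day +8 (2.90). It cannot be told apart from RNA of an intact allele, since the table holds 1 value per gene and no exons, and the paper's Fig. 1A shows loss of the protein only before differentiation.

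The WT sets, which carry the same label, differed at 2909 genes at day -2 (1515 higher and 1394 lower in set D to F) and at 2928 at day +8. This was seen in a comparison that the paper does not make. Counting without regard to strand in set D to F and by strand in set A to C may explain the genes over 32-fold higher in set D to F at both days, of which 98 of 116 (84.5%) overlap an exon of a gene on the opposite strand, against 32.4% of 14260 genes. It does not explain the genes over 8-fold lower there, of which 1 of 62 (1.61%) has such an overlap. Among genes without an overlap, 1641 still differed at day -2. Culture, passage or sequencing batch cannot be told apart for these, since each set was scaled with 1 knockout line, and no biological difference between the sets is named.

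Pparg had 0 reads at day -2 and 1 read at day +8 in the Mfn2-/- libraries. The tables argue against the loss of a chromosome segment that reaches its neighbours, since 18 tested genes within 1 Mb had a median log2 fold change of 0.0589 (-0.88 to 0.82). They argue against a lower depth as well, since 186 reads would be expected at the WT level and this depth. A loss or silencing of single genes may lie behind it and stays open: 40 genes on 17 chromosomes, Pparg among them, had at most 3 reads over the 6 Mfn2-/- libraries and at least 150 in WT at each day. Ebf1, Ndn, Tbx3, Lhx8, Pdk4 and Crabp1, picked from these after their values were seen, are others (Tbx3 has exons overlapped on the opposite strand), and the paper itself raises clonal changes in MEF lines.

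Some libraries lay far from the others of their kind. Among the 6 WT libraries of day -2, total reads of library C were 37011894 against 14476461 in the next. Among those of day +8, after rescaling, Klf15 stood at 394 in library C, Selenbp1 at 298 in library F and Slc2a1 at 559 in library B. This makes 4 of 32 groups of values tested, where chance marks about 1 in 20.

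The response to differentiation, day +8 against day -2, differed between the libraries labelled Mfn1-/- and their WT for 3823 genes, 1717 with a larger log2 fold change and 2106 with a smaller one. Among the genes that the paper names, the difference in log2 fold change was -2.84 for Klf4, -3.15 for Zfp521, 1.71 for Vegfa, 2.00 for Slc2a1, 4.71 for Fabp4, 2.90 for Mfn1 and 1.29 for Mfn2 (adjusted p from 3.16e-11 to 3.13e-04). These rest on the libraries labelled Mfn1-/- at day +8. In Mfn2-/- MEFs the response differed for 2216 genes (1024 and 1192), by -1.91 for Pparg, -5.53 for Cebpa, -3.16 for Klf4, -2.70 for Klf15, -2.49 for Zfp521, -6.15 for Selenbp1, -6.48 for Slc2a4 and -3.21 for Fabp4 (adjusted p from 1.07e-09 to 0.00243). For Pparg, Fabp4, Klf15 and Selenbp1 the fitted size rests on groups with 0 to 3 reads and is no bound. With only the libraries of the comparison fitted, the response differed for 2271 genes in the libraries labelled Mfn1-/- and for 5392 in Mfn2-/-, so which response differs at more genes depends on the fit. Selenbp1 kept its call, at -7.44 to -4.36. The calls of Pparg, Fabp4 and Klf15 ended with DESeq2 and edgeR, with adjusted p up to 0.767, 0.825 and 0.6996 (from 3.23e-05, 5.39e-09 and 1.95e-04 over all alternatives).

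Between the knockout effects at day -2, Mfn1-/- minus Mfn2-/-, 2994 genes differed, by 8.06 for Pparg, 3.10 for Klf15, -2.59 for Zfp521, -2.91 for Slc2a4, 3.09 for Fabp4, -2.89 for Mfn1 and 1.67 for Mfn2 (adjusted p from 1.27e-16 to 0.00881). Pparg and Fabp4 had 0 reads in Mfn2-/- here and Klf15 had 1, so their fitted sizes depend on the pseudocount and are no bound. The call for Slc2a4 ended without any 1 of WT libraries A (adjusted p = 0.0158), B (0.0149), C (0.0199), D (0.0364) and E (0.0349), Mfn1-/- libraries A (0.0176), B (0.0176) and C (0.0150) and Mfn2-/- columns A (0.0221) and B (0.0215), and with a pseudocount of 5, the replicate block, DESeq2 and edgeR, within 2.74e-04 to 0.0987 over all alternatives. Klf15 did not pass with DESeq2 or edgeR (0.0371 and 0.208, within 6.53e-05 to 0.208), and Fabp4 not with a pseudocount of 5 or edgeR (0.0708 and 0.0328, within 1.83e-07 to 0.0708).

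At day +8 the knockout effects differed for 5292 genes, in the libraries labelled Mfn1-/- minus Mfn2-/-, by 10.98 for Pparg, 5.49 for Cebpa, 1.14 for Cebpb, 4.35 for Klf15, -3.25 for Zfp521, 2.44 for Vegfa, 5.51 for Selenbp1, 1.95 for Slc2a1, 6.32 for Slc2a4, 11.01 for Fabp4 and 2.90 for Mfn2 (adjusted p from 7.45e-20 to 0.00231). Pparg had 1 read in Mfn2-/- here, so its fitted size is no bound. Cebpb no longer passed without library A labelled Mfn1-/- (0.77, adjusted p = 0.0131) or with only the 12 libraries of the comparison fitted (0.0174, within 2.88e-05 to 0.0174 over all alternatives).

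The paper gives the factors of Fig. 3D at day 0 and +3 but no count of genes that differ. Here Mfn1-/- and WT MEFs differed at 3068 genes at day 0 and 3066 at day +3. With only the 6 libraries of the comparison fitted the count at day +3 was 865, and with DESeq2 on these 1655. Lists of lineage and position genes differed from the other genes in Mfn1-/- MEFs at day -2, with median log2 fold changes of 1.87 (cardiac), 2.76 (cartilage), 4.49 (epithelial), 3.62 (mesothelial), 2.64 (skeletal muscle) and -1.17 (positional identity), and in the libraries labelled Mfn1-/- at day +8 with 3.17 (mesothelial). In Mfn2-/- MEFs the medians were 2.08 (cardiac), 9.18 (mesothelial) and -0.86 (positional identity) at day -2, and 3.02 (cardiac), 8.52 (mesothelial) and -1.41 (genes of mitochondrial DNA) at day +8. With an estimated correlation none of these lists passed apart from the mesothelial list in Mfn2-/- at day -2 (adjusted p = 0.00885). No test was run of whether cells of these types were present.

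With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 3207 genes against a highest other of 1 for Mfn1-/- at day -2, 3068 against 0 at day 0, 3066 against 740 at day +3 and 7171 against 8 for the libraries of that label at day +8. For Mfn2-/- it gave 5079 against 0 at day -2 and 5448 against 0 at day +8. Between days it gave 2190 against 0 in WT libraries A to C, 6164 against 58 in those labelled Mfn1-/-, 3630 against 0 in WT libraries D to F and 2507 against 3 in Mfn2-/-, and between the WT sets 2909 and 2928 against 0. Among splits that part all replicate letters, as the real one does, the highest other at day +3 was 0.

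For the differences between effects, 100 splits were drawn after the mean effects had been subtracted, and only the real one, 1 of 100, gave as many genes. These splits exchange libraries within a block. They cannot test chance differences between lines or cultures, so chance is not excluded. The real counts and the highest others were 3823 and 2328 for the response in the libraries labelled Mfn1-/-, 2216 and 2 for that in Mfn2-/-, 2994 and 506 between the lines at day -2, and 5292 and 2448 at day +8. Without that subtraction, 4, 11, 3 and 1 splits were as large, with highest others of 4915, 6649, 5353 and 3892; such splits still hold part of the knockout or day effects.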

How the results depend on the processing

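The alternatives named as added in the summary of methods, and the choice of which uncalled lists and differences to rerun, came only after the results were seen. At day +8 and between days, Mfn1-/- stands below for the libraries labelled so.

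Over all comparisons and alternatives, 286 counts of genes stayed within 1.5 times the count first given, 8 were higher and 15 lower. For named genes, 11346 values kept their direction and their side of the threshold, 436 lost the call, 53 gained it and 34 changed direction. For lists these numbers were 2693, 131, 26 and 20.

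With only the libraries of a comparison fitted, which estimates the spread from these alone, 865 genes passed for Mfn1-/- at day +3, 4289 at day +8 and 8025 for Mfn2-/- at day -2. Between days 3199 passed in Mfn1-/-, 7042 in WT libraries D to F and 5304 in Mfn2-/-, and for the responses against WT 2271 in Mfn1-/- and 5392 in Mfn2-/-. DESeq2 on these libraries gave 1655 for Mfn1-/- at day +3. The stricter thresholds of the volcano plots left 1117 and 2398 genes for Mfn1-/- at day -2 and +8, and 1941 and 1889 for Mfn2-/-. Over the comparisons of a knockout with WT at day -2 and +8, an estimated correlation left 1 list and fry called 102, against 53. The first of these changed only the correlation of camera, preset at 0.01. On the authors' scale it was estimated at 0.75 for oxidative phosphorylation, 0.60 for G2-M, 0.38 for hypoxia and 0.18 for mesothelial genes. For estrogen response genes it was 0.02 and for skeletal muscle genes -0.02. Fry compares a list with no other genes, and why it called more was not tested.

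On the authors' scale between blocks, 3920 genes passed between days in WT libraries A to C (792 up, 3128 down), and between the WT sets 9079 at day -2 (805 up, 8274 down) and 5350 at day +8 (1124 up, 4226 down). That scale moved the median of all genes by -0.25 between days in WT libraries A to C, by -0.33 in Mfn1-/- and by -0.73 and -0.39 between the WT sets. Without genes overlapped on the opposite strand, which leaves fewer genes, 4107 passed between days in Mfn1-/- and 1641 and 1632 between the WT sets. Among the alternatives run with the preset correlation, this setting also ended the most list calls, 24, against 9 each with only the libraries of the comparison and with all 6 WT libraries rescaled.

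With all 6 WT libraries of the day on the authors' scale, the median of all genes moved to 0.33 for Mfn1-/- at day -2, 0.10 at day +8, -0.35 for Mfn2-/- at day -2 and -0.20 at day +8. The genes that passed were then 80.4%, 57.5%, 24.7% and 33.7% higher, against 55.5%, 46.8%, 46.2% and 44.8%. Directions changed for Fdps (0.15) in Mfn1-/- at day -2, Mfn1 (0.0278) and mt-Nd6 (-0.69) in the libraries labelled Mfn1-/- at day +8, Slc2a1 (-0.0415) in Mfn2-/- at day -2, and Mfn1 (-0.0151) and mt-Nd6 (1.09) in Mfn2-/- at day +8. After rescaling by TMM they changed for Cebpb in Mfn1-/- at day -2 (-0.29) and for mt-Nd6 at day +8 (-0.83 in the libraries labelled Mfn1-/-, 1.29 in Mfn2-/-); the cause was not tested.

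Other values changed direction as well. Mfn1 in the libraries labelled Mfn1-/- at day +8 was at 0.0164 with DESeq2, 0.00212 with DESeq2 on only 6 libraries and 0.00475 with edgeR. Among differences between effects, Cebpa in the response of Mfn1-/- was at 0.0726 with a pseudocount of 5, and Pparg and Fabp4 in the response of Mfn2-/- were at 0.0629 and 0.23 with edgeR. Zfp467 between the lines at day -2 was at -0.24 with quantile normalization, -0.0415 with TMM, -0.0511 with DESeq2 and -0.0564 with edgeR. Among lists, none of them called in these settings, the test changed direction for the integrated stress response in Mfn1-/- at day -2 (median 0.0330 with a pseudocount of 5 and 0.0252 with the strict filter) and for the unfolded protein response there (-0.0137 with DESeq2, -0.0196 on only 6 libraries). It did so for apoptosis in Mfn2-/- at day -2 (0.0134 with quantile normalization, 0.0250 with only the libraries of the comparison, -0.46 with all 6 WT libraries, -0.12 after rescaling, 0.0222 with DESeq2 and 0.0224 on only 6 libraries). Without overlapped genes it did so for mature adipocyte genes in Mfn1-/- at day -2 (-0.0347) and for apoptosis in Mfn2-/- at day +8 (0.0440). It also did so for matrix genes in Mfn1-/- at day -2 (0.10 with all 6 WT libraries rescaled, -0.00911 with DESeq2 on only 6 libraries).

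Without any 1 library, counts ran from 2367 to 2750 for Mfn1-/- at day -2, 2315 to 2735 at day 0, 2567 to 3040 at day +3 and 5972 to 7219 at day +8, and for Mfn2-/- from 4295 to 4398 at day -2 and 4596 to 4735 at day +8. Between days they ran from 1185 to 2302 in WT libraries A to C (1185 without library B of day -2 and 1235 without A), 4784 to 6277 in Mfn1-/-, 2675 to 2880 in WT libraries D to F and 1759 to 1935 in Mfn2-/-. For the responses they ran from 2764 to 4571 and 1749 to 1873, between the lines from 2600 to 2781 and 4655 to 5580, and between the WT sets from 2200 to 2494 and 2224 to 2501. A library left out leaves its group with fewer, and the test pools the spread over all groups.

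At day +3 in Mfn1-/-, Klf4 ran from -0.31 without Mfn1-/- library B to 0.35 (-0.02 without WT library B and -0.01 without C), Slc2a4 from -0.0648 without Mfn1-/- library A to 1.42, and Fabp4 from -0.0113 without the same library to 0.77. Mfn1 at day +8 ran from -0.30 without Mfn1-/- library A to 0.12 without C, with 0.01 without B. Between the lines at day -2, Zfp467 ran from -0.28 without WT library B to 0.36 and Slc2a1 from -0.0824 without Mfn1-/- library B to 0.28. The integrated stress response in Mfn1-/- at day -2 ran from -0.12 without WT library A to 0.28 (-0.08 and -0.11 without Mfn1-/- libraries B and C), and the unfolded protein response from -0.0600 to 0.0411 without Mfn1-/- libraries A and C, with its test turned down without WT library A (-0.0569) or C (-0.0305) or Mfn1-/- library B (-0.0308).

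With the replicate letter as a block, 3210, 3007, 3890 and 7454 genes passed for Mfn1-/- at day -2, 0, +3 and +8, 2209 and 6325 between days in WT and Mfn1-/-, 4276 for the response and 2995 and 5643 between the lines. After group means were removed, WT and Mfn1-/- libraries of the same letter correlated at 0.0379 to 0.420 at day -2, 0.0937 to 0.243 at day 0, 0.521 to 0.6998 at day +3 and 0.242 to 0.308 at day +8. No paired analysis was possible for Mfn2-/- because its columns and labels carry different letters. Replicates varied beyond counting error in all 36 pairs of libraries of a group (chi-square per gene 1.42 to 108, median 23.0). The range was 6.69 to 108 in WT libraries A to C and Mfn1-/-, and 1.42 to 9.23 in WT libraries D to F and Mfn2-/-. The test over all 12 groups pools these unequal spreads. Counts fell for Mfn1-/- at day +3 and +8 and rose for Mfn2-/- at day -2 when only the libraries of the comparison were fitted. Small changes were often missed: on simulated data 20.9% of 1.5-fold and 92.4% of 4-fold changes were recovered. Neither depth nor the number of libraries was varied there.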

Differences from the paper's values

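DESeq2 on only the 6 libraries of a comparison, all 6 WT libraries rescaled by TMM, and the tests of uncalled lists under the alternatives were chosen only after the values were seen.

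The log2 fold changes that Fig. 3D prints for 7 transcription factors in Mfn1-/- at day -2 and that of Slc2a1 in Mfn2-/- match those found here (2.00 for Pparg, 3.52 for Cebpa, 0.69 for Cebpb, 0.92 for Klf4, 2.75 for Zfp467, 2.46 for Klf15, -4.58 for Zfp521 and 0.17 for Slc2a1), within the replicate spread. Their adjusted p differ. As -log10, the paper's value in Fig. 3D is about 9.7 for Pparg, where 6.09 was found here, about 14 for Cebpa (8.99 here), about 2.4 for Cebpb (1.91), about 3.3 for Klf4 (1.73), about 20 for Zfp467 (4.71), about 4 for Klf15 (4.31) and about 6.9 for Zfp521 (9.09). For Slc2a1 in Mfn2-/- at day -2 the paper's text gives an adjusted p that is 3 in percent, against 66.0 here.

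Of the 17 alternatives set before the data were examined, none came within 1.5 times the paper's adjusted p for Pparg, Cebpa, Cebpb, Zfp467 or Zfp521, and none of 16 did for Slc2a1. For Klf4, 1 did, all 6 WT libraries of the day (adjusted p = 3.52e-04), and 16 did not. For Klf15, 4 did, a pseudocount of 0.5 (9.60e-05) or 5 (1.17e-04), quantile normalization (6.85e-05) and TMM (8.75e-05), and 13 did not. Over these alternatives -log10 of the adjusted p ran from 3.03 to 11.2 for Pparg, 4.06 to 14.4 for Cebpa, 0.0979 to 2.12 for Cebpb, 0.952 to 3.45 for Klf4, 3.36 to 9.45 for Zfp467, 2.29 to 5.85 for Klf15 and 2.64 to 25.6 for Zfp521, and the adjusted p of Slc2a1 from 0.00955 to 0.902. DESeq2 on only the 6 libraries of the comparison, which was chosen after seeing the values and drops 0 of the 7 genes that the paper calls, gave adjusted p of 3.26e-10 (Pparg), 1.03e-14 (Cebpa), 0.00291 (Cebpb), 4.71e-04 (Klf4), 3.75e-20 (Zfp467), 1.04e-04 (Klf15), 1.17e-07 (Zfp521) and 0.0187 (Slc2a1). The paper's methods name DESeq2. On the -log10 scale, these values lie near those of Fig. 3D for all 7 factors. For these factors the difference in adjusted p thus goes with the test and the libraries fitted here.

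Fig. 3D gives Cebpb and Klf4 as changed in Mfn1-/- at day -2, while here they did not pass (adjusted p = 0.0122 and 0.0185). Cebpb passed without WT library B (0.00754), with DESeq2 (0.00806) and with DESeq2 on only 6 libraries, within 0.00291 to 0.798 over all alternatives. Klf4 passed with all 6 WT libraries (3.52e-04, or 0.00135 rescaled), without Mfn1-/- library A (0.00810), with DESeq2 (0.00568) and with DESeq2 on only 6 libraries, within 3.52e-04 to 0.112. The paper reports the changes of Pparg, Cebpa, Zfp467 and Zfp521 as lasting over the time course. At day +3 Zfp467 did not pass here (log2 fold change 1.44, adjusted p = 0.0154), while it passed with the replicate block (0.00529), without Mfn1-/- library C (0.00316), with DESeq2 (0.00138) and with edgeR (0.00539), within 0.00138 to 0.124. Pparg, Cebpa and Zfp521 passed at every day.

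The lists tested here were written by hand and are not the paper's gene sets, whose thresholds also differ, so the following comparisons are of direction and call only. The test differs as well. The paper looked with EnrichR for sets enriched among its differentially expressed genes. Camera tests whether a whole list shifts to 1 side, so a list whose genes move both ways can go uncalled. A missing call here is therefore no evidence against the paper's set. The paper ranks hypoxia first among the sets raised in Mfn1-/- at day -2. Here it was called up as well (13 genes up, 3 down, adjusted p = 0.00512 from camera), 6th of 8 lists called up. The cartilage, mesothelial, pro-adipogenic, cardiac and epithelial lists came before it, and skeletal muscle and p53 genes after. This order is among the hand-written lists only and cannot be set against the paper's rank among Hallmark sets. With an estimated correlation none of the 8 passed (0.794 for hypoxia), and the hypoxia call ended under 7 of 20 alternatives, within 9.73e-05 to 0.179. The paper gives hypoxia as lowered in Mfn2-/-, where here 7 genes rose and 12 fell and the list did not pass in any alternative (adjusted p = 0.673, 0.378 to 0.939), though its direction was down.

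In Mfn2-/- at day -2 the paper gives the G2-M checkpoint, apoptosis, mitotic spindle and E2F targets as raised. Here none was called (adjusted p = 0.474, 0.926, 0.474 and 0.0865), although 4, 9, 9 and 12 genes rose against 2, 11, 5 and 4 that fell. The E2F targets passed with only the 6 libraries of the comparison fitted (0.00827, within 0.00827 to 0.481 over all alternatives). At day +8 the same lists, apart from apoptosis, were called up in this line (4.01e-16 for G2-M, 2.04e-04 for the spindle and 2.44e-04 for E2F targets), and with an estimated correlation none passed (0.391, 0.597 and 0.597). The E2F call at day +8 ended with quantile normalization (0.0112) and without overlapped genes (0.01099), within 5.46e-05 to 0.0112. The estrogen response is raised in both lines in the paper and more so in Mfn1-/-. Here camera called it in neither (0.0570 in Mfn1-/- and 0.244 in Mfn2-/-), with 18 genes up and 8 down against 19 up and 16 down. Fry called it up in both (2.57e-05 and 1.54e-07), and DESeq2 on only 6 libraries called it in Mfn2-/- (7.36e-04, within 7.36e-04 to 0.409).

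Fig. 3C places the TNF response among sets raised in Mfn1-/- at day -2, while here 6 of its genes rose and 11 fell (adjusted p = 0.402). Its fall in Mfn2-/-, shown in the same figure, was called here (5 up, 26 down, 9.50e-04, and 0.690 with an estimated correlation). The figure places the p53 and TGF-beta sets among those raised in both lines. Here the p53 list was called up in Mfn1-/- (8 up, 0 down, adjusted p = 0.00894, and adjusted p = 0.174 with an estimated correlation) and not in Mfn2-/- (7 up, 8 down, 0.493), where fry called it down (7.50e-05). That call ended under 8 of 20 alternatives, among them without WT library A (0.0435) and without Mfn1-/- library B (0.0135) or C (0.0186), within 0.00464 to 0.0435. The TGF-beta list was up without a call (0.0325 in Mfn1-/- and 0.244 in Mfn2-/-). Fry called it up in both (8.33e-06 and 0.00644), and DESeq2 on only 6 libraries called it in Mfn1-/- (0.00383, within 0.00383 to 0.2055).

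Among sets that Fig. 3C shows as lowered, the mesenchymal and Myc sets fall in both lines. Here matrix and mesenchymal genes were called down in Mfn2-/- (2.41e-05, and 0.690 with an estimated correlation) and not in Mfn1-/- (9 up, 13 down, adjusted p = 0.511, 0.221 to 0.9898 over all alternatives). Myc targets were called down in Mfn1-/- (0.00163, and 0.794 with an estimated correlation) and not in Mfn2-/- (0 up, 6 down, 0.0865), where they passed with only the 6 libraries of the comparison fitted (2.35e-05) and with DESeq2 on these (6.80e-05, within 2.35e-05 to 0.409). The figure gives fatty acid metabolism as lowered in Mfn1-/- and glycolysis as lowered in Mfn2-/-. Here 2 genes of fatty acid oxidation rose in Mfn1-/- and 1 fell (adjusted p = 0.592, 0.375 to 0.8005), and 2 glycolysis genes rose in Mfn2-/- and 5 fell (0.590, and 0.0136 to 0.908).

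At day +8, Fig. 3G and 3K show the apoptosis and unfolded protein response sets as raised in Mfn2-/-. Here 6 and 0 genes of these lists rose and 12 and 5 fell, without a call (adjusted p = 0.732 and 0.324), and fry called apoptosis down (0.00927). The figure also shows the TGF-beta set as raised in this line. Here 8 genes rose and 4 fell (0.029995), and the list passed with only the 6 libraries of the comparison fitted (0.00847), without genes overlapped on the opposite strand (0.00433), with DESeq2 on only 6 libraries (0.00137, within 0.00137 to 0.102) and with fry (1.04e-05). The TNF set falls in both lines in Fig. 3G. Here it was down without a call (9 up and 17 down in the libraries labelled Mfn1-/-, adjusted p = 0.230, and 7 up and 14 down in Mfn2-/-, 0.417), and fry called it down in the former (0.00292). Hypoxia stands among both the raised and the lowered sets of Mfn2-/- in Fig. 3, while here 14 genes rose and 9 fell without a call (0.324).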

Other observations

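The alternatives named as added in the summary of methods were chosen only after the results were seen. Lists were tested with camera, calls are at an adjusted p under 0.01, and values are normalized counts (mean ± SD, n = 3 libraries).

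Before differentiation, both knockout lines had less RNA for the synthesis of cholesterol than the 1 WT line they were compared with. In Mfn1-/- MEFs at day -2, 19 of 24 measured genes fell and none rose (0 and 20 when adjusted over the list alone, median log2 fold change -1.08, adjusted p = 1.31e-09, and adjusted p = 0.194 with an estimated correlation). Sqle, the squalene epoxidase gene, stood at 1392 ± 268 against 5045 ± 242 in WT (log2 fold change -1.87, adjusted p = 3.38e-06), and Fdps, which makes farnesyl diphosphate, at 339 ± 61.1 against 1280.4 ± 86.6 (log2 fold change -1.93, adjusted p = 3.89e-05). With all 6 WT libraries of the day, the change of Fdps was lost (0.15, adjusted p = 0.887, or -0.23 and 0.796 after rescaling, from 2.94e-30 over all alternatives), and the median of the list moved to -0.55 on the authors' scale while its call held. At the same day 11 of these genes fell and none rose in Mfn2-/- MEFs (0 and 11 when adjusted over the list alone, median log2 fold change -0.64, adjusted p = 0.00526, and adjusted p = 0.963 with an estimated correlation), among them Ebp, an isomerase gene of this pathway (185 ± 30.9 against 413 ± 26.5, log2 fold change -1.17, adjusted p = 4.99e-08). That call ended without WT library F (adjusted p = 0.0117), without Mfn2-/- column B (0.0105) and without genes overlapped on the opposite strand (0.0131), within 2.13e-04 to 0.0131.

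Genes of the interferon response were lower at day +8 in Mfn2-/- and in the libraries labelled Mfn1-/-, and in Mfn1-/- MEFs before. Of 41 measured genes, 1 rose and 14 fell in Mfn1-/- MEFs at day -2 (1 and 19 when adjusted over the list alone, median log2 fold change -0.75, adjusted p = 1.59e-04, and adjusted p = 0.789 with an estimated correlation), with the chemokine gene Cxcl10 at 12.3 ± 4.17 against 210.4 ± 99.0 (log2 fold change -3.94, adjusted p = 4.45e-09). This call ended without WT library C (median -0.43, adjusted p = 0.0464), with all 6 WT libraries (-0.0116 and 0.0134, or -0.39 and 0.0747 after rescaling) and without overlapped genes (-0.58 and 0.0113), within 4.19e-07 to 0.0747. The size of this fall thus rests on the WT libraries used. At day +8, 2 rose and 27 fell in the libraries labelled Mfn1-/- (2 and 28 when adjusted over the list alone, median log2 fold change -1.42, adjusted p = 1.74e-05, and adjusted p = 0.478 with an estimated correlation), with Isg15 at 17.3 ± 10.3 against 617 ± 211 (log2 fold change -5.17, adjusted p = 7.93e-09). In Mfn2-/- none rose and 26 fell (1 and 28 when adjusted over the list alone, median log2 fold change -1.08, adjusted p = 5.19e-05, and adjusted p = 0.641 with an estimated correlation), with Irf7, a regulator of this response, at 6.85 ± 2.04 against 123 ± 24.4 (log2 fold change -4.00, adjusted p = 1.90e-05). In Mfn2-/- at day -2, 3 rose and 11 fell without a call (adjusted p = 0.447).

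Of 53 measured genes of the extracellular matrix and the mesenchymal state, 9 rose and 31 fell in Mfn2-/- MEFs at day -2 (10 and 33 when adjusted over the list alone, median log2 fold change -1.36, adjusted p = 2.41e-05, and adjusted p = 0.690 with an estimated correlation). Col1a2, a chain of type I collagen, stood at 149 ± 57.8 against 73593 ± 3053 (log2 fold change -9.03, adjusted p = 5.54e-16), while the gelatinase gene Mmp2 rose (11447 ± 1656 against 384 ± 36.4, log2 fold change 4.89, adjusted p = 3.71e-15). In the same libraries the mesothelial list was called up (median 9.18, adjusted p = 8.51e-09, and adjusted p = 0.00885 with an estimated correlation), and the epithelial list had a median of 3.67 without a call (adjusted p = 0.0226). At day +8 these were 8.52 with a call (adjusted p = 8.07e-09, and adjusted p = 0.0121 with an estimated correlation) and 3.75 without (0.0334). The fall of matrix genes is not told apart here from a different mix of cell types. At day +8, 2 rose and 33 fell in this line (2 and 33 when adjusted over the list alone, median log2 fold change -1.42, adjusted p = 8.07e-09, and adjusted p = 0.386 with an estimated correlation), and 3 rose and 35 fell in the libraries labelled Mfn1-/- (3 and 37 when adjusted over the list alone, median log2 fold change -1.15, adjusted p = 8.36e-06, and adjusted p = 0.331 with an estimated correlation). Col1a2 stood at 227 ± 74.4 against 115936 ± 8482 in Mfn2-/- at day +8, and Wnt5a, which encodes a secreted signal, fell in the libraries labelled Mfn1-/- (22.5 ± 11.9 against 1417 ± 132, log2 fold change -6.02, adjusted p = 3.15e-10). In Mfn1-/- at day -2 the list had a median of 0.00 and a test directed down without a call. All 3 calls of the matrix list were lost with an estimated correlation. With the preset correlation none ended in any alternative (adjusted p up to 2.55e-04, 5.10e-08 and 7.91e-04).

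Genes that Myc drives, which serve growth, were lower in Mfn1-/- MEFs at day -2 as a list of 46 (0 up, 3 down, 0 and 1 when adjusted over the list alone, median log2 fold change -0.39, adjusted p = 0.00163, and adjusted p = 0.794 with an estimated correlation), led by Odc1 of polyamine synthesis (1346 ± 299.7 against 2846 ± 424, log2 fold change -1.09, adjusted p = 3.30e-04). The call ended without WT library B (adjusted p = 0.0152) and without overlapped genes (0.01, within 4.19e-06 to 0.0152). At day +8 the list was higher in Mfn2-/- (9 up, 0 down, 8 and 0 when adjusted over the list alone, median log2 fold change 0.31, adjusted p = 0.00980, and adjusted p = 0.827 with an estimated correlation). This call ended in 12 of 19 alternatives, among them without WT library D (0.0113), E (0.0146) or F (0.0123) and without Mfn2-/- column A (0.0216) or B (0.0206), within 3.06e-04 to 0.0588. The TNF response was lower in Mfn2-/- at day -2, with 5 of 50 genes up and 26 down (5 and 26 when adjusted over the list alone, median log2 fold change -0.95, adjusted p = 9.50e-04, and adjusted p = 0.690 with an estimated correlation). Ptgs2, the gene of cyclooxygenase 2, stood at 33.8 ± 8.53 against 901 ± 96.4 (log2 fold change -4.72, adjusted p = 1.18e-08).

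The integrated stress response at day +8 was lower in Mfn2-/-, with none of 35 genes up and 13 down (0 and 13 when adjusted over the list alone, median log2 fold change -0.87, adjusted p = 0.00980, and adjusted p = 0.825 with an estimated correlation), led by Cth of cysteine synthesis (12.7 ± 1.61 against 204 ± 6.30, log2 fold change -3.91, adjusted p = 5.22e-09). This call ended in 8 of 19 alternatives, among them without WT library D (adjusted p = 0.0113), E (0.0146) or F (0.0126) and without Mfn2-/- column B (0.0235), within 1.79e-07 to 0.0235. In the libraries labelled Mfn1-/- 9 genes rose and none fell without a call (4 and 0 when adjusted over the list alone, median 0.48, adjusted p = 0.0137). The list passed there in 7 of 20 alternatives, among them with the replicate block (0.00580), without WT library A (0.00608) and without library C labelled Mfn1-/- (2.27e-06), within 2.27e-06 to 0.212.

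Other programs differed at day +8. In the libraries labelled Mfn1-/-, 17 of 20 glycolysis genes rose and 1 fell (18 and 1 when adjusted over the list alone, median log2 fold change 2.78, adjusted p = 8.01e-10, and adjusted p = 0.179 with an estimated correlation), with the aldolase gene Aldoa at 101768 ± 50120.2 against 5732 ± 1673 (log2 fold change 4.07, adjusted p = 2.89e-12). Of 31 peroxisome genes 18 rose and 2 fell (20 and 2 when adjusted over the list alone, median log2 fold change 0.91, adjusted p = 2.10e-07, and adjusted p = 0.163 with an estimated correlation), with Phyh, of phytanate oxidation, at 1682 ± 374 against 176 ± 40.4 (log2 fold change 3.25, adjusted p = 2.59e-11). In Mfn2-/- 3 peroxisome genes rose and 18 fell (4 and 18 when adjusted over the list alone, median log2 fold change -0.45, adjusted p = 0.00419, and adjusted p = 0.400 with an estimated correlation), with the transporter gene Abcd2 at 51.3 ± 12.5 against 409 ± 75.1 (log2 fold change -2.98, adjusted p = 1.13e-08). The last call ended in 6 of 19 alternatives, among them without WT library F (adjusted p = 0.0163), within 8.85e-04 to 0.05195. Of 8 genes of brown and beige adipocytes none rose and 6 fell in Mfn2-/- (0 and 6 when adjusted over the list alone, median log2 fold change -3.60, adjusted p = 2.44e-04, and adjusted p = 0.162 with an estimated correlation). This call ended without overlapped genes (0.0420, within 1.01e-04 to 0.0420). In the libraries labelled Mfn1-/- 4 rose and 2 fell (4 and 2 when adjusted over the list alone, adjusted p = 0.376), with Cox7a1 and Kcnk3 up and Lhx8 and Dio2 down.

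Cell cycle lists fell in the libraries labelled Mfn1-/- at day +8. Of the G2-M checkpoint genes 1 rose and 24 fell (1 and 25 when adjusted over the list alone, median log2 fold change -0.51, adjusted p = 0.00674, and adjusted p = 0.698 with an estimated correlation), of E2F targets 7 and 29 (8 and 29 when adjusted over the list alone, median log2 fold change -0.40, adjusted p = 0.00139, and adjusted p = 0.480 with an estimated correlation), and of spindle genes 2 and 28 (2 and 29 when adjusted over the list alone, median log2 fold change -0.55, adjusted p = 2.17e-04, and adjusted p = 0.478 with an estimated correlation). The G2-M call ended without WT library A (0.0115) or B (0.0249) and without library C labelled Mfn1-/- (0.0412), and with DESeq2 on only the 6 libraries of the comparison (0.0209), within 5.92e-04 to 0.0412. The E2F call ended without the same library (0.0204), without overlapped genes (0.0131) and with DESeq2 on only 6 libraries (0.0170), within 3.16e-05 to 0.0204. In Mfn2-/- 24 E2F targets rose and 2 fell (24 and 2 when adjusted over the list alone, median log2 fold change 0.34, adjusted p = 2.44e-04, and adjusted p = 0.597 with an estimated correlation), and 25 spindle genes rose and 3 fell (27 and 3 when adjusted over the list alone, median log2 fold change 0.49, adjusted p = 2.04e-04, and adjusted p = 0.597 with an estimated correlation). The call of E2F targets in Mfn2-/- ended with quantile normalization (0.0112) and without overlapped genes (0.01099), within 5.46e-05 to 0.0112.

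Genes of mitochondrial DNA fell in Mfn2-/- MEFs at day +8, with 6 of 7 measured genes down and none up (0 and 6 when adjusted over the list alone, median log2 fold change -1.41, adjusted p = 0.00419, and adjusted p = 0.400 with an estimated correlation). Among them mt-Nd5, a subunit of complex I, stood at 3298 ± 144 against 10179 ± 517 (log2 fold change -1.63, adjusted p = 8.86e-08). The call ended with all 6 WT libraries (adjusted p = 0.0263, or 0.0123 after rescaling), where mt-Nd6 turned up, and without overlapped genes (0.0228, within 2.70e-08 to 0.0263). In Mfn1-/- at day -2, 3 of these genes fell without a call of the list (adjusted p = 0.0520). Of 15 genes of mitochondrial biogenesis, 12 rose and none fell in the libraries labelled Mfn1-/- at day +8 (12 and 0 when adjusted over the list alone, median log2 fold change 0.77, adjusted p = 2.21e-05, and adjusted p = 0.179 with an estimated correlation), led by the nuclear receptor gene Esrra (1357 ± 334 against 257 ± 35.2, log2 fold change 2.37, adjusted p = 4.52e-11). Ppargc1a, the coactivator gene of this program, was already higher in Mfn1-/- at day -2 (464 ± 150.3 against 79.4 ± 42.8, log2 fold change 2.603, adjusted p = 2.64e-07). Of 13 genes of fusion and fission, 1 rose and 1, Mfn1 itself, fell in Mfn1-/- at day -2 (adjusted p = 0.317), and 7 rose in the libraries labelled Mfn1-/- at day +8 without a call (adjusted p = 0.0125).

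For proteins that the paper measured, the RNA can be given. Insr, the insulin receptor gene, had log2 fold changes of 0.40 (adjusted p = 0.112) and 0.91 (1.78e-04) in Mfn1-/- at day -2 and the libraries labelled Mfn1-/- at day +8, and -0.55 (0.0207) and -1.16 (9.87e-06) in Mfn2-/- at the same days. In the same order, Opa1 of inner membrane fusion had -0.13 (0.487), 0.73 (3.46e-05), 0.21 (0.226) and 0.26 (0.113), and Dnm1l of fission -0.16 (0.421), -0.05 (0.756), -0.26 (0.138) and 0.17 (0.325). Fis1 had -0.16 (0.520), 0.44 (0.0314), 1.10 (3.94e-06) and 0.82 (2.35e-04), and Tomm20, of outer membrane import, 0.21 (0.212), 1.00 (1.10e-07), -0.55 (8.11e-04) and 0.07 (0.705). The calls of Insr and Opa1 at day +8 in the libraries labelled Mfn1-/- ended with only the 6 libraries of the comparison fitted (0.0105 and 0.0238, from 5.73e-06 and 7.35e-09 over all alternatives), and that of Tomm20 in Mfn2-/- with all 6 WT libraries rescaled (0.706, from 4.20e-21).

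Genes that record the position of a fibroblast in the embryo moved in both lines. At day -2, 9 of 36 rose and 18 fell in Mfn1-/- (11 and 19 when adjusted over the list alone, median log2 fold change -1.17, adjusted p = 4.30e-04, and adjusted p = 0.194 with an estimated correlation), and 5 rose and 17 fell in Mfn2-/- (5 and 17 when adjusted over the list alone, median log2 fold change -0.86, adjusted p = 0.00316, and adjusted p = 0.564 with an estimated correlation). Hoxa5 rose in Mfn1-/- (159.7 ± 16.1 against 46.6 ± 13.7, log2 fold change 1.79, adjusted p = 2.93e-07), and Tbx5, a gene of the forelimb, had 0 reads in Mfn2-/- against 210.0 ± 5.37 in WT. Both calls ended with only the libraries of the comparison fitted (adjusted p = 0.0107 and 0.0244, from 7.07e-10 and 1.55e-05), and that in Mfn2-/- also with all 6 WT libraries (0.188, or 0.0548 after rescaling, the former being the highest). At day +8 the list was called neither in the libraries labelled Mfn1-/- nor in Mfn2-/- (adjusted p = 0.0162 and 0.636). Of 22 imprinted genes, 7 rose and 5 fell in Mfn1-/- at day -2 (7 and 5 when adjusted over the list alone, adjusted p = 0.146), and 6 rose and 9 fell in Mfn2-/- (8 and 9 when adjusted over the list alone, adjusted p = 0.673). Peg3 rose in Mfn2-/- as well (5718 ± 291 against 9.80 ± 1.75).

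Calls for other lineages depended on the settings in part. In Mfn1-/- at day -2, the skeletal muscle list lost its call in 7 of 20 alternatives, among them without WT library C (adjusted p = 0.0140, within 3.36e-04 to 0.0612), the cardiac list in 2 (0.0179 and 0.0147, from 3.47e-14) and the epithelial list in 3 (0.0102, 0.0165 and 0.01097, from 1.44e-05). The cardiac list in Mfn2-/- lost it at day -2 in 3 of 19 (0.0186, 0.0200 and 0.0373, from 1.05e-08) and at day +8 in 2 (0.0109 and 0.0446, from 3.48e-10). The cartilage list at day -2 and the mesothelial lists at day -2 in both lines and at day +8 in Mfn2-/- kept their calls in every alternative run with the preset correlation. With an estimated correlation only the mesothelial list in Mfn2-/- at day -2 kept it (adjusted p = 0.00885), and the cartilage list (0.0815), the mesothelial list in Mfn1-/- at day -2 (0.0870) and that in Mfn2-/- at day +8 (0.0121) did not.

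Genes of the Y chromosome were read in every group. Kdm5d, a histone demethylase gene, was higher in Mfn1-/- at day -2 (486 ± 50.9 against 192 ± 45.2, log2 fold change 1.35, adjusted p = 5.74e-07) and in Mfn2-/- at day -2 (373 ± 4.12 against 176 ± 12.8, log2 fold change 1.08, adjusted p = 1.04e-05) and day +8 (383 ± 55.8 against 111 ± 5.64, log2 fold change 1.77, adjusted p = 1.35e-09). Its call at day +8 in the libraries labelled Mfn1-/- (log2 fold change 0.60, adjusted p = 0.00542) ended in 5 of 20 alternatives, among them without WT library A (0.0362) or B (0.0164) and without library B labelled Mfn1-/- (0.0536), within 1.12e-04 to 0.0540. Eif2s3y passed in Mfn2-/- at day -2 (log2 fold change 0.61, adjusted p = 2.85e-04) and day +8 (log2 fold change 0.47, adjusted p = 0.00367) but not in Mfn1-/- at day -2 (log2 fold change -0.19, adjusted p = 0.275) or in the libraries labelled Mfn1-/- at day +8 (log2 fold change 0.26, adjusted p = 0.0821). At day +8 its call in Mfn2-/- ended without WT library D (0.0141) or E (0.0143) and without Mfn2-/- column B (0.0130) or C (0.0299), within 4.88e-05 to 0.0299, and at day -2 with all 6 WT libraries (0.0337, from 1.77e-09). Ddx3y and Uty passed in no comparison with WT at day -2 or day +8, with adjusted p of 0.0983 and 0.179 in Mfn1-/- at day -2, 0.0747 and 0.0401 in the libraries labelled Mfn1-/- at day +8, 0.0283 and 0.0660 in Mfn2-/- at day -2 and 0.0124 and 0.407 at day +8.

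Of the genes named in these observations, Cxcl10, Irf7, Wnt5a, Kcnk3, Dio2, Esrra, Dnm1l, mt-Nd5 and mt-Nd6 have exons overlapped by a gene on the opposite strand. Fdps and Esrra overlap a gene on their own strand.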
